# The CoREST repressor complex mediates phenotype switching and therapy resistance in melanoma

**DOI:** 10.1172/JCI171063

**Published:** 2024-02-01

**Authors:** Muzhou Wu, Ailish Hanly, Frederick Gibson, Robert Fisher, Samantha Rogers, Kihyun Park, Angelina Zuger, Kevin Kuang, Jay H. Kalin, Sarah Nocco, Matthew Cole, Amy Xiao, Filisia Agus, Adam Labadorf, Samuel Beck, Marianne Collard, Philip A. Cole, Rhoda M. Alani

**Keywords:** Dermatology, Oncology, Drug therapy, Epigenetics, Melanoma

## Abstract

Virtually all patients with BRAF-mutant melanoma develop resistance to MAPK inhibitors largely through nonmutational events. Although the epigenetic landscape is shown to be altered in therapy-resistant melanomas and other cancers, a specific targetable epigenetic mechanism has not been validated. Here, we evaluated the corepressor for element 1–silencing transcription factor (CoREST) epigenetic repressor complex and the recently developed bivalent inhibitor corin within the context of melanoma phenotype plasticity and therapeutic resistance. We found that CoREST was a critical mediator of the major distinct melanoma phenotypes and that corin treatment of melanoma cells led to phenotype reprogramming. Global assessment of transcript and chromatin changes conferred by corin revealed specific effects on histone marks connected to epithelial-mesenchymal transition–associated (EMT-associated) transcription factors and the dual-specificity phosphatases (DUSPs). Remarkably, treatment of BRAF inhibitor–resistant (BRAFi-R) melanomas with corin promoted resensitization to BRAFi therapy. DUSP1 was consistently downregulated in BRAFi-R melanomas, which was reversed by corin treatment and associated with inhibition of p38 MAPK activity and resensitization to BRAFi therapies. Moreover, this activity was recapitulated by the p38 MAPK inhibitor BIRB 796. These findings identify the CoREST repressor complex as a central mediator of melanoma phenotype plasticity and resistance to targeted therapy and suggest that CoREST inhibitors may prove beneficial for patients with BRAFi-resistant melanoma.

## Abstract 2

The CoREST epigenetic repressor complex has a role in melanoma resistance to targeted therapy that can be overcome in models by a CoREST inhibitor.

## Introduction

Melanomas exhibit tremendous intratumoral heterogeneity and phenotype plasticity, which allows them to switch between distinctive transcriptional programs in response to external stressors, including targeted therapies (1). These transcriptional phenotypes, which are mediated largely through epigenetic mechanisms (1, 2), are characterized by altered differentiation and metabolic states including a proliferative/differentiated/MITF^hi^/AXL^lo^ phenotype and an undifferentiated/invasive/MITF^lo^/AXL^hi^ phenotype (3, 4) with associated changes in the epigenetic landscape (5, 6). Moreover, cellular plasticity is a driver of resistance to targeted therapies in melanoma and other cancers, with dynamic transitions between distinctive molecular phenotypes promoting MAPK inhibitor (MAPKi) bypass mechanisms (7). As reversible transcriptional reprogramming dictates the plasticity of molecular phenotypes, research efforts have focused on the role of epigenetic regulation in this process (8–10).

The corepressor for element 1–silencing transcription factor (CoREST) epigenetic repressor complex is a member of the class I histone deacetylase family of repressor complexes that was originally identified as a cofactor for REST repression (11) and regulation of neuron-specific gene silencing during development (12), but more recently has been connected with the snail family of transcription factors (13). RE1-silencing transcription factor (REST) corepressor 1 (RCOR1) functions as a scaffold for the CoREST repressor complex promoting crosstalk between histone deacetylases 1 and 2 (HDAC1/2) and lysine demethylase 1A (LSD1), an H3K4 demethylase (14), and has been shown to regulate Treg function and antitumor immunity (15). We have recently described corin, a potent and specific dual-warhead inhibitor of the CoREST complex targeting HDAC1/2 and LSD1, that demonstrates growth inhibition in melanoma (16), cutaneous squamous cell carcinoma (16), breast cancers (17), and diffuse intrinsic pontine glioma (18). We therefore hypothesized that CoREST inhibition may elicit synergistic growth inhibition with BRAF inhibitor (BRAFi) therapies through epigenetic reprogramming of BRAF-mutant melanoma.

Here, we show that CoREST inhibition in human melanoma cell lines reversed the 2 major melanoma cell phenotypes, those characterized as either MITF^hi^/AXL^lo^ or MITF^lo^/AXL^hi^, and resensitized BRAFi-resistant (BRAFi-R) melanoma cells to BRAFi therapy. Additionally, we explored the transcriptomic and epigenomic landscapes regulated by CoREST inhibition and found specific alteration of epithelial-mesenchymal transition–associated (EMT-associated) transcription factors following corin treatment of BRAFi-R melanomas in addition to upregulation of the dual-specificity phosphatases and downstream inhibition of p38 MAPK activity. We further noted specific reactivation of BRAFi sensitivity in BRAFi-R melanoma cells following treatment with the p38 inhibitor BIRB 796, suggesting a specific mechanism of action for corin-associated resensitization of BRAFi-R melanomas to BRAFi therapies in this setting. In vivo studies demonstrate enhanced inhibition of BRAFi-R melanoma growth following treatment with the combination of corin plus BRAFi versus corin alone, further supporting a role for CoREST inhibition in resensitizing BRAFi-R melanomas to BRAF therapies and suggesting a potential role for CoREST inhibition as a therapeutic modality to enhance MAPK-targeted therapies in patients with advanced melanoma.

## Results

### The CoREST repressor complex mediates phenotype switching in melanoma.

In order to further explore the role of the CoREST repressor complex in human melanoma development, we treated a panel of phenotypically distinct melanoma cell lines with the CoREST inhibitor corin for 24 hours (Figure 1). Remarkably, all tumor cell lines demonstrating an MITF^hi^/AXL^lo^ melanoma phenotype showed decreased expression of MITF and increased expression of histone H3K4me2, a common readout of LSD1 inhibition (19, 20), and H3K9ac/K27ac marks following corin treatment, without significant effects on the MEK/ERK pathway (Figure 1A). In addition, corin treatment of MITF^lo^/AXL^hi^ melanoma cells led to decreased AXL expression and increased histone acetylation and methylation marks in all cell lines evaluated, without affecting the MEK/ERK pathway (Figure 1B). These data suggest a specific reversion of melanoma differentiation phenotypes to intermediate, non-MITF^hi^, and non-AXL^hi^ cellular programs following corin treatment. Moreover, treatment of melanoma cells for 24 hours with corin inhibited tumor cell growth in the majority of MITF^hi^/AXL^lo^ melanoma cells evaluated; however, minimal growth inhibition and even enhanced cellular proliferation was seen in MITF^lo^/AXL^hi^ cells following 24 hours of treatment with corin (Figure 1C), consistent with conversion of both distinctive melanoma cell line phenotypes to intermediate proliferation states following early corin treatment. Corin treatment also led to increased cellular invasion and expression of focal adhesions in MITF^hi^/AXL^lo^ cells, while decreasing invasion and expression of focal adhesions in MITF^lo^/AXL^hi^ cells (Figure 1, D and E). Notably, extended corin treatment of all melanoma cell lines (72 hours) led to substantial**)** growth inhibition with IC_50_ values consistently in the submicromolar range (Figure 1F, Table 1, Supplemental Figure 1, A–C, and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI171063DS1). We also observed morphological changes following corin treatment, with both 1205Lu and 451Lu cells displaying an elongated morphology (Figure 2A). Notably, corin-treated MITF^lo^/AXL^hi^ (1205Lu) cells demonstrated a more melanocytic phenotype compared with the DMSO control–treated cells, whereas MITF^hi^/AXL^lo^ (451Lu) cells had a more senescent cellular phenotype, which was confirmed by β-galactosidase staining (Figure 2B).

### CoREST inhibition resensitizes BRAFi-R melanoma cells to BRAFi therapy.

As tumor cell plasticity and phenotype switching is associated with resistance to targeted therapies in melanoma and other cancers, and intermediate phenotypes are generally considered to be treatment sensitive (21, 22), we next investigated the effect of CoREST inhibition combined with the BRAFi PLX4032 (vemurafenib, referred to herein as PLX4032) on BRAFi-R melanoma cell proliferation. Notably, we found that corin markedly increased the antiproliferative effects of PLX4032 in all BRAFi-R melanoma cells evaluated (Figure 3A). In addition, silencing of the CoREST scaffolding protein RCOR1 also led to resensitization of BRAFi-R MITF^hi^/AXL^lo^ and MITF^lo^/AXL^hi^ melanoma cells to PLX4032 (Figure 3, B and C). Interestingly, we also found that PLX4032 enhanced the antiproliferative effects of corin treatment alone in both BRAFi-R MITF^hi^/AXL^lo^ and MITF^lo^/AXL^hi^ melanoma cells (Figure 3D), with synergy identified between PLX4032 and corin in MITF^hi^/AXL^lo^ and MITF^lo^/AXL^hi^ melanoma cells (combination index [CI] <1.0 [ref. 23]) (Figure 3E, Table 2, Supplemental Figure 1D, and Supplemental Table 2). Of note, growth inhibition in BRAFi-R melanoma cells treated with hi-dose or low-dose PLX4032 was increased following corin treatment versus treatment with the LSD1 inhibitor Cpd7 or the HDAC1 inhibitor MS275 alone, suggesting specific synergies with PXL4032 activity relevant to targeting of the CoREST complex (Figure 3F). In addition, corin treatment significantly reduced colony formation and increased apoptosis in BRAFi-R melanoma cells (Figure 4, A and B, Supplemental Figure 1, E and F), which was further enhanced in combination with PLX4032 (Figure 4, A and B). While the synergy between corin and PLX was not as evident in the colony formation assays compared with the proliferation assays, this may reflect differences between corin’s efficacy in bulk cell proliferation compared with single-cell clonogenic potential. Corin treatment also induced cellular senescence in BRAFi-R MITF^hi^/AXL^lo^ melanoma cells (Figure 4C) but not in MITF^lo^/AXL^hi^ melanoma cells, without obvious effects on autophagy (Supplemental Figure 1, G–I).

### Inhibition of the CoREST complex in BRAFi-R melanoma promotes transcriptional changes associated with the phenotype switch and increased expression of DUSP family MAPK inhibitors.

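The 451Lu-R and 1205Lu-R lines are melanoma cell lines made resistant to BRAF inhibitors (BRAFi). For corin alone and its vehicle DMSO, the authors deposited salmon's estimated read counts per gene for 8 libraries, 2 per group, without normalization. The cells had received 2.5 μM corin or DMSO for 24 h. Totals were 10902764 and 9663987 estimated counts for 451Lu-R with DMSO and 11797788 and 10001851 with corin. For 1205Lu-R they were 11066564 and 10620542 with DMSO and 9516687 and 11112999 with corin. For PLX4032 plus corin against PLX4032, the authors' deposited tables hold the authors' log2 fold changes and adjusted p-values, with no value per library. Those comparisons were therefore counted as listed and not tested again.
Between replicates, log2 CPM (counts scaled to each library's total) correlated across genes with Pearson's r from 0.990 to 0.992. Genes are not independent replicates, and these r values say nothing about samples beyond the pair compared. The number of genes with at least 1 CPM was 13137 and 13110 with DMSO and 14281 and 14144 with corin in 451Lu-R. In 1205Lu-R it was 12835 and 12928 with DMSO and 14428 and 14334 with corin. Corin was compared with DMSO within each cell line by edgeR's 2-sided quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. After edgeR's filter on low counts, 14530 genes were tested in 451Lu-R and 14563 in 1205Lu-R. With 2 libraries per group, the estimate of each gene's spread relies on information shared across genes.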

In order to investigate mechanisms of corin resensitization of BRAFi-R melanoma cells to PLX4032, RNA-Seq was performed on 451Lu-R (MITF^hi^/AXL^lo^) and 1205Lu-R (MITF^lo^/AXL^hi^) cells treated with PLX4032 alone, corin alone, or corin in combination with PLX4032 for 24 hours. Differentially regulated genes were identified by comparison with PLX4032-treated controls (Figure 5A). 

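The authors' deposited table for PLX4032 plus corin against PLX4032 in 451Lu-R gave 1821 genes that rose and 690 that fell at a fold change of 4 or more and an FDR under 0.001. The authors' deposited table for 1205Lu-R gave 1218 genes that rose and 156 that fell. Over the 16134 genes with a value in both of the authors' deposited tables, 637 genes rose in both cell lines, with an odds ratio of 17.9. Over the same genes of the authors' deposited tables, 69 fell in both, with an odds ratio of 32.9 (p = 4.44e-64, 2-sided Fisher's exact test). This test treats genes as independent, which they are not. At an FDR under 0.05 without a limit on fold change, the authors' deposited tables gave 6087 rises and 4795 falls in 451Lu-R and 4994 rises and 4666 falls in 1205Lu-R.
The calls with PLX4032 were also compared with those made here from the corin and DMSO counts. Of the 1790 genes called as risen with corin alone in 451Lu-R and listed in the authors' deposited table, 1400 (78.2%) were called as risen there too. For 1205Lu-R, 1078 of 1641 genes (65.7%) were also called as risen in the authors' deposited table. Of the genes called as fallen with corin alone, 292 (74.5%) in 451Lu-R and 102 (49.8%) in 1205Lu-R were called as fallen in the authors' deposited tables. The calls here used edgeR and the authors' values DESeq2, and a gene just short of a threshold counts as not called. By direction alone, 2173 of 2182 called genes (99.6%) in 451Lu-R and 1835 of 1846 (99.4%) in 1205Lu-R moved the same way in the authors' deposited tables. Across genes, the log2 fold changes for corin alone correlated with those of the authors' deposited tables with r = 0.928 in both cell lines.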

Not surprisingly, we found that corin treatment led to substantially greater numbers of upregulated genes than downregulated genes, consistent with the repressive functions of the CoREST complex. 

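With corin alone against DMSO, 1803 genes rose and 395 fell in 451Lu-R at a fold change of 4 or more and an FDR under 0.001 (edgeR, 2 libraries per group). Genes that rose made up 82.0% of these calls (95% Wilson confidence interval, 80.4% to 83.6%). In 1205Lu-R, 1650 genes rose and 208 fell, a share of 88.8% (87.3% to 90.2%). These intervals treat genes as independent. Without a limit on fold change, at an FDR under 0.05, 6006 genes rose and 5606 fell in 451Lu-R (51.7% rose), and 5886 rose and 5510 fell in 1205Lu-R (51.6%). These were 11612 of 14530 tested genes in 451Lu-R and 11396 of 14563 in 1205Lu-R. TMM put the median log2 fold change at 0.032 and 0.034, so near-even shares follow largely from the scaling. With the replicate number as a replicate block, 1754 genes rose and 380 fell in 451Lu-R, and 1655 rose and 210 fell in 1205Lu-R. With each library left out in turn, between 80.5% and 82.1% of the genes past 4-fold rose in 451Lu-R and between 87.5% and 89.0% in 1205Lu-R. Among genes with expression above the median, the share was 63.7% in 451Lu-R (186 rose and 106 fell) and 64% in 1205Lu-R (128 rose and 72 fell).
Of the 13200 genes tested in both cell lines, 790 rose in both, with an odds ratio of 32.4. Those that fell in both numbered 76, with an odds ratio of 63.8 (p = 2.73e-89, 2-sided Fisher's exact test). From the excess of upregulated genes, the paper proposes a match to the repressive functions of the CoREST complex.

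**Figure D1:**
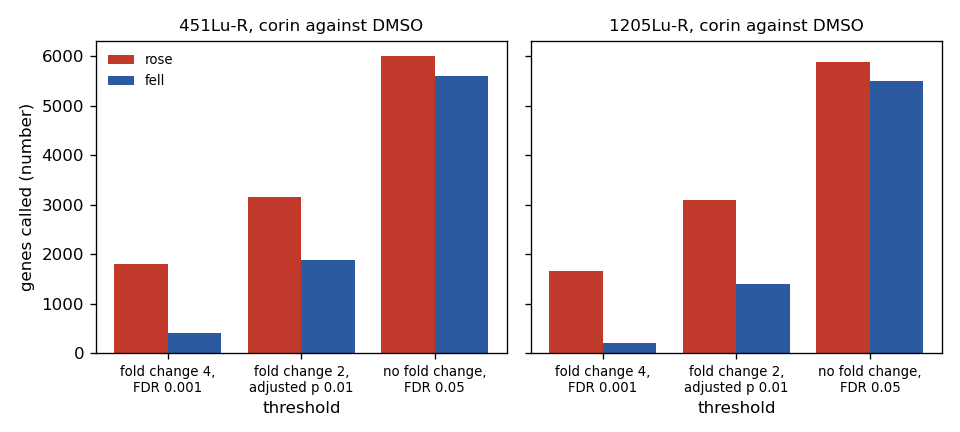
Number of genes that rose and fell with corin against DMSO in 451Lu-R and 1205Lu-R at each threshold. Bars start at 0. Genes that rose outnumber those that fell by 1803 to 395 in 451Lu-R and 1650 to 208 in 1205Lu-R at the threshold of Figure 5A, and by 6006 to 5606 and 5886 to 5510 at an FDR under 0.05. At the latter most tested genes are called, and near-even numbers follow largely from the scaling of the libraries.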

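At an adjusted p under 0.01 and an absolute log2 fold change over 2, 4374 genes changed in at least 1 of 4 comparisons. These were corin against DMSO in each cell line, from the counts, and PLX4032 plus corin against PLX4032 in each, from the authors' deposited tables. With DESeq2 in place of edgeR for the counts, the number was 4178. Of the 4374 genes, 2813 had a value in all 4 comparisons. Among these, 1758 (62.5%) rose in all 4, 570 (20.3%) fell in all 4, and 317 moved in opposite directions in the 2 cell lines, both with and without PLX4032.
K-means with K = 6 on the 4 log2 fold changes gave clusters of 720, 680, 576, 331, 313 and 193 genes. The cluster of 720 genes had mean log2 fold changes of 2.39 in 451Lu-R and 0.93 in 1205Lu-R with corin alone, and 2.81 and 0.86 in the authors' deposited tables. The cluster of 576 genes had 0.80 in 451Lu-R and 2.81 in 1205Lu-R with corin alone, and 0.61 and 2.79 in the authors' deposited tables. The cluster of 680 genes fell in 451Lu-R and 1205Lu-R, with means of -2.70 and -1.09 in the authors' deposited tables, and of -1.14 with corin alone in 1205Lu-R.
The difference in response between the cell lines was tested directly with edgeR's interaction term on the 8 libraries. At an FDR under 0.05, 7984 of 16062 genes (49.7%) responded differently. Of these, 787 rose in 451Lu-R and fell in 1205Lu-R, and 544 did the reverse. Among the 877 genes called in both cell lines at a fold change of 4 or more, 866 (98.7%) moved in the same direction.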

K-means clustering of differentially regulated genes revealed common corin-affected gene clusters as well as cell line–specific, corin-affected gene clusters (Figure 5B), which were characterized ontologically (Supplemental Figure 2, A and B). 

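KEGG's gene sets were not used here. Gene lists for 14 pathways, responses and complexes were written by hand and tested with camera (limma, 2-sided, inter-gene correlation 0.01), with adjustment over the 14 lists. In 451Lu-R, the focal adhesion list rose with corin against DMSO (162 genes, median log2 fold change 0.44, adjusted p = 0.00567). At an FDR under 0.001, 85 of its genes rose and 37 fell. In 1205Lu-R, 54 of 160 focal adhesion genes rose and 74 fell (median -0.11), and the list did not pass the threshold (adjusted p = 0.315). The Wnt signaling list rose in 451Lu-R (110 genes, median 0.40, adjusted p = 0.00952). It did not pass in 1205Lu-R (115 genes, median -0.14, adjusted p = 0.874). The test on ranked fold changes (fgsea) reversed both directions in 1205Lu-R, with an adjusted p of 0.0159 for a rise of the Wnt signaling list and 0.287 for the focal adhesion list. The authors' deposited tables gave the focal adhesion list medians of 0.60 in 451Lu-R and -0.04 in 1205Lu-R. Those medians of the authors' deposited tables stood at percentiles 100 and 76.4 of 10000 random lists matched on expression. Random lists treat genes as independent, and percentiles were not adjusted over the 14 lists. For Wnt signaling, the authors' deposited tables gave medians of 0.55 and -0.03, at percentiles 100 and 66.8. Whether a list's response differed between the cell lines was not tested.
Over both cell lines together, the inter-gene correlation changed more list results than the other alternatives did, while in 1205Lu-R fgsea changed more. When the correlation was estimated from the libraries, no list passed 0.05 in either cell line, with lowest adjusted p-values of 0.105 in 451Lu-R and 0.164 in 1205Lu-R. The 4 libraries of a comparison leave 2 residual degrees of freedom for that estimate.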

Although ontological analysis paired with gene set enrichment analysis (GSEA) using the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway gene sets revealed common corin-regulated gene sets (Figure 5C), we also identified distinct pathways specific to each cell line (Figure 5D). Cell-cycle and DNA repair–related gene sets were commonly downregulated in both cell lines with corin treatment (Figure 5, C and E, and Supplemental Figure 2A), confirmed by real-time quantitative PCR (RT-qPCR) (Supplemental Figure 2, C and D), while MAPK signaling, cell adhesion molecules, axon guidance, hedgehog signaling, and neuronal pathways were commonly upregulated with corin treatment (Figure 5, C and E and Supplemental Figure 2A). 

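The DNA replication list fell with corin against DMSO in both cell lines, with a median log2 fold change of -0.79 over 35 genes in each (camera, adjusted p = 1.45e-05 in 451Lu-R and 3.33e-05 in 1205Lu-R). Of its genes, 26 fell in 451Lu-R and 24 in 1205Lu-R at an FDR under 0.001. The cell cycle list fell as well, with medians of -0.56 and -0.45 (adjusted p = 4.68e-05 and 7.89e-05). For base excision repair, the medians were -0.77 and -0.65 (adjusted p = 0.00133 and 0.000281). For nucleotide excision repair, they were -0.40 and -0.50 (adjusted p = 0.00932 and 0.00144). *UNG*, in the base excision repair list, fell by 2.94 on the log2 scale in 451Lu-R and by 3.59 in 1205Lu-R. *CDKN1A*, a cell cycle gene whose locus overlaps *DINOL* on the opposite strand, rose in 451Lu-R (log2 fold change 6.77, adjusted p = 1.92e-23, edgeR).
The cell adhesion molecules list rose in both cell lines, with medians of 1.68 in 451Lu-R and 0.55 in 1205Lu-R (adjusted p = 3.99e-06 and 0.00719). MAPK signaling rose in 451Lu-R (204 genes, median 0.43, adjusted p = 0.00932), where 106 genes rose and 46 fell at an FDR under 0.001. In 1205Lu-R, 80 of 206 MAPK signaling genes rose and 72 fell (median 0.12, adjusted p = 0.646). Axon guidance had medians of 0.42 and 0.35 (adjusted p = 0.00952 and 0.283). Hedgehog signaling had medians of 0.53 and 0.41 (adjusted p = 0.00567 and 0.241). With fgsea, these lists passed in 1205Lu-R as well, with adjusted p-values of 0.0159 for MAPK signaling, 0.000476 for axon guidance and 0.00133 for hedgehog signaling.
The authors' deposited tables gave the DNA replication list medians of -1.33 in 451Lu-R and -0.54 in 1205Lu-R, and the cell adhesion molecules list 2.25 and 0.74. The nucleotide excision repair list had medians of -0.42 and -0.24 in the authors' deposited tables, at percentiles 1.92 in 451Lu-R and 25.6 in 1205Lu-R, the latter within the random lists. For base excision repair, the authors' deposited tables gave medians of -1.23 and -0.67, at percentiles 0 and 0.01. For hedgehog signaling, the authors' deposited tables gave 0.67 and 0.36, at percentiles 97.8 and 94.5. The MAPK signaling list had medians of 0.68 and 0.08 in the authors' deposited tables, at percentiles 100 and 95.7 of the random lists. The ribosomal proteins list had medians of 0.15 in 451Lu-R (adjusted p = 0.0368) and 0.01 in 1205Lu-R (adjusted p = 0.997) with corin alone. Neuronal pathways had no list among the 14.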

Differential expression of key genes involved in focal adhesion, axon guidance, and EMT were confirmed by RT-qPCR (Supplemental Figure 2, E and F and Supplemental Figure 3, A–C), suggesting a cellular phenotype switch similar to what was observed in the BRAFi-sensitive (BRAFi-S) melanoma cells treated with corin.

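In 451Lu-R, *MITF* fell with corin from 768 ± 16.8 to 297 ± 0.773 CPM (mean ± SD, n = 2), a log2 fold change of -1.37 (standard error 0.024, adjusted p = 2.44e-20, edgeR). *SOX10*, whose locus overlaps *POLR2F* on the opposite strand, fell from 734 ± 18.6 to 243 ± 3.01 CPM. Its log2 fold change was -1.60 (adjusted p = 6.75e-21, edgeR). *AXL* had 2 and 0 estimated counts with DMSO and 29 and 23 with corin, at least 8.70-fold higher. *PAX3* rose (log2 fold change 0.68, adjusted p = 2.57e-10), as did *WNT5A* (0.87, adjusted p = 0.00156). *PPARGC1A*, which encodes PGC1a, rose with a log2 fold change of 2.95 (adjusted p = 4.49e-14).
In 1205Lu-R, *MITF* rose from 7.37 ± 1.25 to 15.4 ± 1.00 CPM (n = 2), a log2 fold change of 1.05 (standard error 0.14, adjusted p = 7.13e-07, edgeR). *AXL*, which overlaps an unnamed gene on the opposite strand, fell from 989 ± 22.4 to 465 ± 5.86 CPM. Its log2 fold change was -1.09 (adjusted p = 1.47e-19). *WNT5A* fell from 199 ± 8.06 to 36.7 ± 0.504 CPM, a log2 fold change of -2.44 (adjusted p = 4.77e-21). *PAX3* had a log2 fold change of -0.39 (adjusted p = 0.000577). *SOX10* had 0 counts in all 4 libraries and was not detectable at this depth. *PPARGC1A* had 1 and 0 counts with DMSO and 32 and 52 with corin, at least 13.8-fold higher.
The response differed between the cell lines for *MITF* (1205Lu-R minus 451Lu-R, 2.38 on the log2 scale, adjusted p = 1.39e-11, edgeR interaction term), *WNT5A* (-3.34, adjusted p = 8.27e-12) and *PAX3* (-1.11, adjusted p = 2.17e-09). For *AXL* the estimate was -5.68 (adjusted p = 2.63e-07), and its size is uncertain because 451Lu-R had at most 3 counts with DMSO. The authors' deposited tables list log2 fold changes of *MITF* of -2.07 in 451Lu-R and 1.06 in 1205Lu-R. The authors' deposited table for 451Lu-R lists 0.08 for *PAX3* (adjusted p = 0.504) and 0.25 for *WNT5A* (adjusted p = 0.623). The published data sets and the intermediate phenotype signature were not analysed here.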

Comparison of corin-associated RNA-Seq data with publicly available data sets (3, 24, 25) supported a phenotype switch signature following corin treatment in both 451Lu-R and 1205Lu-R cells; genes associated with the corin-induced phenotype switch included *AXL, MITF, SOX10, WNT5A, PAX3, ZEB1, ZEB2, PGC1a*, *DUSP1*, and *DUSP5* (Figure 6A) and were significantly associated with the intermediate melanoma phenotype signature recently reported by Wouters et al. (26) (Figure 6B and Supplemental Figure 3D). Consistent with RNA-Seq results, Western blot analysis of BRAFi-R cell lines treated with corin showed reduced MITF protein expression in MITF^hi^/AXL^lo^ cells and reduced AXL protein expression in MITF^lo^/AXL^hi^ cells (Supplemental Figure 4, A and B). 

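*DUSP1* rose with corin against DMSO in 451Lu-R from 7.99 ± 0.234 to 93.0 ± 0.878 CPM (mean ± SD, n = 2). Its log2 fold change was 3.54 (standard error 0.083, adjusted p = 1.94e-18, edgeR). In 1205Lu-R it rose from 16.9 ± 2.77 to 133 ± 5.54 CPM, a log2 fold change of 2.98 (standard error 0.070, adjusted p = 7.76e-20, edgeR). *DUSP5* rose from 6.24 ± 0.453 to 35.2 ± 2.42 CPM in 451Lu-R, a log2 fold change of 2.48 (standard error 0.11, adjusted p = 8.69e-14). In 1205Lu-R it rose from 46.8 ± 2.03 to 141 ± 0.992 CPM, a log2 fold change of 1.59 (standard error 0.047, adjusted p = 4.81e-18). With each library left out in turn, the log2 fold change of *DUSP1* lay between 3.51 and 3.57 in 451Lu-R and between 2.82 and 3.16 in 1205Lu-R. For *DUSP5* it lay between 2.42 and 2.56 in 451Lu-R and between 1.55 and 1.63 in 1205Lu-R. DESeq2 gave adjusted p-values of 7.15e-116 for *DUSP1* and 1.15e-31 for *DUSP5* in 451Lu-R, and 3.63e-137 and 1.98e-70 in 1205Lu-R.
Ranked by log2 fold change, *DUSP1* stood at 1036 of 14530 genes in 451Lu-R and 1013 of 14563 in 1205Lu-R. *DUSP5* stood at 1493 and 2119. Within the MAPK signaling list, *DUSP1* ranked 23 of 204 in 451Lu-R and 24 of 206 in 1205Lu-R, and *DUSP5* ranked 36 and 44. Such ranks favour genes with few reads under DMSO. The authors' deposited table for 451Lu-R lists log2 fold changes of 3.83 for *DUSP1* (adjusted p = 1.5e-166) and 4.72 for *DUSP5*. The authors' deposited table for 1205Lu-R lists 3.14 (adjusted p = 2.37e-185) and 1.20 (adjusted p = 8.82e-32).

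**Figure D2:**
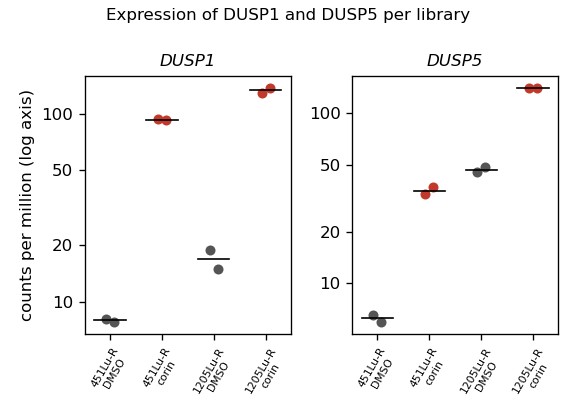
CPM of *DUSP1* and *DUSP5* in each DMSO and corin library of 451Lu-R and 1205Lu-R. The y axis is logarithmic, points are single libraries, 2 per group, and horizontal lines are their means. Every corin library lies above every DMSO library of its cell line.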

Of note, the dual-specificity phosphatases *DUSP1* and *DUSP5* were among the genes whose expression was most highly upregulated in the MAPK signaling GSEA and significantly (adjusted *P* [*P*adj] < 1 × 10^–31^ ) upregulated following corin treatment in both BRAFi-R cell lines (Figure 6C) as well as additional melanoma cell lines (Figure 6D). Corin treatment of 451Lu-R and 1205Lu-R melanoma cells also led to increased expression of type 1 and type 2 IFN response genes and repetitive elements (Supplemental Figure 5 and Supplemental Tables 3–6) and decreased expression of RNA-induced silencing complex (RISC) components (Supplemental Table 7), similar to previously reported changes associated with LSD1 ablation in tumor cells (27). 

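With corin against DMSO, the type I interferon response list had a median log2 fold change of 0.42 over 47 genes in 451Lu-R and 0.03 over 52 genes in 1205Lu-R. It did not pass the threshold in either cell line (camera, adjusted p = 0.255 and 0.997). At an FDR under 0.001, 21 of its genes rose and 11 fell in 451Lu-R, and 20 rose and 14 fell in 1205Lu-R. *HERC6* rose in 451Lu-R (log2 fold change 3.29) and *LAMP3* in 1205Lu-R (5.46), while *TRIM22*, which overlaps *OR52P1* and *OR56B1*, fell in 1205Lu-R (-2.93). The size of the *LAMP3* rise is uncertain, since it had 5 and 1 counts with DMSO. With each library left out in turn, its log2 fold change lay between 4.76 and 6.90. The type II interferon response list had medians of 1.02 over 38 genes in 451Lu-R (adjusted p = 0.0385) and 0.60 over 37 genes in 1205Lu-R (adjusted p = 0.283). Of its genes, 24 rose and 8 fell in 451Lu-R, and 19 rose and 13 fell in 1205Lu-R. *GBP2*, which overlaps *GBP7*, rose in 1205Lu-R with a log2 fold change of 4.01. The authors' deposited tables gave the type II list medians of 1.72 in 451Lu-R and 0.48 in 1205Lu-R, at percentiles 100 and 99.6 of the random lists. With a mean of at least 1 CPM, the percentiles in the authors' deposited tables were 100 and 80.35, the latter within the random lists. The type I list had medians of 0.20 and -0.04 in the authors' deposited tables, at percentiles 68.9 and 24.1.
The RISC list of 15 genes had medians of -0.26 in 451Lu-R and -0.29 in 1205Lu-R (adjusted p = 0.0969 and 0.0826), neither of which passed. Of its genes, 7 fell and 3 rose in 451Lu-R, and 9 fell and 2 rose in 1205Lu-R at an FDR under 0.001. *TARBP2* fell by 1.21 and 1.27 on the log2 scale, *AGO4* by 0.94 and 0.86, and *AGO2* by 0.68 and 0.82, in 451Lu-R and 1205Lu-R. The authors' deposited table for 451Lu-R lists a rise of *AGO2* (0.47, adjusted p = 3.51e-09), and the authors' deposited table for 1205Lu-R lists a fall (-1.07). With corin alone, *AGO3* rose by 0.94 and 0.67. Of these genes, *TARBP2*, *AGO2* and *AGO3* overlap unnamed genes. The authors' deposited tables gave the RISC list medians of -0.28 and -0.18, at percentiles 26.0 and 41.6. Repetitive elements were not analysed here, since the counts cover annotated genes.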

Interestingly, Hugo et al. (28) previously noted genes with loss-of-function gene-based events (including transcriptional downregulation) in tumors from patients following acquired MAPKi resistance, and this gene signature was positively enriched with corin plus PLX4032 treatment of 451Lu-R and 1205Lu-R cells compared with PLX4032 alone, with several of the corin-upregulated genes confirmed by RT-qPCR, suggesting a specific effect on tumor-associated MAPKi resistance pathways (Supplemental Figure 6, A–C and Supplemental Table 8). Expression of the core components of the CoREST complex did not significantly change during acquired MAPKi resistance (Supplemental Figure 6D) (28).

Analysis of consensus transcription factor binding sites associated with corin-induced transcriptomic changes in 451Lu-R and 1205Lu-R melanoma cells revealed significant increases in EMT-associated transcription factor motifs in both cell lines as well as increases in AP-1 transcription factor motifs (Figure 6E), supporting the specific relevance of corin effects on melanoma cell plasticity and phenotype switching. Analysis of the top de novo motifs enriched in corin-upregulated genes in 451Lu-R and 1205Lu-R cells included those associated with cellular differentiation, tumor suppression, tumor phenotype switching, and repression of transposable elements (Supplemental Figure 7A).

### ChIP-Seq reveals global alterations in H3K27ac-,H3K9ac-, and H3K4me2-modified chromatin associated with the phenotype switch in BRAFi-R cells treated with corin.

To identify the genomic regions where corin-induced histone posttranslational modification (PTM) changes take place in BRAFi-R melanoma cells following corin treatment, we performed ChIP-Seq for H3K27ac, H3K9ac, and H3K4me2 on chromatin extracts from BRAFi-R cells treated with DMSO or corin for 24 hours (Figure 7A). Analysis of histone PTMs demonstrated that 47,746 H3K27ac, 54,223 H3K9ac, and 27,456 H3K4me2 peaks were gained by corin treatment, whereas 8,142 H3K27ac, 8,221 H3K9ac, and 11,457 H3K4me2 peaks were lost by corin treatment. We next analyzed the distribution of the H3K27ac/H3K9ac/H3K4me2-enriched corin-activated and corin-silenced regions relative to various genomic elements (29). Regions that gained H3K27ac, H3K9ac, and H3K4me2 due to corin treatment (“activated” chromatin) were primarily localized to gene bodies, with only 2% of increased marks being found at transcription start sites (TSSs) (Figure 7A). Histone PTM peak counts and peak sizes were also assessed following corin treatment and found to be increased most significantly for H3K27ac and H3K9ac (Figure 7, B and C). A search for enriched transcription factor–binding sites in chromatin regions where corin induced a more activated chromatin state using HOMER Motif analysis of H3K27ac, H3K9ac, or H3K4me2 ChIP-Seq peaks identified activated chromatin peaks at sites enriched for binding of the known CoREST-associated SNAG domain EMT transcription factors Slug and Snail1 (13), as well as the EMT-associated transcription factors ZEB1, ZEB2, Mef2a/2b/2c, Jun/AP1 (30–34), and FOXA1 (Figure 7D), similar to changes noted in the RNA-Seq analysis following corin treatment (Figure 6, E). Comparison of the average RNA-Seq expression changes for genes that gain or lose H3K27ac, H3K9ac, or H3K4me2 peaks at the TSS with corin treatment in 1205Lu-R cells showed significantly more peaks gained at TSSs in the setting of corin treatment for all histone marks evaluated (Figure 8A). In addition, Gene Ontology (GO) analyses of H3K27ac (Figure 8B) and H3K4me2 (Figure 8C) ChIP-Seq peaks gained at their TSS in 1205Lu-R cells treated with corin showed significant (FDR < 0.05) changes in cell adhesion, cell growth, neuronal development, and cellular differentiation, similar to changes seen in the RNA-Seq analyses (Figure 5). Overall, these data suggest that LSD1 and HDACs interacted with EMT-associated transcription factors to create a repressive chromatin environment in untreated cells and that corin blocked the removal of activating chromatin marks by LSD1 and HDACs at these regions. In addition, input-subtracted ChIP-Seq signals showed a broad increase in histone marks for H3K27ac, H3K9ac, and H3K4me2 in the genomic region upstream of the *DUSP1* gene (Figure 8D). In particular, RCOR1 and LSD1 directly interacted with DNA regions upstream of the DUSP1 promoter (Supplemental Figure 7, B and C); RCOR1 and LSD1 occupancy upstream of DUSP1 was reduced with corin treatment, while H3K27ac, H3K9ac, and H3K4me2 active histone marks were found to be increased upstream of the DUSP1 promoter following corin treatment, which was validated by ChIP-qPCR (Figure 8E). In addition, the *DUSP1* promoter was found to possess a significant number of AP-1– and EMT-associated transcription factor binding sites (Figure 8F) that were notably associated with corin effects on BRAFi-R melanoma cells (Figure 6E and Figure 7D). This suggests that DUSP1 is a direct target of the CoREST complex and is consistent with increased *DUSP1* mRNA expression in response to corin. We observed similar findings in 451Lu-R cells following corin treatment (Supplemental Tables 9 and 10).

### DUSP1 is a direct target of the CoREST complex and promotes a response to BRAFi therapy in BRAFi-R melanoma.

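Of the *DUSP* genes, 19 were tested in each cell line for corin against DMSO. At an FDR under 0.05, 10 rose and 8 fell in 451Lu-R, and 9 rose and 4 fell in 1205Lu-R (edgeR). At a fold change of 4 or more and an FDR under 0.001, *DUSP1* and *DUSP5* were called as risen in 451Lu-R. In 1205Lu-R the genes called were *DUSP1*, *DUSP2* and *DUSP9*. With DESeq2, 2 *DUSP* genes were called there, and *DUSP9* did not pass (adjusted p = 0.00309). With library size only, or with a mean of at least 1 CPM, 4 were called. *DUSP2* had 3 and 8 counts with DMSO and 48 and 56 with corin, and *DUSP9* had 4 and 1 with DMSO and 15 and 27 with corin. *DUSP6*, which overlaps an unnamed gene on the opposite strand, had log2 fold changes of 1.10 in 451Lu-R (adjusted p = 1.41e-14) and 1.48 in 1205Lu-R (adjusted p = 5.28e-20). *DUSP4* rose in 451Lu-R (0.99, adjusted p = 1.46e-17). In 1205Lu-R *DUSP4* had a log2 fold change of -0.06 (adjusted p = 0.120), which became 0.01 with library size only as normalization. *DUSP28*, which overlaps *ANKMY1* on the opposite strand, fell in 451Lu-R (-1.60), as did *DUSP3* (-1.10). The authors' deposited tables list log2 fold changes of 3.39 in 451Lu-R and 0.08 in 1205Lu-R for *DUSP6* (adjusted p = 0.255 in 1205Lu-R), and 1.09 and -0.07 for *DUSP4*.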

As *DUSP* gene expression was among the most highly upregulated following corin/corin plus PLX4032 treatment of melanoma cells, and DUSP proteins are known inhibitors of the MAPK pathway, we sought to further explore the relationship between the CoREST complex and *DUSP* gene expression. Western blotting confirmed corin-associated increased expression of the dual-specificity phosphatases DUSP1 and DUSP5 in BRAFi-R cell lines (Figure 9A), which notably demonstrated significantly increased expression of DUSP1 and DUSP5 proteins following both corin and corin plus PLX4032 treatment of 1205Lu-R and 451Lu-R melanoma cells, and induction of DUSP transcripts by corin/corin plus PLX4032 was confirmed by RT-qPCR (Supplemental Figure 8A). As DUSPs are phosphatases that negatively regulate MAPK activity, we sought to further explore the functional significance of DUSP1 and DUSP5 as downstream effectors of corin with regard to the MAPK family members ERK, JNK, and p38 MAPK, which have all been implicated in melanoma resistance to targeted therapies (32, 35–37). Further evaluation of the ERK/MAPK signaling cascade revealed no significant effects of corin on ERK activation (Figure 9A), suggesting that ERK-specific DUSP5 was not a critical mediator of corin-induced BRAFi resensitization in BRAFi-R cells; however, examination of corin effects on p38 MAPK and JNK/c-JUN demonstrated significantly decreased phosphorylated p38 (p-p38) levels in BRAFi-R cells following corin treatment with or without PLX4032, whereas JNK/c-Jun activity was not significantly affected (Figure 9A and Supplemental Figure 8B), indicating selective DUSP1-mediated inhibition of p38 MAPK by corin.

As increased DUSP1 and DUSP5 expression occurred with corin treatment of BRAFi-R melanoma cells, we sought to establish baseline levels of DUSPs in BRAF-sensitive and BRAF-resistant melanoma cell lines. Remarkably, we found significantly reduced expression of several DUSPs, including *DUSP1*, in 451Lu-R and 1205Lu-R melanoma cell lines compared with their BRAFi-S counterparts (Figure 9, B and C), suggesting a potential role for DUSP proteins in regulating BRAFi resistance. Treatment of BRAFi-R melanoma cells with corin alone or combination treatment with corin plus PLX4032 resulted in up to 75-fold increases in *DUSP1* expression compared with treatment with vehicle (Figure 9D and Supplemental Figure 8A). In addition, we found that induction of *DUSP1* expression by corin was an early effect of corin, with significantly increased induction of *DUSP1* transcripts noted within 4 hours of corin treatment (Figure 9D).

To further explore the functional significance of *DUSP1* expression in BRAFi-R melanoma, we induced constitutive expression of *DUSP1* in BRAFi-R melanoma cells. 1205Lu-R cells overexpressing *DUSP1* showed significant growth inhibition following PLX4032 treatment compared with vector control, suggesting that *DUSP1* expression could resensitize BRAFi-R melanoma cells to PLX4032 (Figure 9E). In addition, *DUSP1* overexpression in 1205Lu-R cells resulted in distinct morphological changes resembling differentiated human melanocytes, supporting a potential role in the observed molecular phenotype switch (Figure 9E). In contrast, *DUSP1* knockdown in human melanoma cells led to loss of PLX4032 sensitivity in BRAFi-S melanoma cells (Supplemental Figure 9, A–C), with associated activation of p38 MAPK in 1205Lu cells (Supplemental Figure 9D), further supporting a critical role for DUSP1 in mediating melanoma resistance to BRAFi treatment.

In order to explore the relationship between *DUSP1* expression and melanomagenesis in patients, we mined publicly available gene expression data sets for normal skin, benign nevi, and patients’ primary melanoma tissues from The Cancer Genome Atlas (TCGA) repository. Notably, *DUSP1* expression was significantly decreased in malignant melanoma compared with both benign nevi and normal skin (Figure 9F), and decreased DUSP1 protein expression was noted in malignant melanoma tissues versus benign nevi by immunohistochemistry (Supplemental Figure 9E). TCGA data were further analyzed to explore the relationship between *DUSP1* and *RCOR1* expression in 412 melanoma specimens from patients. Kaplan-Meier plots of overall survival revealed that patients whose tumors showed higher ratios of *DUSP1/RCOR1* expression had significantly increased overall survival compared with patients with lower *DUSP1/RCOR1* ratios (Figure 9G), suggesting that high *DUSP1* expression in the setting of low *RCOR1* expression may be predictive of improved survival in patients. Of note, increased *DUSP1* expression alone was associated with improved overall survival in patients with melanoma, as previously reported (38); however, those data did not achieve statistical significance in the cohort we evaluated (Supplemental Figure 9F).

### Inhibition of p38 MAPK resensitizes BRAFi-R melanoma cells to BRAFi therapy.

As DUSP1 effects on p38 MAPK appeared to be a critical mediator of corin effects on melanoma resistance to BRAFi therapy, we sought to determine whether inhibition of the p38 MAPK target of DUSP1 would phenocopy the effects of corin on BRAFi-R melanoma cells. 451Lu-R (MITF^hi^/AXL^lo^) and 1205Lu-R (MITF^lo^/AXL^hi^) melanoma cells were treated with the p38 MAPK inhibitor BIRB 796 with or without 5 μM PLX4032. In both BRAFi-R melanoma cell lines, inhibition of p38 MAPK resensitized tumor cells to the BRAFi PLX4032 (Figure 10A). CI assessments identified synergies between the BRAFi PLX4032 and the p38 inhibitor BIRB 796 in both cell lines within the same range of p38i dosing (Supplemental Figure 9, G and H and Supplemental Tables 11 and 12). Recent studies in a zebrafish melanoma model (39) suggest that p38 MAPK functions as a tumor suppressor in NRAS-mutant melanomas. We therefore explored the role of DUSP1/p38 MAPK in NRAS-mutant melanomas and evaluated the effect of corin in dose-response assays. All NRAS-mutant melanomas demonstrated IC_50_ values in the micromolar range, with a 3-fold average lower sensitivity to corin versus BRAF-mutant melanomas (Figure 10B and Table 3). In addition, p38 MAPK activity was shown to be inhibited in all NRAS-mutant melanoma cell lines following corin treatment (Figure 10C), with associated increases in *DUSP1* and *DUSP5* expression (Figure 10D).

### Corin treatment of BRAFi-R melanoma inhibits tumors growth and promotes sensitization to PLX4032 in vivo.

We next evaluated the effect of combining corin and PLX4032 in a BRAFi-R (1205Lu-R) melanoma mouse xenograft model. Mice were treated daily with 15 mg/kg corin i.p. and oral PLX4032. BRAFi-R tumors treated with PLX4032 alone showed progressive tumor growth that was similar to that seen in vehicle-treated animals (Figure 11A). In contrast, corin alone significantly inhibited tumor growth in the treated mice, whereas the combination treatment of corin plus PLX4032 showed significantly greater inhibition of tumor growth compared with corin treatment alone (Figure 11, A and B). Notable necrotic areas (Figure 11C) and decreased tumor cell proliferation (Figure 11D) were observed in tumor specimens following corin treatment alone or in combination with PLX4032. Additionally, corin treatment with or without PLX4032 led to increased expression of H3K4Me2, H3K27Ac, *DUSP1*, and *DUSP5* (Figure 12, A–C), as well as increased expression of markers of apoptosis and tumor hypoxia (Supplemental Figure 10) in BRAFi-R tumors, with associated decreases in the expression of both *MITF* and *AXL* (Figure 12C).

## Discussion

One of the major challenges in cancer research and clinical care is defining the molecular underpinnings of innate and acquired therapeutic resistance. In melanoma, the main targeted therapeutic strategy is directed against the MAPK pathway, with resistance to such therapies developing in the vast majority of patients. In this study, we demonstrate that the CoREST repressor complex plays a critical role in promoting cellular plasticity and phenotype switching in melanoma as well as in resistance to targeted BRAFi therapies through repression of the dual-specificity phosphatase DUSP1. Furthermore, targeting of the CoREST complex with the small-molecule inhibitor corin led to increased expression of DUSP1, inhibition of p38 MAPK activity, and resensitization of BRAF-resistant melanomas to BRAFi therapy. In addition, treatment of BRAFi-R melanomas with an inhibitor of p38 MAPK activity led to resensitization of these tumor cells to BRAFi therapy. Notably, Singh and colleagues (38) recently reported that melanoma cells are reliant on DUSP1 and DUSP8 expression for proliferation and that DUSP1 protein expression is reduced in MAPKi-sensitive and -resistant melanoma cells treated with BRAFi, consistent with the data reported here.

Recent studies have defined the cellular plasticity and dynamic phenotypes associated with acquired MAPKi drug resistance in melanoma and the epigenetic reprogramming observed in conditions of drug-induced stress that are ultimately fixed upon prolonged drug exposure, and suggest that intermediate cellular phenotypes are notably drug sensitive (1, 40). Here, we determined that the CoREST repressor complex modulated the predominant MAPKi-resistant melanoma phenotypes including the differentiated/proliferative (MITF^hi^/AXL^lo^) and neural crest stem cell–like/invasive (MITF^lo^/AXL^hi^) states and that corin treatment of BRAFi-R melanomas promoted the emergence of intermediate, BRAFi-S phenotypes that are concordant with recently profiled intermediate melanoma phenotypes (26). Such phenotype plasticity and associated drug resistance has been widely studied during the process of EMT in epithelial cancers, a process that is largely dictated by the expression of embryonic transcriptional programming (7); however, melanomas have a neural crest origin, suggesting that phenotype switch control mechanisms probably differ in this cell lineage (41). As the REST-CoREST complex specifically regulates repression of differentiation-associated genes during neural development (12), it is not wholly surprising that this complex would be reactivated to dictate the differentiation/proliferation balance in human melanoma cells. Indeed, expression of REST, the binding partner for CoREST, has been shown to be critical for early neural crest specification of developing melanoblasts (42), a phenotype that resembles the undifferentiated/invasive/MITF^lo^/AXL^hi^ neural crest stem cell phenotype (40). It is notable that our RNA-Seq data from 2 phenotypically distinct melanoma cell lines treated with the CoREST inhibitor corin showed lineage-specific effects on expression of the EMT transcription factors *ZEB1* and *ZEB2*, with downregulation of *ZEB2* in the MITF^hi^/AXL^lo^/differentiated melanoma cells (451Lu-R) and downregulation of *ZEB1* in the MITF^lo^/AXL^hi^/invasive/neural crest stem cells (1205Lu-R), consistent with corin suppression of the known distinct functions of these EMT-associated transcription factors in driving specific melanoma phenotypes (Figure 6A and Supplemental Figure 3, A–C) (33, 43, 44). 

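In 451Lu-R, *ZEB2* fell with corin against DMSO from 146 ± 0.528 to 38.0 ± 4.90 CPM (mean ± SD, n = 2). Its log2 fold change was -1.95 (standard error 0.059, adjusted p = 1.06e-16, edgeR). *ZEB1* rose in 451Lu-R from 6.58 ± 0.908 to 19.9 ± 1.84 CPM, a log2 fold change of 1.59 (standard error 0.14, adjusted p = 1.84e-09). In 1205Lu-R, *ZEB1* had 60.7 ± 0.984 CPM with DMSO and 59.0 ± 1.86 with corin (n = 2), a difference within the spread between replicates. Its log2 fold change there was -0.04 (standard error 0.055, adjusted p = 0.488), or 0.03 with library size only as normalization. *ZEB2* in 1205Lu-R went from 12.8 ± 1.22 to 16.5 ± 0.614 CPM, a log2 fold change of 0.37 (adjusted p = 0.00708 with edgeR and 0.115 with DESeq2). The response differed between the cell lines for both genes by edgeR's interaction term (1205Lu-R minus 451Lu-R). The difference was -1.67 for *ZEB1* (adjusted p = 1.42e-09) and 2.29 for *ZEB2* (adjusted p = 6.13e-12). Both loci overlap antisense genes on the opposite strand, *ZEB1-AS1* and *ZEB2-AS1*. The authors' deposited tables list for *ZEB2* log2 fold changes of -2.72 in 451Lu-R (adjusted p = 8.44e-144) and -0.05 in 1205Lu-R (adjusted p = 0.874). *ZEB1* had 1.88 in 451Lu-R and -0.12 in 1205Lu-R (adjusted p = 0.378) in the authors' deposited tables.

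**Figure D3:**
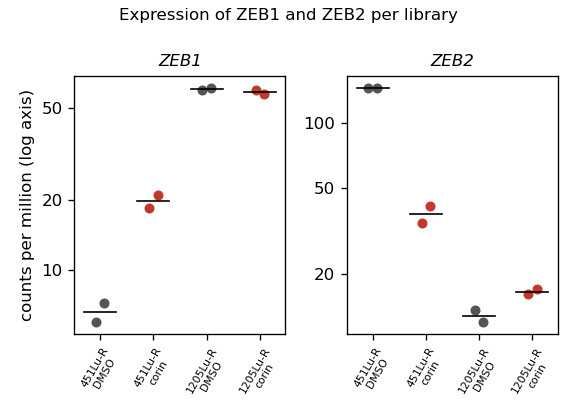
CPM of *ZEB1* and *ZEB2* in each DMSO and corin library of 451Lu-R and 1205Lu-R. The y axis is logarithmic, points are single libraries, 2 per group, and horizontal lines are their means. In 451Lu-R the corin libraries lie above the DMSO libraries for *ZEB1* and under them for *ZEB2*.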

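*CDH1*, which encodes E-cadherin and overlaps an unnamed gene on the opposite strand, had few reads in both cell lines. In 451Lu-R it had 4 and 1 estimated counts with DMSO and 8 and 2 with corin. In 1205Lu-R it had 0 and 0 with DMSO and 1 and 3 with corin. It did not pass edgeR's filter on low counts in either cell line, so no fold change was tested, and a change was not detectable at this depth. In the authors' deposited table for 451Lu-R, *CDH1* had a log2 fold change of -0.16 (adjusted p = 0.942). The authors' deposited table for 1205Lu-R holds no fold change for it.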

Upregulation of *CDH1* in both melanoma phenotypes following corin treatment also suggests corin-associated inhibition of an EMT-like phenotype switch in these cells (Figure 6A). Indeed, corin-associated phenotypic changes in both MITF^hi^ and AXL^hi^ melanomas, including increased expression of E-cadherin and altered expression of MAPK, hedgehog signaling, focal adhesion, and axonal guidance–associated genes (Figure 5, C–E, Figure 6A, and Supplemental Figure 2, E and F), are reminiscent of those seen following inhibition of the neural crest differentiation–associated snail transcription factors during EMT in epithelial cancers (45). Not surprisingly, the HOMER Motif analysis of H3K27ac, H3K9ac, and H3K4me2 ChIP-Seq peaks gained in melanoma cells following corin treatment (Figure 7D) also demonstrated significantly (*P* < 0.0001) increased peaks for the EMT-associated transcription factors Snail1, Slug, ZEB1, andZEB2, consistent with a predominant effect on melanoma phenotypes. As the neural crest is an embryonic cell population of migratory and pluripotent cells that differentiate into diverse cell types including melanocytes, it is not surprising that melanoma cells hijack these developmental programs for tumor initiation and progression in a manner similar to EMT-associated changes in epithelial tumors.

Given the significance of snail-regulated transcriptional programs during development, it would be expected that a higher-order transcriptional network involving epigenetic reprogramming regulates the neural crest differentiation/migratory phenotype during development and the differentiation/proliferation phenotype in melanoma cells in a manner similar to the EMT seen in epithelial cancers. Notably, the SNAG domain of snail transcriptional repressor proteins has been shown to directly bind the CoREST repressor complex, acting as a histone H3 tail mimic in engaging the LSD1 active site, and this interaction has been shown to be responsible for regulating EMT in breast cancers and hematologic malignancies (13). Moreover, LSD1 inhibitors have been shown to disrupt LSD1/SNAG domain protein-protein interactions. Such LSD1/SNAG binding antagonism is very likely to occur with corin, which possesses an LSD1-targeting phenyl-cyclopropylamine warhead similar to that of canonical LSD1 inhibitors (46). Snail transcriptional repressors have also been shown to positively regulate the expression of ZEB transcription factors (47), which also associate with the CoREST complex during development (48). We therefore hypothesize that CoREST mediates transcriptional programs governing melanoma phenotypes and BRAFi resistance through interactions with EMT-associated transcription factors, including snail and ZEB repressor proteins, which are downstream of p38 MAPK (49). Furthermore, we anticipate that such epigenetic hierarchical regulation is an essential feature of critical EMT-like embryonic and wound-healing transcriptional programs as well as cellular responses to environmental stressors, as seen in phenotypic reprogramming of cancer cells exposed to pharmacologic therapies (50). Indeed, a survey of melanoma cell lines using the Broad Institute’s DepMap portal (https://depmap.org/portal/) found statistically significant inverse dependencies of expression of *MITF* with *SNAI1* and *AXL* with *SNAI2* as well as a significant inverse relationship between *SNAI1* and *SNAI2* as well as *ZEB1* and *ZEB2* (Supplemental Figure 11, A–F). The DepMap survey also found significant direct relationships between *SNAI1* and *ZEB1* as well as *SNAI2* and *ZEB2* in melanoma cell lines, further supporting a potential role for snail and ZEB transcription factors in the CoREST-mediated phenotype switch (Supplemental Figure 11, G and H). Interestingly, our previous data demonstrated strong growth inhibition by corin in all melanoma and leukemia cell lines tested (16); however, 50% of breast cancer cell lines and 70% of colon cancer cell lines evaluated also demonstrated strong growth inhibition by corin, suggesting that specific transcriptional programs, possibly relevant to a neural differentiation phenotype, may promote particular dependencies on CoREST-mediated cell growth. Recent studies of endocrine resistance and breast cancer plasticity have confirmed specific functions of the CoREST complex in mediating resistance to endocrine therapies in estrogen receptor–positive (ER^+^) breast cancers and associated tumor cell plasticity (17). This plasticity and therapy resistance are associated with a shift from CoREST bound to ERa and FOXA1 to CoREST recruitment to AP-1 sites with cJun binding and gene activation through recruitment of the SWI-SNF complex. In addition, CoREST inhibition blocks breast tumor cell growth and metastasis of both endocrine-sensitive and endocrine-resistant xenografts largely by inhibiting a gene signature associated with tumor invasiveness in patients (17).

As in development, the chromatin structure in tumor cells is critical to cellular phenotype and cell fate, with notable plasticity that lends itself to rapid reorganization under conditions of stress. Additionally, the rapid transitions afforded by epigenetic controls of gene expression serve as important mechanisms to evade therapeutic interventions (51, 52). Although global changes in the chromatin landscape have been noted during tumor progression in melanoma (5, 6), and histone H3 demethylases, including LSD1, have been shown to promote multidrug resistance (8, 36) and bypassing of oncogene-induced senescence (53), the specific targeting of these pathways has not led to meaningful clinical effects to date, while targeting of the HDACs in the setting of MAPKi resistance in melanoma has also failed to yield significant therapeutic benefits (54–56).

Our finding that inhibition of CoREST activity in human melanoma specifically inhibited both distinctive proliferative and invasive cellular phenotypes and that such inhibition promoted resensitization of treatment-resistant melanoma cells to targeted BRAF inhibition has, we believe, significant potential for clinical application, particularly since corin treatment of tumors in immunocompetent mice also promotes antitumor immunity and impaired Foxp3^+^ Treg function (15), suggesting that a therapeutic strategy targeting CoREST might enhance anticancer effects both through direct effects on tumor phenotype plasticity as well as by an enhanced immune response (Supplemental Figure 5). We therefore suggest that targeting of the CoREST complex in melanoma may provide a successful therapeutic approach to inhibit cellular plasticity and therapeutic resistance in human melanomas, while promoting antitumor immunity, which should be broadly applicable to other cancers that undergo similar epigenetic reprogramming.

## Methods

### Sex as a biological variable.

Our study exclusively examined female mice. It is unknown whether the findings would be similar for male mice, although we would not expect significant differences in the results.

Additional details can be found in the Supplemental Methods.

### Cell culturing.

The melanoma cell lines 451Lu, WM35, WM983B, Sbcl2, WM1552C, 1205Lu, and A375 were obtained from Meenard Herlyn (The Wistar Institute, Philadelphia, Pennsylvania, USA). SKMel28 cells were obtained from Levi A. Garraway (Dana-Farber Cancer Institute, Boston, Massachusetts, USA). SKMel28 BRAFi-R cells were obtained from Deborah Lang (Boston University, Boston, Massachusetts, USA). 451Lu BRAFi-R and A375 BRAFi-R cells were obtained from Jong-In Park (Medical College of Wisconsin, Milwaukee, Wisconsin, USA). 1205Lu BRAFi-R cells were generated as described below. The NRAS-mutant cells WM852, WM1361A, SK-Mel-30, and IPC298 were obtained from Anurag Singh (Boston University). All cell lines used were routinely checked for and found to be free of mycoplasma contamination. Melanoma cell lines were cultured in DMEM (Invitrogen, Thermo Fisher Scientific) supplemented with 10% FBS, l-glutamine (2 mM), and 1% penicillin/streptomycin. All BRAFi-R cell lines were generated by treating cells with increasing doses of PLX4032 (0.1–5 μM) over several months. BRAFi-R cell lines were cultured in 5 μM PLX to maintain BRAFi resistance. BRAFi resistance was routinely checked by treating BRAFi-S and BRAFi-R cell pairs with increasing doses of PLX4032 for 72 hours and assessing cell proliferation by PicoGreen. All cell lines were maintained in a 37°C incubator at 5% CO_2_.

### Compounds.

PLX4032 (vemurafenib, no. S1267) and MS275 (entinostat, no. 1053) were purchased from Selleck Chemicals. p38 inhibitor doramapimod (BIRB 796, no. HY-10320) was purchased from MedChemExpress. Corin, Cpd7, and A485 were provided by Philip Cole (Harvard Medical School, Boston, Massachusetts, USA). Compound stocks were prepared in DMSO with an equal amount of DMSO used as a vehicle control.

### Western blot analysis.

Whole-cell lysates were prepared in 3D-RIPA buffer. Proteins (20 μg) were separated by 10% or 12% SDS-PAGE and transferred onto a polyvinylidene difluoride membrane. Membranes were blocked using 5% nonfat dry milk in PBS containing 0.05% Tween 20 and then incubated with a primary antibody (Supplemental Table 13) overnight at 4°C. An HRP-conjugated secondary antibody was used and detected using the Pierce ECL Western Blot Substrate (Thermo Fisher Scientific). Blots shown are representative of at least 2 independent experiments.

### Western blot imaging and densitometric analysis.

Chemiluminescent blots were imaged with the ChemiDoc MP imager (Bio-Rad). The Band Analysis tools of ImageLab software, version 4.1 (Bio-Rad), were used to select and determine the background-subtracted density of the bands in all blots. The p-p38/p38 ratio was calculated using densitometric readings of individual bands of p-p38 and p38 for each treatment condition and normalized to the control.

### PicoGreen cell proliferation assay.

Cells were seeded in a 96-well plate and treated with an inhibitor at the indicated concentrations. Quanti-iT PicoGreen dsDNA assay was performed per the manufacturer’s protocol (Thermo Fisher Scientific), and fluorescence was measured at excitation and emission wavelengths of 480 nm and 520 nm, respectively, using a SpectraMax microplate reader.

### Cell morphology assays.

Cells were plated at a density of 100,000 cells per well, treated with either DMSO or 1 μM corin, and imaged every 12 hours for 72 hours. Twenty representative images from each treatment time point were evaluated for cell length using ImageJ software (NIH) (57).

### Senescence assays.

Senescent cells were detected by staining for lysosomal senescence–activated β-galactosidase activity with a commercial kit from Cell Signaling Technology (no. 9860). Treatment of 451Lu or 451Lu-R cells with 10 μM A485 for 4 days served as a positive control for senescence (58).

### LysoTracker staining.

451Lu and 1205Lu cells were seeded in 6-well plates at densities of 20,000 cells/well. Cells were treated for 24 hours with either 1:1,000 DMSO, 5 μM PLX4032, 2.5 μM corin, or 5 μM PLX4032 plus 2.5 μM corin. One well was left unstained as a negative control, and 1 well underwent a 6-hour HBSS starvation as a positive control. After treatment, cells were stained with 0.3 μM LysoTracker (L7528, Thermo Fisher Scientific) and visualized with a Nikon wide-field microscope. All images were analyzed with CellProfiler.

### Immunofluorescence.

Glass coverslips were placed into 6-well plates, and 50,000 cells were plated in each well. Cells were treated with DMSO control or 100 nM or 1 μM corin for 72 hours. Media were aspirated and cells were fixed to slides with 4% paraformaldehyde in PBS for 10 minutes. Slides were then washed twice with 0.1% Triton X-100 in PBS. Blocking solution (10% goat serum in PBS with 0.25% Triton X-100) was added for 30 minutes, followed by primary antibodies (Supplemental Table 13) diluted in blocking solution at 1:500, incubated at 4°C overnight. The next day, slides were washed twice with 0.1% Triton X-100 in PBS. Secondary antibodies were FITC-conjugated donkey anti–rabbit IgG, Alexa Fluor 594–conjugated donkey anti–rabbit IgG, and Alexa Fluor 488–conjugated goat anti–mouse IgG1 (Invitrogen, Thermo Fisher Scientific). Isotype-matched rabbit, mouse, or rat Ig was used in place of the primary antibody for the control. Sections were mounted with VECTASHIELD containing DAPI (H-1800, Vector Laboratories) and examined under a Nikon Eclipse E400 microscope equipped with FITC and TRITC filters (Nikon) and a Mercury 100W lamp (Chiu Technical Corp.).

### CoREST1 and DUSP1 knockdown.

shRNA clones targeting CoREST (TRCN0000128570 and TRCN0000129660) were obtained from the Hi Throughput Biology Center at Johns Hopkins University (Baltimore, Maryland, USA). DUSP1 Mission shRNA Bacterial Glycerol Stock (SHCLNG-NM_004417; a total of 5 constructs were tested: TRCN0000367616, TRCN0000367617, TRCN0000231489, TRCN0000002517, and TRCN0000002516) was purchased from MilliporeSigma.

Lentiviruses were produced in HEK293T cells using Lipofectamine 2000 (Invitrogen, Thermo Fisher Scientific) according to the manufacturer’s instructions and stored at –80°C after 0.22 μm filtration. For lentiviral infection, 451Lu BRAFi-R and 1205Lu BRAFi-R cells were incubated with CoREST shRNA. 451Lu BRAFi-S and 1205Lu BRAFi-S cells were incubated with DUSP1 shRNA or scrambled shRNA containing lentiviral particles overnight. Cells were selected with puromycin 48 hours after transduction to create stable cell lines. CoREST knockdown was determined by RT-qPCR and confirmed by Western blotting. The shRNA sequences are provided in Supplemental Table 14.

### DUSP1 overexpression.

The DUSP1 human overexpression plasmid (Origene, NM_004417, catalog RC205220) was expanded and transfected into 451Lu BRAFi-R and 1205Lu BRAFi-R cells using jetPRIME Transfection Reagent (Polyplus Transfection). DUSP1 transcript levels were determined by RT-qPCR to confirm overexpression efficiency.

### Colony formation assay.

451Lu BRAFi-R and 1205Lu BRAFi-R cells were seeded in 6-well tissue culture plates at 5,000 cells per well and treated with DMSO as a control, 5 μM PLX4032 alone, or 2.5 μM corin with or without 5 μM PLX4032 for 10 days. Following treatment, each well was fixed for 10 minutes with 4% paraformaldehyde (Electron Microscopy Services) diluted in PBS (Gibco, Thermo Fisher Scientific) and then stained for 20 minutes with Crystal Violet (Fisher Chemical). After washing and drying, each well was photographed and quantified using ImageJ software (57).

### Apoptosis detection.

451Lu BRAFi-R and 1205Lu BRAFi-R cells were treated with DMSO as a control, 5 μM PLX4032 alone, or 1 μM corin with or without 5 μM PLX4032 for 72 hours. Apoptosis was detected used the TUNEL-based TiterTACS Colorimetric Apoptosis Detection Kit (R&D Systems).

### Boyden chamber invasion assay.

Polycarbonate membrane (8 μm pore) Transwell inserts were placed in each well of a 24-well plate. Each insert was coated with 50 μg Matrigel diluted in 30 μL serum-free DMEM and allowed to polymerize at 37°C for 30 minutes (Corning). A total of 15,000 cells were pretreated with DMSO or 2.5 μM corin for 24 hours and seeded in 300 μL serum-free media in the top chamber; 600 μL of 20% FBS DMEM was added to the bottom chamber. After 24 hours of invasion, cells remaining in the top chamber were removed with a cotton swab, and cells that invaded to the bottom of the membrane were fixed in 70% ethanol, stained with 50 μg/mL propidium iodide, and washed in PBS. Cut-out membranes were mounted onto a slide with UltraCruz Mounting Medium (Santa Cruz Biotechnology). Four 10× and 20× images were acquired per membrane using the Nikon Eclipse E400 microscope and SPOT Advanced software. Fiji ImageJ was used to count invaded cells using the protocol previously described (57).

### Focal adhesion staining and quantification.

Glass coverslips were placed into 6-well plates, and 70, 000 cells were plated in each well. Cells were treated with DMSO control or 2.5 μM corin for 24 hours. Next, media were aspirated and cells were fixed to slides with 4% paraformaldehyde in PBS for 10 minutes. Slides were then washed twice with 0.1% Triton X-100 in PBS. Blocking solution (10% goat serum in PBS with 0.25% Triton X-100) was added for 30 minutes, followed by anti-vinculin antibody (MAB3574, MilliporeSigma) diluted in blocking solution at 1:300. Slides were left to incubate on a rocker for 2 hours at room temperature and then washed twice with 0.1% Triton X-100 in PBS. Texas Red-X Phalloidin, diluted 1:200 in PBS, was added to each slide and left to incubate for 20 minutes at room temperature. Slides were washed twice with 0.1% Triton X-100 in PBS and mounted with VECTASHIELD medium with DAPI (H-1800, Vector Laboratories). Quantification of focal adhesions was performed according to a previously described protocol (59).

### RNA-Seq.

451Lu BRAFi-R and 1205Lu BRAFi-R cells were treated for 24 hours with 5 μM PLX4032, 2.5 μM corin, 5 μM PLX4032 plus 2.5 μM corin, or DMSO as a control. RNA was isolated from cells using the RNeasy Plus Mini kit (QIAGEN) following the manufacturer’s instructions. A workflow diagram is depicted in Supplemental Figure 12.

### ChIP-Seq/qPCR.

451Lu-R or 1205Lu-R melanoma cells were treated with 2.5 μM corin or DMSO for 24 hours and grown to 80% confluence in 150 cm^2^ plates. ChIP was conducted as previously described (60). The following antibodies were used for IP: RCOR1 (10 μg/sample, 07-455, MilliporeSigma), LSD1 (10 μg/sample, ab17721), H3K27ac (4 μg/sample, ab4729), H3K9ac (4 μg/sample, ab32129), H3K4me2 (4 μg/sample, ab32356), and IgG, with input samples used as controls. Two biological replicates were performed for each cell line. For ChIP-Seq, library preparation and Illumina sequencing of ChIP DNA was performed by Azenta, with 40 million 2 × 150 bp paired-end reads for each sample (the workflow diagram is depicted in Supplemental Figure 12 for clarification). For ChIP-qPCR, DNA was purified with the PCR Purification Kit (28104, QIAGEN) following the manufacturer’s instructions, and RT-qPCR was performed. The relevant *DUSP1* primer is listed in Supplemental Table 14.

### RNA-Seq, ChIP-Seq, and open-source database analyses.

See Supplemental Methods for details.

### RT-qPCR.

RNA was isolated from melanoma cells following the manufacturer’s instructions and cleaned using the RNeasy Mini kit (QIAGEN). RNA (1 μg) was reverse transcribed using the SuperScript III First-Strand Synthesis System kit (Invitrogen, Thermo Fisher Scientific). RT-qPCR was performed for 40 cycles of 15 seconds each at 95°C and for 30 seconds at 60°C using the Step One Plus Real-time PCR System (Applied Biosystems). Data represent 2 independent experiments with 3 technical replicates per experiment. The data were quantified using the ΔCt method. Where *P* values are reported, an unpaired *t* test was used to determine significance. Transcripts were amplified using the primers listed in Supplemental Table 14.

### Mouse melanoma xenograft.

Mice were maintained under pathogen-free conditions in an American Association for Accreditation of Laboratory Animal Care–accredited (AAALAC-accredited) facility at the Boston University Medical Center, under the supervision of the Laboratory Animal Science Center (LASC) and its staff of veterinarians and support personnel. For the 1205Lu BRAFi-R xenograft studies, 6- to 8-week-old female BALB/C nude mice were purchased from Charles River Laboratories and allowed to acclimate for 1 week prior to beginning the experiment. For each animal, 1205Lu BRAFi-R (6 × 10^6^) cells in 100 μL growth media mixed with 50% Matrigel (BD) were injected bilaterally into the subcutaneous tissue of both flanks. On day 3 after tumor inoculation, animals were randomly assigned to 1 of 2 groups that were administered a vemurafenib diet or a control diet by the Research Randomizer (http://www.randomizer.org). The vemurafenib diet (5.67 g/kg body weight to achieve a 100 mg/kg body weight daily dose) and the control diet were prepared at Envigo. When the xenograft size reached an approximate volume of 100 mm^3^, the 20 mice were randomized to groups of 5 mice per group, with the average tumor volume distributed equally between the groups. Vehicle control (5% DMSO/H_2_O) and corin (15 mg/kg) were administered at 10 mL/kg i.p. once a day. The mice were maintained in a pathogen-free environment with free access to food and water. Body weight and tumor volume were measured twice weekly. Tumor size was measured with linear calipers and calculated using the following formula: length in mm × width in mm^2^/2. The mice were sacrificed after 23 days, and tumor weights were measured. Three animals from each treatment group were chosen at random for follow-up data analysis.

### Xenograft tumor sample processing and immunohistochemistry.

After the mice were sacrificed, tumors were removed and fixed in 3.7% formaldehyde. Serial sections of 5 μm thickness were cut from the formalin-fixed, paraffin-embedded tissue blocks, floated onto charged glass slides (Super-Frost Plus, Thermo Fisher Scientific), and dried overnight at 60°C.

Sections were deparaffinized and hydrated using graded concentrations of ethanol to deionized water prior to immunohistochemical analysis. Tumor sections were blocked in serum (5% serum in PBS-T containing 0.5% Triton X-100 in PBS) and then incubated overnight at 4°C with primary antibodies (Supplemental Table 13). Sections were then incubated with a fluorescence-conjugated (FITC) goat anti-rabbit secondary antibody for 1 hour at room temperature, washed with PBS, and mounted using VECTASHIELD mounting medium (Vector Laboratories).

### H&E staining.

Animal tissue H&E staining was performed at Applied Pathology (Worcester, Massachusetts, USA) using their standard protocol (https://files.sitebuilder.name.tools/enom52979/file/hestainingprotocol.pdf).

### Statistics.

Results were considered significant for an adjusted *P* value of less than 0.05. Data are presented as the mean ± SD and are representative of at least 2 independent experiments. Tests used to determine statistical significance are noted in the figure legends and include an unpaired, 2-tailed *t* test, a 1-way ANOVA with Tukey’s or Dunnett’s test, or a 2-way ANOVA with Tukey’s test.

### Study approval.

Animal studies were approved by the IACUC of Boston University (protocol 15503).

### Data availability.

Raw data, processed data, and metadata from the RNA-Seq and ChIP-Seq experiments have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database (Series GSE254703). All data supporting the graphs and tables are provided in the Supplemental Supporting Data Values file. All codes used for analysis of sequencing were deposited in GitHub (https://github.com/robertfisher002/Wu_Corin_Manuscript; branch main; commit ID 92ac17b).

## Author contributions

MW, M Collard, PAC, and RMA conceived the study, interpreted data, and wrote the manuscript. MW, AH, FG, RF, SR, KP, AZ, KK, SN, M Cole, and AX, and M Collard carried out the cell-based work. MW and KK performed the mouse xenograft studies. JHK designed and synthesized the CoREST inhibitor corin. AL, FA, RF, M Collard, SB, and MW performed RNA-Seq/ChIP-Seq data analysis. All authors were involved in the experimental design, data interpretation, and editing of the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
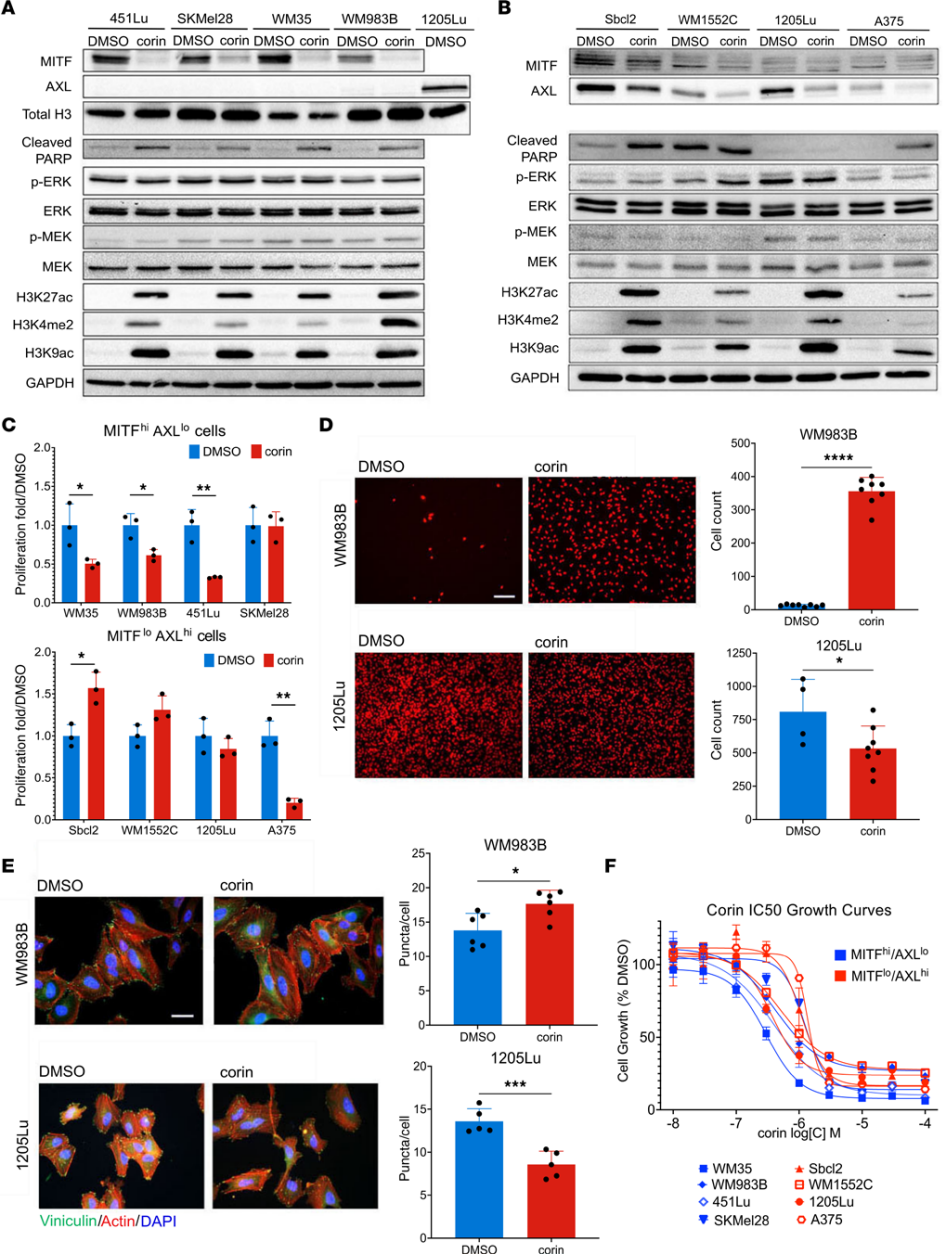
The CoREST repressor complex mediates phenotype switching in melanoma cell lines. (**A** and **B**) Western blot analysis of the MITF^hi^/AXL^lo^ melanoma cell lines 451Lu, SKMel28, WM35, and WM983B (**A**) and the MITF^lo^/AXL^hi^ melanoma cell lines Sbcl2, WM1552C, 1205Lu, and A375 (**B**) following 24 hours of treatment with DMSO or 2.5 μM corin. 1205Lu lysates were used as a positive control for AXL in **A**. Western blots were run contemporaneously. (**C**) Cellular proliferation of MITF^hi^/AXL^lo^ (upper panel) and MITF^lo^/AXL^hi^ (lower panel) melanoma cell lines following 24 hours of treatment with DMSO or 2.5 μM corin (*n* = 3). (**D**) Invasion assay and quantification of MITF^hi^/AXL^lo^ (WM983B, upper panel) and MITF^lo^/AXL^hi^ (1205Lu, lower panel) melanoma cells following 24 hours treatment with DMSO or 2.5 μM corin (*n* = 4–8). Representative images are shown. Scale bar: 100 μm. (**E**) Vinculin staining of focal adhesions in MITF^hi^/AXL^lo^ melanoma cells (WM983B, upper panel) and MITF^lo^/AXL^hi^ melanoma cells (1205Lu, lower panel) following a 24-hour treatment with DMSO or 2.5 μM corin (*n* = 5–6), with quantification of focal adhesions (puncta/cell) on the right (*n* = 5–6). Representative images are shown. Scale bar: 20 μm. (**F**) Dose-response proliferation assays of MITF^hi^/AXL^lo^ (WM35, WM983B, 451Lu, SkMel28) and MITF^lo^/AXL^hi^ (Sbcl2, WM1552C, 1205Lu, A375) melanoma cell lines treated with increasing doses of corin for 72 hours. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by 2-tailed, unpaired *t* test compared with DMSO controls.

**Figure 2:**
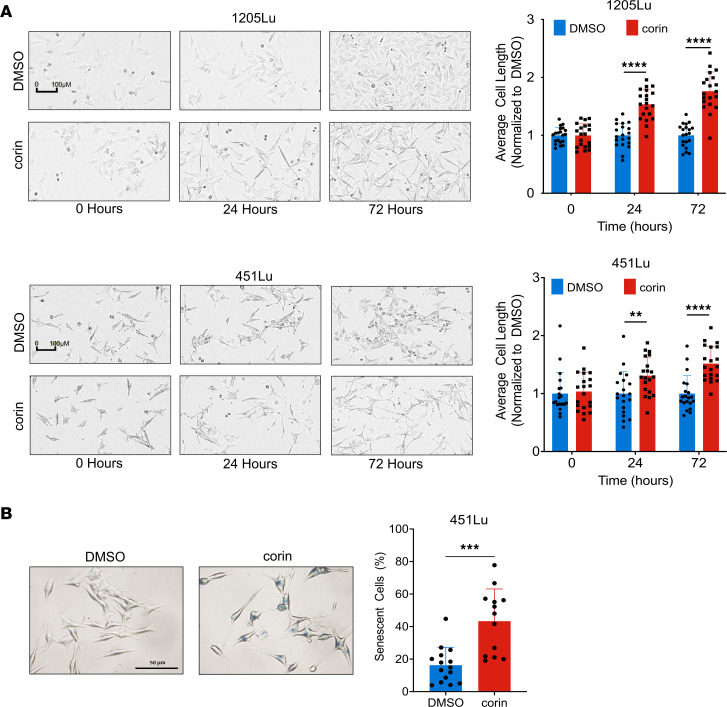
CoREST inhibition induces morphological changes in melanoma cells. (**A**) Average cell length for MITF^hi^/AXL^lo^ 451Lu and MITF^lo^/AXL^hi^ 1205Lu melanoma cells treated with 1 μM corin for 0, 24, and 72 hours (*n* = 20). Representative images shown. Scale bars: 100 μm. (**B**) Senescence-associated β-galactosidase staining of 451Lu melanoma cells treated with DMSO or 1 μM corin for 72 hours and quantification. Scale bar: 50 μm. **P < 0.01, ***P < 0.001, and ****P < 0.0001, by 2-tailed, unpaired *t* test compared with DMSO controls.

**Figure 3:**
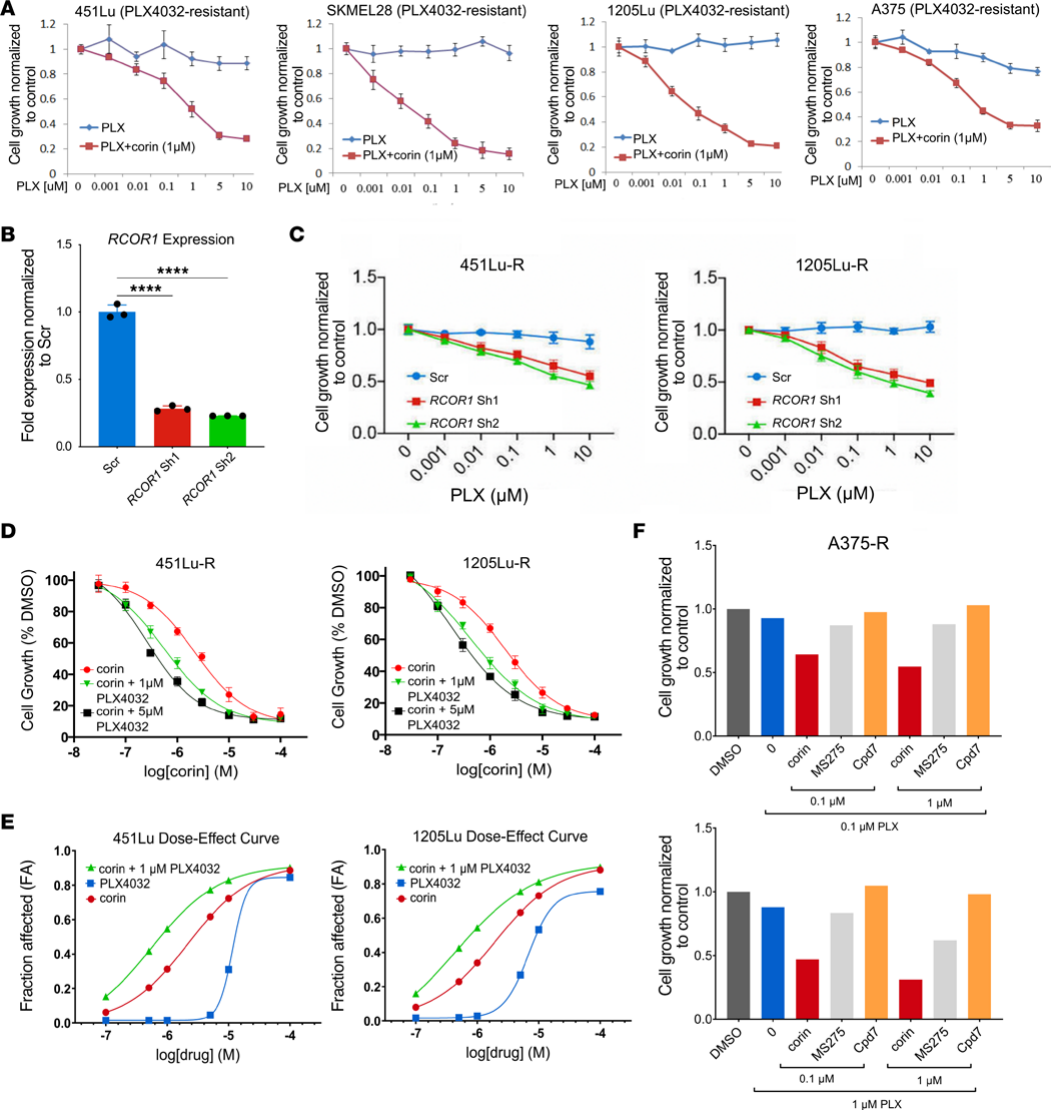
CoREST inhibition resensitizes BRAFi-R melanoma cells to BRAFi therapy. (**A**) Proliferation assays of 451Lu-R and SkMel28-R (MITF^hi^/AXL^lo^) and 1205Lu-R and A375-R (MITF^lo^/AXL^hi^) BRAFi-R melanoma cell lines treated with increasing doses of PLX4032 with or without 1 μM corin for 72 hours (*n* = 3). (**B**) *RCOR1* knockdown by shRNA in 1205Lu-R melanoma cells, confirmed by RT-qPCR (data are representative of 2 independent experiments). (**C**) PLX4032 (PLX) dose-response curves (72-hour treatment) in 451Lu-R and 1205Lu-R melanoma cells following knockdown of *RCOR*1 (*n* = 3). (**D**) Proliferation assays of 451Lu-R and 1205Lu-R BRAFi-R melanoma cell lines treated with increasing doses of corin with or without 1 μM or 5 μM PLX4032 for 72 hours (*n* = 3). (**E**) Drug synergy graphs for corin and PLX4032 in 451Lu-R (left) and 1205Lu-R (right) BRAFi-R melanoma lines. (**F**) Proliferation assays of A375-R melanoma cells treated with 0.1 μM (top panel) or 1 μM (bottom panel) PLX4032 with or without corin, MS275, or compound 7 (Cpd7) at 0.1 μM and 1 μM for 72 hours (*n* = 1).

**Figure 4:**
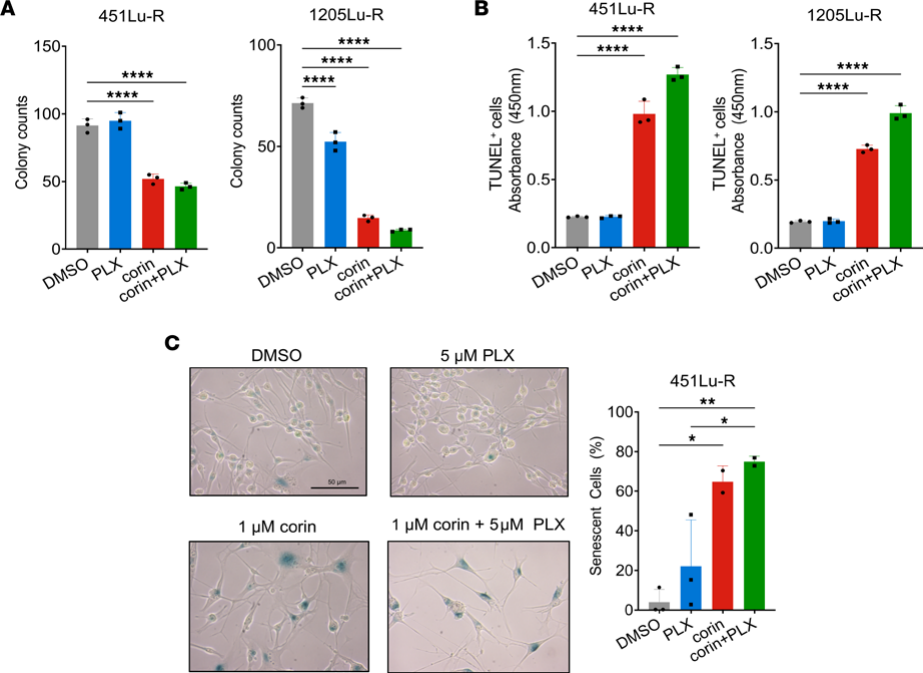
CoREST inhibition reduces colony formation and induces apoptosis in BRAFi-R melanoma cells with or without BRAFi. (**A**) Colony formation assay quantification in 451Lu-R (left) and 1205Lu-R (right) melanoma cells treated with DMSO, 5 μM PLX4032 alone, 2.5 μM corin alone, or 2.5 μM corin plus 5 μM PLX4032 for 10 days (*n* = 3). (**B**) Quantification of TUNEL^+^ cells in 451Lu-R and 1205Lu-R melanoma cells following 72 hours of treatment with DMSO, 5 μM PLX4032 alone, 1 μM corin alone, or 1 μM corin plus 5 μM PLX4032 (*n* = 3). (**C**) Senescence-associated β-galactosidase staining of 451Lu-R melanoma cells treated with DMSO, 5 μM PLX4032 alone, 1 μM corin alone, or 1 μM corin plus 5 μM PLX4032 for 72 hours and quantification (*n* = 2–3). Scale bar: 50 μm. *P < 0.05, **P < 0.01, and ****P < 0.0001, by 1-way ANOVA with Tukey’s test.

**Figure 5:**
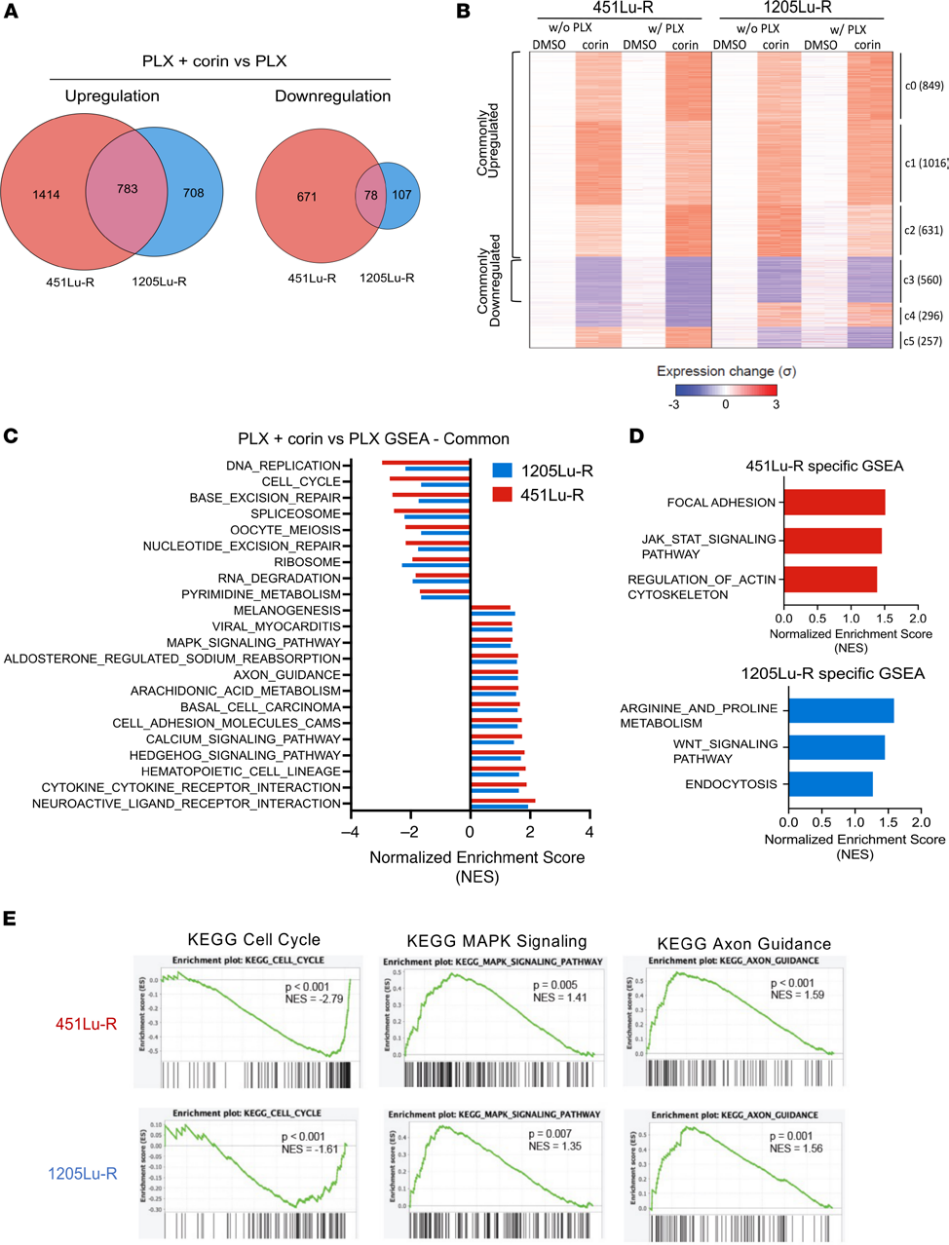
CoREST complex inhibition in BRAFi-R melanoma cells induces global transcriptional upregulation and causes changes in cell-cycle, MAPK, and axon guidance signaling pathways. (**A**) RNA-Seq profiling of 451Lu-R and 1205Lu-R melanoma cells following 24 hours of treatment with 5 μM PLX4032 versus 2.5 μM corin plus 5 μM PLX4032. Venn diagram illustrates corin plus PLX4032–induced upregulated and downregulated expression of cell line–specific and common genes compared with PLX4032 treatment alone (fold change [FC] ≥4, FDR <0.001). (**B**) K-means clustered (K = 6) heatmap of all genes showing significant expression changes (*P*adj < 0.01, |log_2_ FC| >2) upon corin treatment in at least 1 condition/cell line (i.e., with or without [w/o] PLX4032; 451Lu-R or 1205Lu-R). In each cell line, expression in the absence of PLX4032 and corin was set as reference (i.e., 0), and the relative expression changes were summarized as SD (σ). Numbers in the brackets indicate the gene counts in clusters. (**C**) GSEA of corin-induced common enriched pathways in 451Lu-R and 1205Lu-R melanoma cells. All gene sets displayed are significantly (*P* < 0.05) enriched with corin plus PLX4032 versus PLX4032 treatment alone. (**D**) GSEA of corin-induced distinct enriched pathways in 451Lu-R (top) and 1205Lu-R (bottom) melanoma cells. All gene sets displayed are significantly (*P* < 0.05) enriched with corin plus PLX4032 versus PLX4032 treatment alone. (**E**) GSEA in samples treated with corin plus PLX4032 versus those treated with PLX4032 alone illustrating representative common enriched gene sets in 451Lu-R (top) and 1205Lu-R (bottom) melanoma cells. NES, normalized enrichment score. *n* = 2 for all panels in this figure.

**Figure 6:**
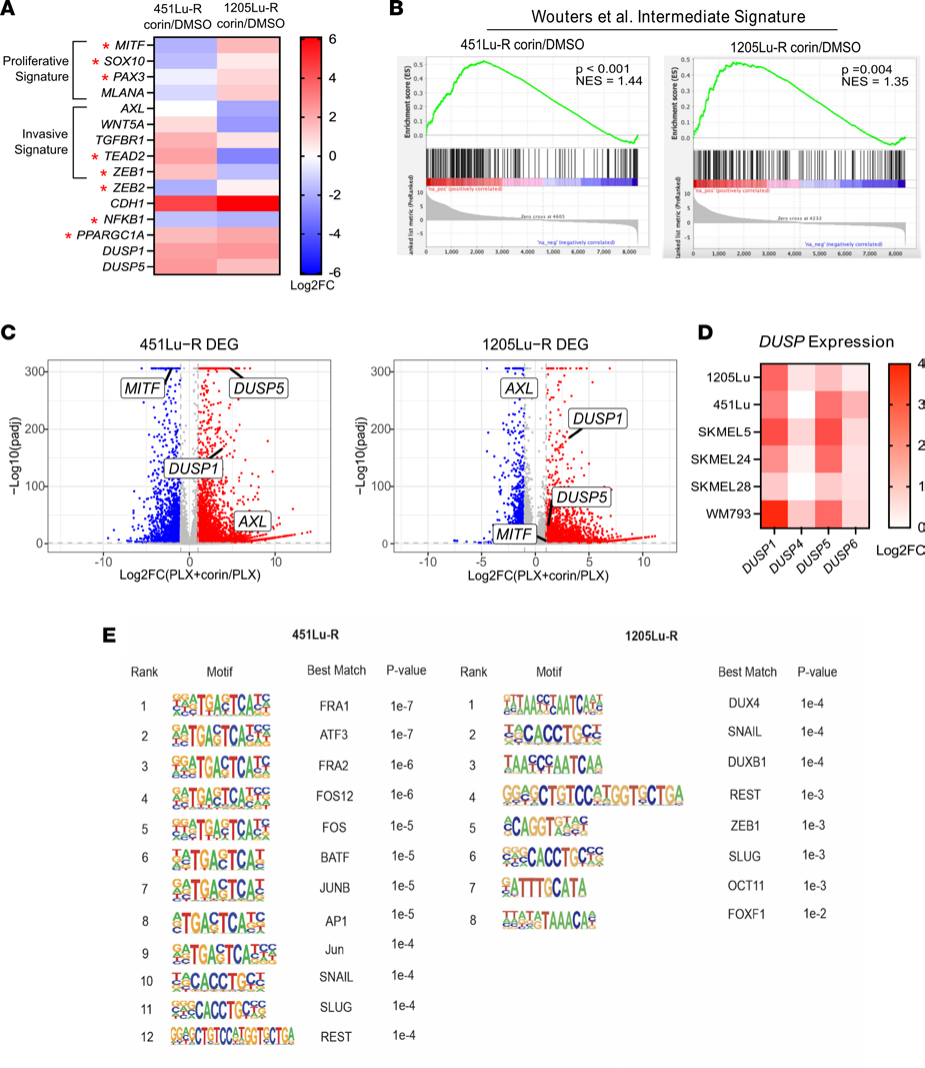
Inhibition of the CoREST complex in BRAFi-R melanoma cells promotes transcriptional changes associated with the phenotype switch and increased expression of DUSP family MAPK inhibitors. (**A**) Heatmap of differential expression patterns of proliferative versus invasive gene signatures and transcriptional regulators associated with distinct melanoma phenotypes^22^ (indicated by a red asterisk) in 451Lu-R and 1205Lu-R melanoma cells treated with 2.5 μM corin or DMSO for 24 hours. (**B**) Comparison of the corin-associated intermediate phenotype gene expression signature in 451Lu-R and 1205Lu-R melanoma cells treated with 2.5 μM corin or DMSO for 24 hours and the published intermediate phenotype defined by Wouters et al. (26). (**C**) Volcano plots of differentially expressed genes (DEGs) (log_2_ FC >1, *P*adj < 0.01) in 451Lu-R (left) and 1205Lu-R (right) melanoma cells following 24 hours of treatment with 2.5 μM corin plus 5 μM PLX4032 versus 5 μM PLX4032 alone with highlighted changes in *DUSP1*, *DUSP5*, *MITF*, and *AXL* expression. (**D**) Heatmap of *DUSP1/-4/-5/-6* expression in corin-treated BRAFi-S melanoma cells relative to DMSO treatment (2.5 μM, 24 hours). (**E**) Top known transcription factor–binding motifs enriched in corin-upregulated genes in 451Lu-R (left) and 1205Lu-R (right) melanoma cells.

**Figure 7:**
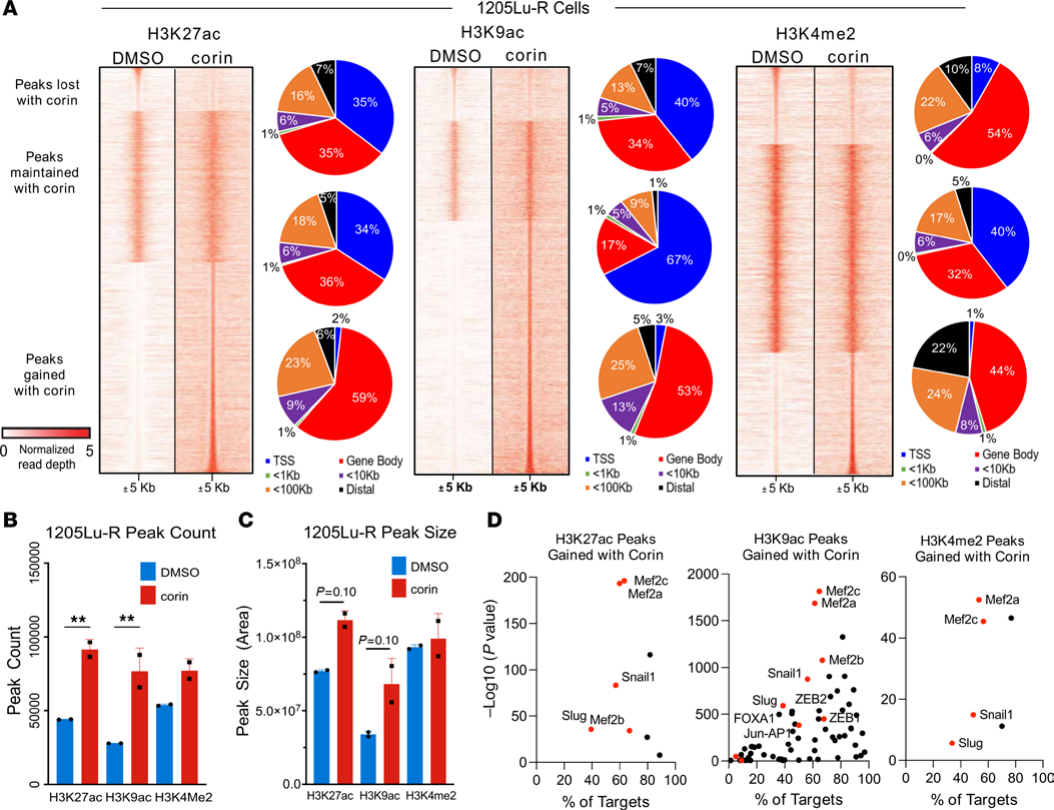
Global alterations in H3K27ac-,H3K9ac-, and H3K4me2-modified chromatin are enriched in phenotype switch–associated motifs in BRAFi-R cells treated with corin. (**A**) Tornado plots of H3K27ac, H3K9ac, and H3K4me2 ChIP-Seq peaks lost, maintained, or gained in 1205Lu-R cells treated with 2.5 μM corin for 24 hours, with the respective genomic location of peaks for each category shown to the right of each tornado plot. Window is ± 5 kb from the peak center and input signal subtracted (log_10_ likelihood ratio [logLR], 0:5). Data are representative of 2 independent experiments. (**B** and **C**) Total peak count (**B**) and peak size (**C**) for H3K27ac, H3K9ac, and H3K4me2 ChIP-Seq peaks in 1205Lu-R cells treated with 2.5 μM corin for 24 hours versus treatment with DMSO control (*n* = 2). **P < 0.01, by 2-tailed, unpaired *t* tests compared with DMSO control. (**D**) HOMER Motif analysis of H3K27ac, H3K9ac, and H3K4me2 ChIP-Seq peaks gained in 1205Lu-R cells treated with 2.5 μM corin for 24 hours compared with DMSO control. Data are representative of 2 independent experiments.

**Figure 8:**
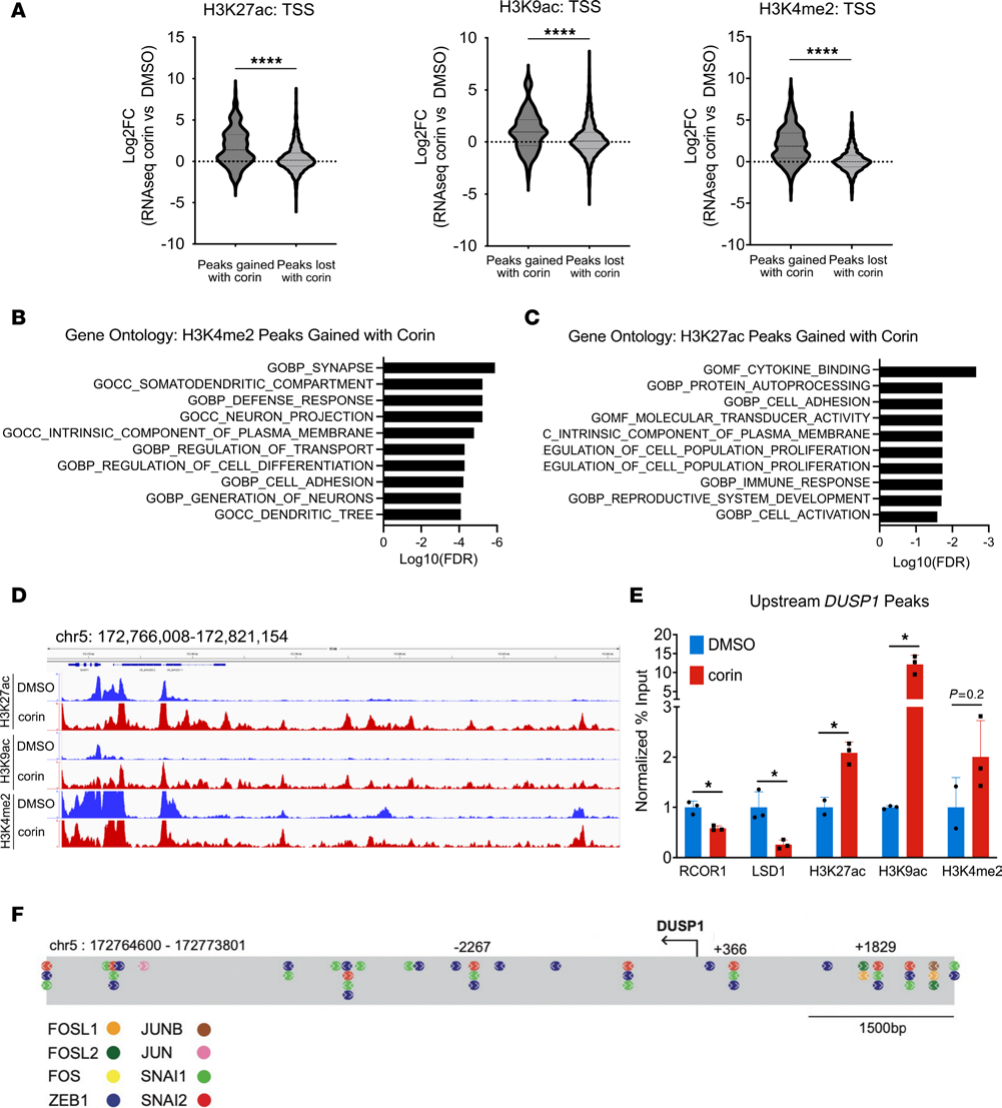
DUSP1 is a direct target of the CoREST complex. (**A**) Comparison of average RNA-Seq log_2_ FC for genes that gained or lost H3K27ac, H3K9ac, or H3K4me2 peaks at the TSS with corin treatment in 1205Lu-R cells (2.5 μM, 24 hours). (**B** and **C**) GO plots of genes with H3K27ac (**B**) or H3K4me2 (**C**) ChIP-Seq peaks gained at their TSS in 1205Lu-R cells treated with 2.5 μM corin for 24 hours compared with DMSO control. (**D**) Integrative Genome Viewer track of input-subtracted H3K27ac, H3K9ac, and H3K4me2 ChIP signals in the genomic region upstream of the DUSP1 TSS for 1205Lu-R cells treated with 2.5 μM corin for 24 hours compared with DMSO control. (**E**) ChIP-qPCR validation of RCOR1, LSD1, H3K27ac, H3K9ac, and H3K4me2 peaks gained upstream of the DUSP1 TSS in 1205Lu-R cells treated with 2.5 μM corin for 24 hours compared with DMSO control. Data from 1 representative biological replicate are shown. *P < 0.05 and ****P < 0.0001, by 2-tailed, unpaired *t* test. (**F**) EMT and AP-1 family member transcription factors enriched in the HOMER motif analysis mapped to the DUSP1 promoter sequence. Coordinates relative to the TSS were obtained from the UCSC Genome Browser (GRCh38).

**Figure 9:**
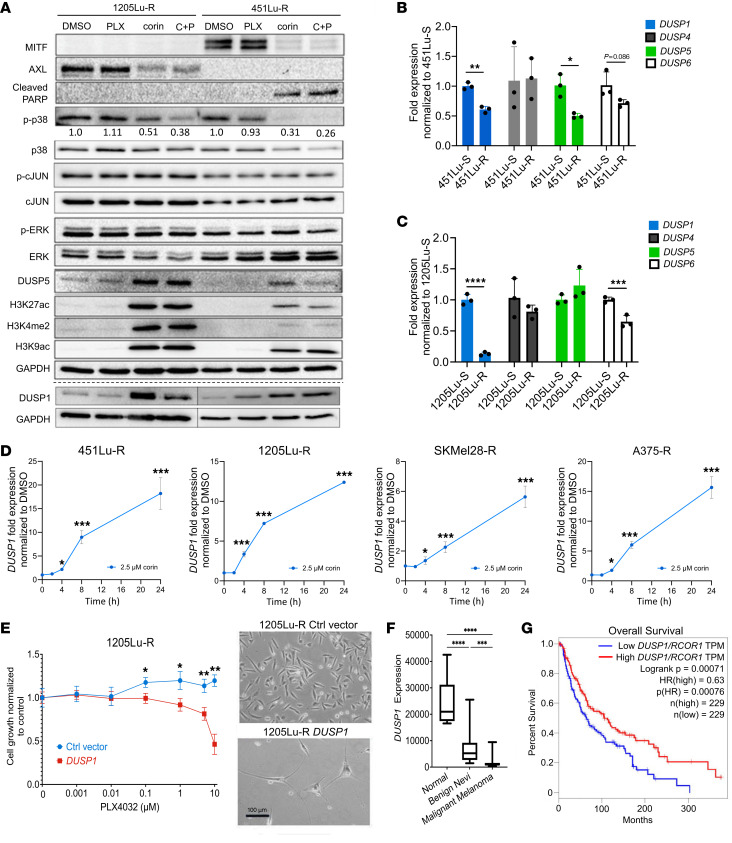
CoREST complex inhibition promotes a response to BRAFi therapy in BRAFi-R melanoma through DUSP1 upregulation. (**A**) Western blot analysis of 1205Lu-R and 451Lu-R melanoma cells treated with DMSO, 5 μM PLX4032 alone, 2.5 μM corin alone, or 2.5 μM corin plus 5 μM PLX4032 for 24 hours. Western blots were run contemporaneously with the exception of DUSP1. DUSP1 expression in 1205Lu-R and 451Lu-R cells was evaluated on separate Western blots, as denoted by the separating dotted line. Quantification of the relative expression of p-p38 (active) versus p38 (total) protein expression relative to the DMSO control is shown below each p-p38 band. (**B** and **C**) Quantification of *DUSP1*, *-4*, *-5*, and *-6* mRNA expression levels (RT-qPCR) in BRAFi-S (S) versus BRAFi-R (R) 451Lu (**B**) and 1205Lu (**C**) melanoma cells (*n* = 3). *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001, by 2-tailed, unpaired *t* test. (**D**) *DUSP1* expression levels (RT-qPCR) in 451Lu-R, 1205Lu-R, SkMel28-R, and A375-R melanoma cells treated with DMSO or 2.5 μM corin for 2, 4, 8, or 24 hours. *P < 0.05 and ***P < 0.001, by 1-way ANOVA with Tukey’s test. (**E**) Proliferation of 1205Lu-R melanoma cells overexpressing *DUSP1* versus control (Ctrl) vector, treated with increasing doses of PLX4032 for 72 hours. *P < 0.05 and **P < 0.01, by 2-way ANOVA with Tukey’s test. The morphology of 1205Lu-R melanoma cells following vector control (top) or DUSP1 overexpression (bottom) is depicted on the right. Representative images shown. Scale bar: 100 μm. (**F**) Quantification of *DUSP1* expression in normal skin (*n* = 7), benign nevi (*n* = 18), and malignant melanoma (*n* = 44) tissues from patients. Data were generated using microarray data from Talantov et al. (61). ***P < 0.001 and ****P < 0.0001, by 1-way ANOVA with Tukey’s test. (**G**) Kaplan-Meier curves illustrating the correlation of DUSP1/RCOR1 expression in patients’ tumor specimens (split at the median) and overall survival using data obtained from TCGA melanoma database (https://portal.gdc.cancer.gov).

**Figure 10:**
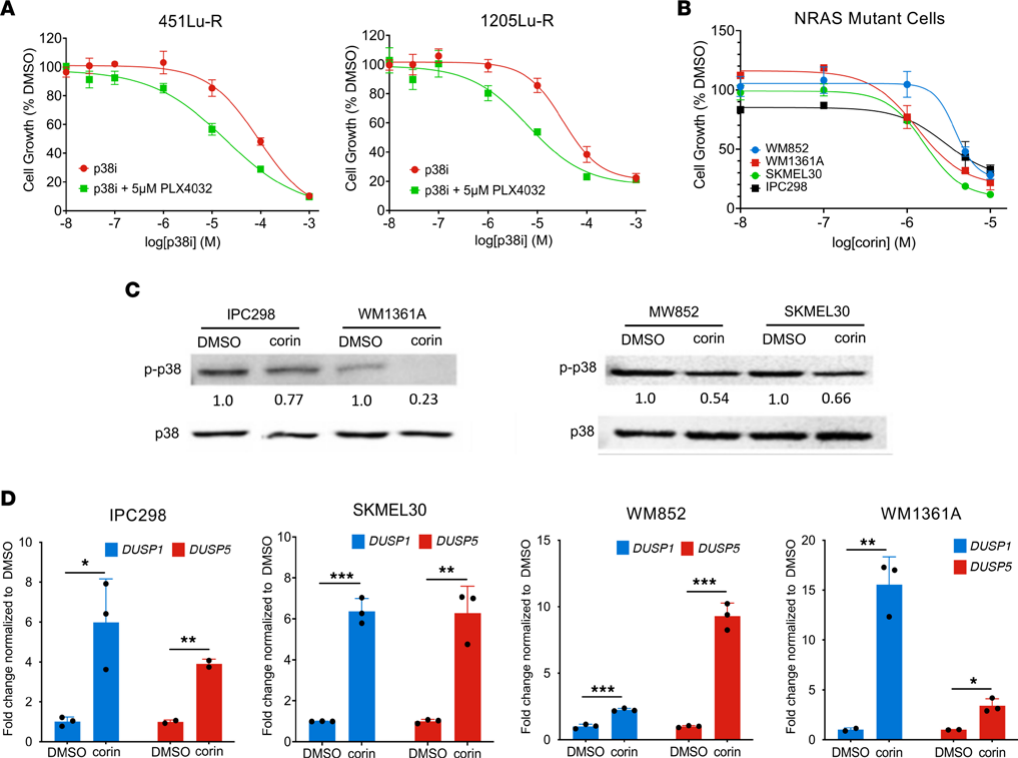
Inhibition of p38 MAPK resensitizes BRAFi-R melanoma cells to BRAFi therapy. (**A**) Proliferation assays of 451Lu-R and 1205Lu-R melanoma cells treated with increasing doses of p38i (BIRB-796) with or without 5 μM PLX4032 for 72 hours (*n* = 3). (**B**) Proliferation assays of WM852, WM1361A, Sk-Mel-30, and IPC298 NRAS-mutant melanoma cell lines treated with increasing doses of corin for 72 hours (*n* = 3). (**C**) Western blot data and quantification of the relative expression of p-p38 (active) versus p38 (total) protein in IPC298, WM1361A, MW852, and Sk-Mel-30 NRAS-mutant melanoma cell lines treated with DMSO or 2.5 μM corin for 24 hours. (**D**) DUSP1 and DUSP5 expression levels (RT-qPCR) in IPC298, Sk-Mel-30, WM852, and WM1361A NRAS-mutant melanoma cells treated with DMSO or 2.5 μM corin for 24 hours. *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-tailed, unpaired *t* test.

**Figure 11:**
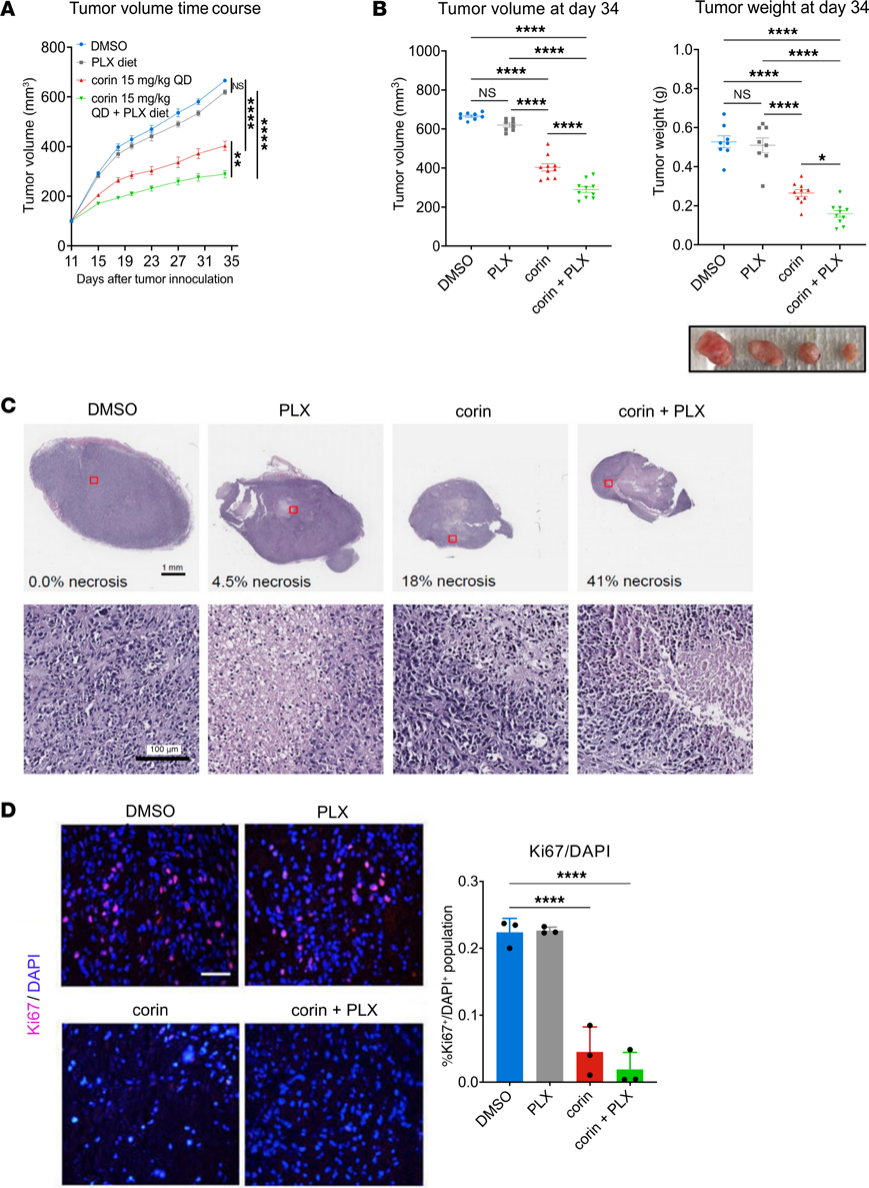
Corin treatment of BRAFi-R melanoma inhibits tumor growth and resensitizes tumors to PLX4032 in a mouse xenograft model. (**A**) 1205Lu-R melanoma tumor growth in a mouse xenograft model following administration of corin (15 mg/kg) with or without PLX4032 (*n* = 8–10). (**B**) Tumor volume and tumor weight following treatment of 1205Lu-R melanoma xenografts with corin (15 mg/kg), with or without PLX4032 (*n* = 8–10). A photograph of representative tumors is shown below. (**C**) H&E staining of tumor xenografts showing areas of significant necrosis (light purple stain) in corin and corin plus PLX4032 treatment groups. The percentage of area with necrosis (necrotic area/total tumor area) is noted in the upper panels (*n* = 2–3). Representative images are shown. Scale bars: 1 mm and 100 μm. (**D**) Cell proliferation in melanoma xenografts treated with corin, with or without PLX4032, as depicted by Ki67 staining and quantification (*n* = 3). Representative images are shown. Scale bar: 100 μm. *P < 0.05, **P < 0.01, and ****P < 0.0001, by 2-way ANOVA with Tukey’s test (**A**) or 1-way ANOVA with Tukey’s (**B**) or Dunnett’s (**D**) test.

**Figure 12:**
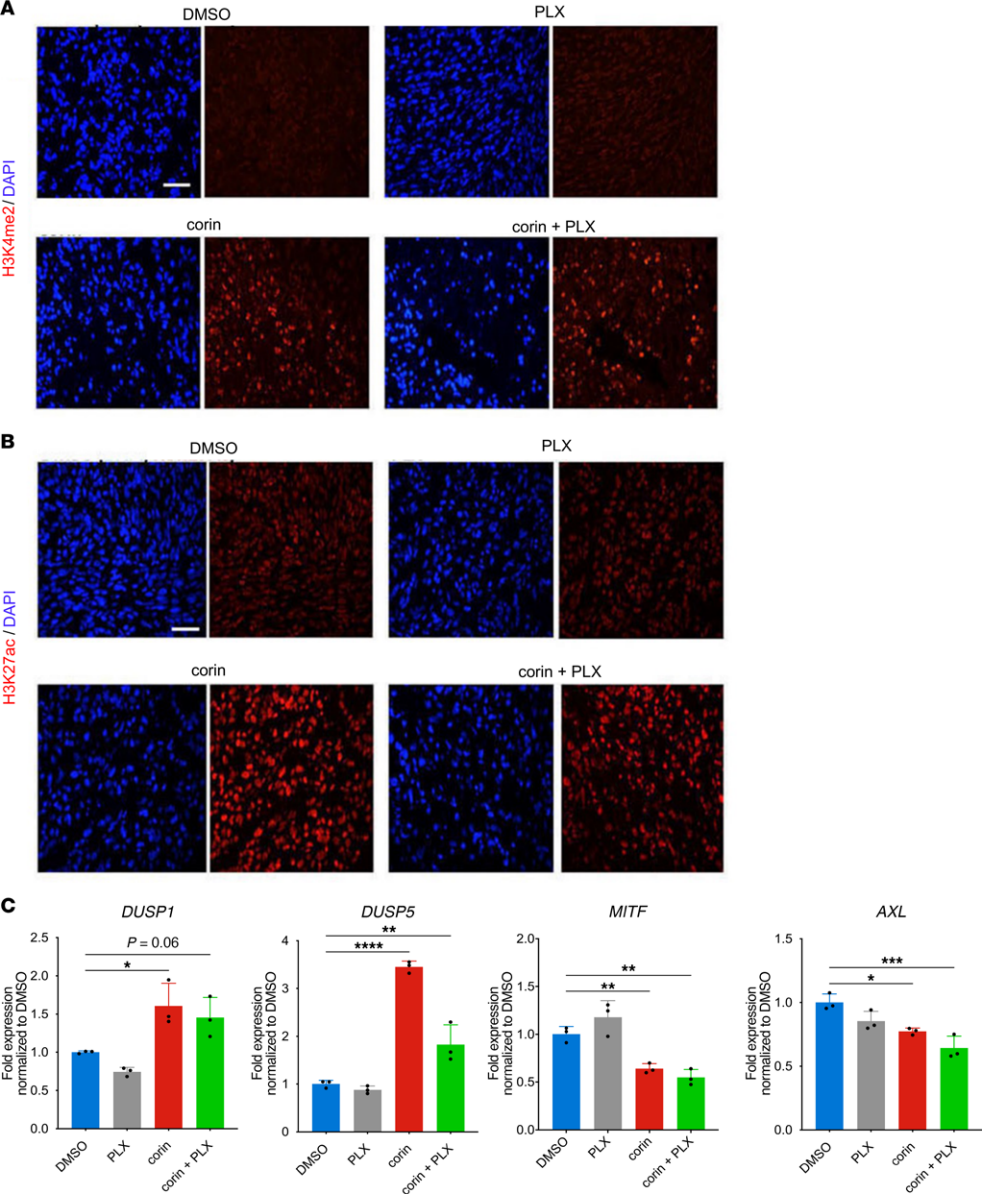
In vivo corin treatment increases DUSP1 expression in BRAFi-R melanoma tumors with associated activating histone marks and phenotype switch changes. (**A** and **B**) Immunofluorescence staining for H3K4me2 (**A**) and H3K27ac (**B**) expression in 1205Lu-R melanoma tumor xenografts following corin treatment with or without PLX4032. (**C**) Expression (RT-qPCR) of *DUSP1, DUSP5, MITF*, and *AXL* in 1205Lu-R melanoma xenografts treated with corin with or without PLX4032 (*n* = 3). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by 1-way ANOVA with Dunnett’s test.

**Table 3:**
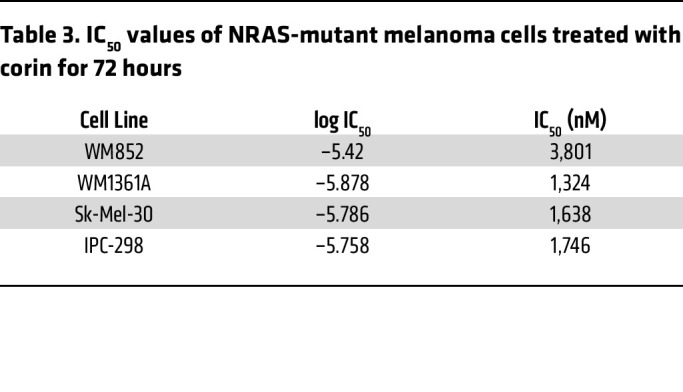
IC_50_ values of NRAS-mutant melanoma cells treated with corin for 72 hours

**Table 1:**
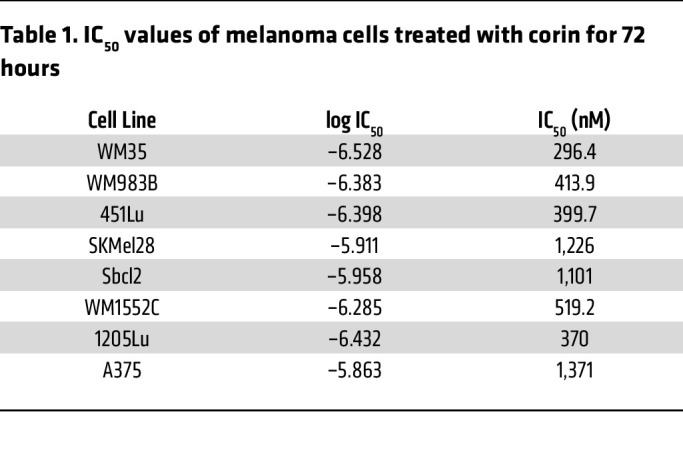
IC_50_ values of melanoma cells treated with corin for 72 hours

**Table 2:**
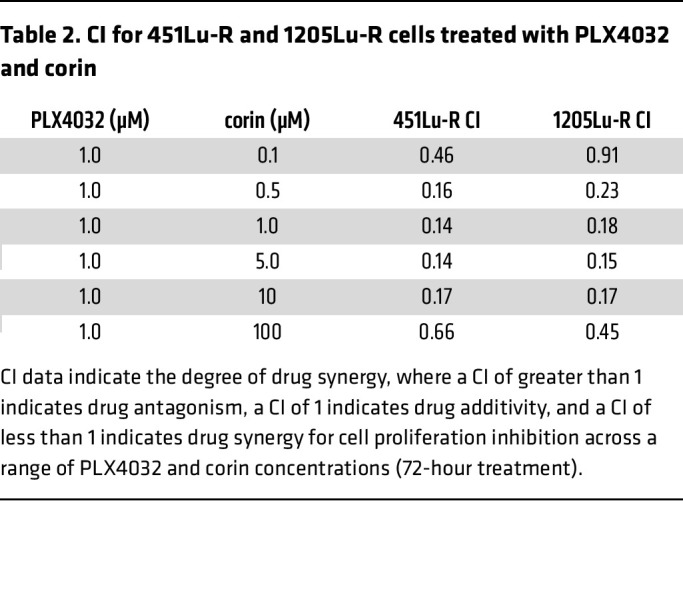
CI for 451Lu-R and 1205Lu-R cells treated with PLX4032 and corin

# Supplementary material for: The CoREST repressor complex mediates phenotype switching and therapy resistance in melanoma
**Source:** J Clin Invest. 2024 Feb 1;134(6):e171063. doi: 10.1172/JCI171063

The CoREST repressor complex  
mediates phenotype switching and  
therapy resistance in melanoma  
(171063-JCI-RG-RV-2)

Unedited blot images

# Full unedited gel for Figure 1A

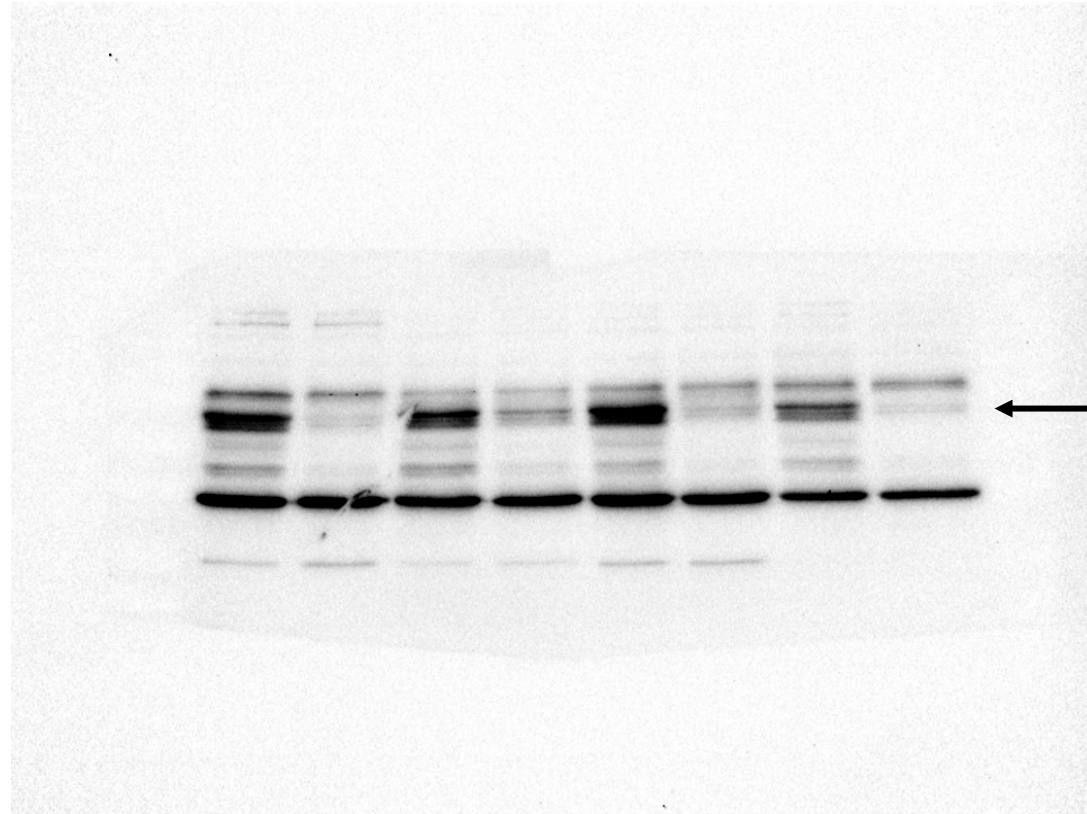

MITF  
65 kDa  
(Cell Signaling, 12590s, 1:1000)

Figure 1A

# Full unedited gel for Figure 1A

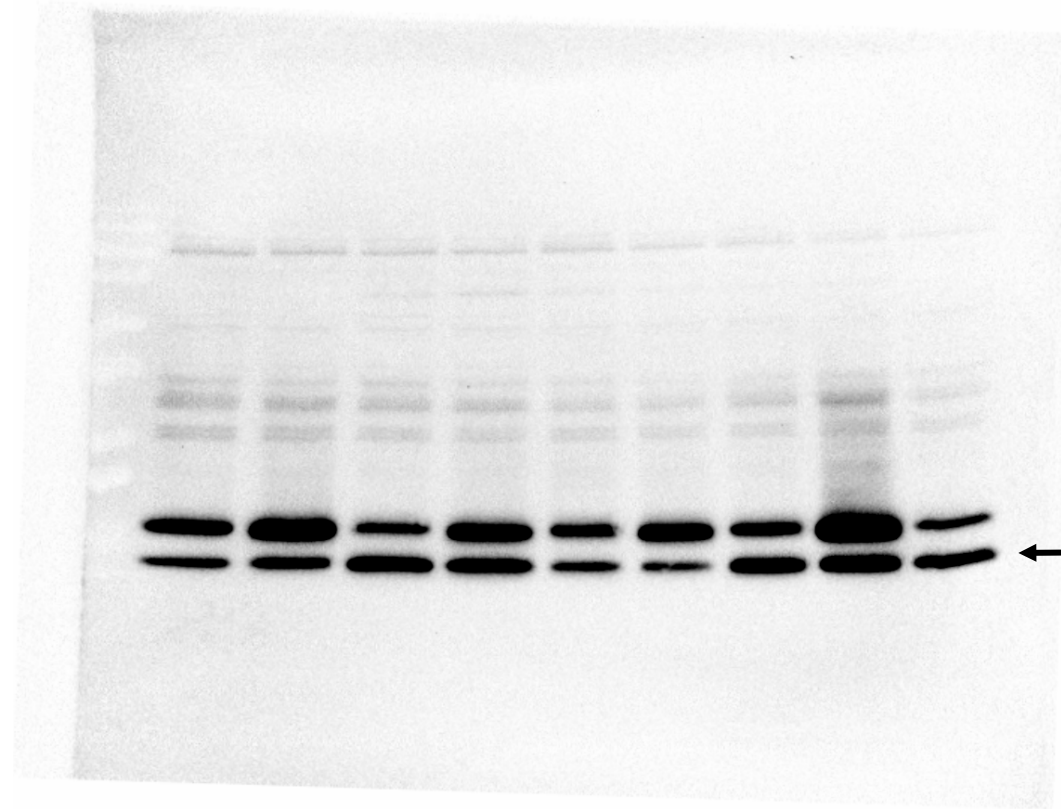

← Histone H3  
#4499, Cell Signaling

Figure 1A

# Full unedited gel for Figure 1A

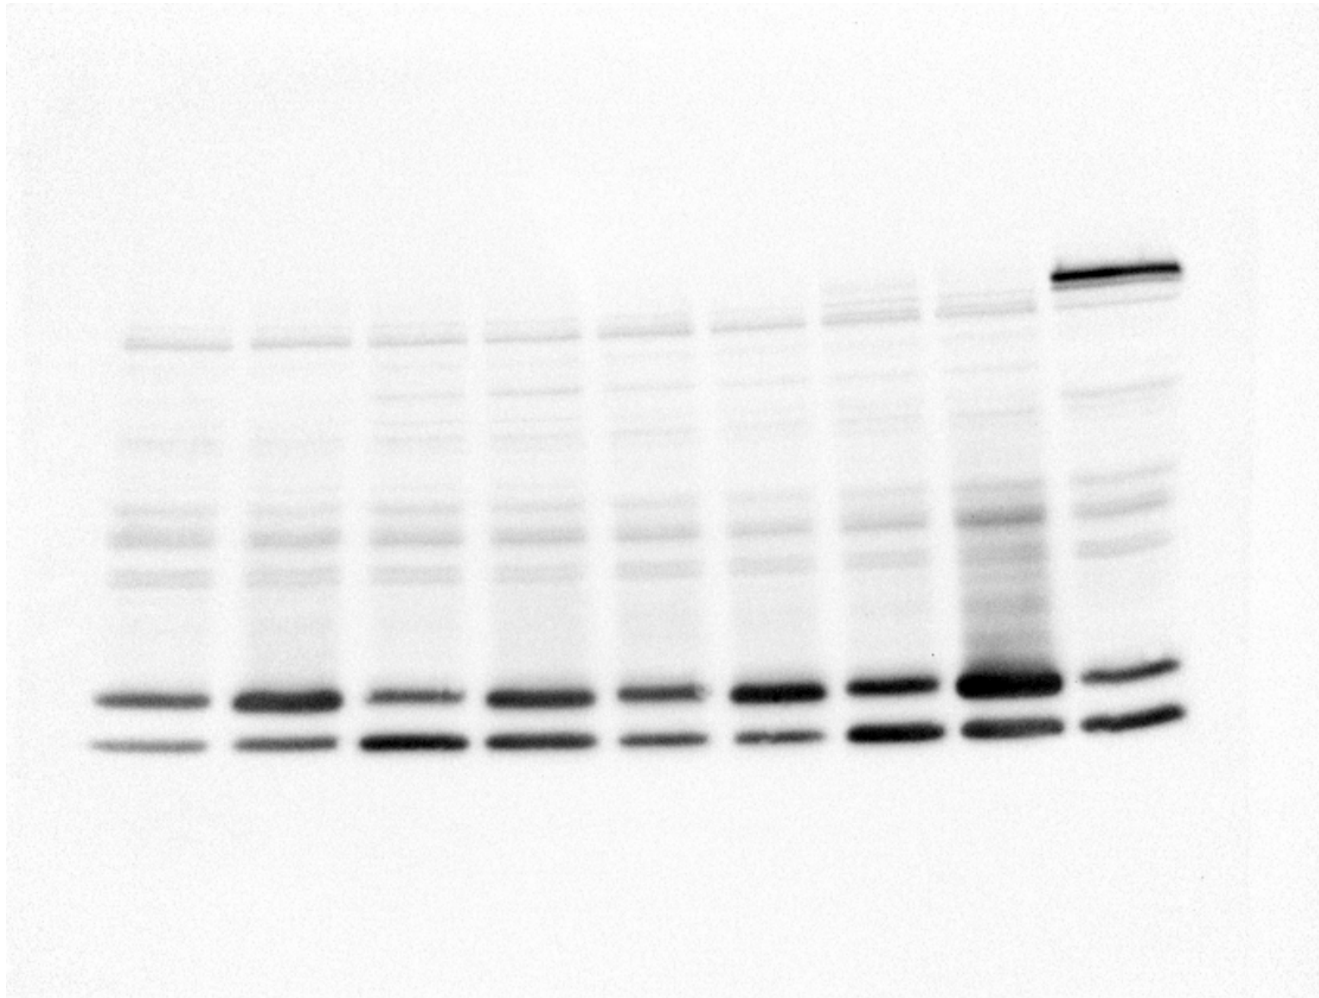

← AXL  
138 kDa  
(Cell Signaling, 8661s, 1:1000)

AXL was run in an additional cell line (1205Lu) cells as a positive control. This shows that the absence of AXL bands in the other cell lines is due to the biology and not the quality of the antibody.

Figure 1A

# Full unedited gel for Figure 1A

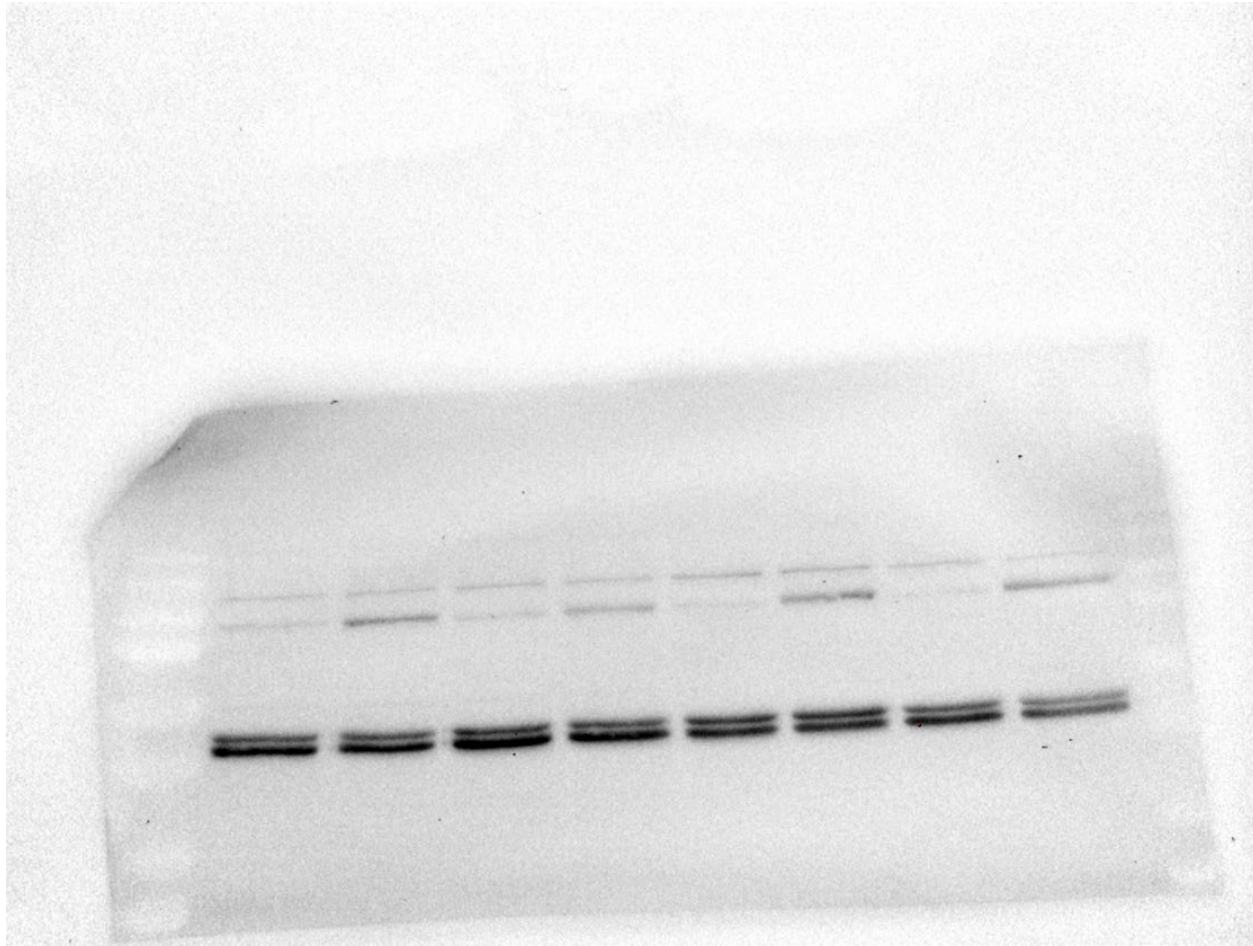

← Cleaved PARP  
89 kDa  
(Cell Signaling, 9541s, 1:1000)

Figure 1A

# Full unedited gel for Figure 1A

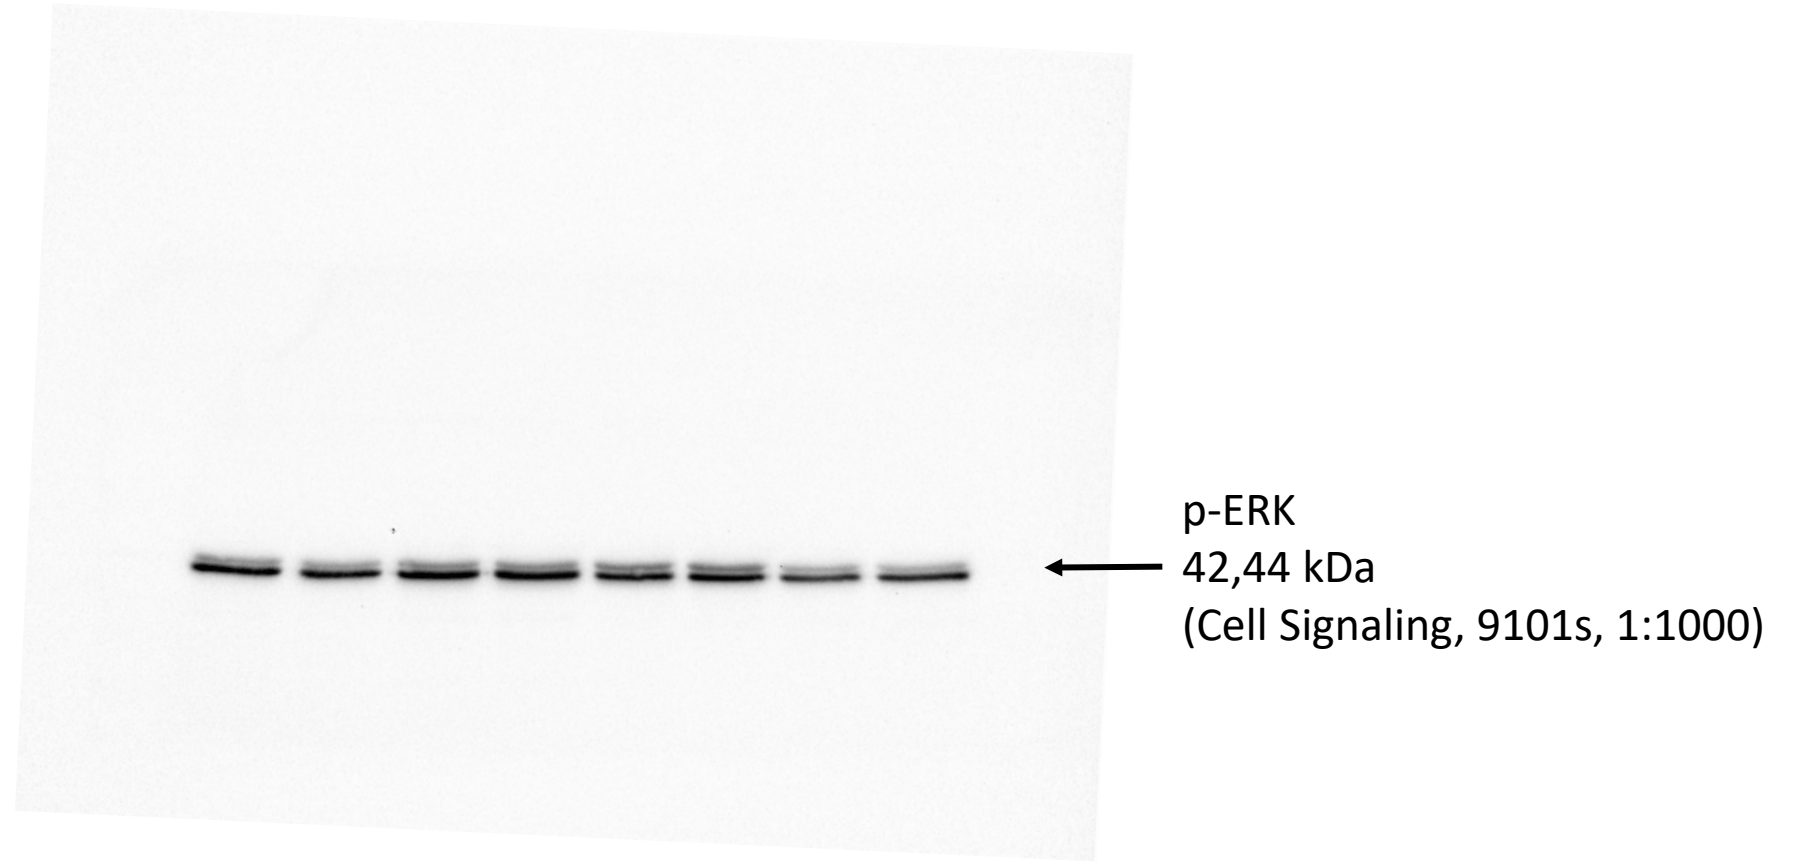

Figure 1A

# Full unedited gel for Figure 1A

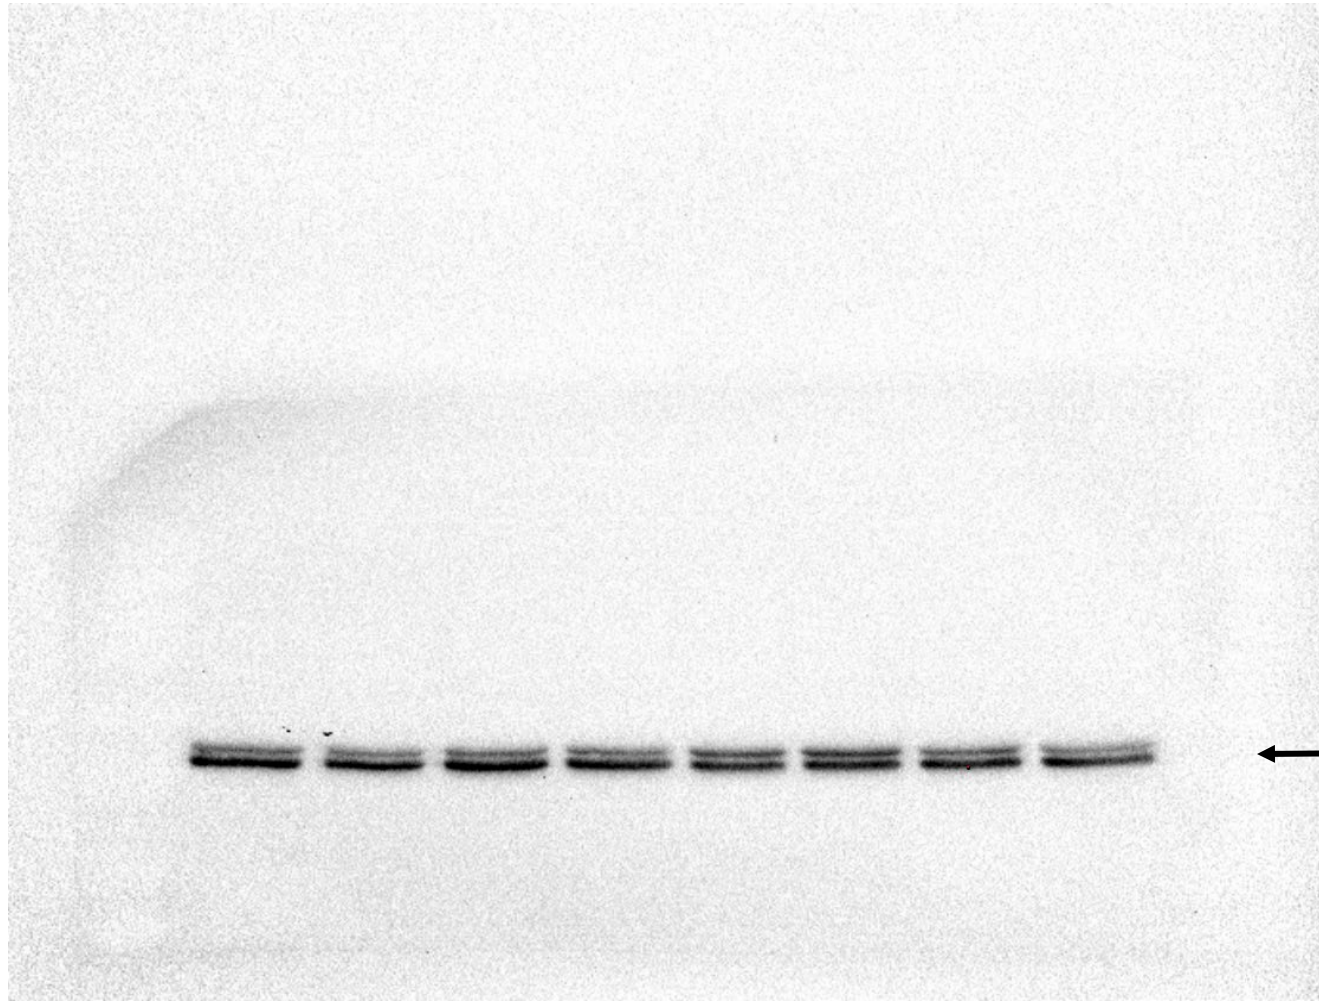

ERK – p44/42 MAPK  
42,44 kDa  
(Cell Signaling, 9102s, 1:1000)

Figure 1A

# Full unedited gel for Figure 1A

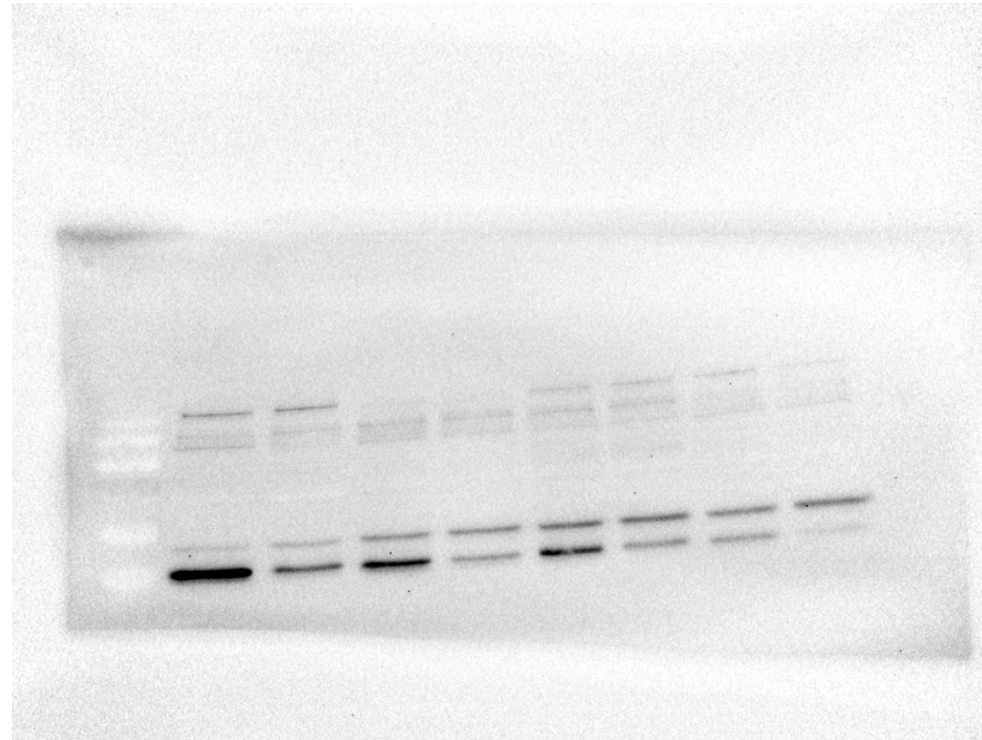

← pMEK1/2  
45 kDa  
(Cell Signaling, 9121, 1:1000)

Figure 1A

# Full unedited gel for Figure 1A

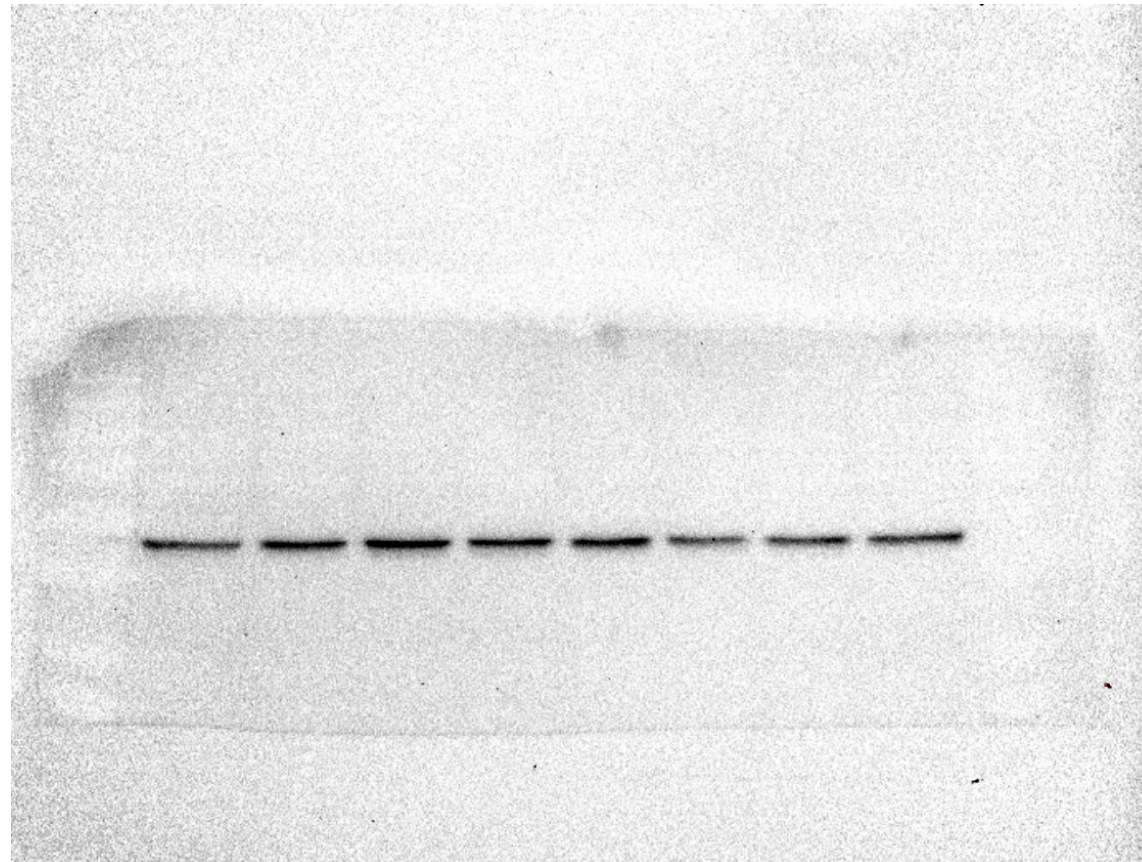

← MEK  
45 kDa  
(Cell Signaling, 9122, 1:1000)

Figure 1A

# Full unedited gel for Figure 1A

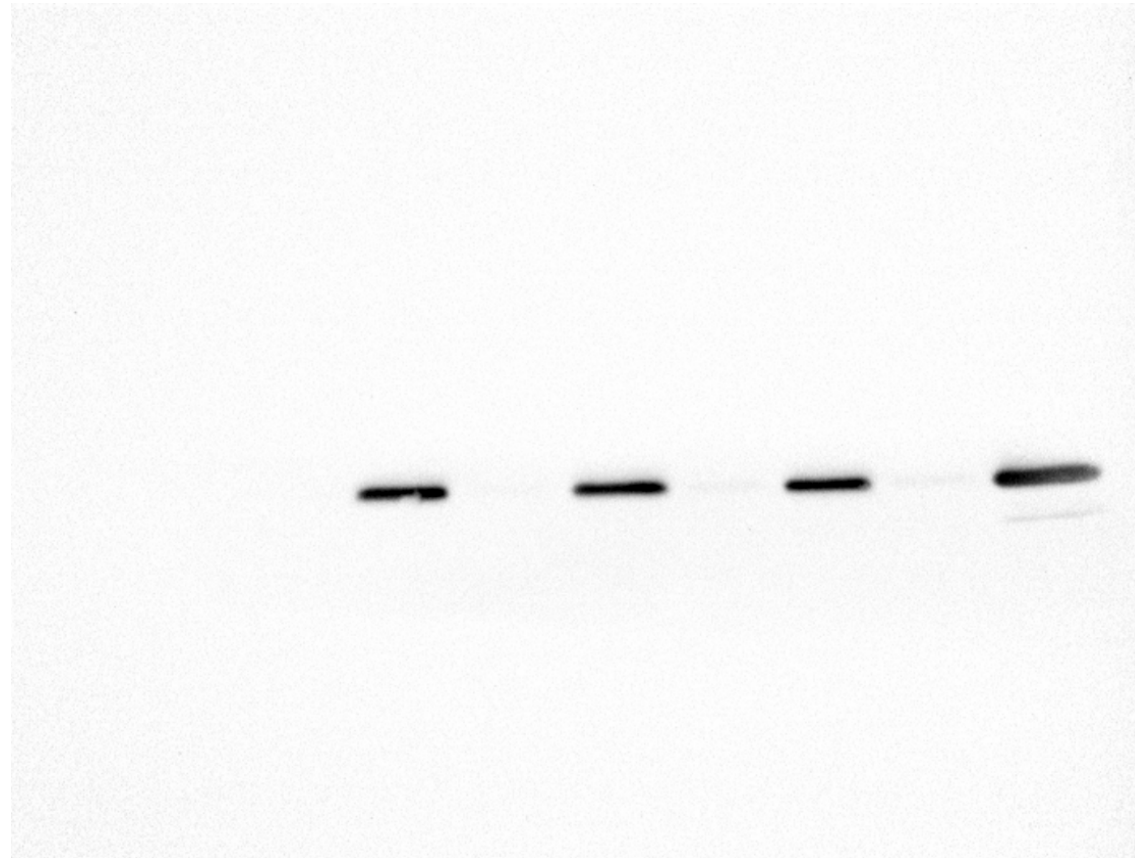

← H3K27ac  
15 kDa  
(Abcam, ab4729, 1:1000)

Figure 1A

# Full unedited gel for Figure 1A

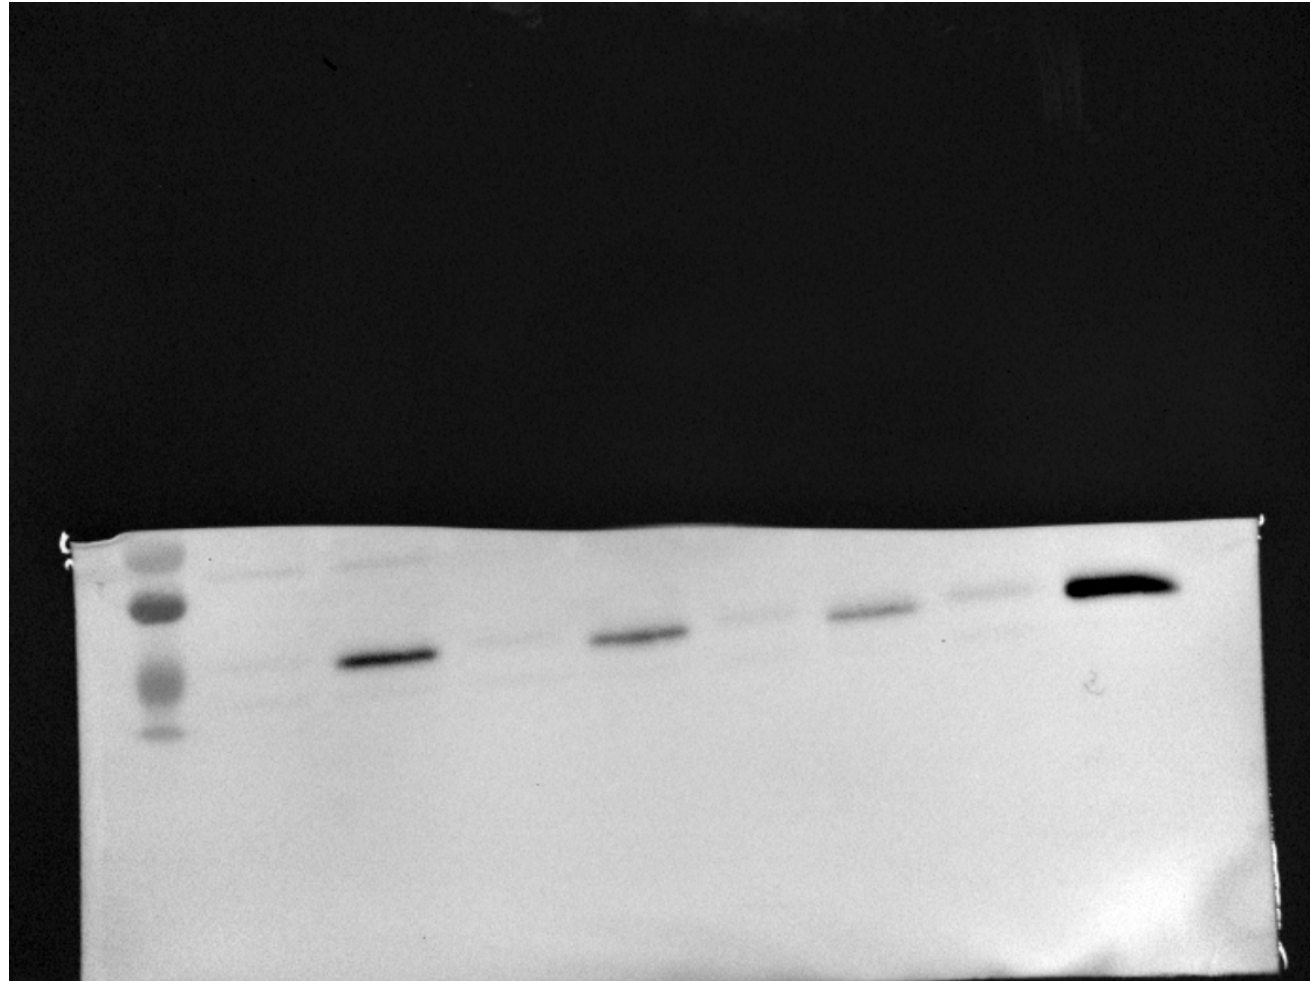

← H3K4me2  
18 kDa  
(Abcam, ab32356, 1:5000)

Figure 1A

# Full unedited gel for Figure 1A

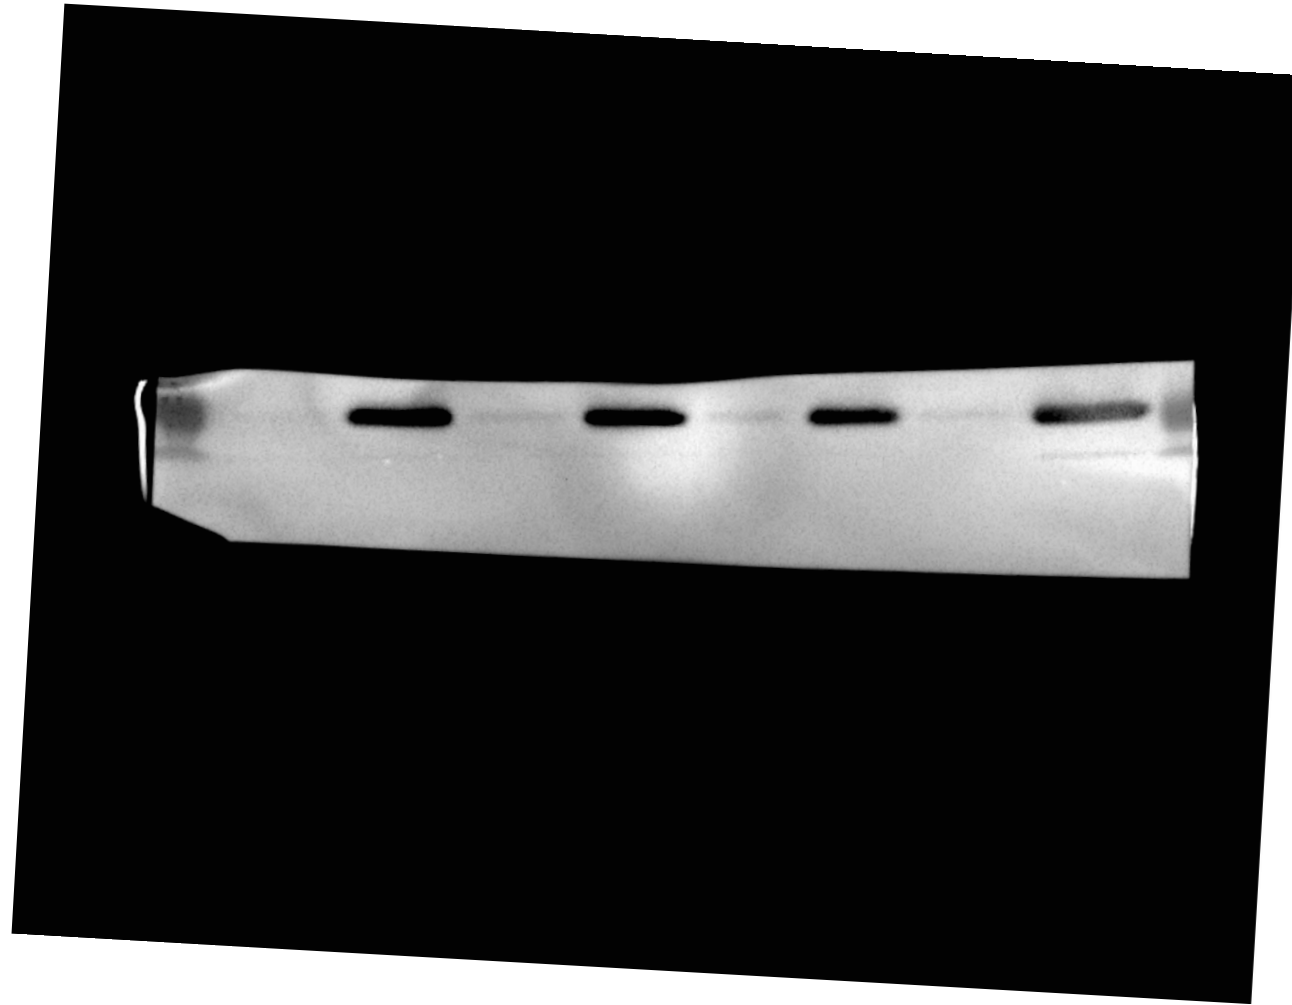

← H3K9ac  
18 kDa  
(Abcam, ab32129, 1:1000)

Figure 1A

# Full unedited gel for Figure 1A

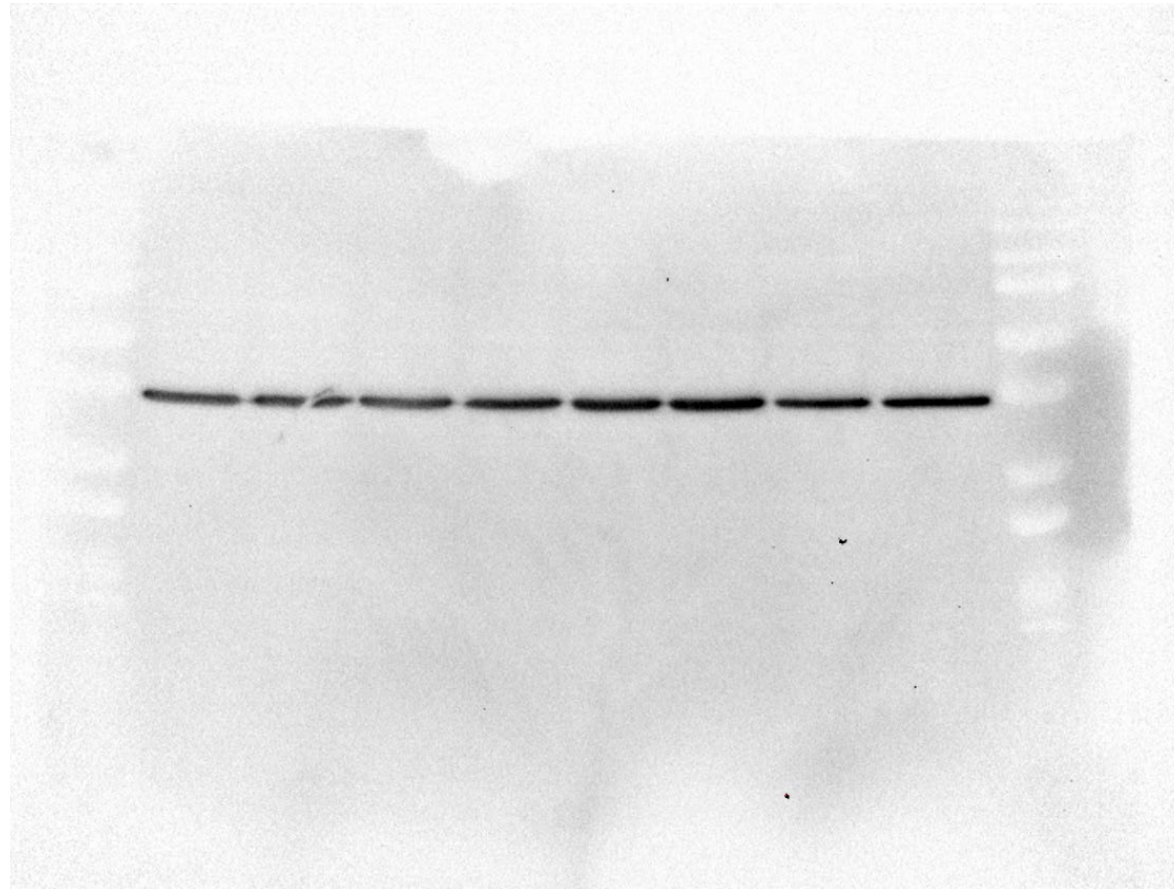

← GAPDH  
36 kDa  
(Cell Signaling, 2118L, 1:2000)

Figure 1A

# Full unedited gel for Figure 1B

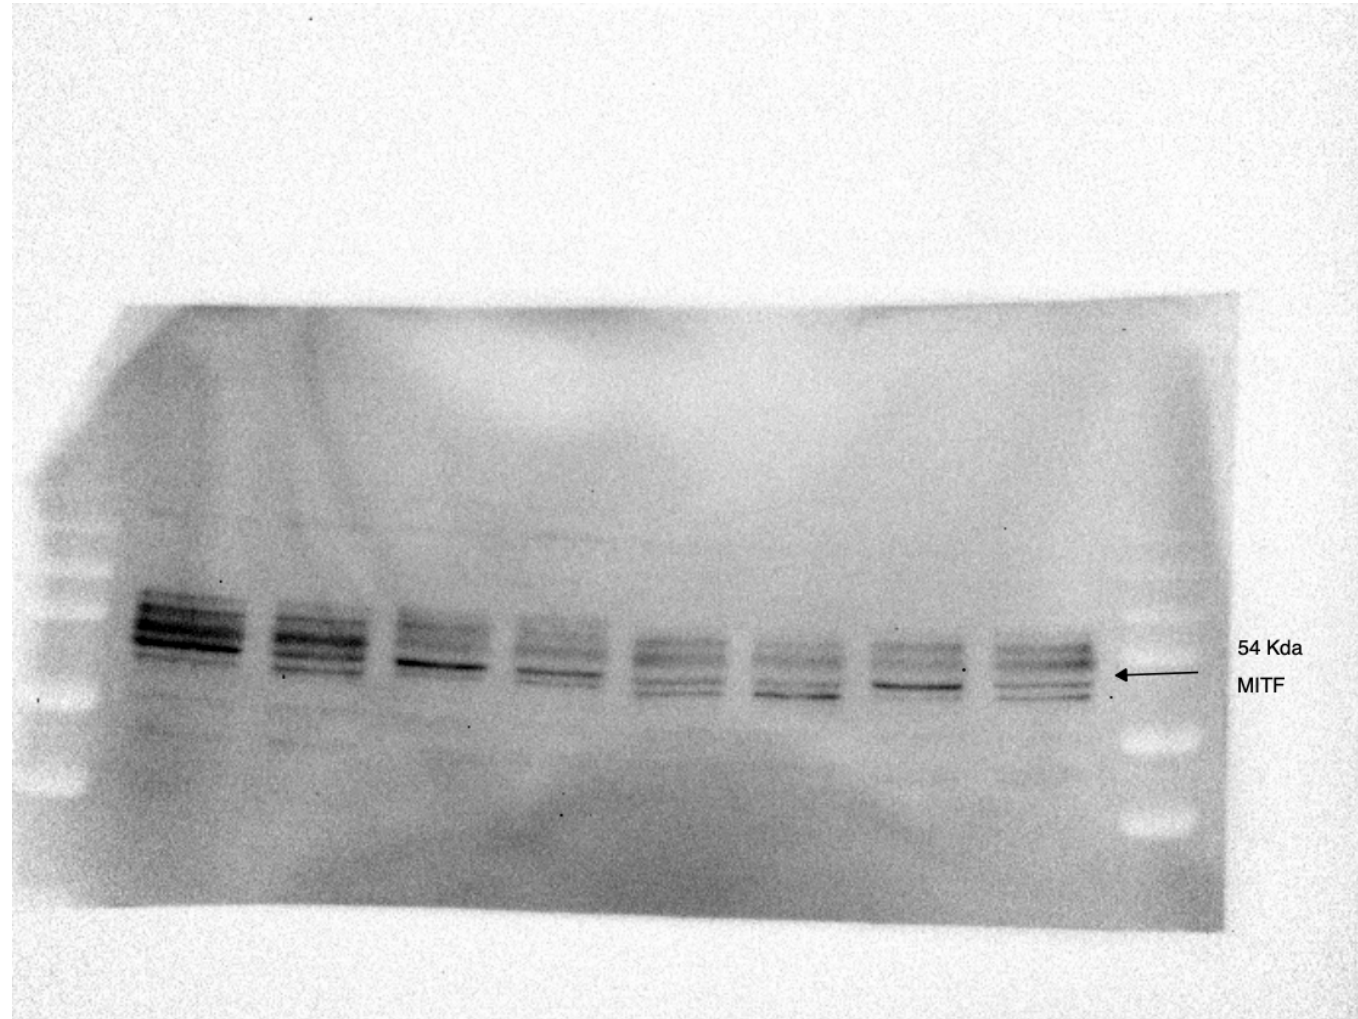

Figure 1B

(Cell Signaling, 12590s, 1:1000)

# Full unedited gel for Figure 1B

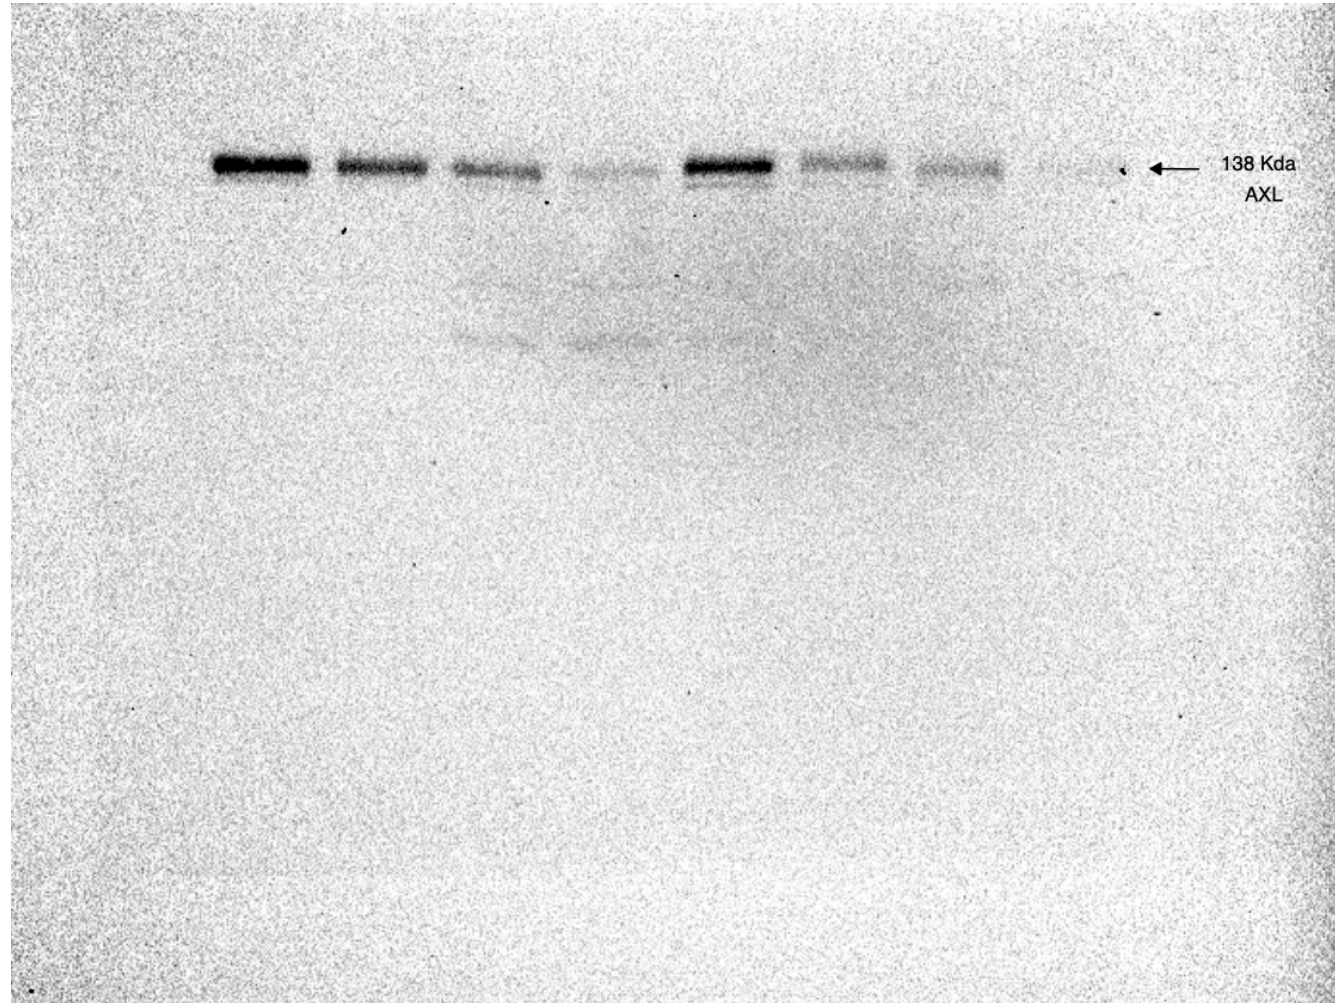

Figure 1B

(Cell Signaling, 8661s, 1:1000)

# Full unedited gel for Figure 1B

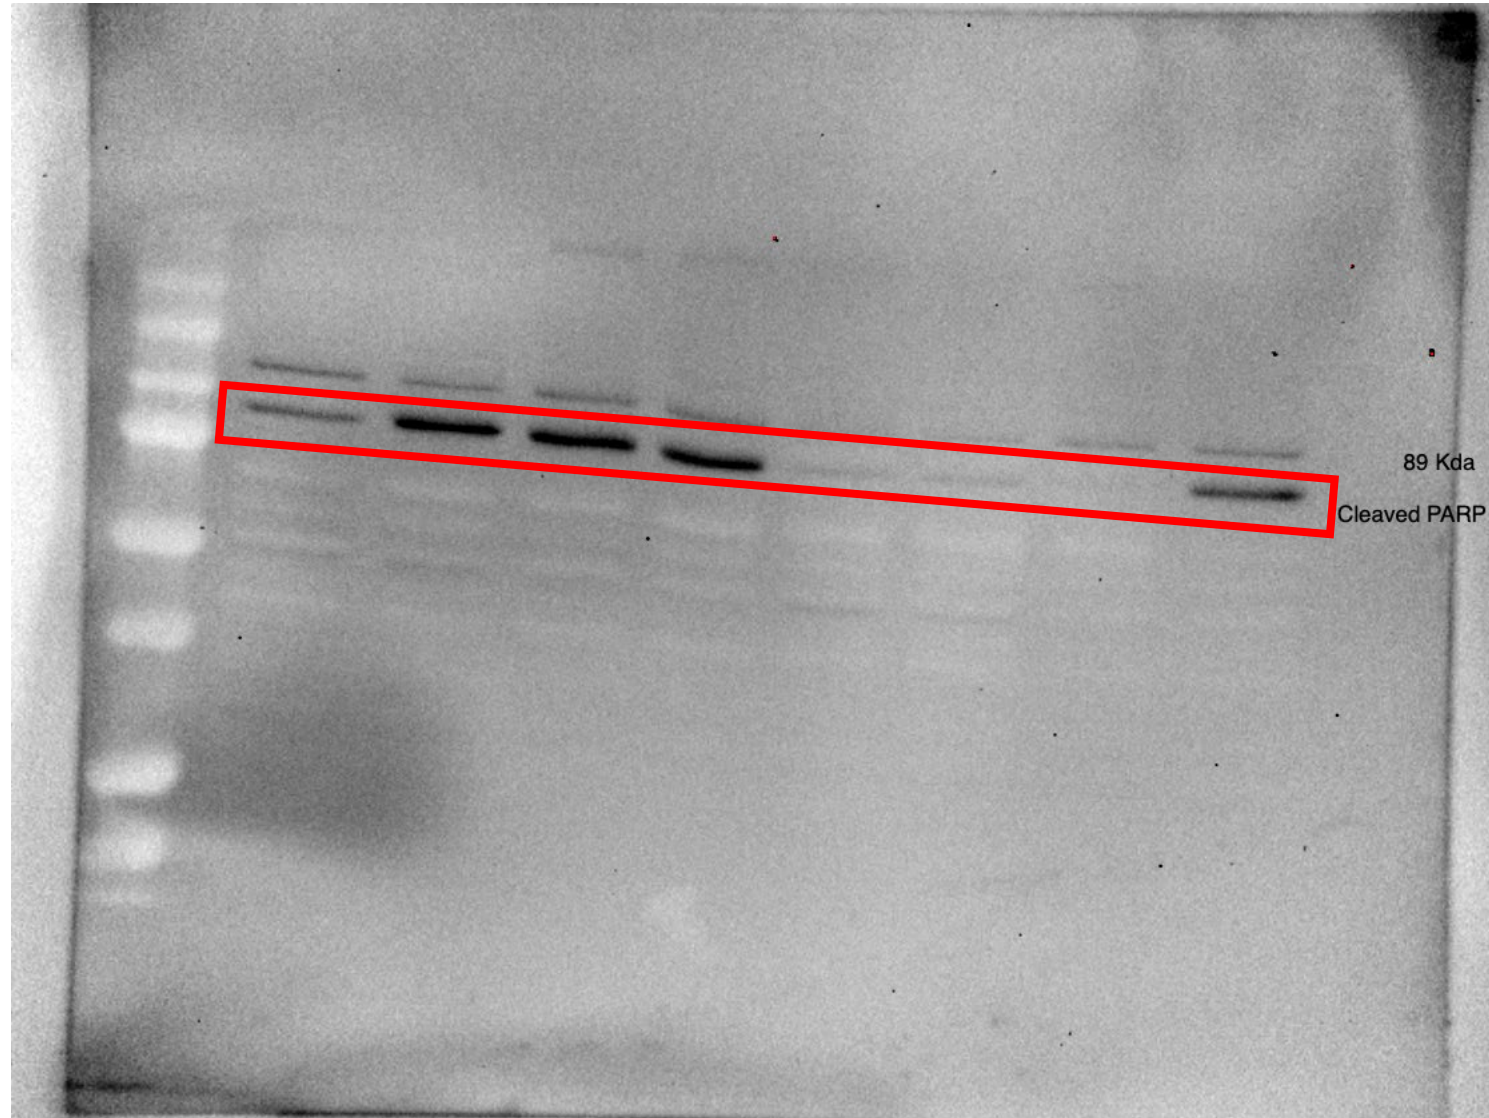

Figure 1B

(Cell Signaling, 9541s, 1:1000)

# Full unedited gel for Figure 1B

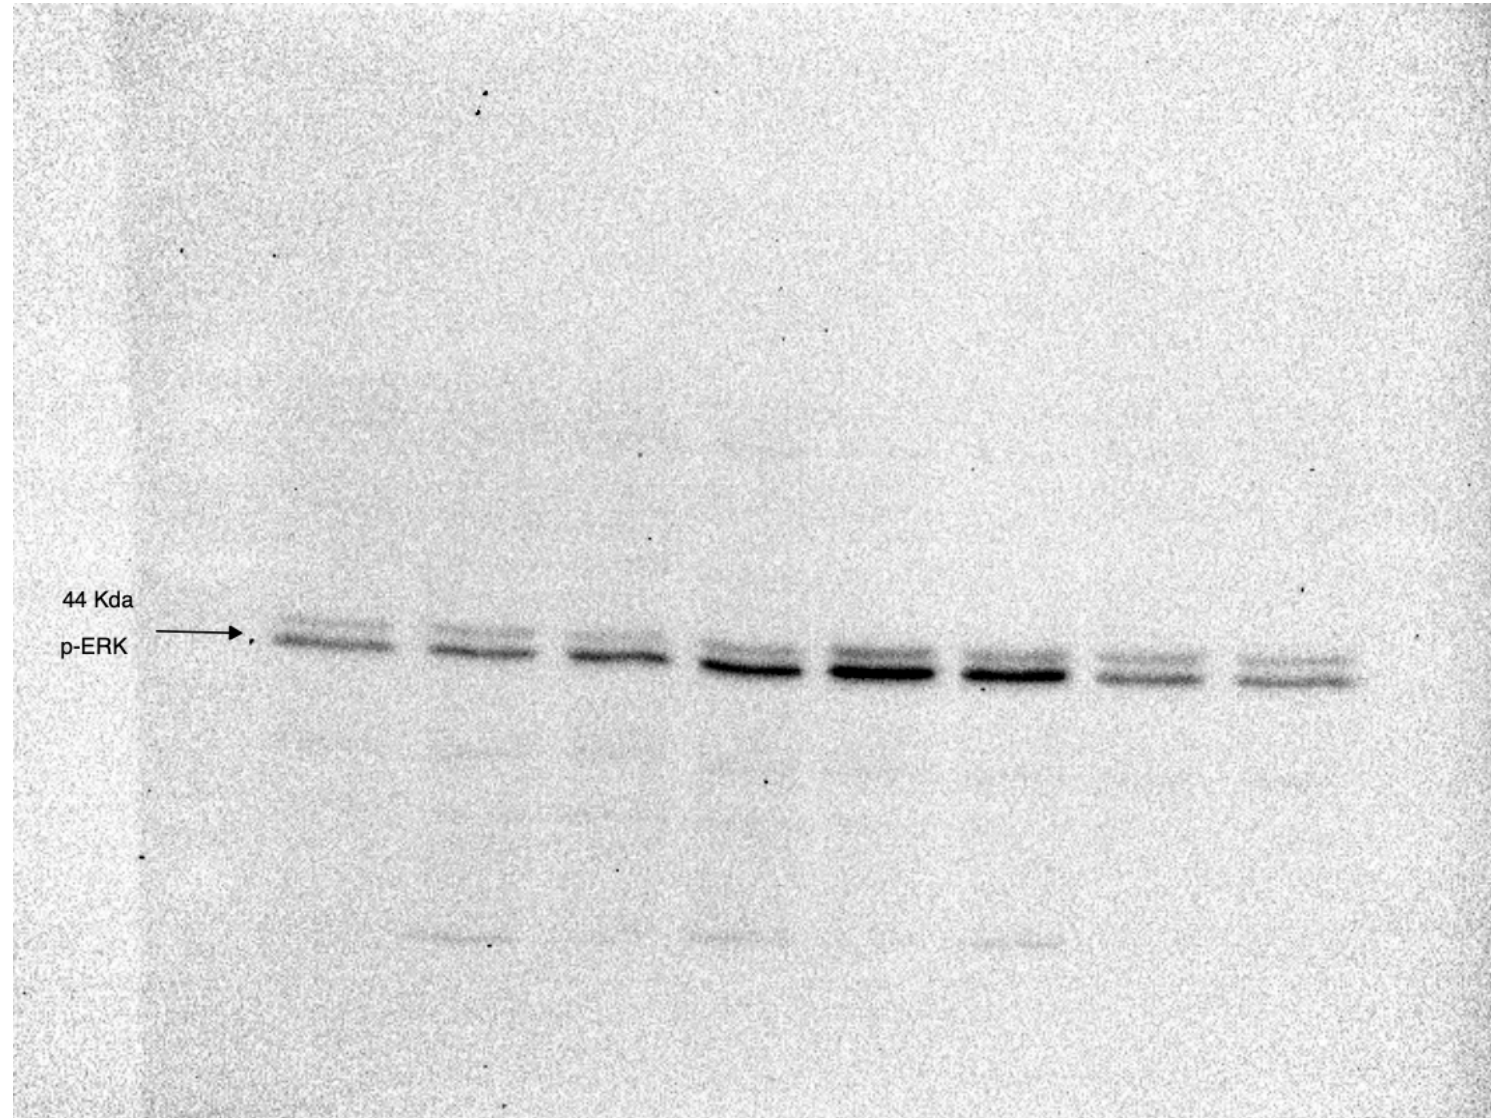

Figure 1B

(Cell Signaling, 9101s, 1:1000)

# Full unedited gel for Figure 1B

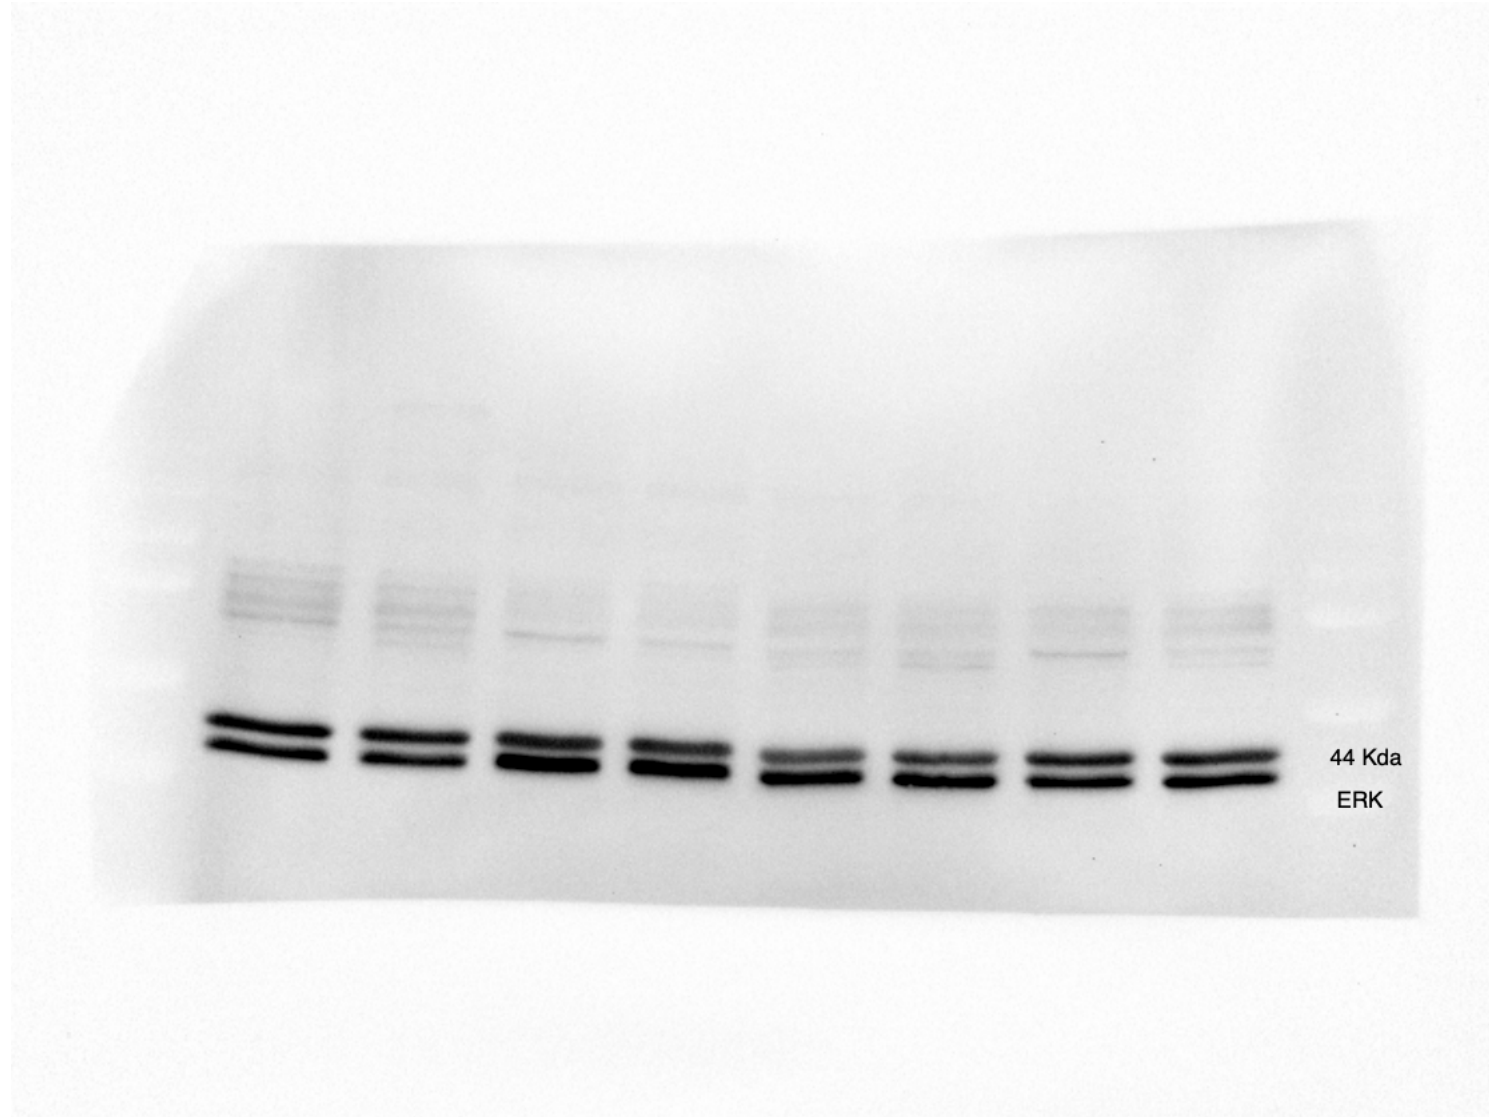

Figure 1B

(Cell Signaling, 9102s, 1:1000)

# Full unedited gel for Figure 1B

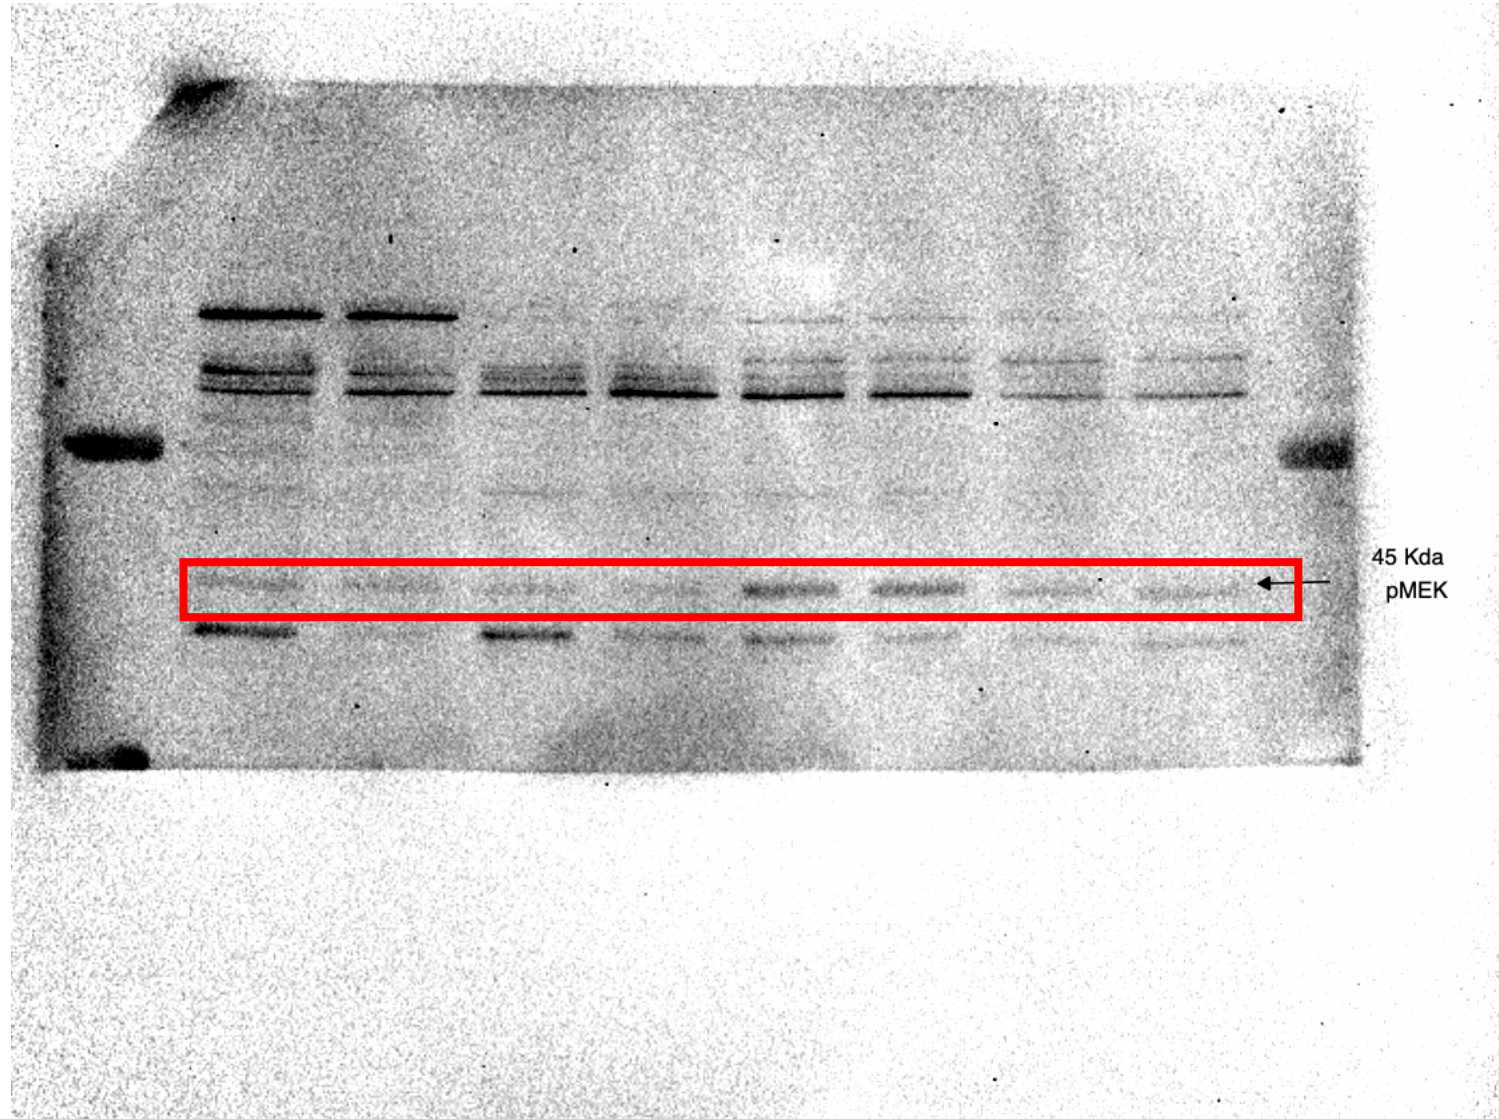

Figure 1B

(Cell Signaling, 9121, 1:1000)

# Full unedited gel for Figure 1B

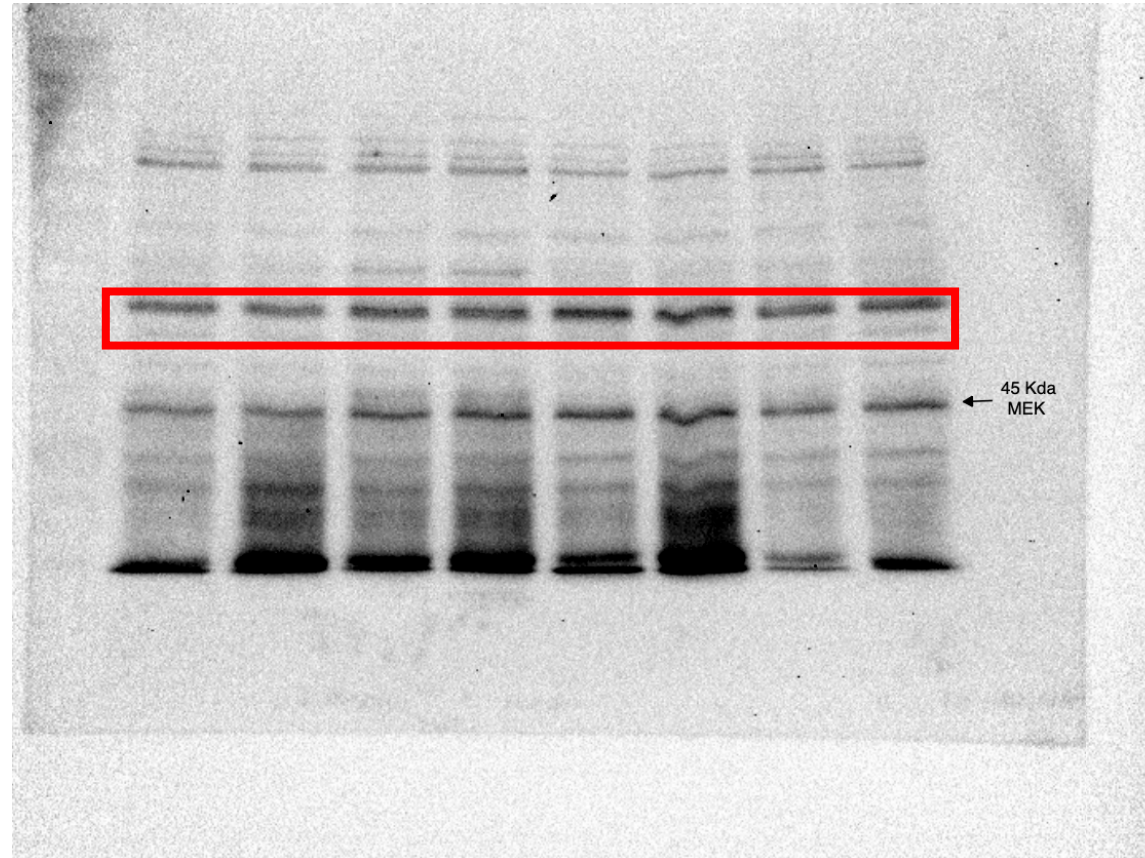

Figure 1B

(Cell Signaling, 9122, 1:1000)

# Full unedited gel for Figure 1B

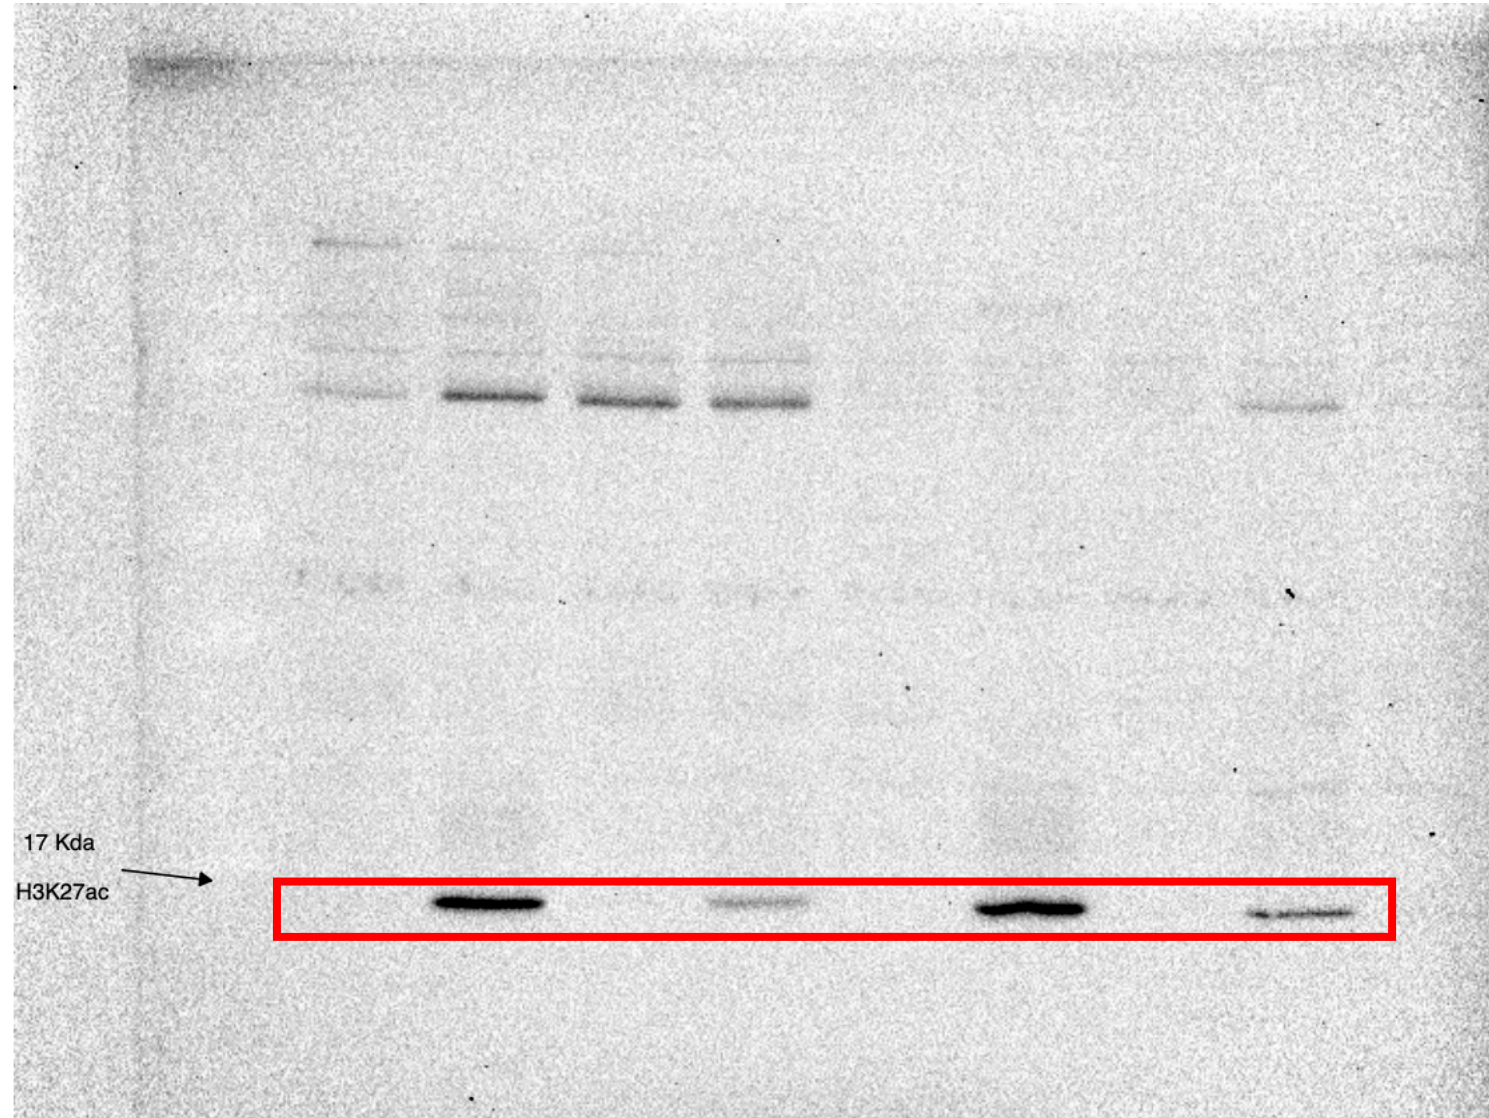

Main Figure 1B

(Abcam, ab4729, 1:1000)

# Full unedited gel for Figure 1B

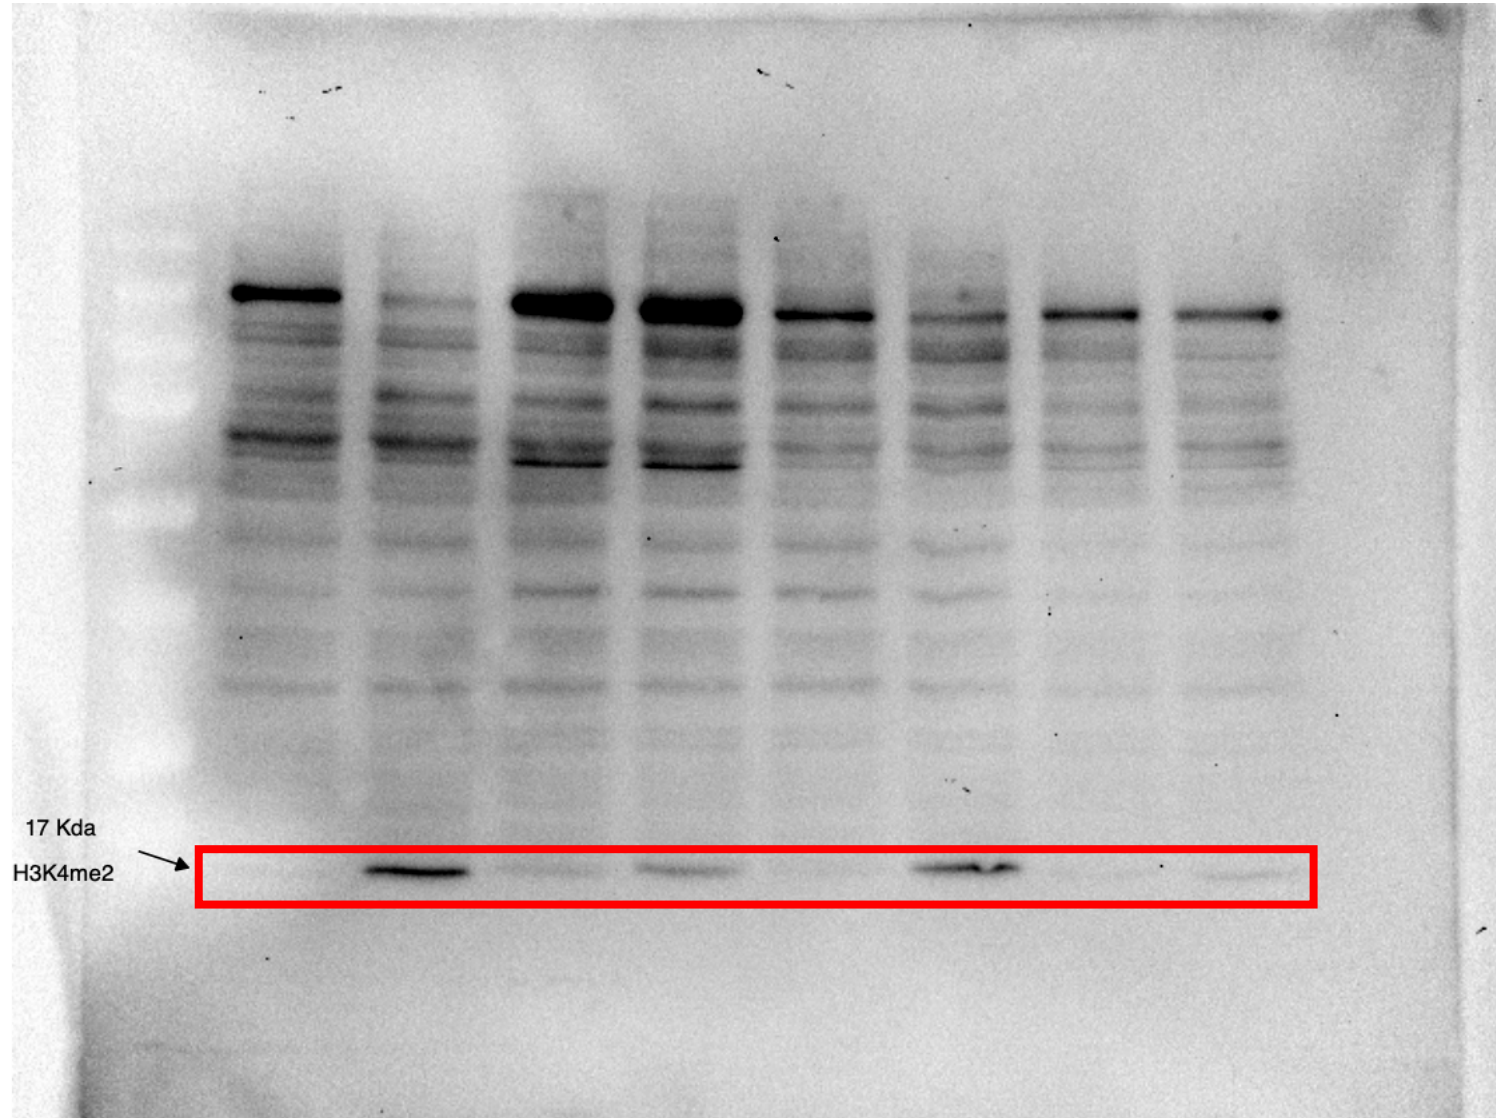

Figure 1B

(Abcam, ab32356, 1:5000)

# Full unedited gel for Figure 1B

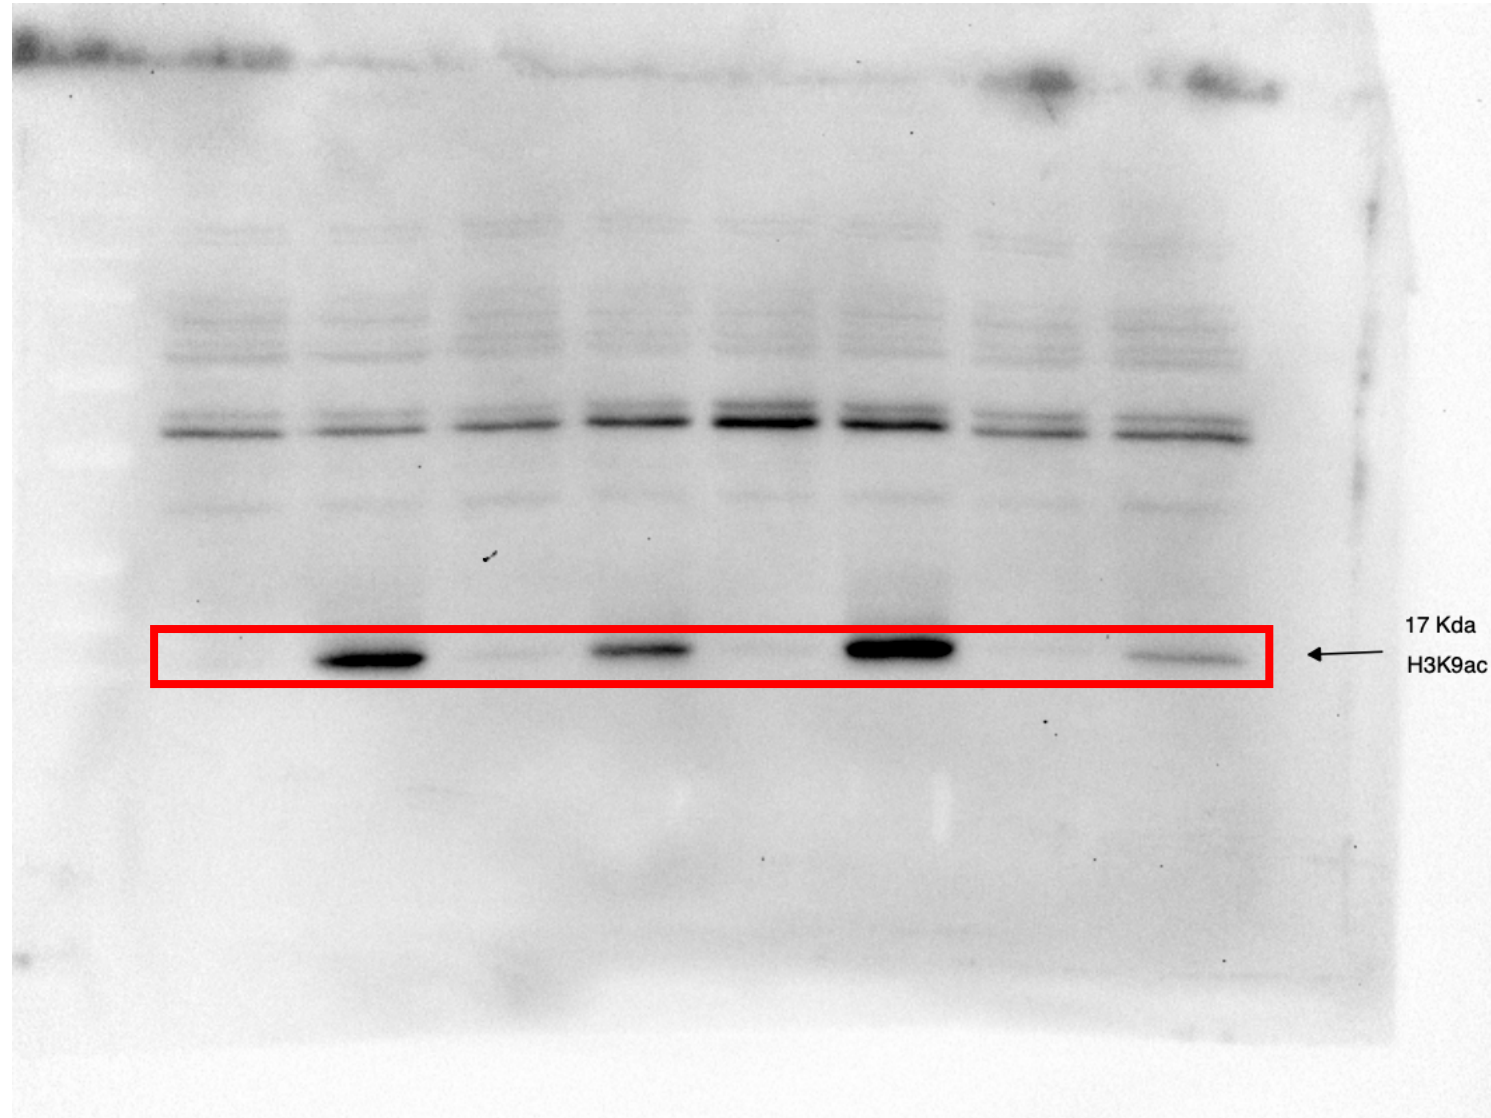

Figure 1B

(Abcam, ab32129, 1:1000)

# Full unedited gel for Figure 1B

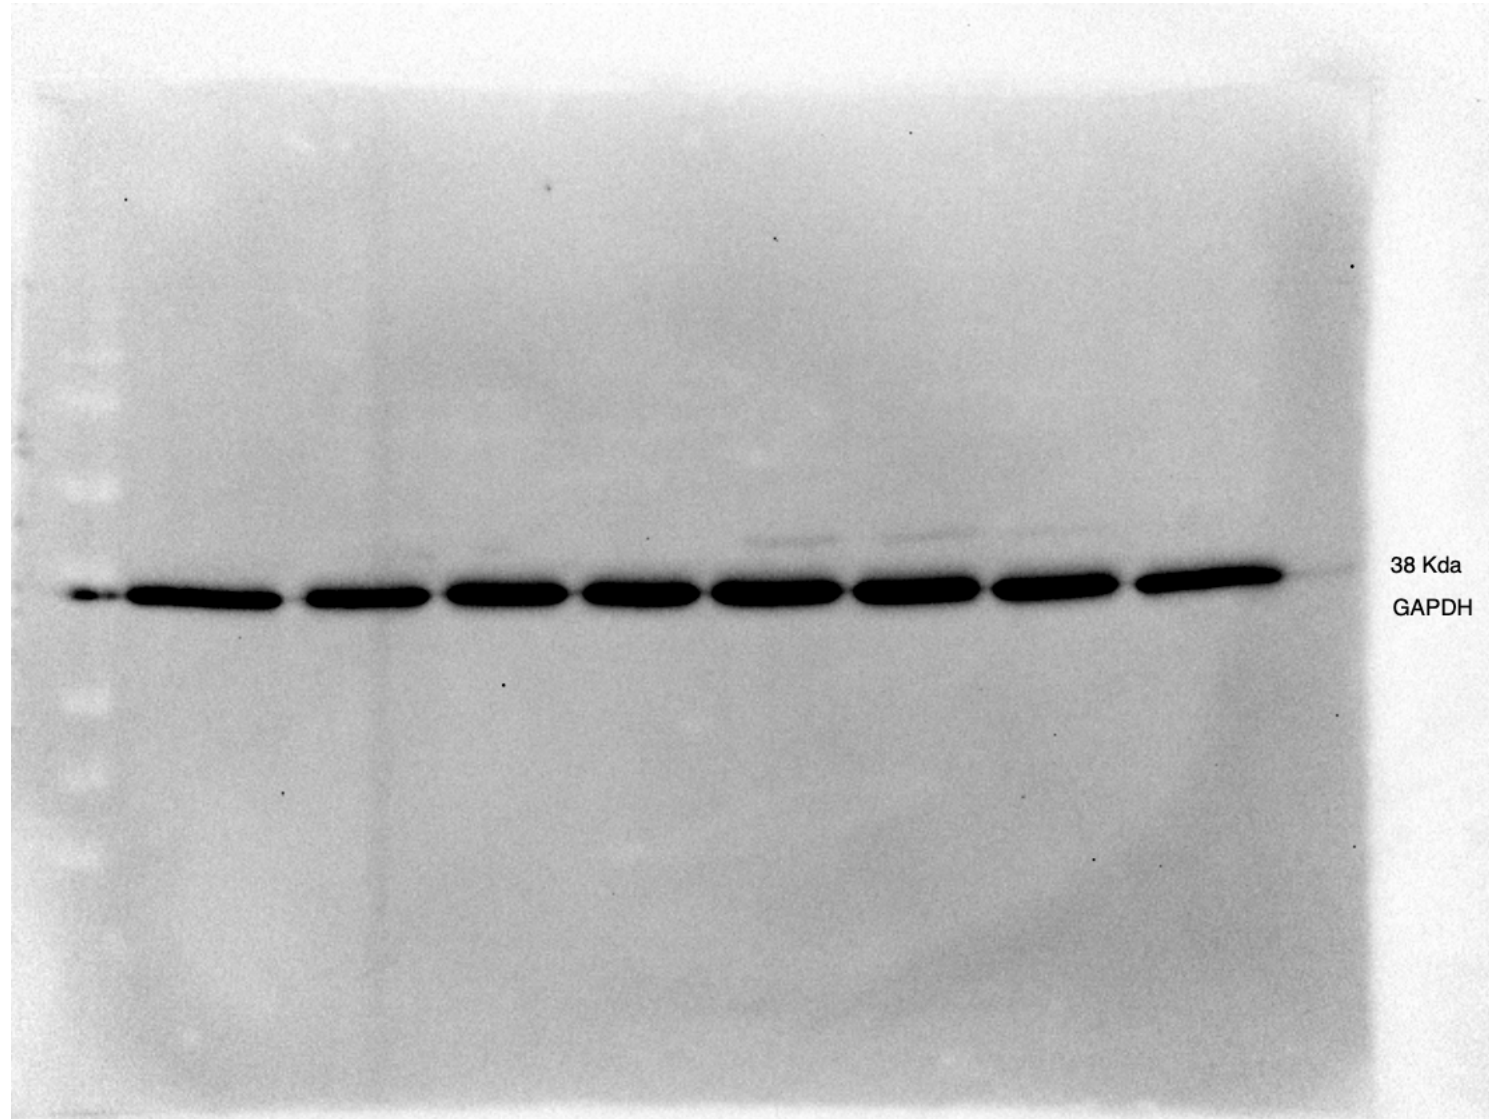

Figure 1B

(Cell Signaling, 2118L, 1:2000)

# Full unedited gel for Figure 9A

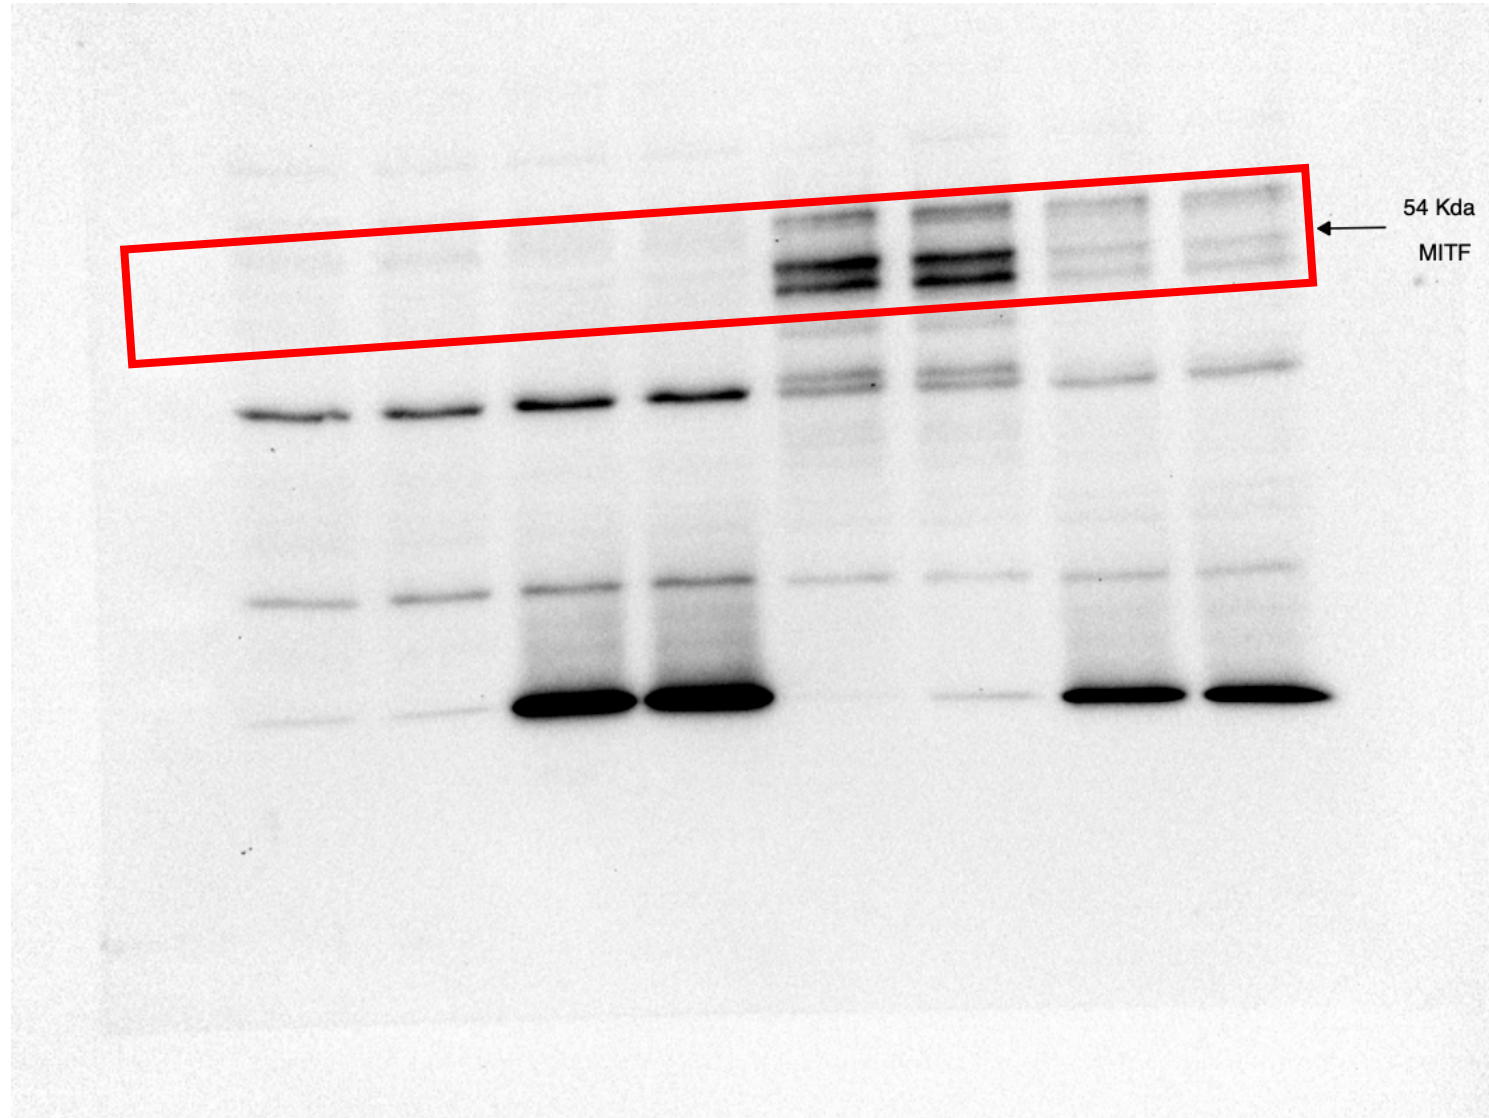

Figure 9A

(MITF, Cell  
Signaling, 12590s,  
1:1000)

# Full unedited gel for Figure 9A

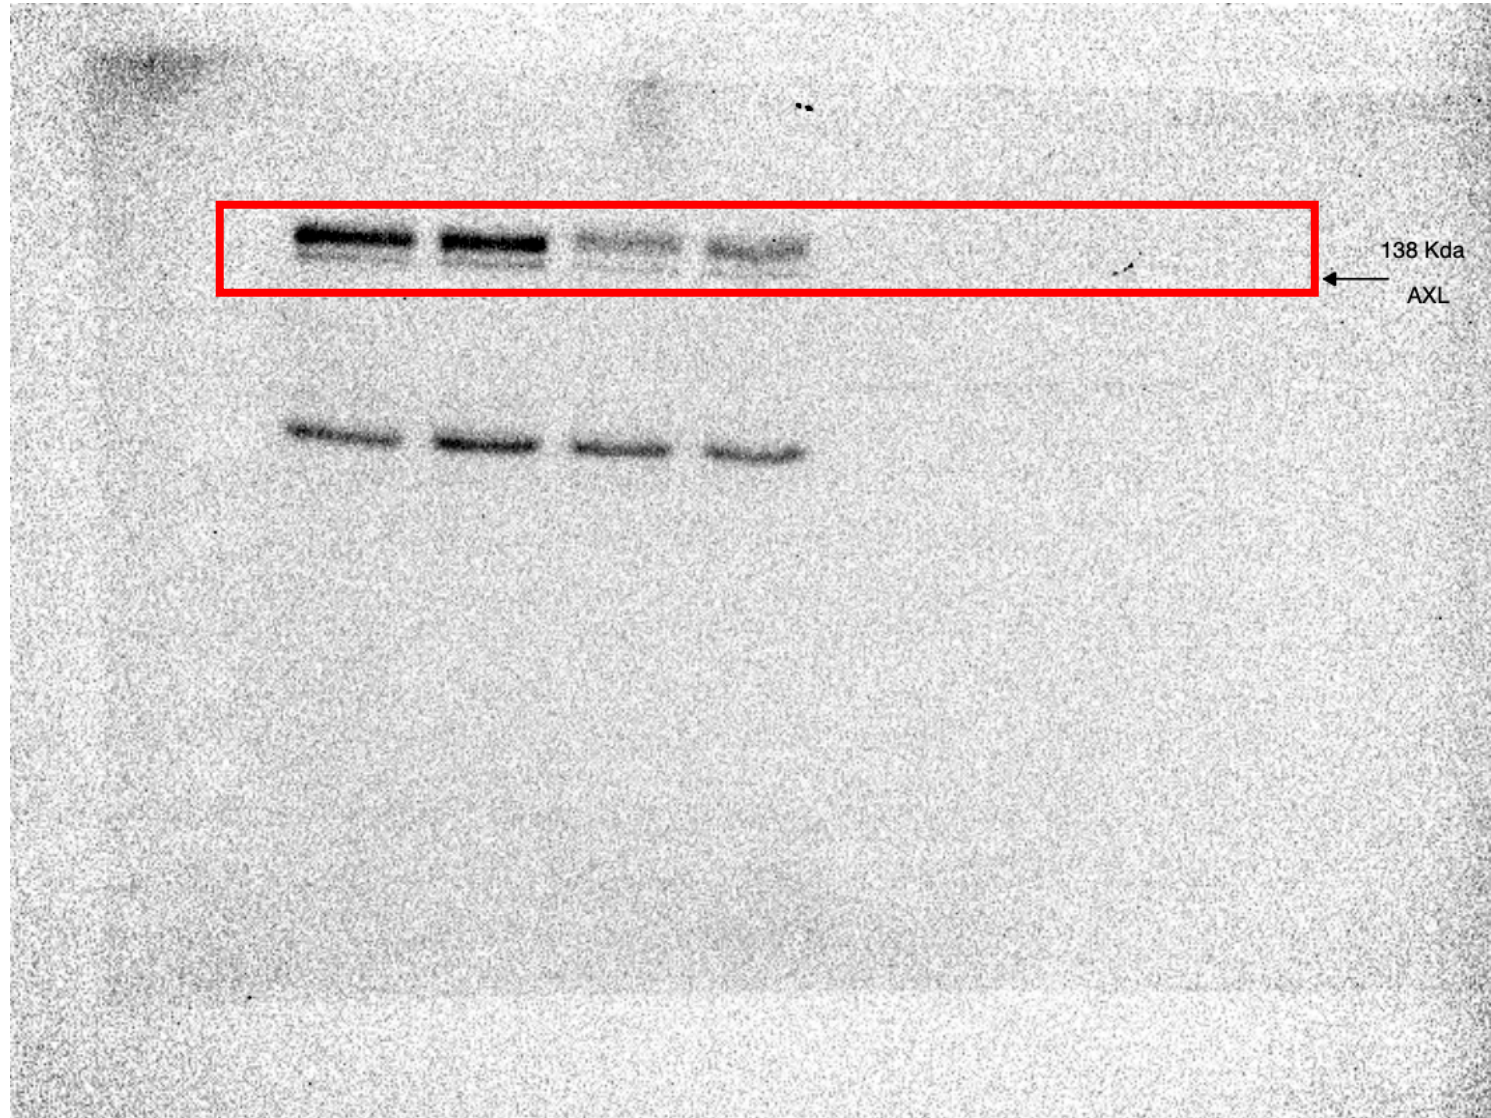

Figure 9A

(AXL, Cell  
Signaling, 8661s,  
1:1000)

# Full unedited gel for Figure 9A

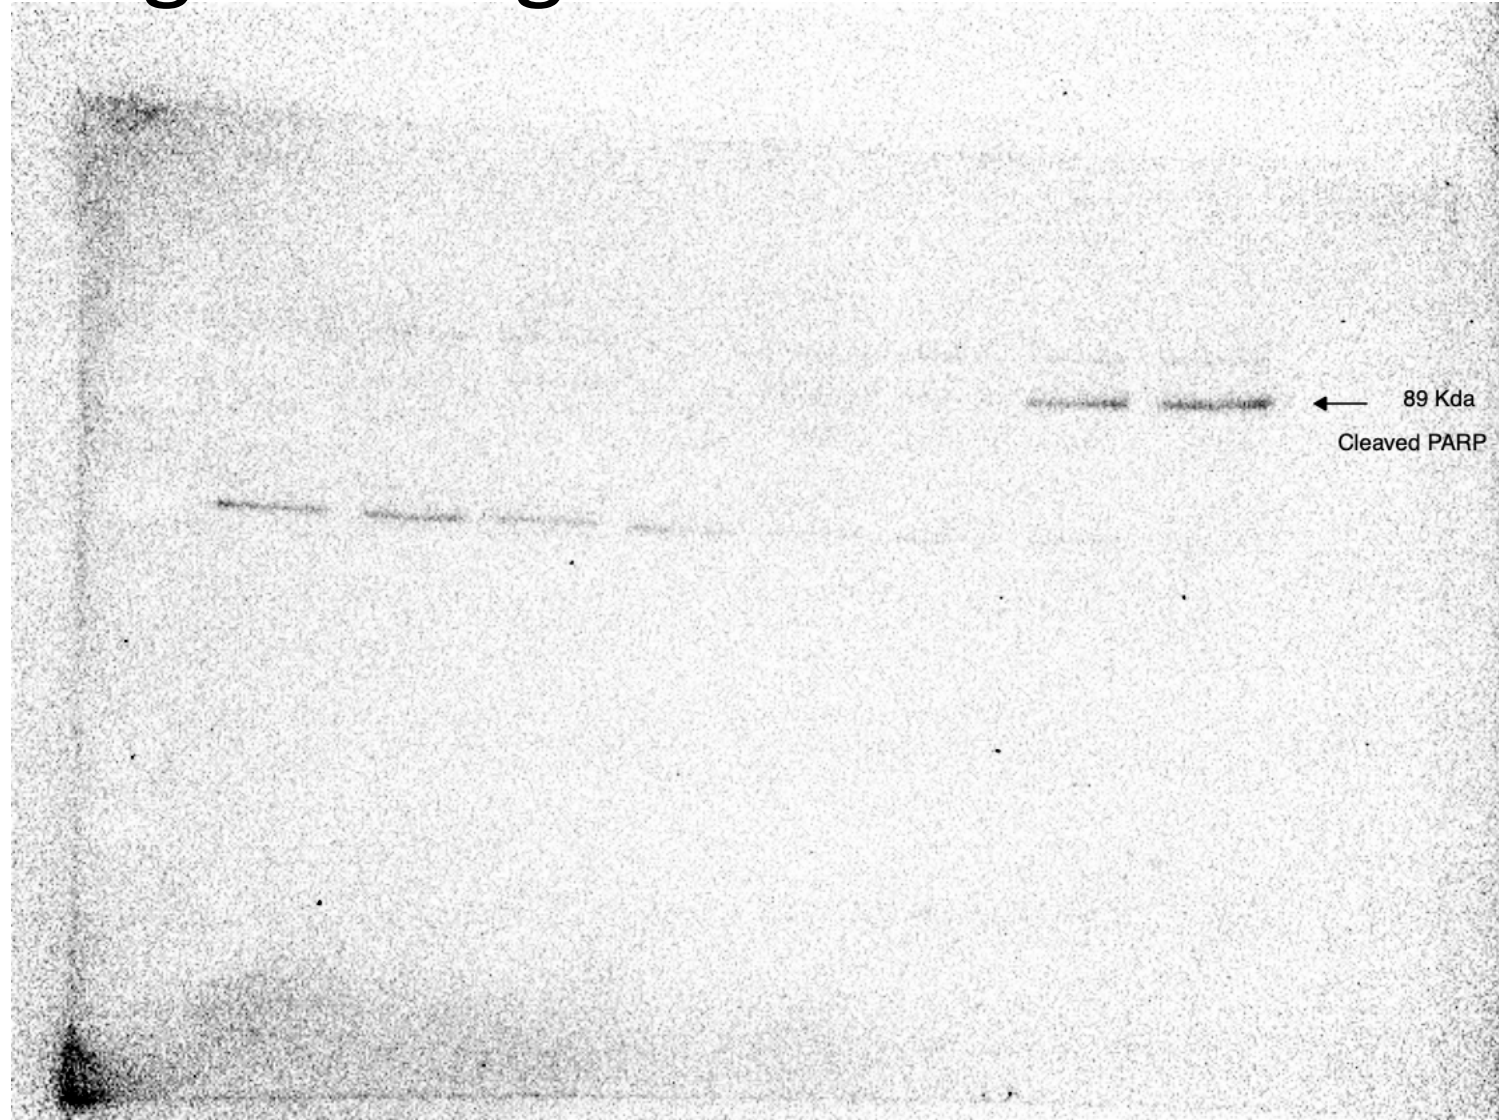

Figure 9A

(Cleaved PARP,  
Cell Signaling,  
9541s, 1:1000)

# Full unedited gel for Figure 9A

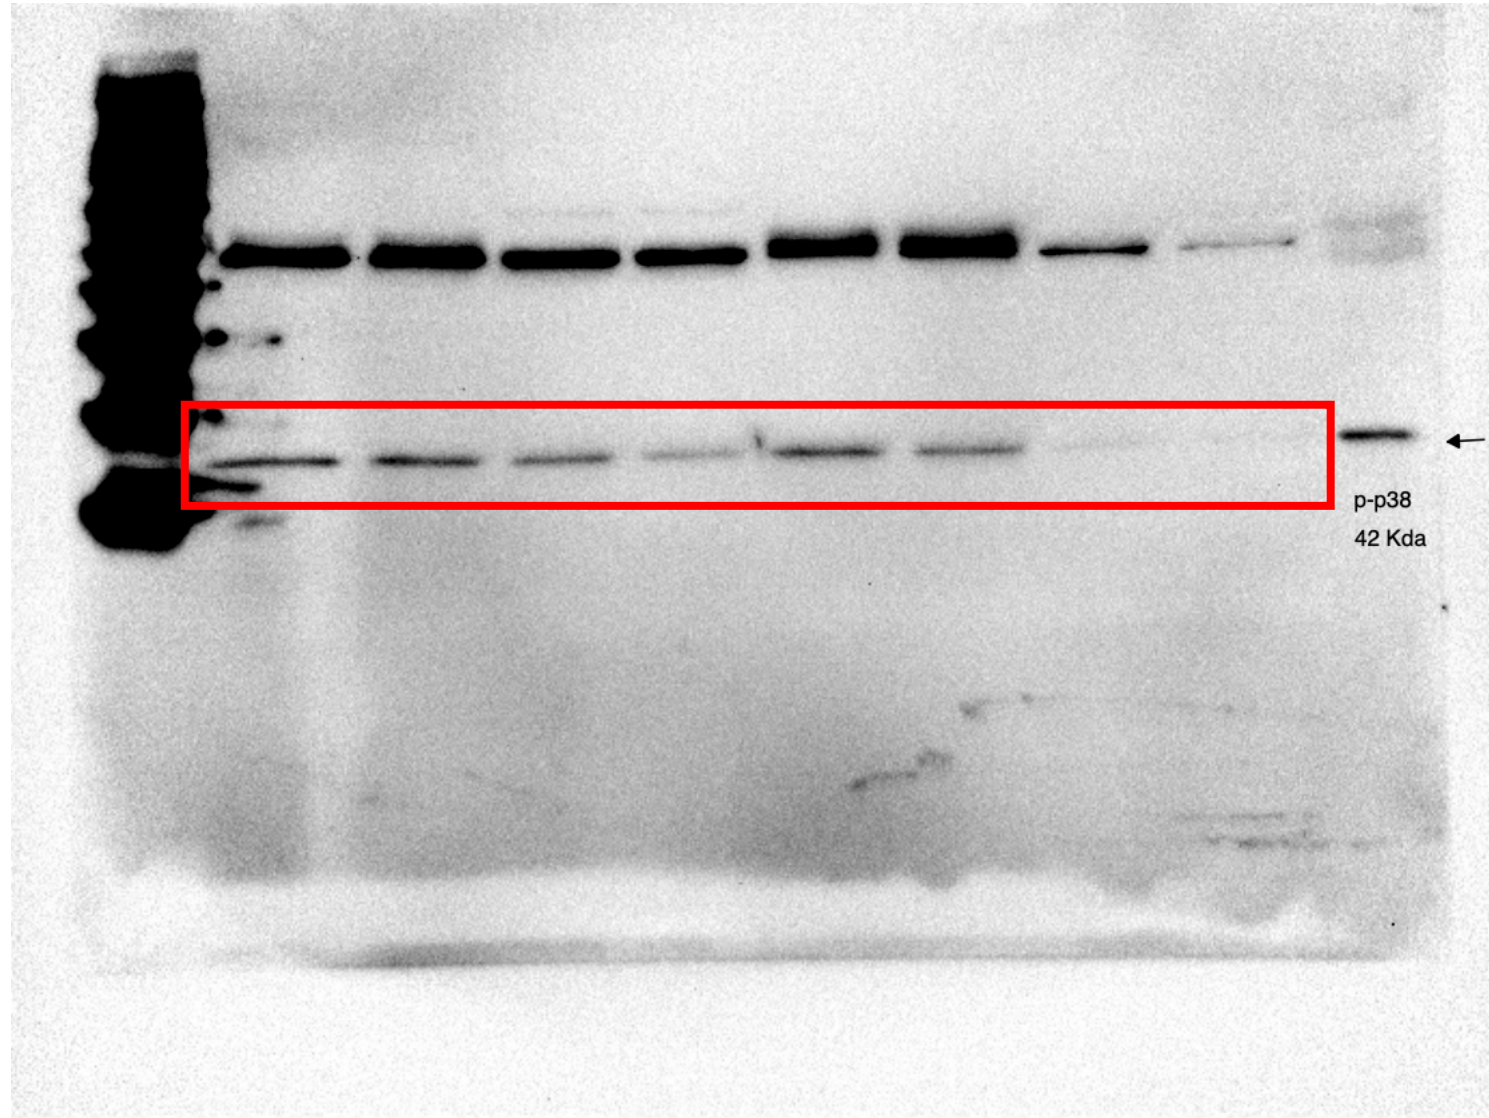

(p-p38, Cell  
Signaling, 4631s,  
1:1000 )

Figure 9A

# Full unedited gel for Figure 9A

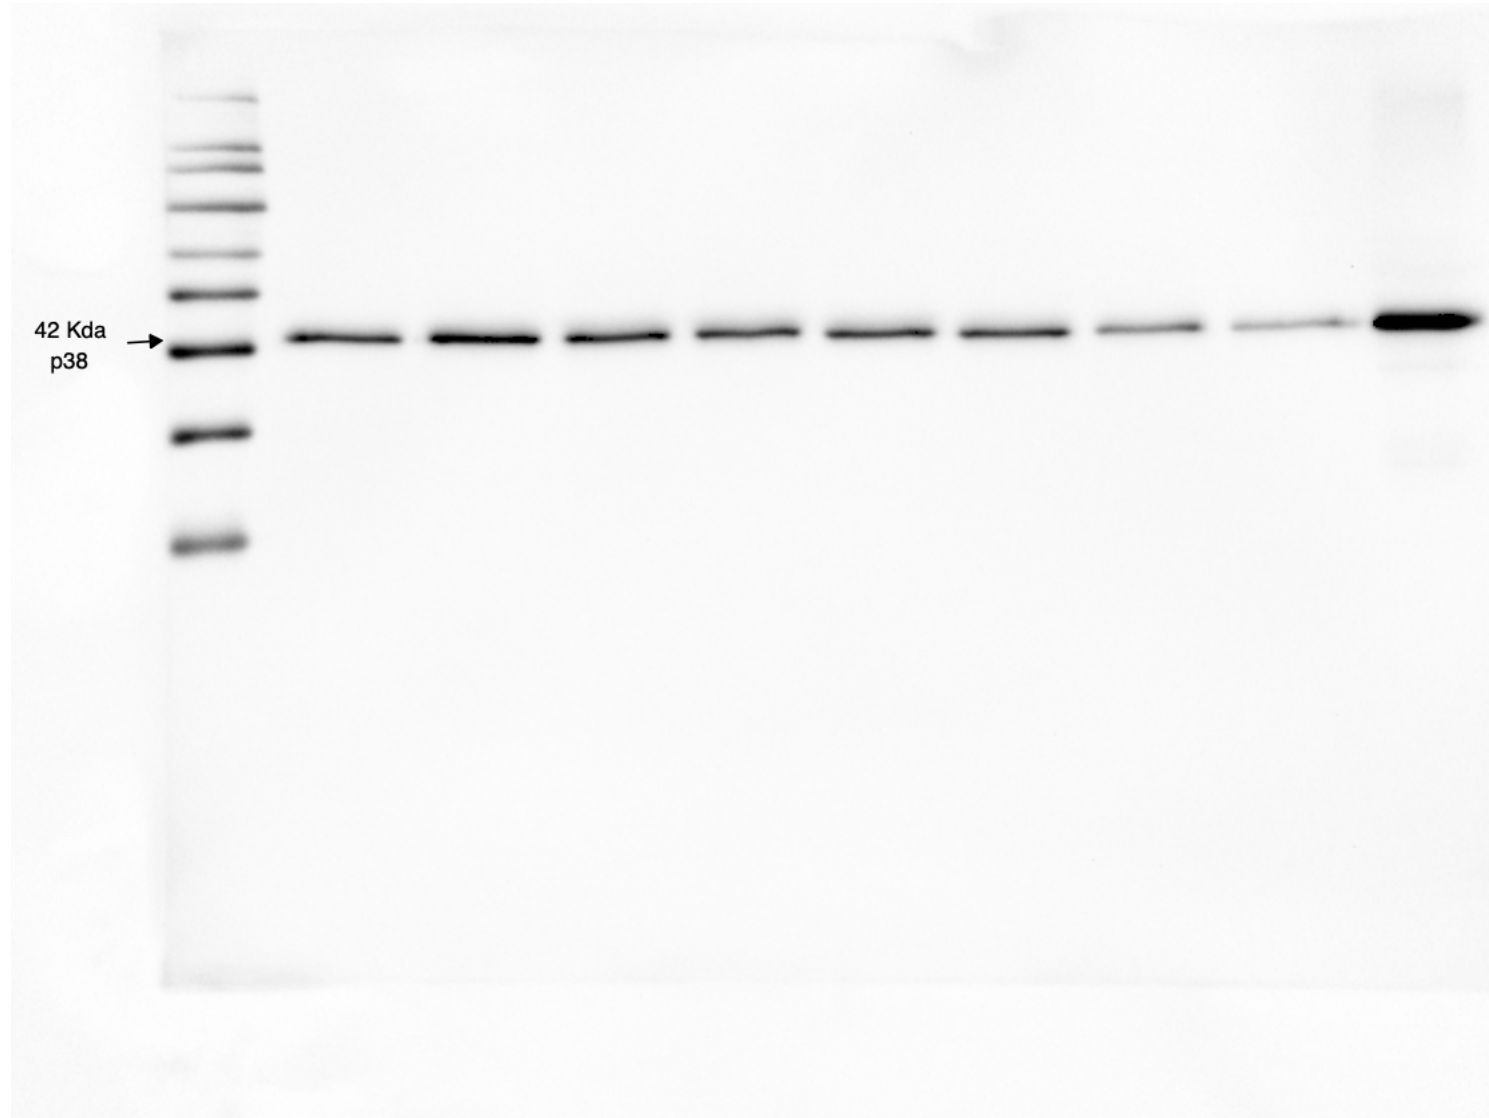

Figure 9A

(p38, Cell  
Signaling, 9212s,  
1:1000 )

# Full unedited gel for Figure 9A

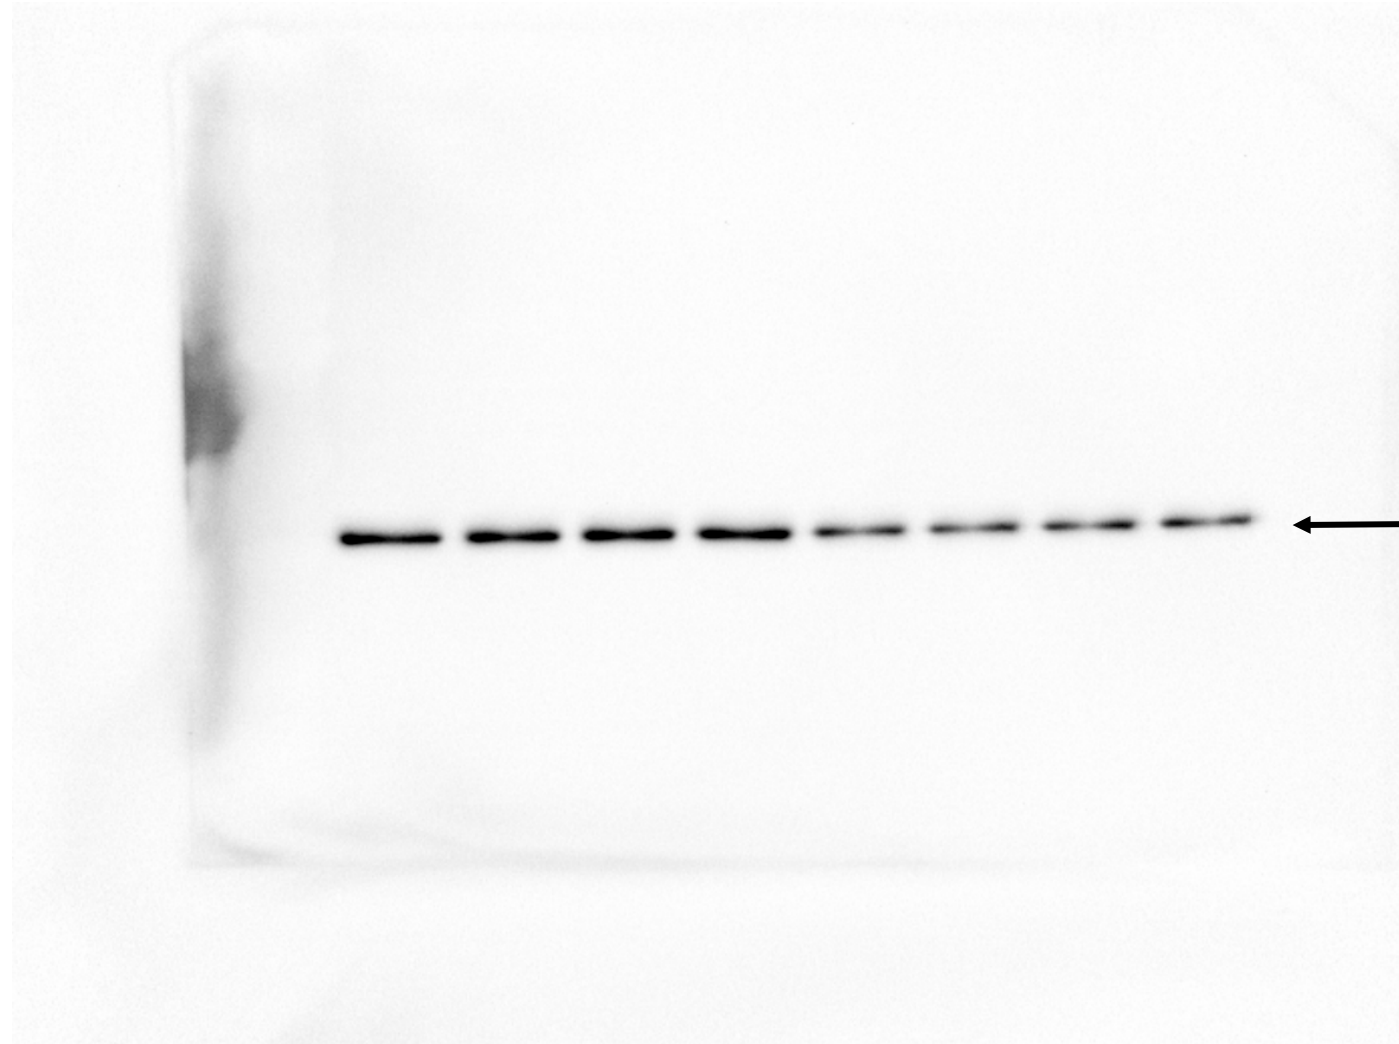

← p-c-JUN  
40 kDa  
(Cell Signaling, 9261s, 1:1000)

Figure 9A

# Full unedited gel for Figure 9A

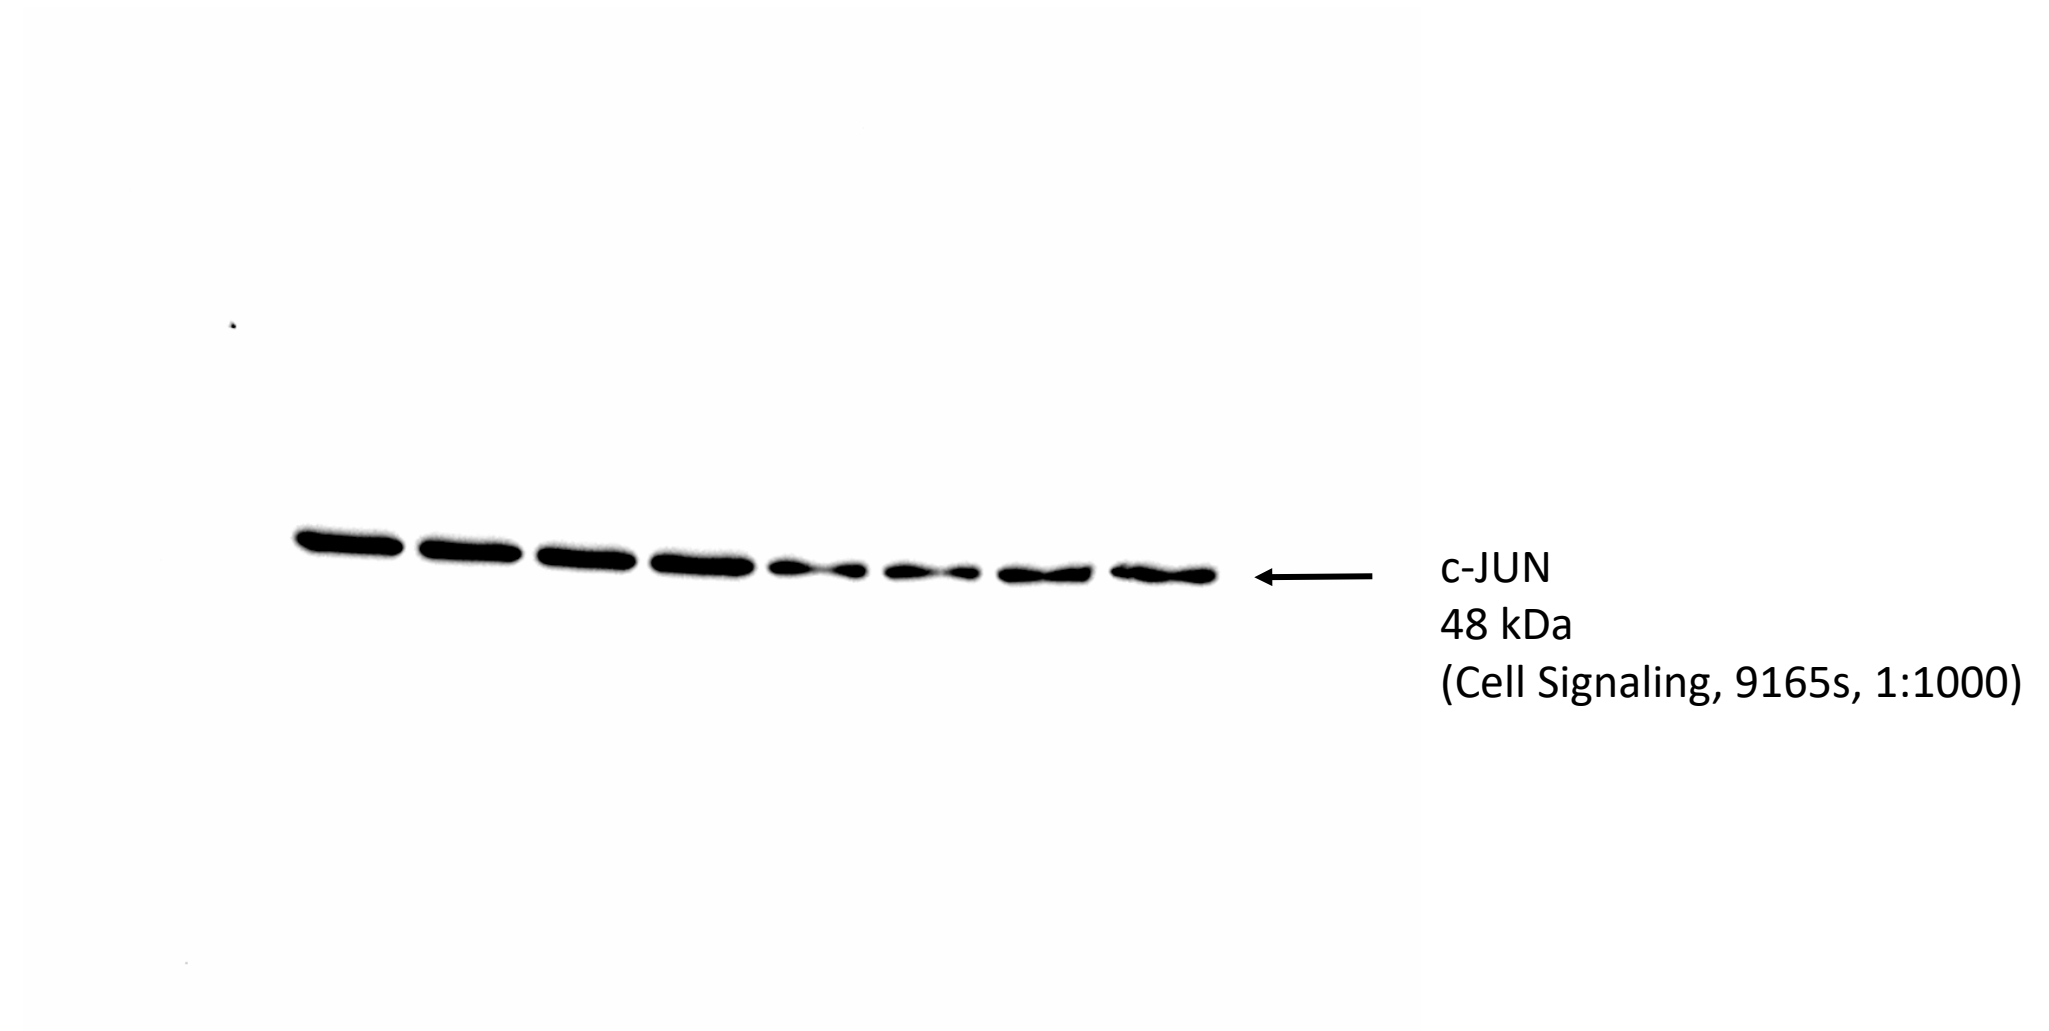

Figure 9A

# Full unedited gel for Figure 9A

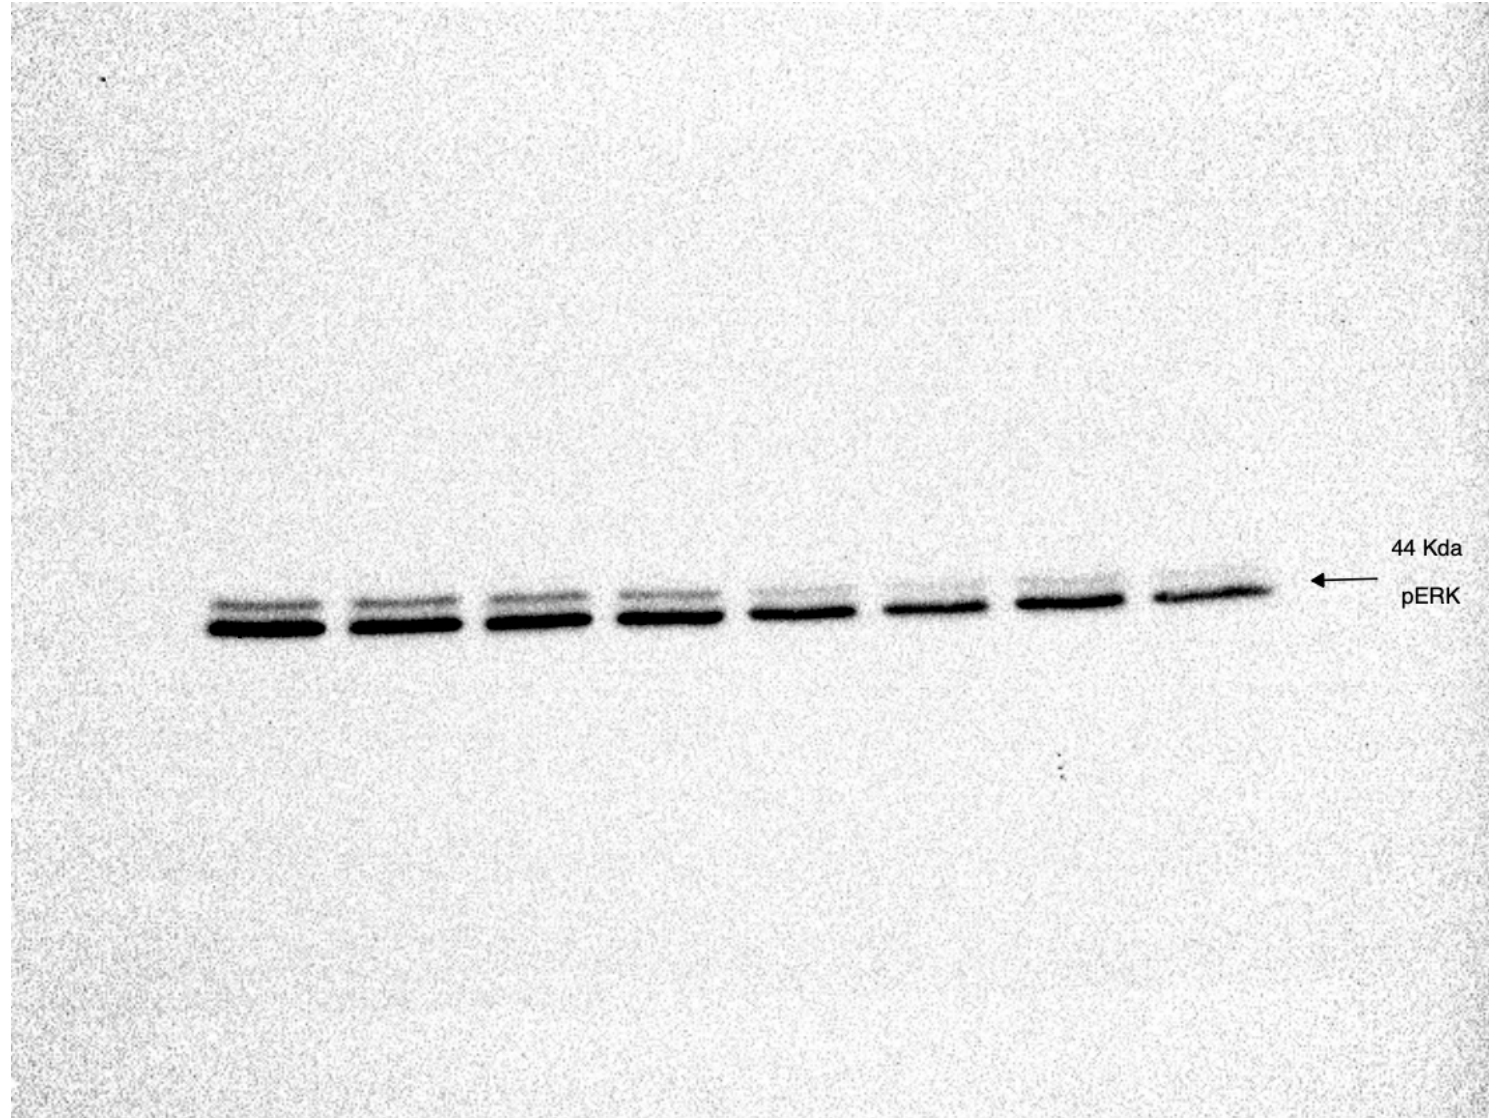

(p-ERK, Cell  
Signaling, 9101s,  
1:1000 )

Figure 9A

# Full unedited gel for Figure 9A

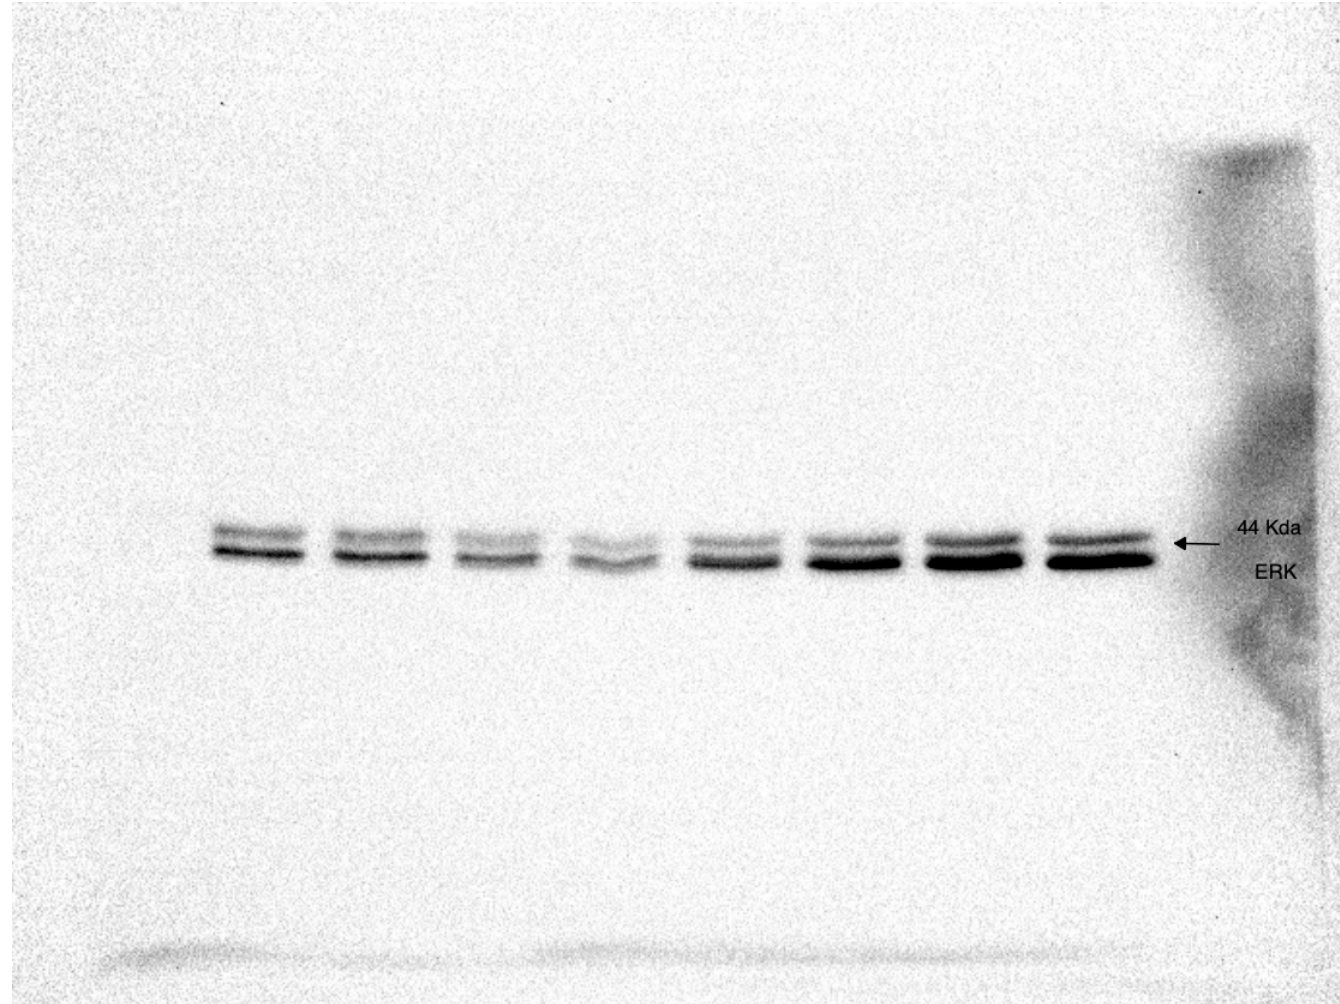

Figure 9A

(ERK ½, Cell  
Signaling, 9102s,  
1:1000)

# Full unedited gel for Figure 9A

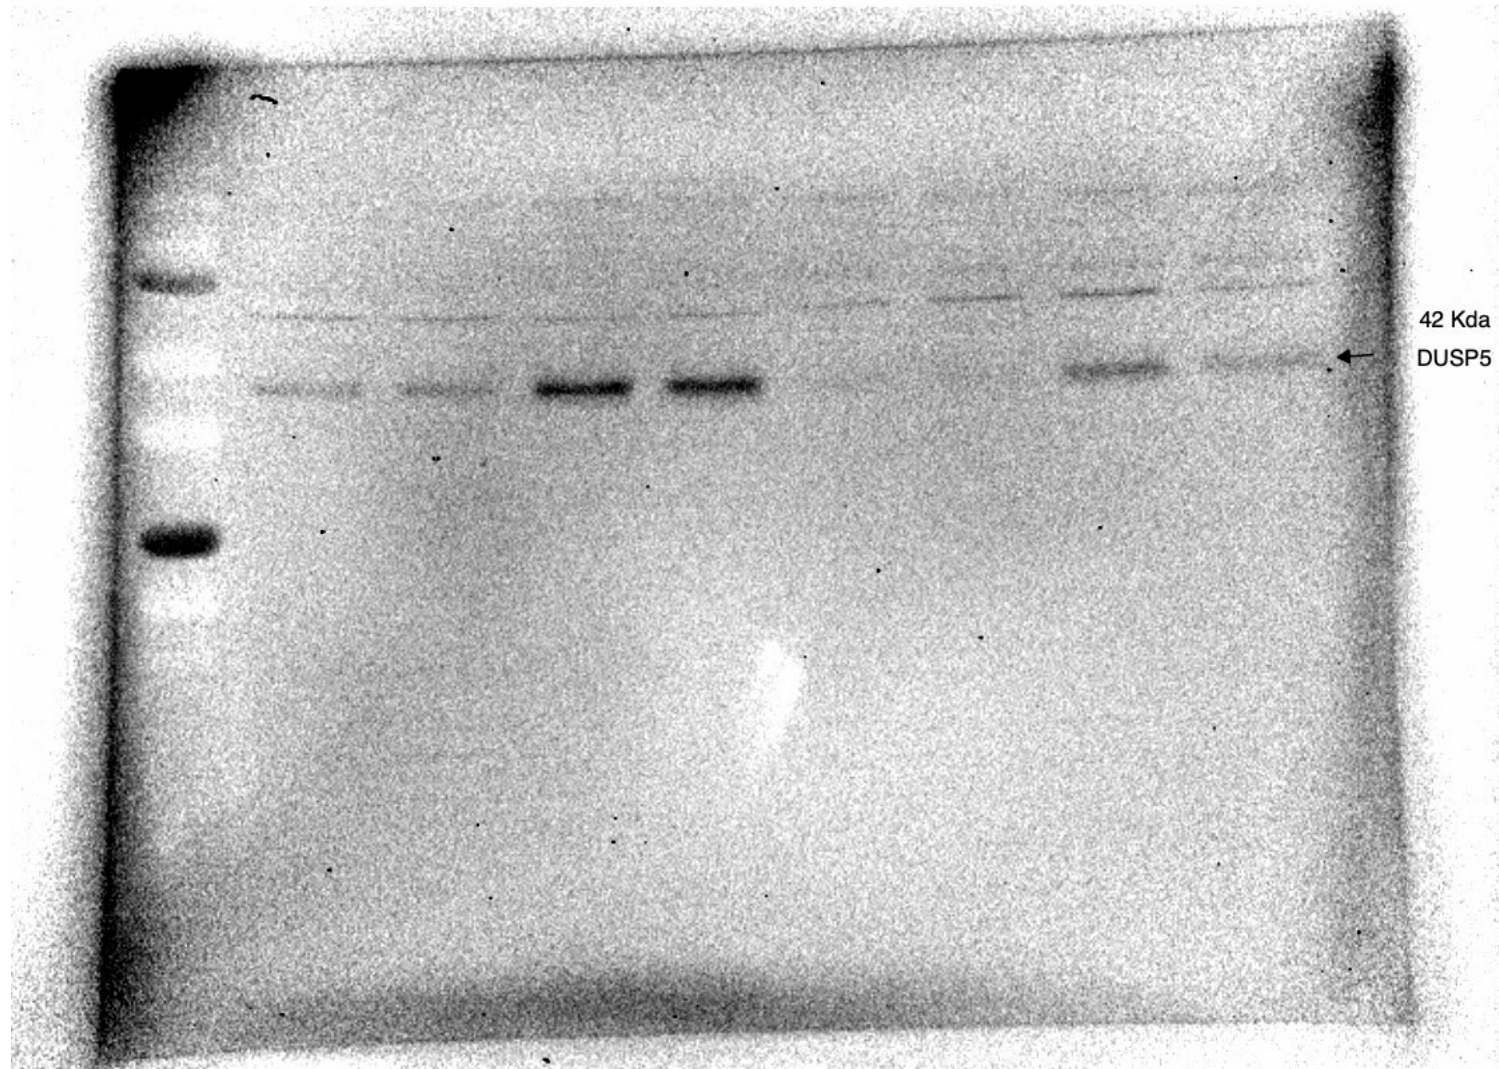

(DUSP5, Abcam,  
ab200708, 1:1000)

Figure 9A

# Full unedited gel for Figure 9A

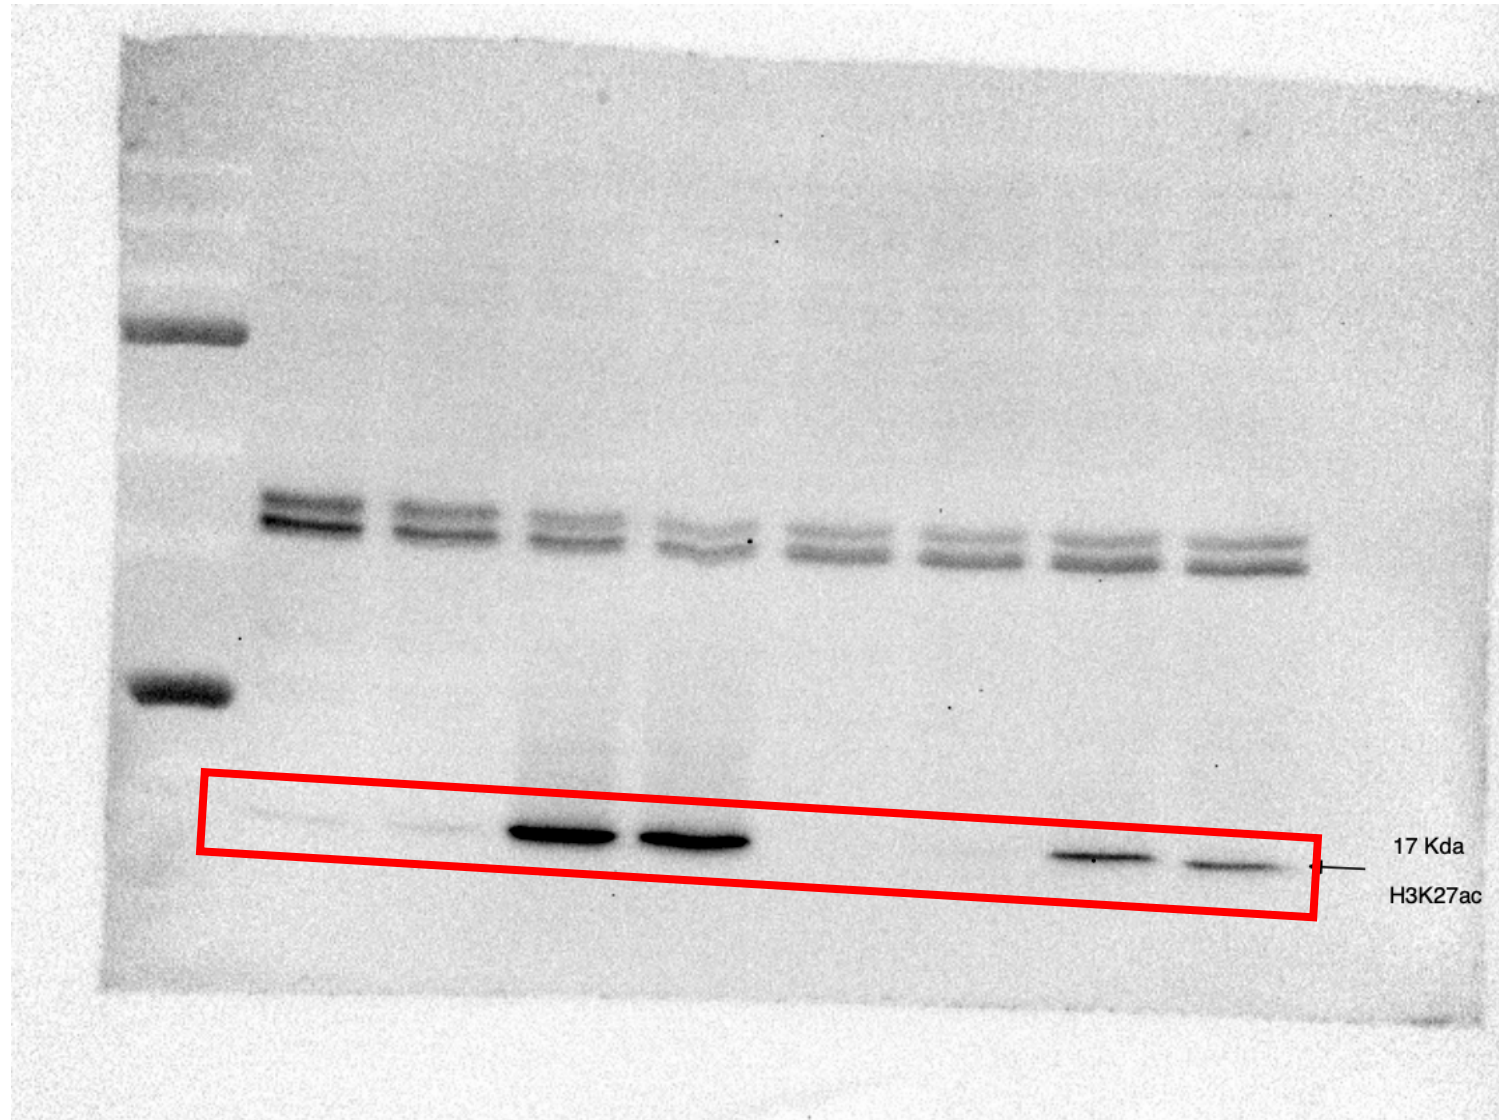

Figure 9A

(H3K27ac, Abcam, ab4729, 1:1000 )

# Full unedited gel for Figure 9A

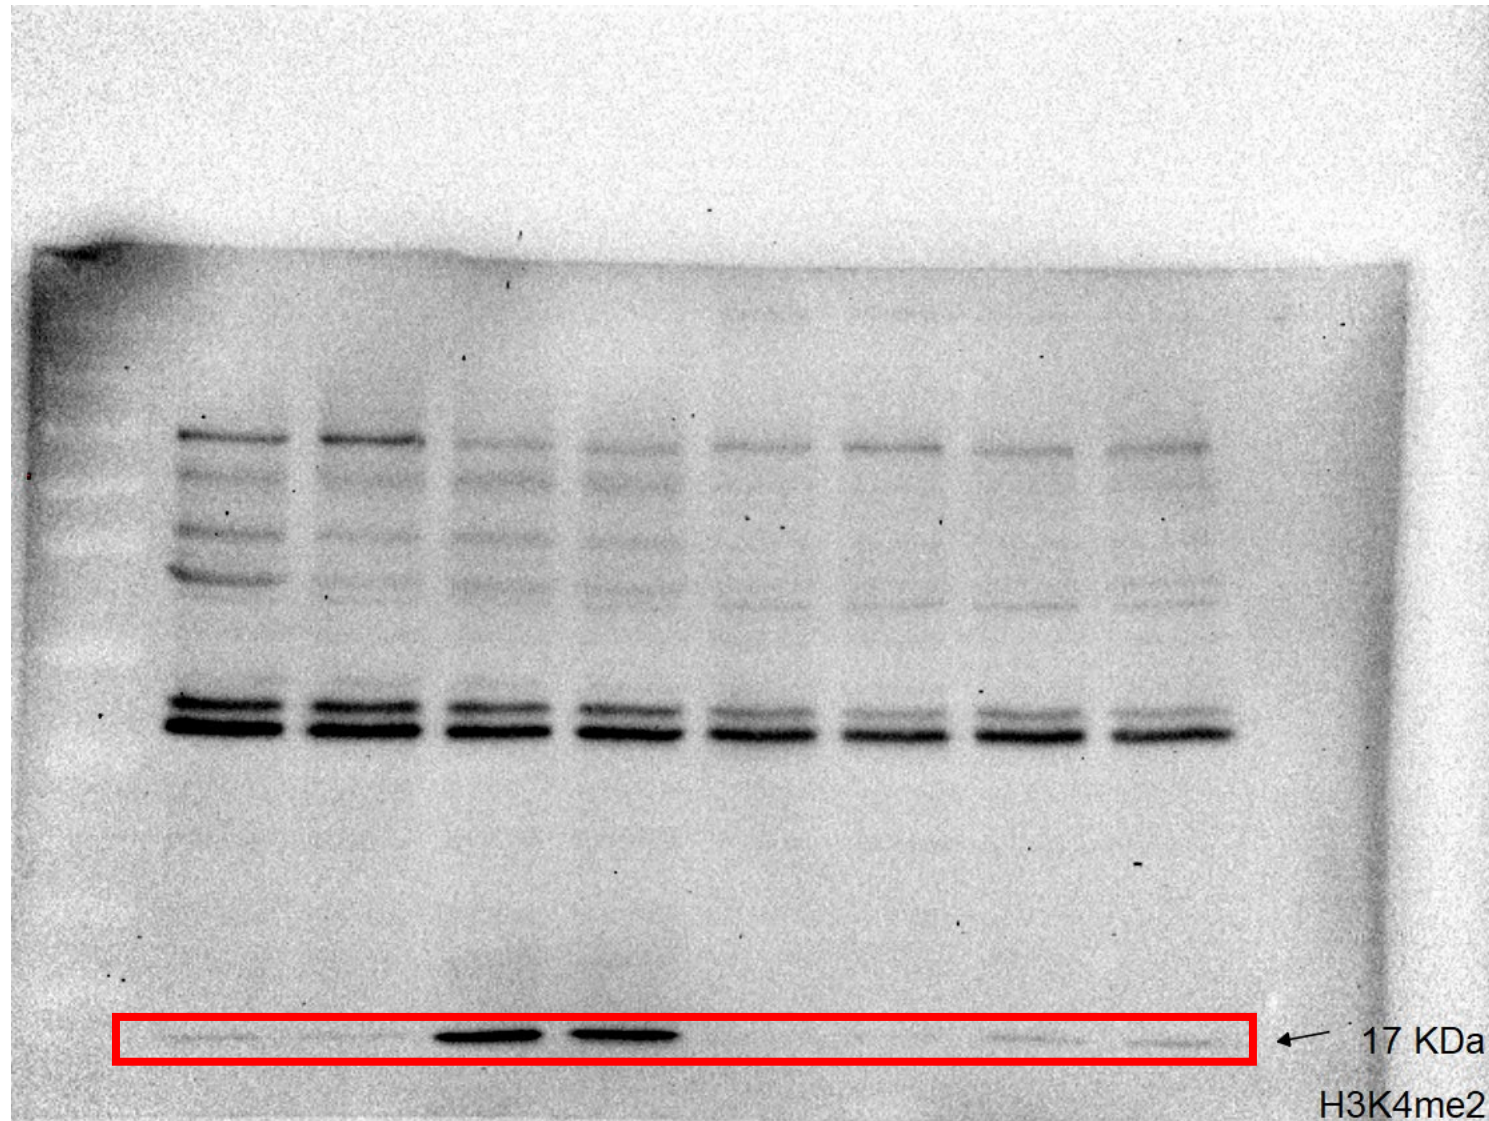

Figure 9A

(H3K4me2, Cell  
Signaling,  
2118L, 1:2000)

# Full unedited gel for Figure 9A

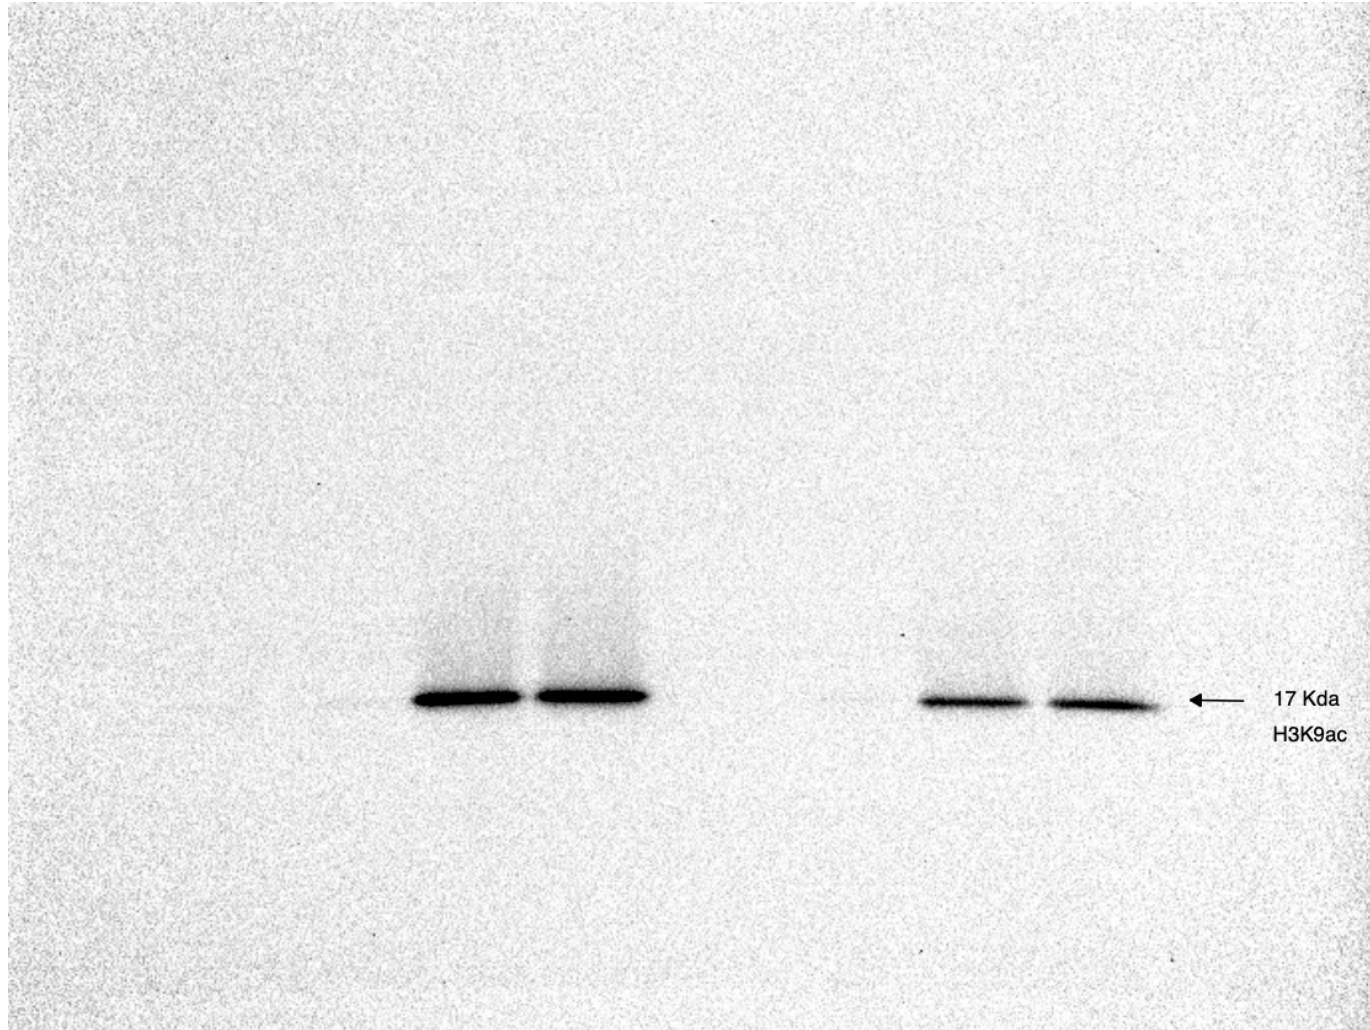

(H3K9ac, Abcam,  
ab32129, 1:1000)

Figure 9A

# Full unedited gel for Figure 9A

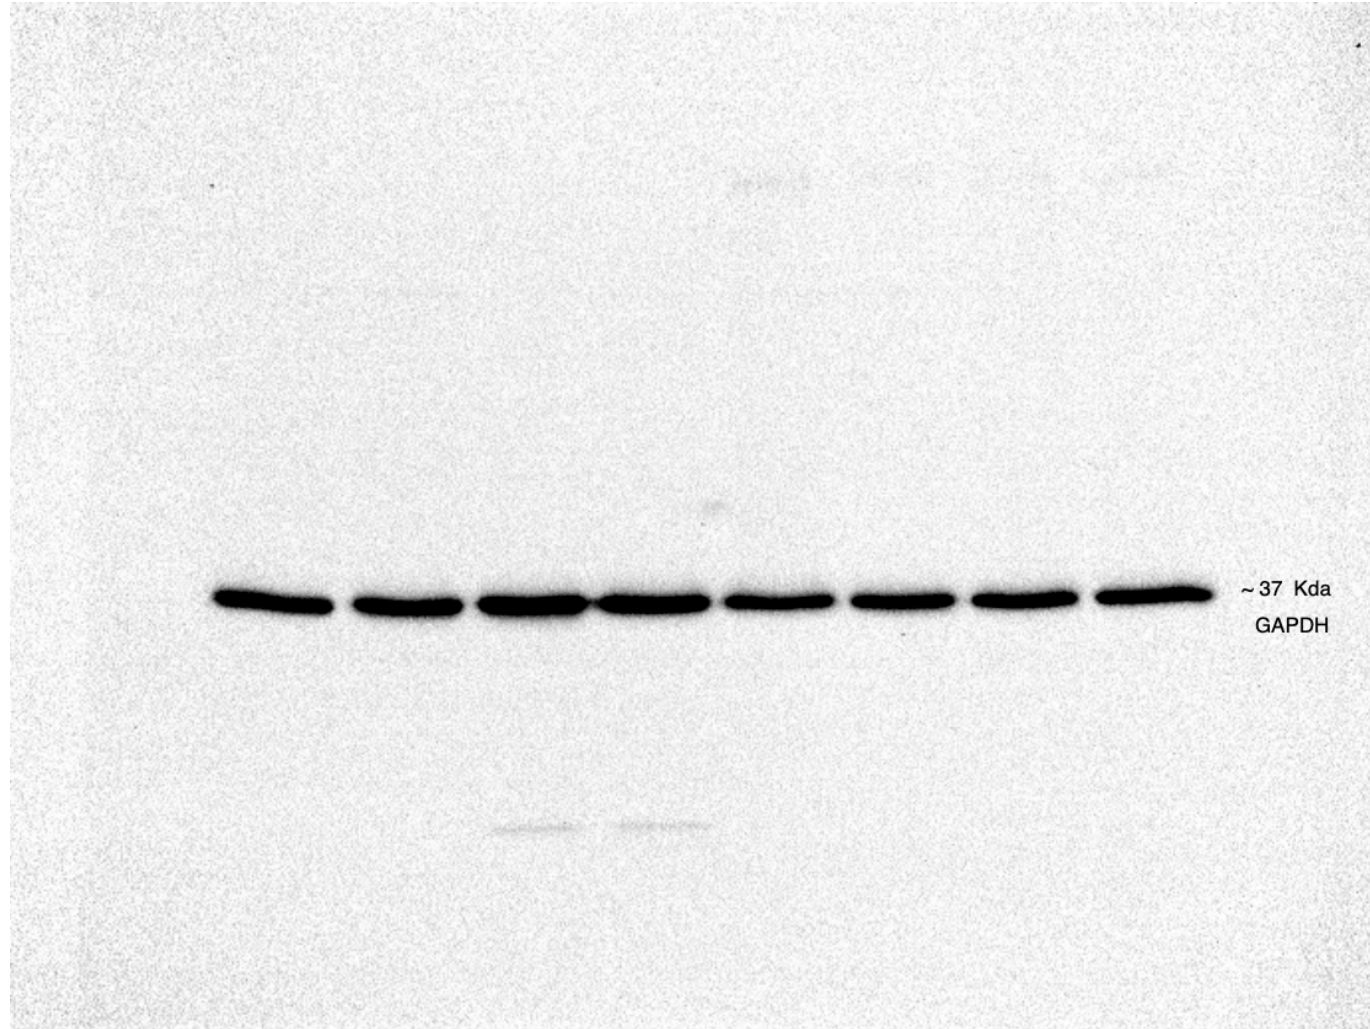

Figure 9A

(GAPDH, Cell  
Signaling,  
2118L, 1:2000)

# Full unedited gel for Figure 9A

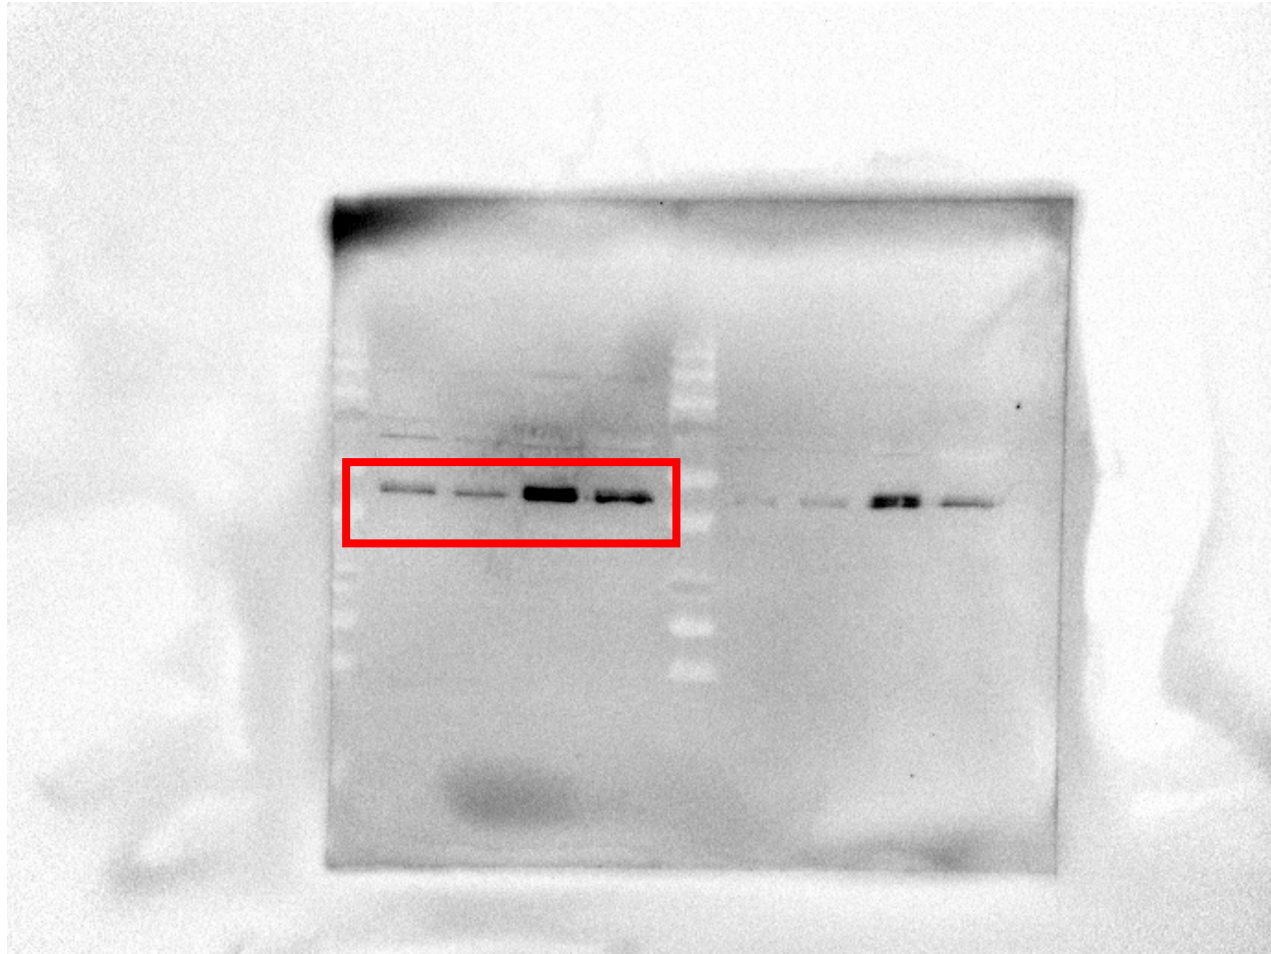

← DUSP1  
40 kDa  
(Millipore, 07-535, 1:1000)

Figure 9A

# Full unedited gel for Figure 9A

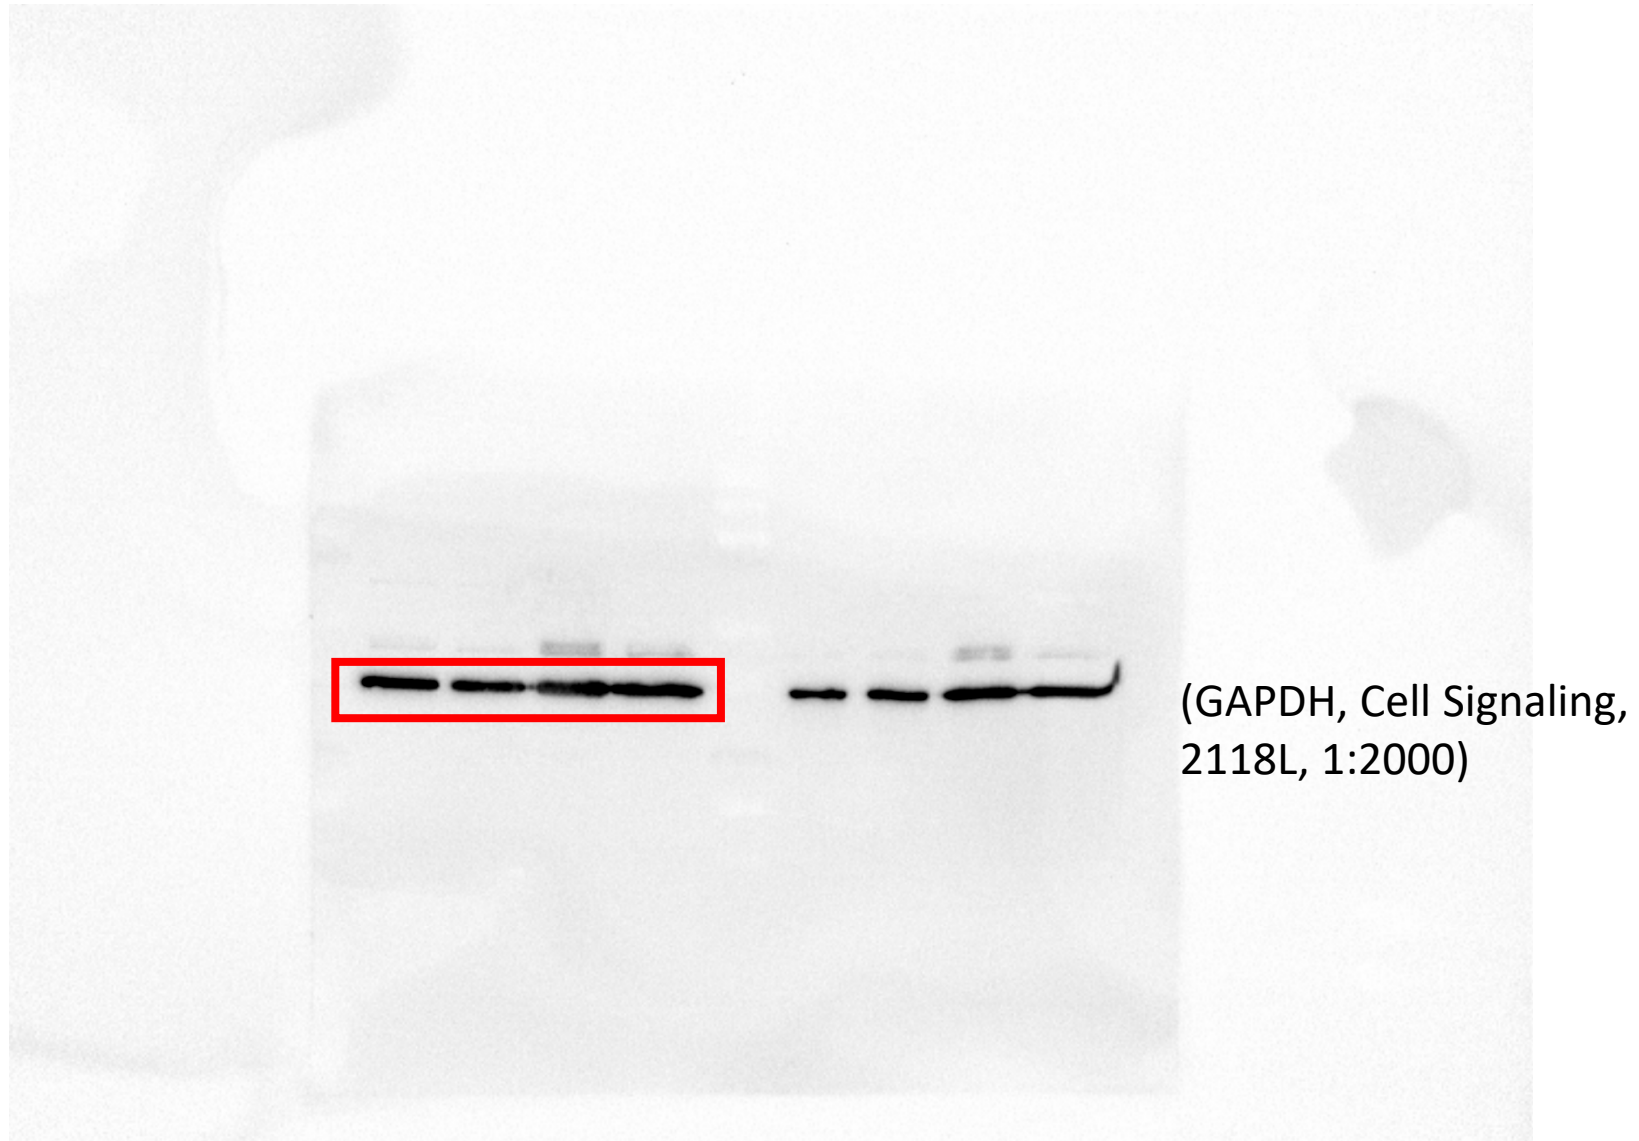

Figure 9A

# Full unedited gel for Figure 9A

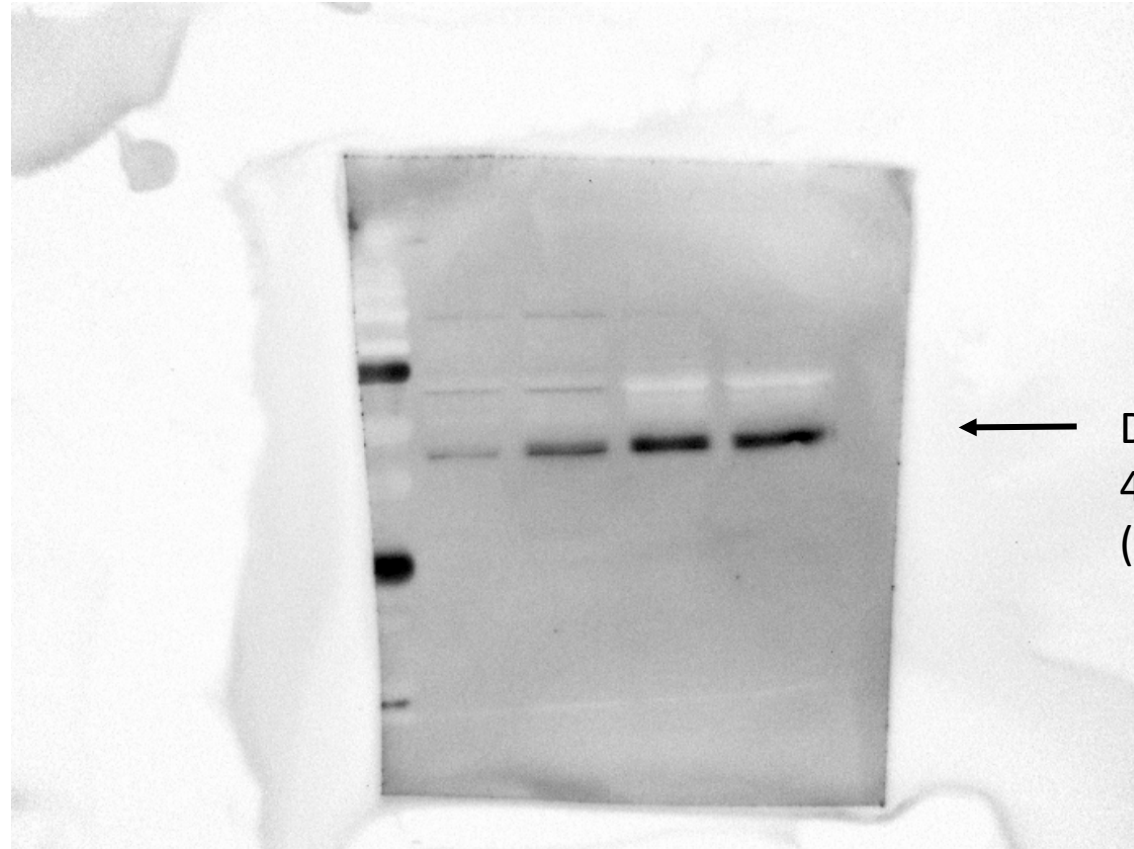

← DUSP1  
40 kDa  
(Millipore, 07-535, 1:1000)

Figure 9A

# Full unedited gel for Figure 9A

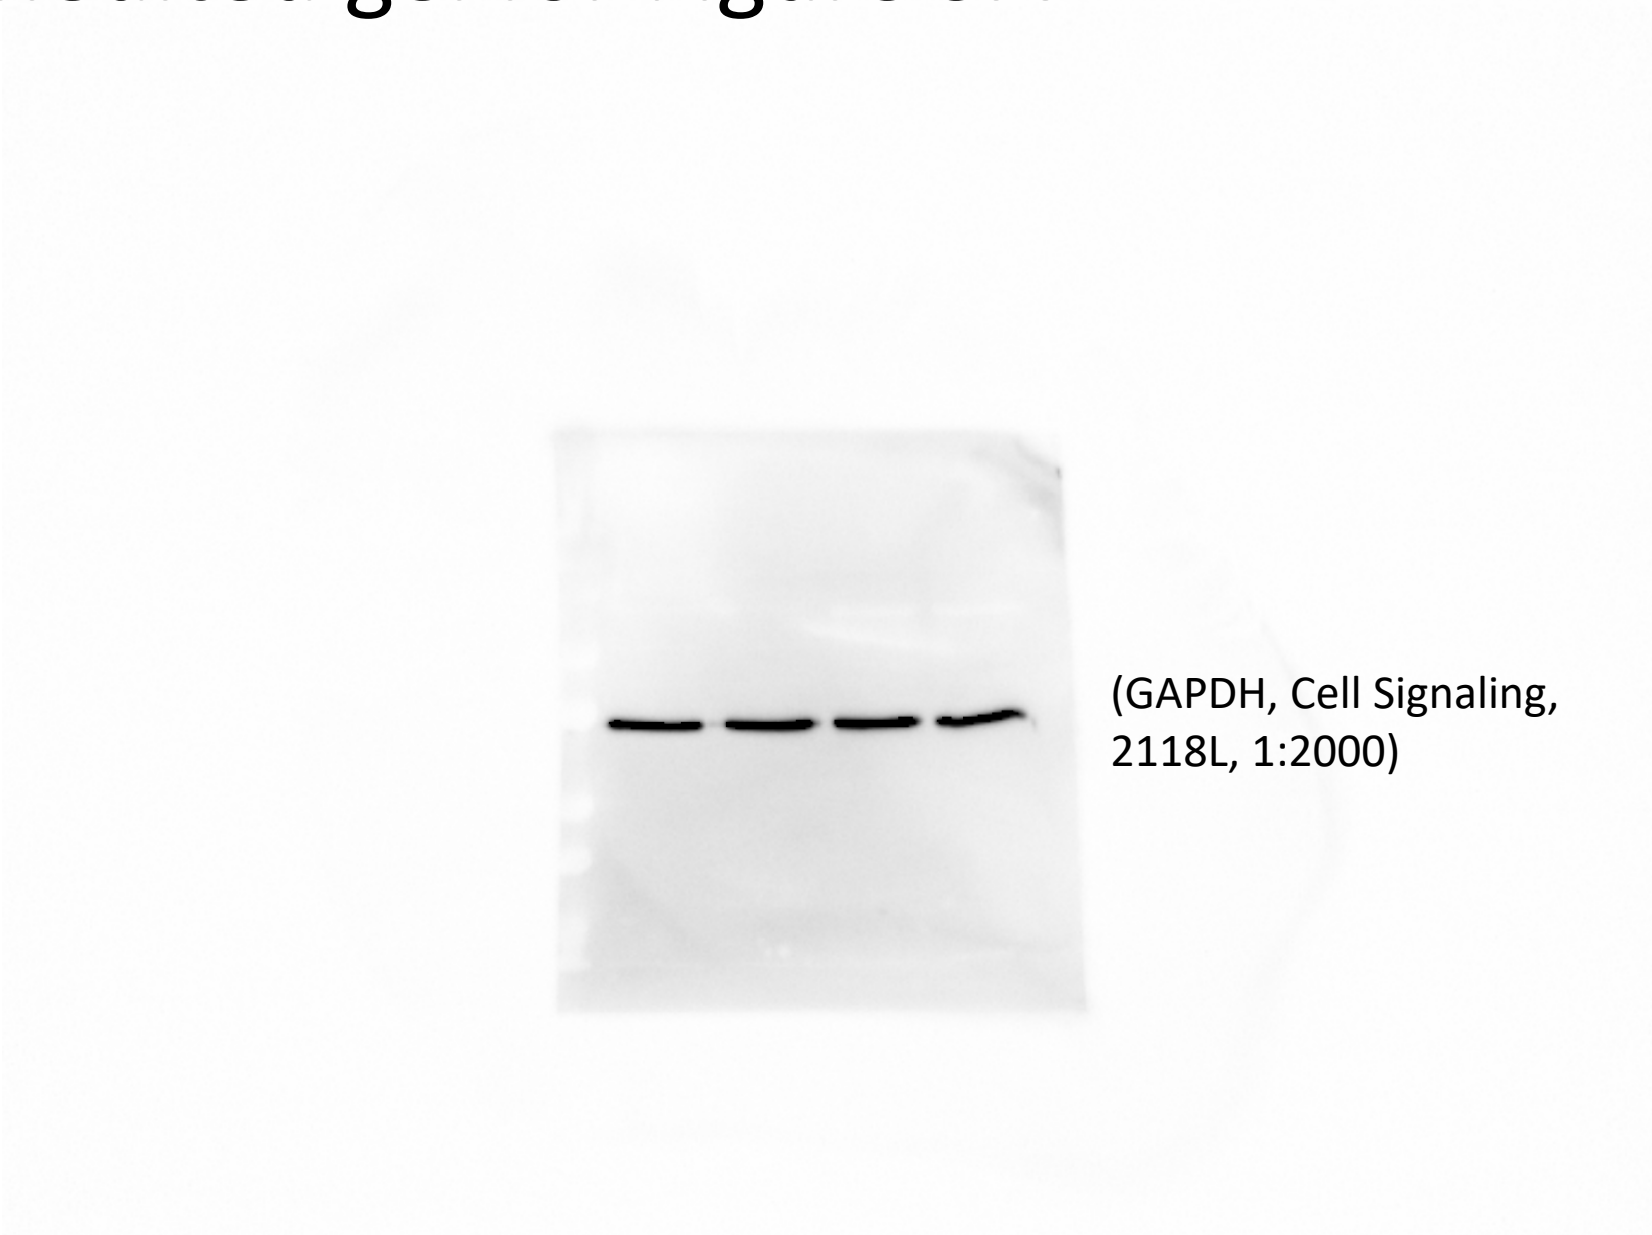

Figure 9A

# Full unedited gel for Figure 10C

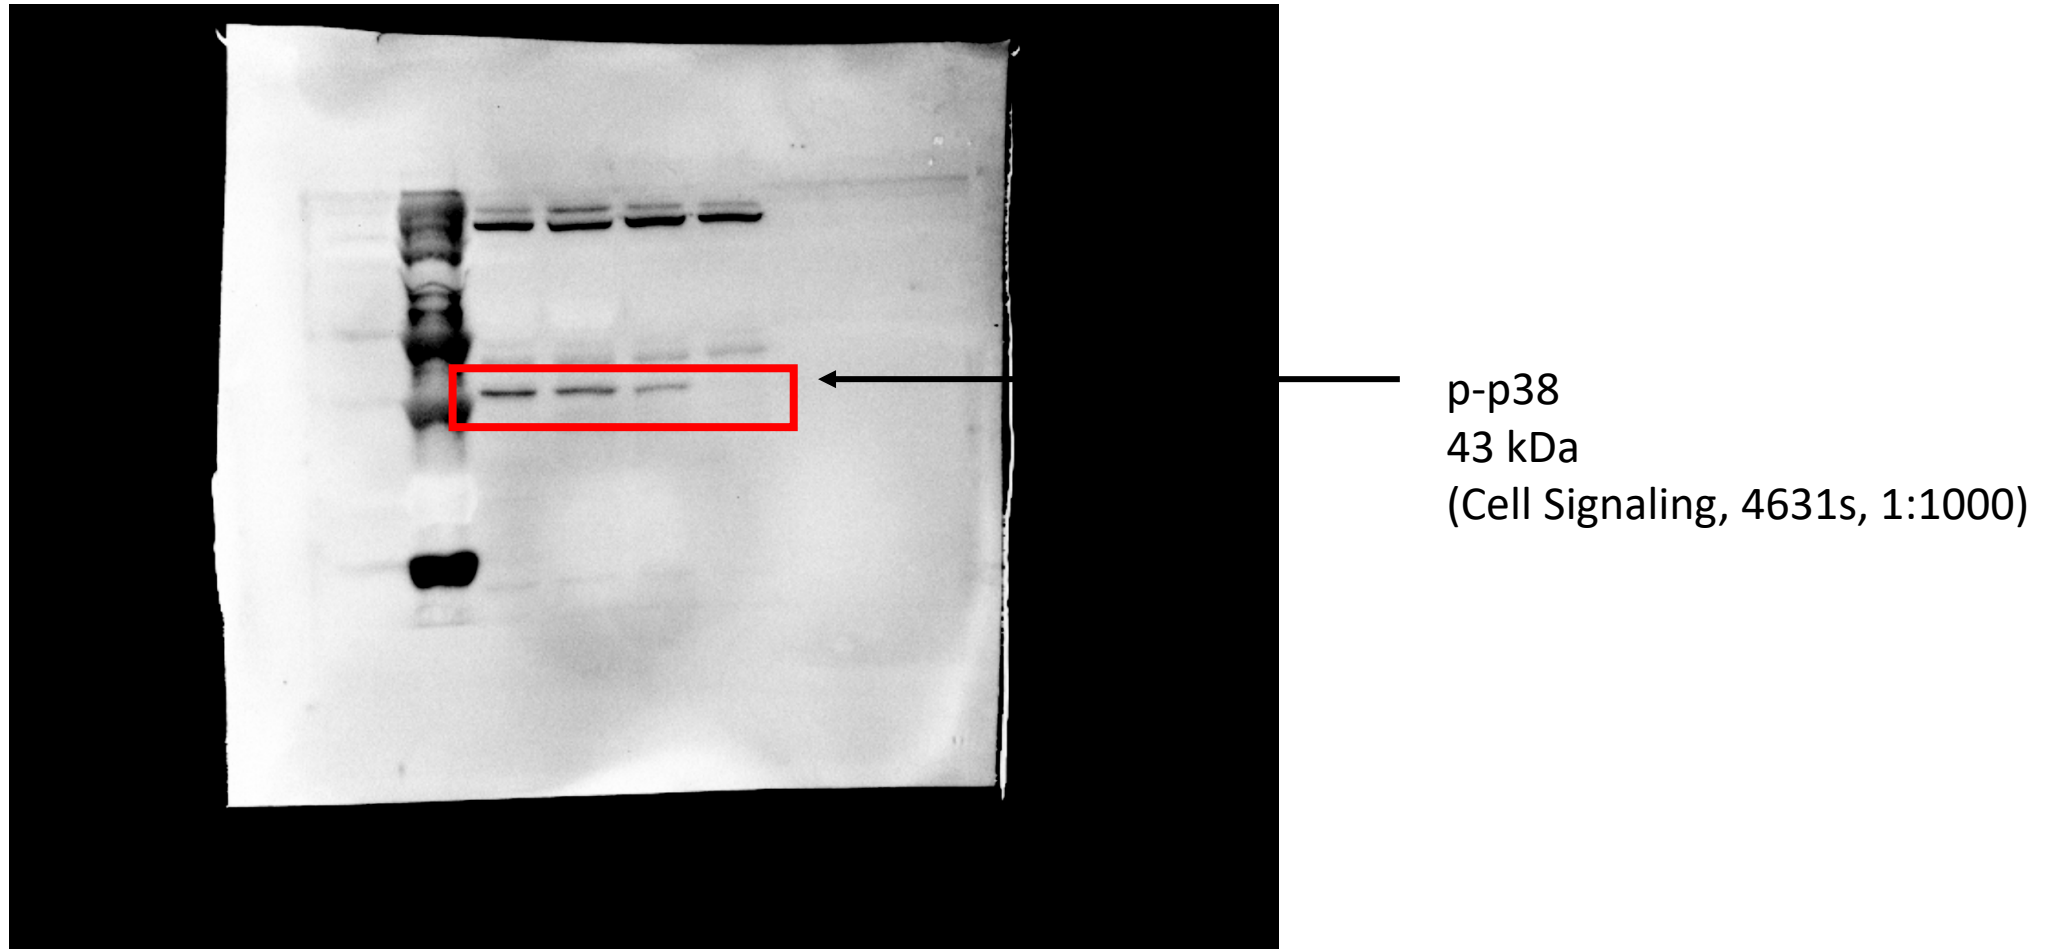

Figure 10C

# Full unedited gel for Figure 10C

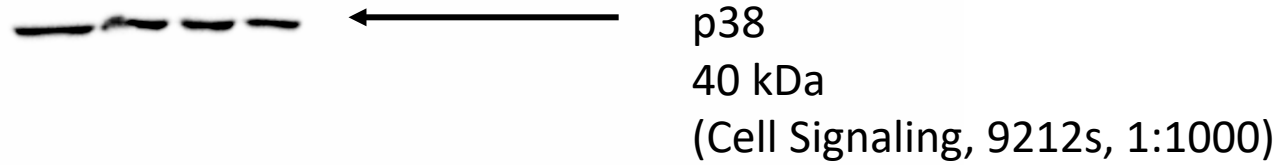

# Full unedited gel for Figure 10C

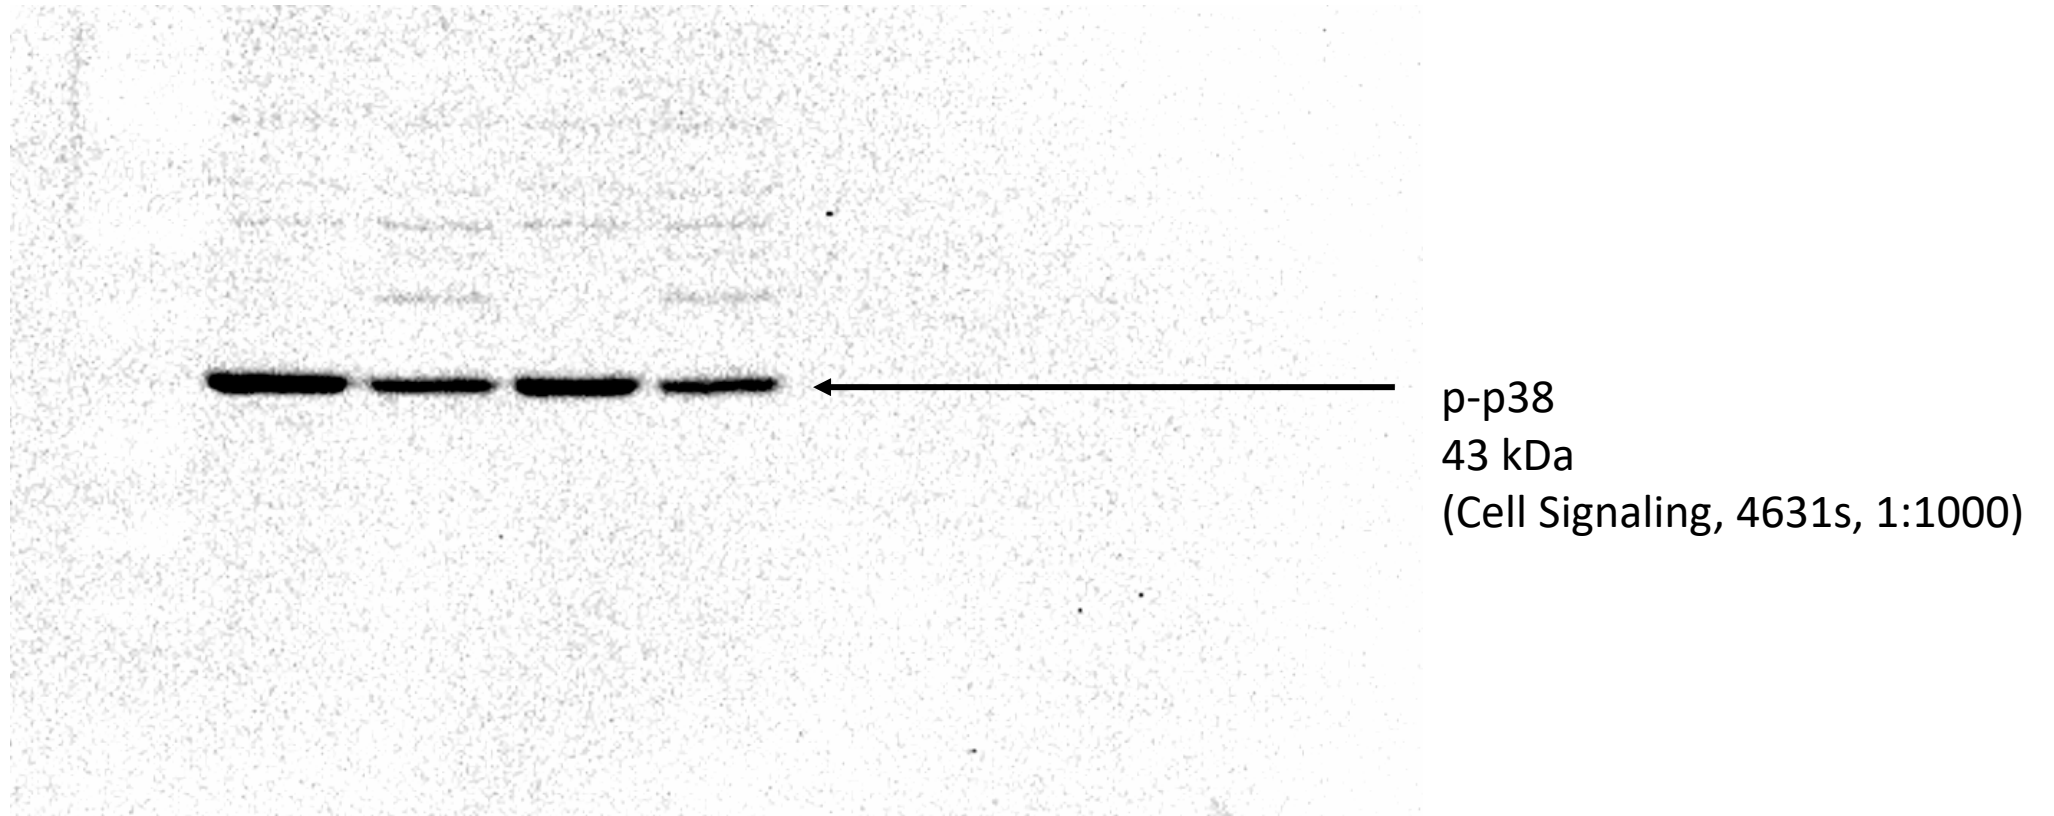

Figure 10C

# Full unedited gel for Figure 10C

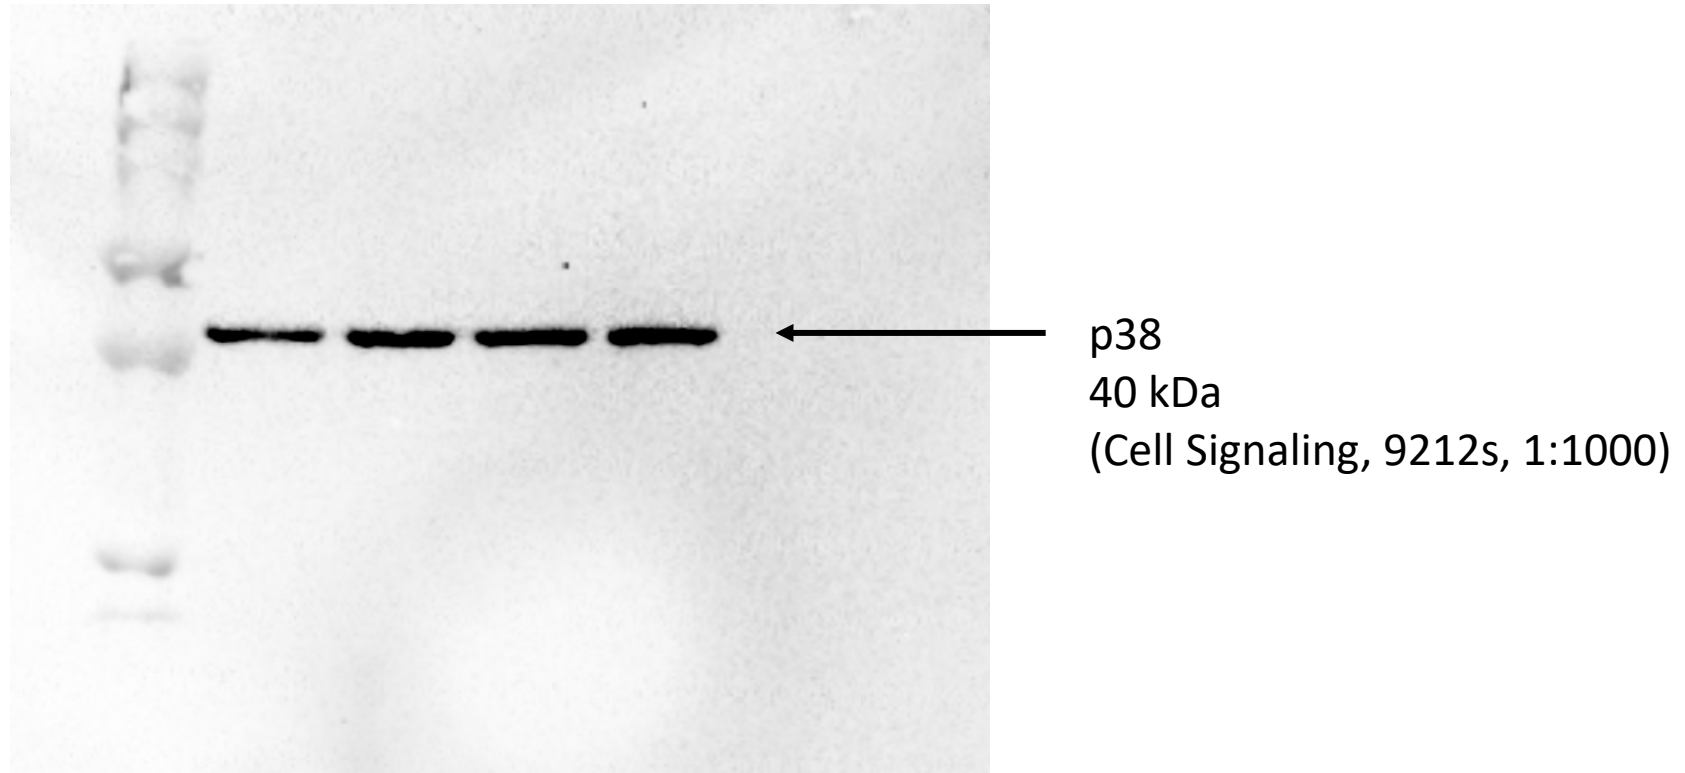

Figure 10C

# Supplementary Figures

# Full unedited gel for Supplementary Figure 1G

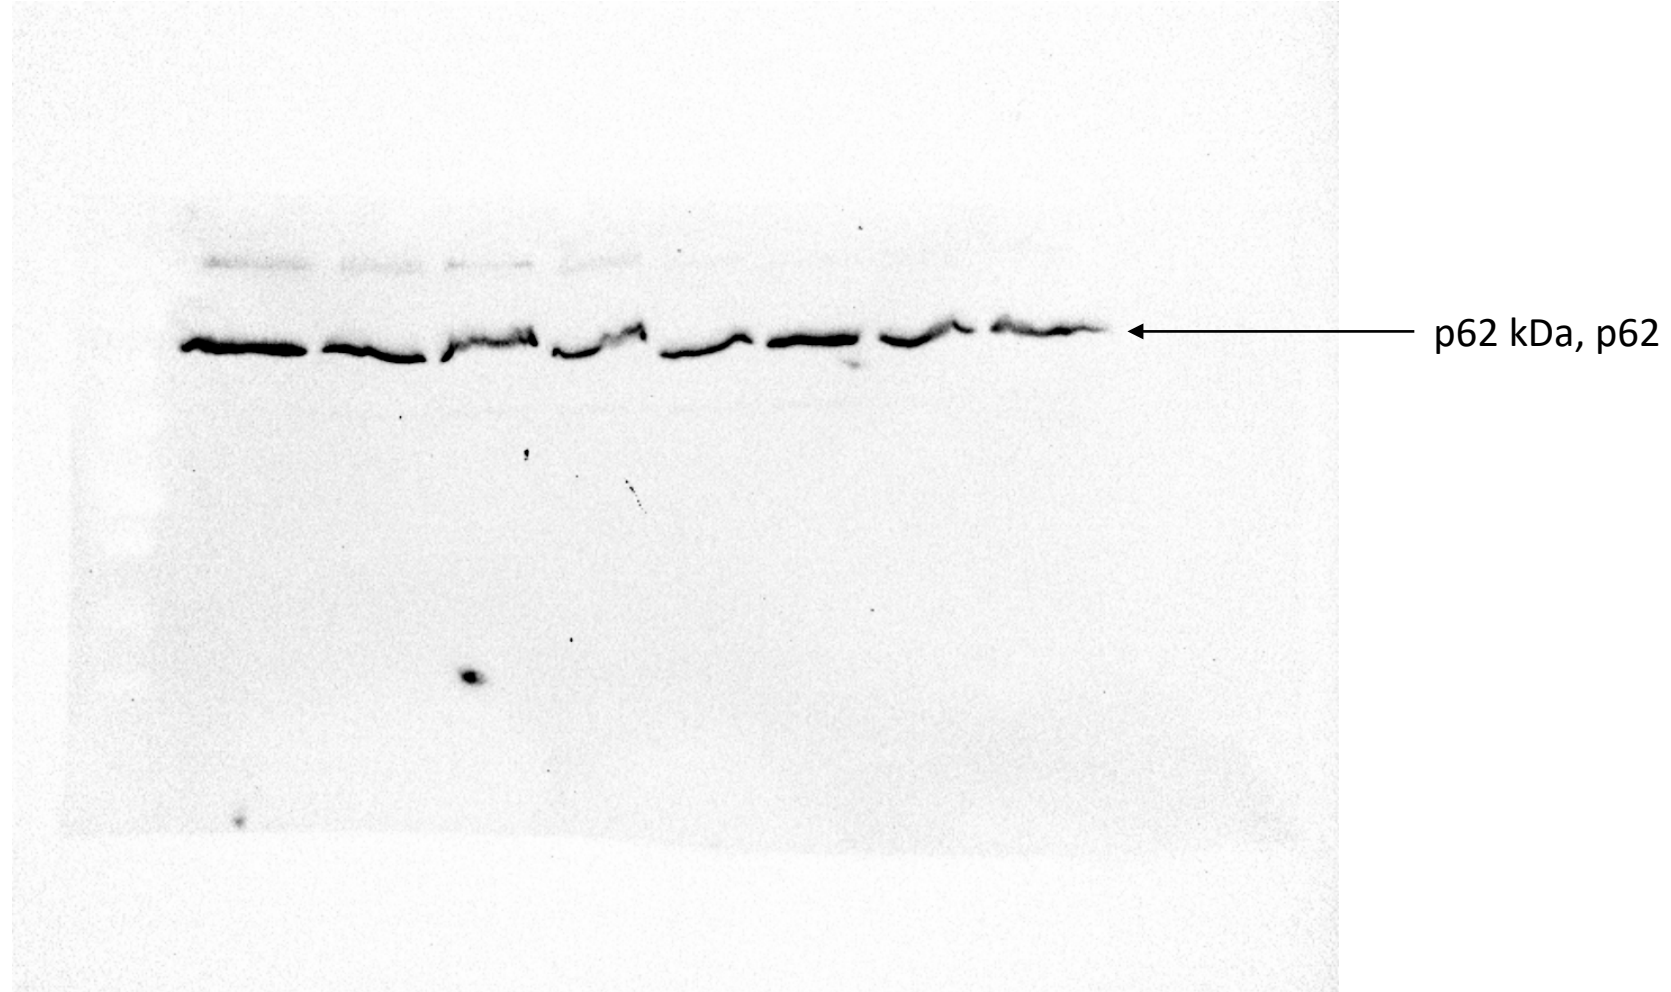

# Full unedited gel for Supplementary Figure 1G

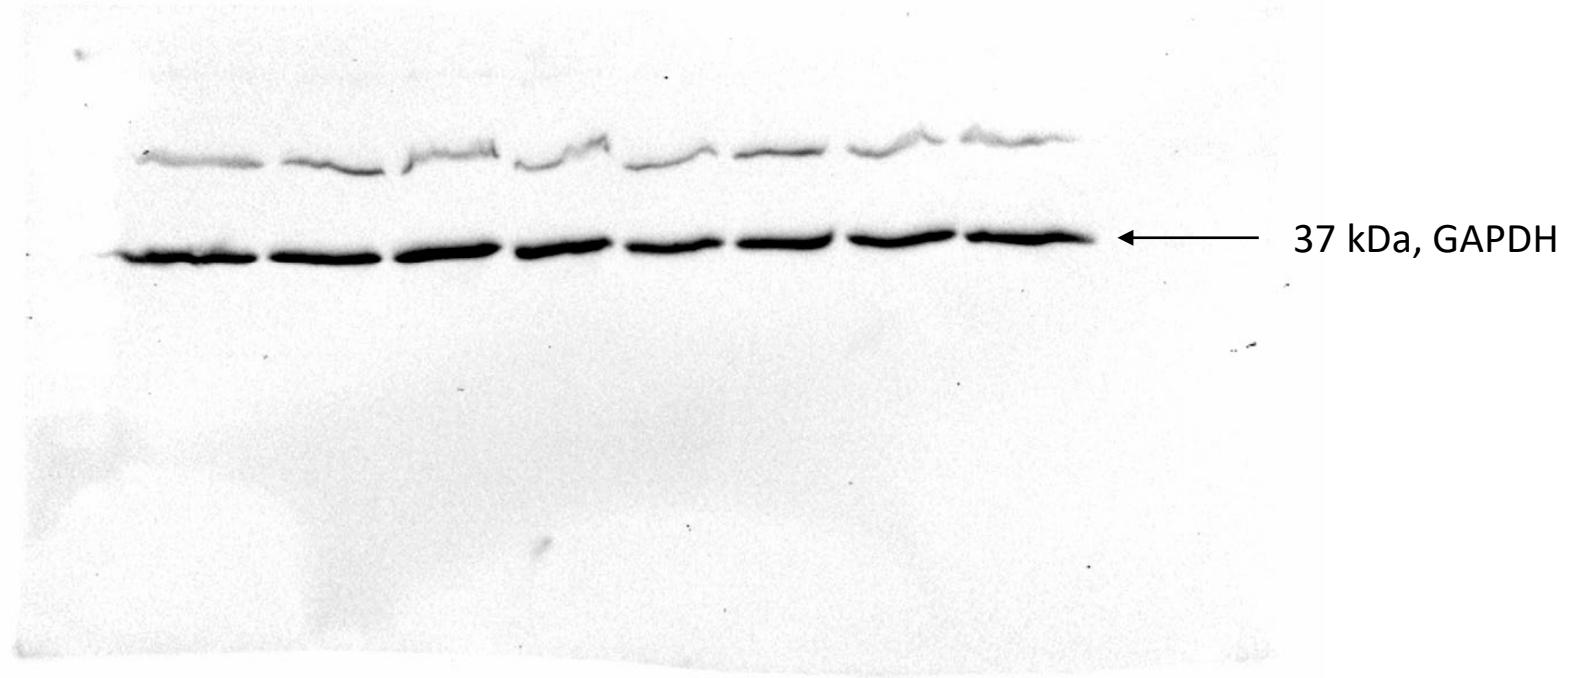

# Full unedited gel for Supplementary Figure 1G

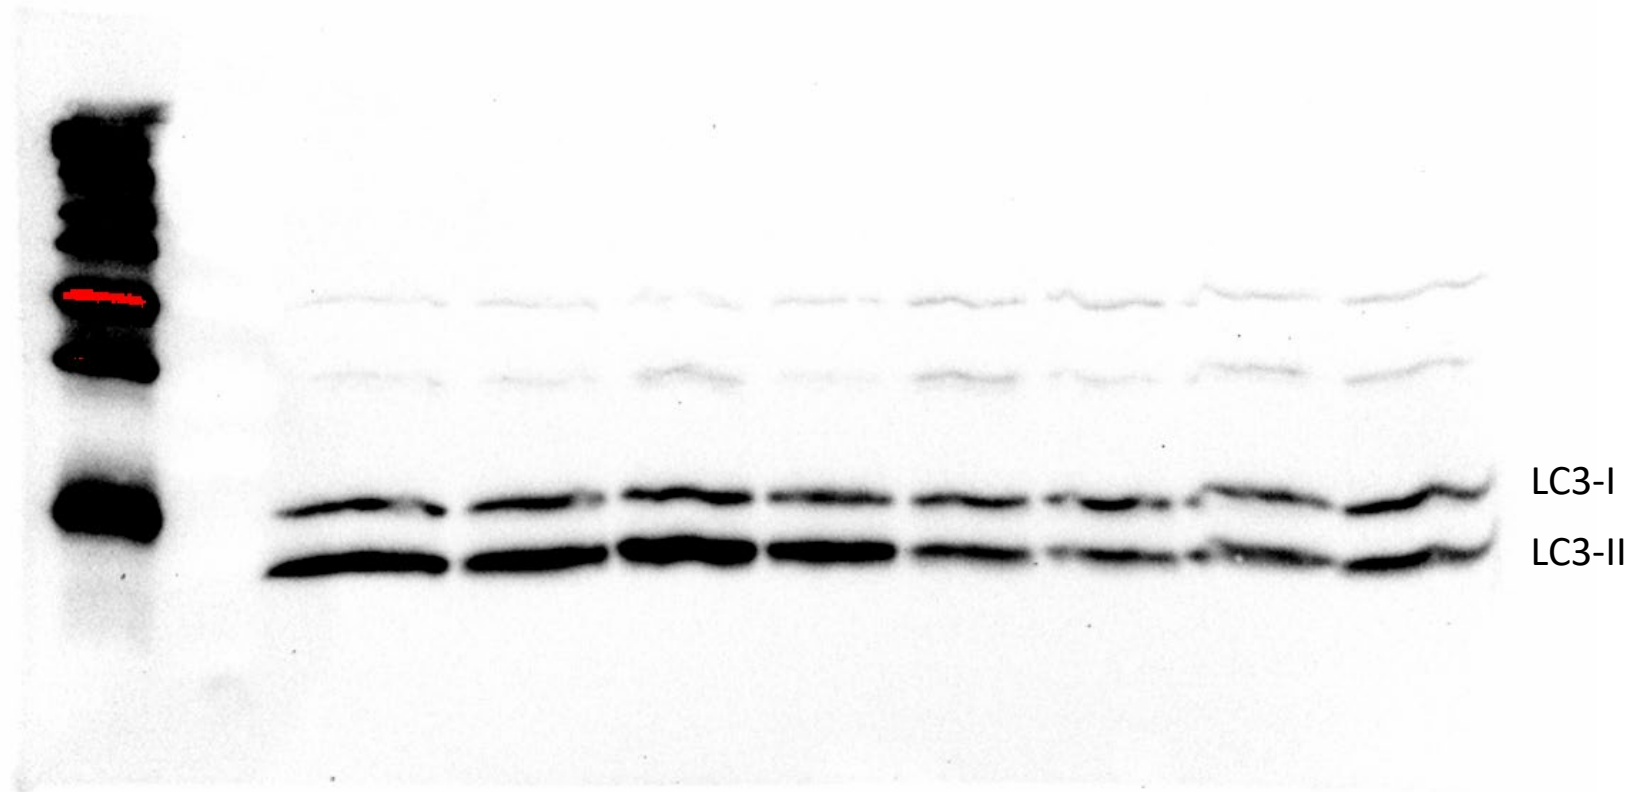

# Full unedited gel for Supplementary Figure 1G

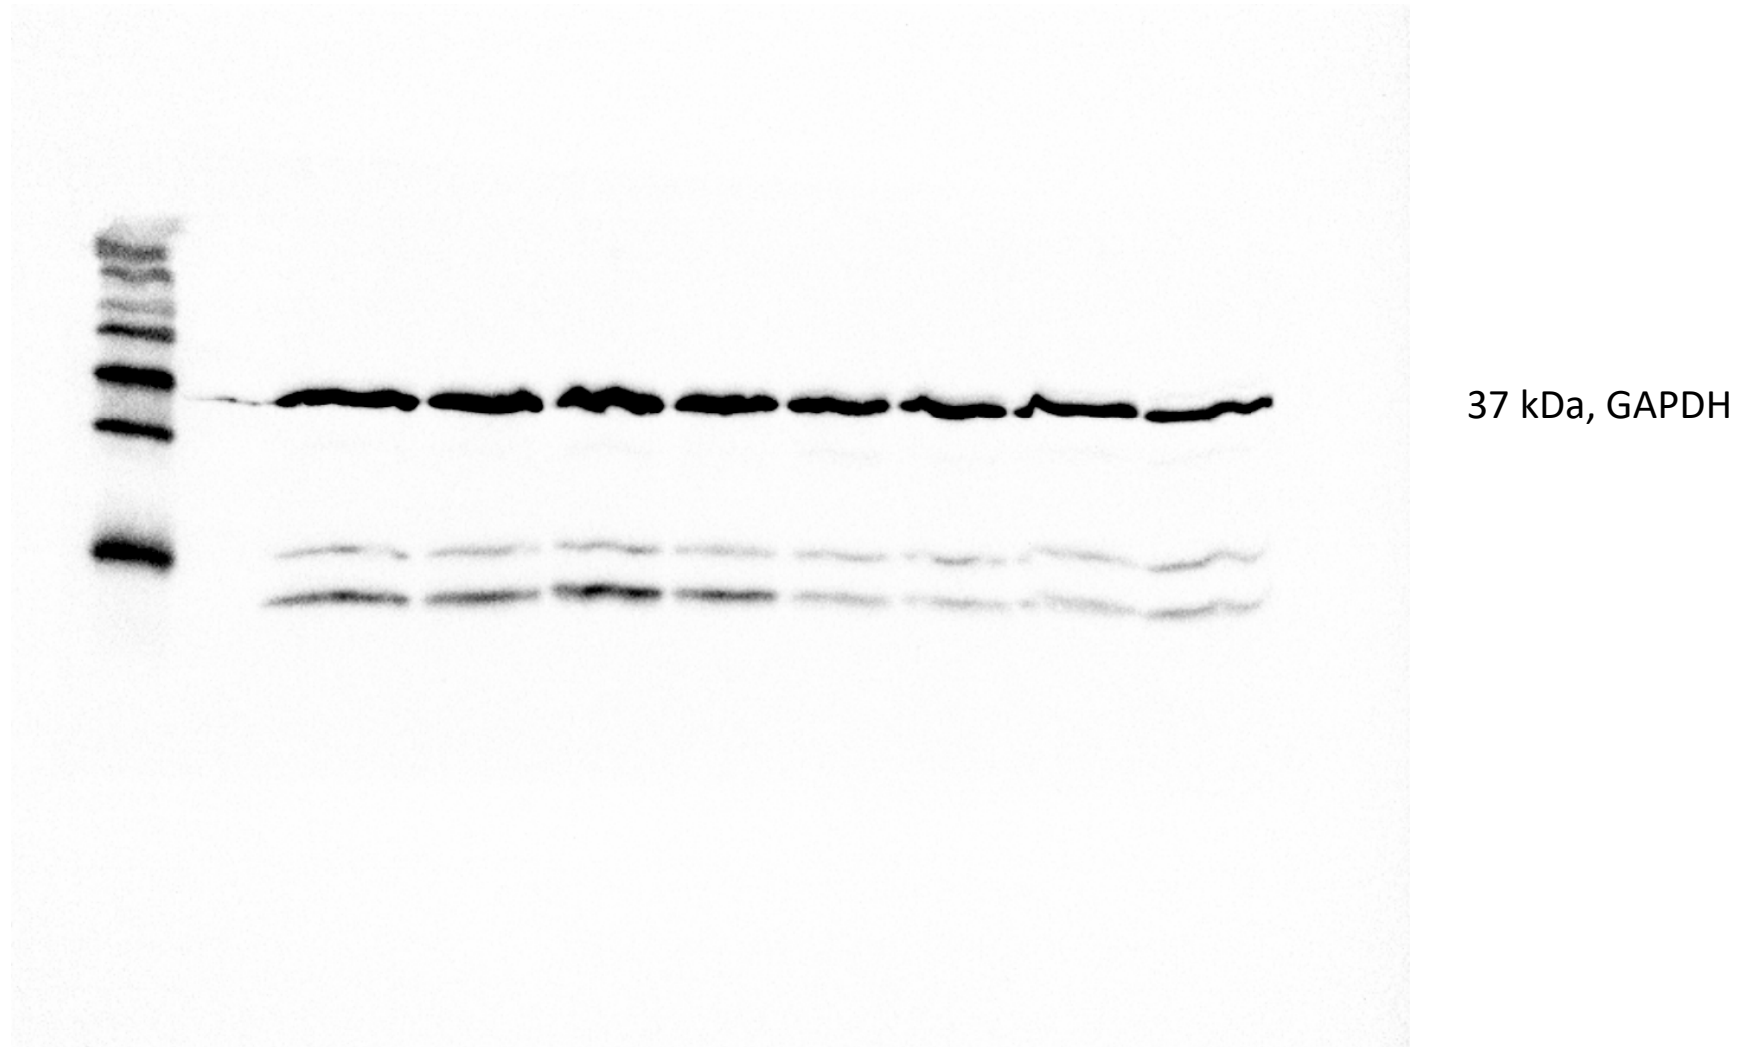

# Full unedited gel for Supplementary Figure 4A

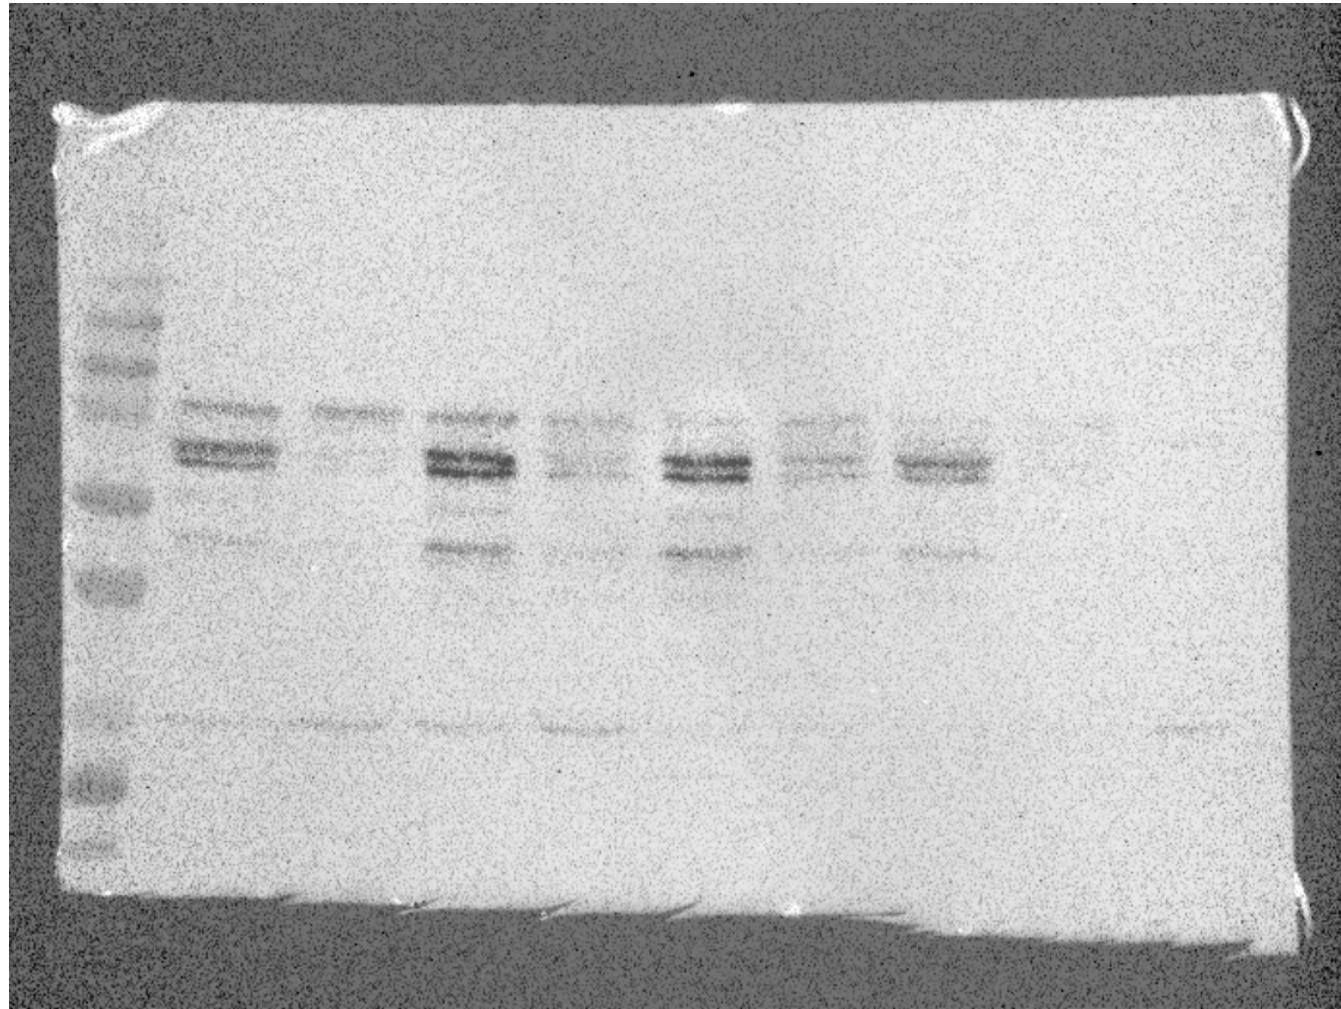

← MITF  
65 kDa  
(Cell Signaling, 12590s, 1:1000)

# Full unedited gel for Supplementary Figure 4A

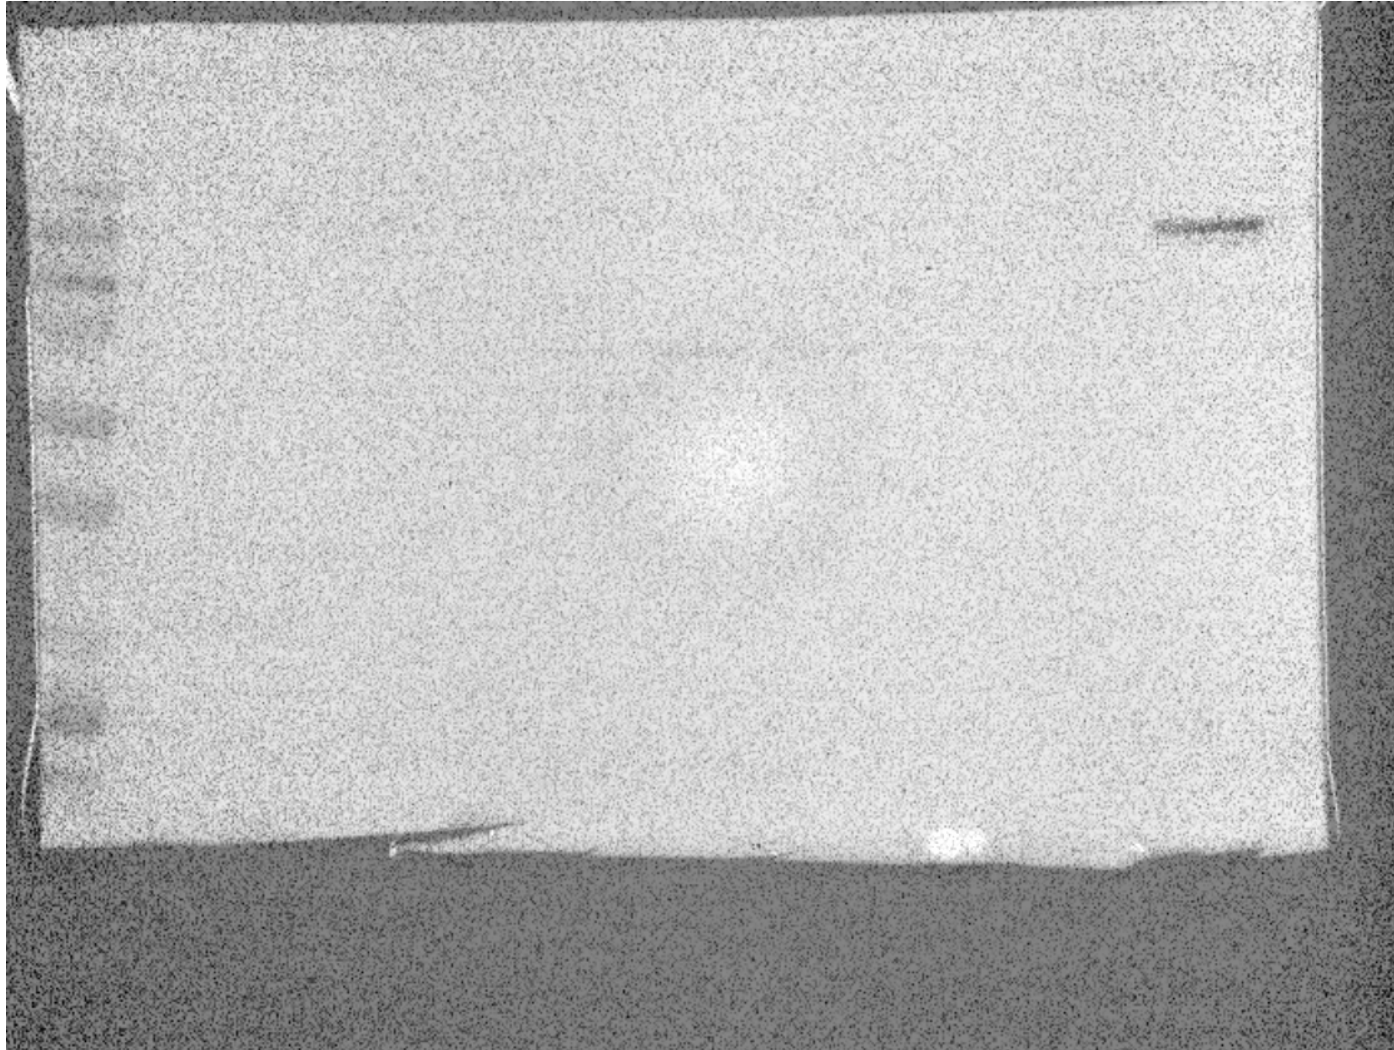

← AXL  
138 kDa  
(Cell Signaling, 8661s, 1:1000)

AXL was run in an additional cell line (1205Lu) as a positive control. 1205Lu cells have high AXL expression. This is to prove that the absence of AXL bands in the other cell lines is due to the biology and not the quality of the antibody.

# Full unedited gel for Supplementary Figure 4A

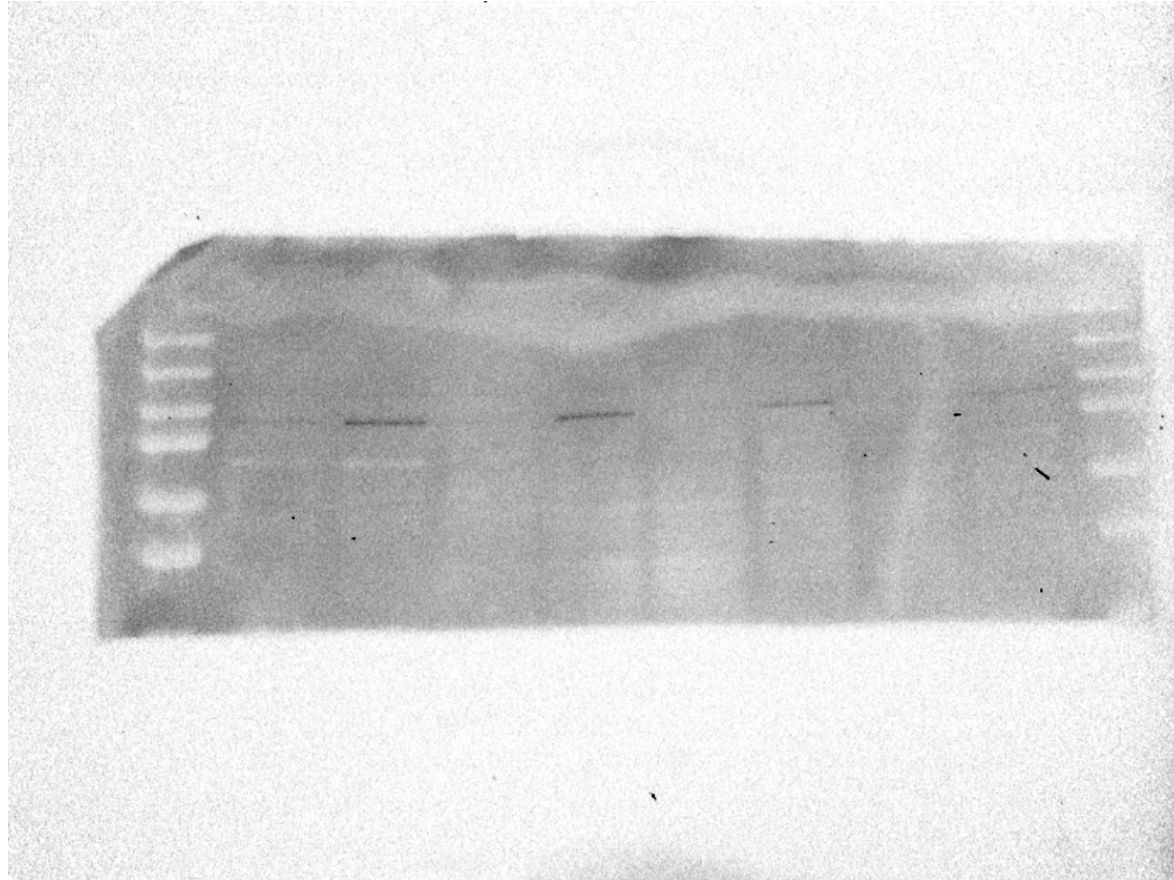

← Cleaved PARP  
89 kDa  
(Cell Signaling, 9541s, 1:1000)

# Full unedited gel for Supplementary Figure 4A

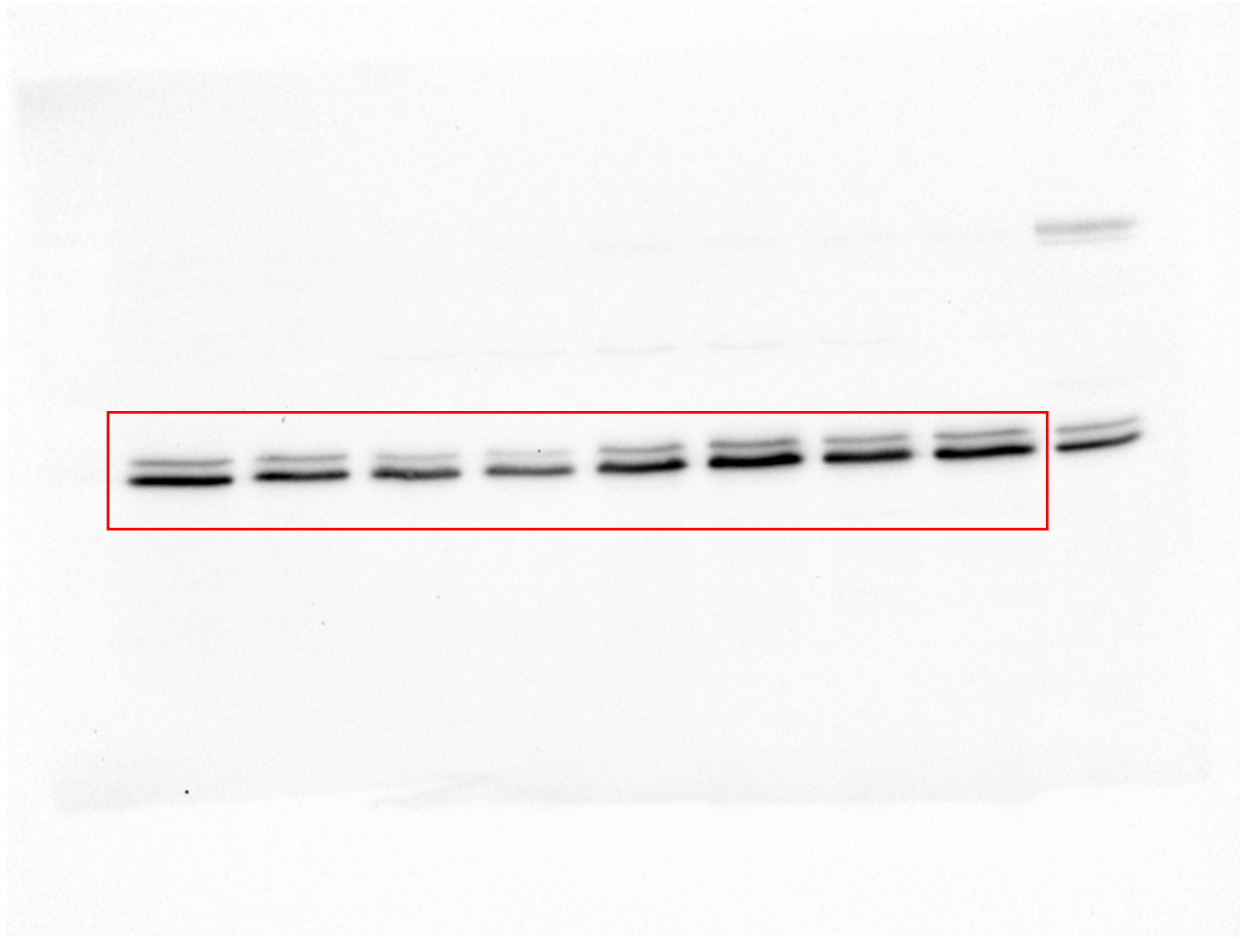

← p-ERK  
42,44 kDa  
(Cell Signaling, 9101s, 1:1000)

# Full unedited gel for Supplementary Figure 4A

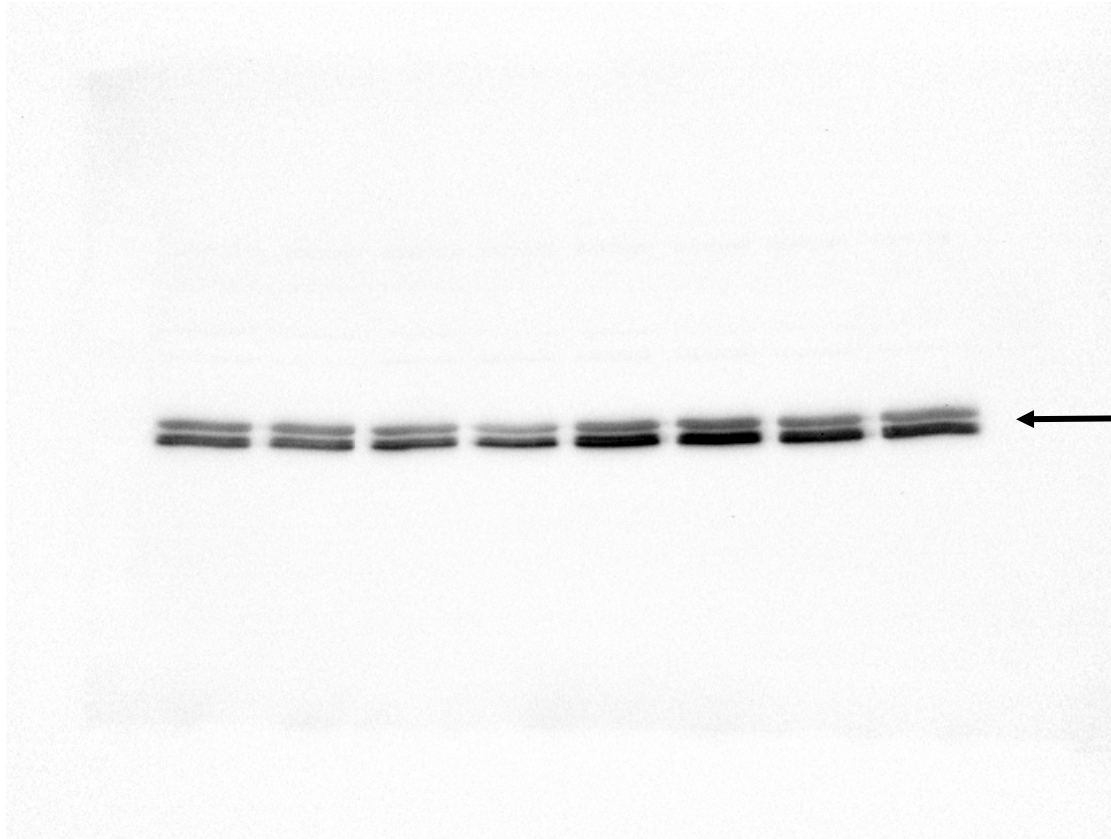

← ERK – p44/42 MAPK  
42,44 kDa  
(Cell Signaling, 9102s, 1:1000)

# Full unedited gel for Supplementary Figure 4A

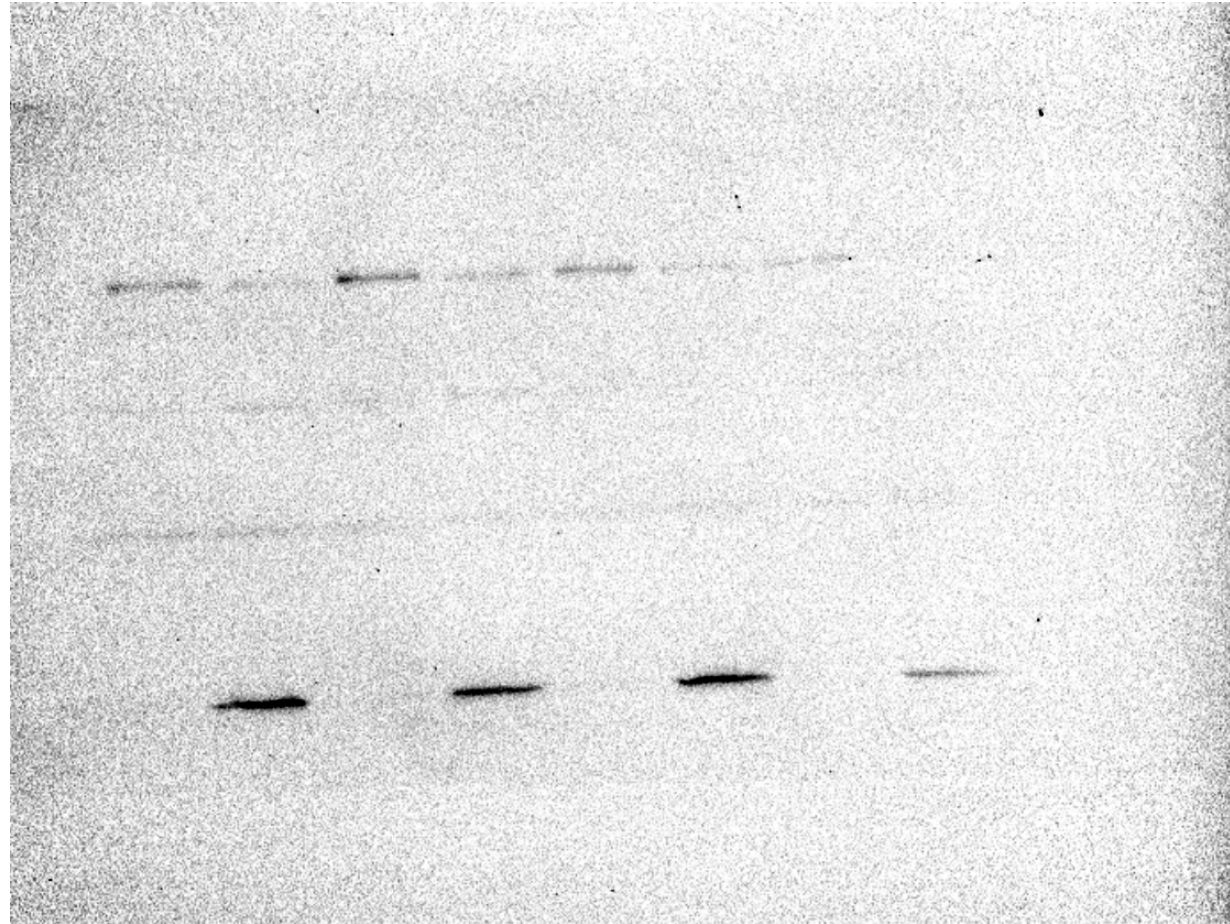

← H3K4me2  
18 kDa  
(Abcam, ab32356, 1:5000)

# Full unedited gel for Supplementary Figure 4A

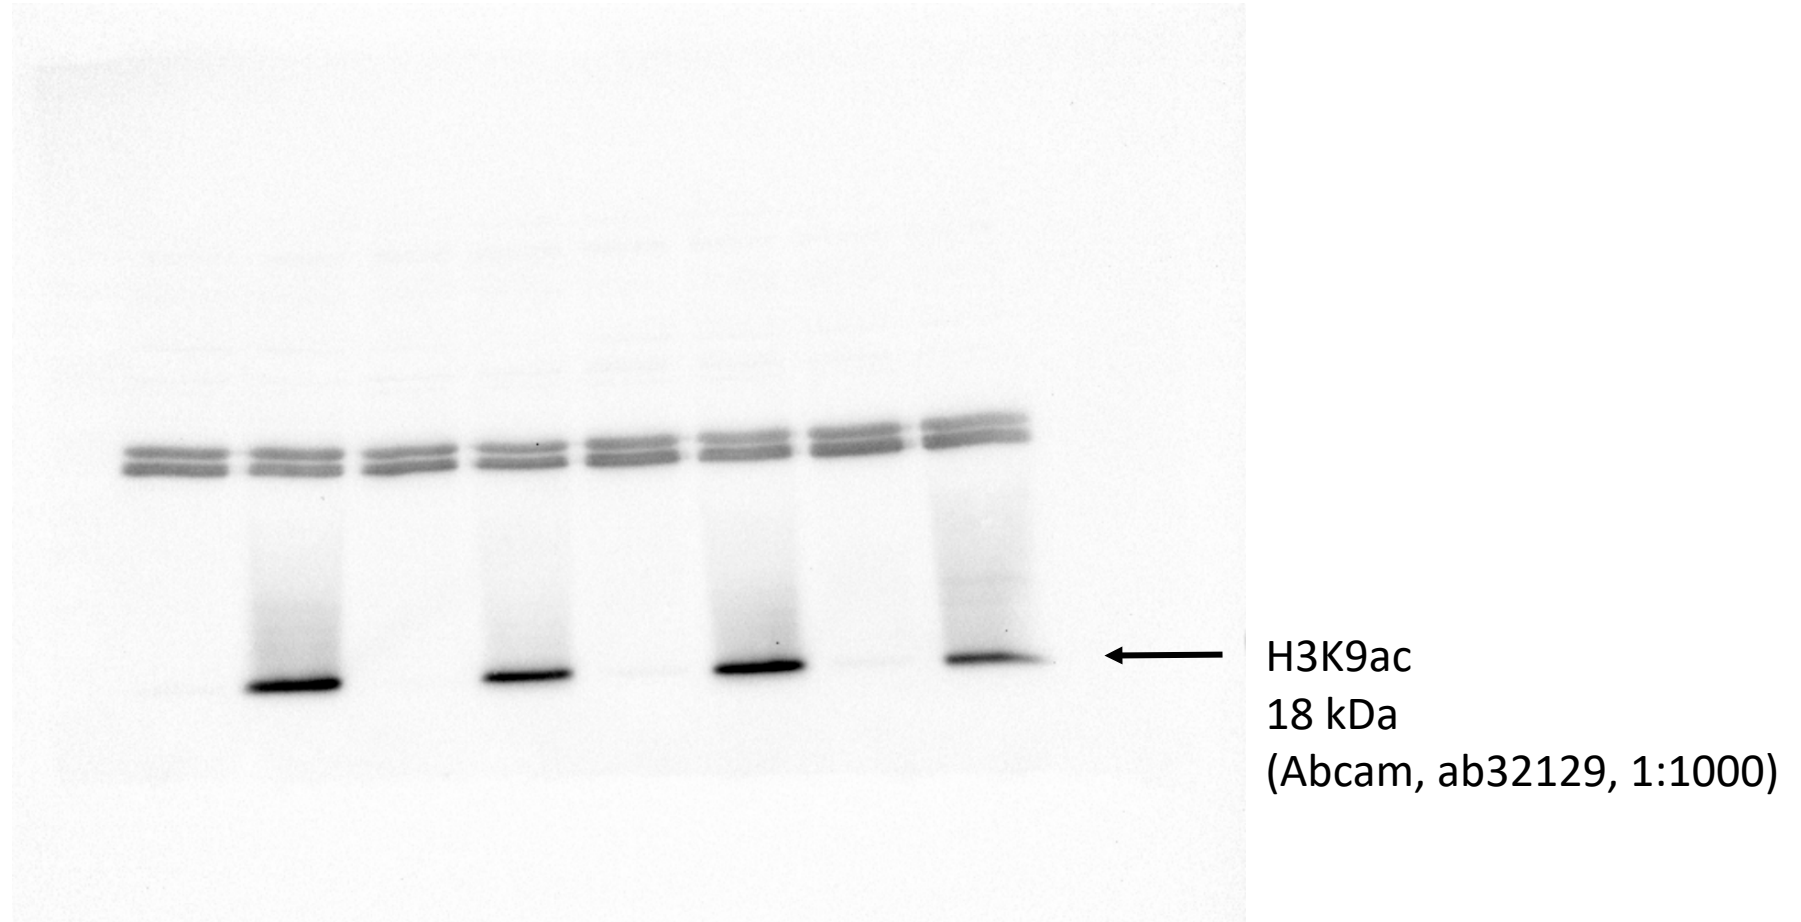

# Full unedited gel for Supplementary Figure 4A

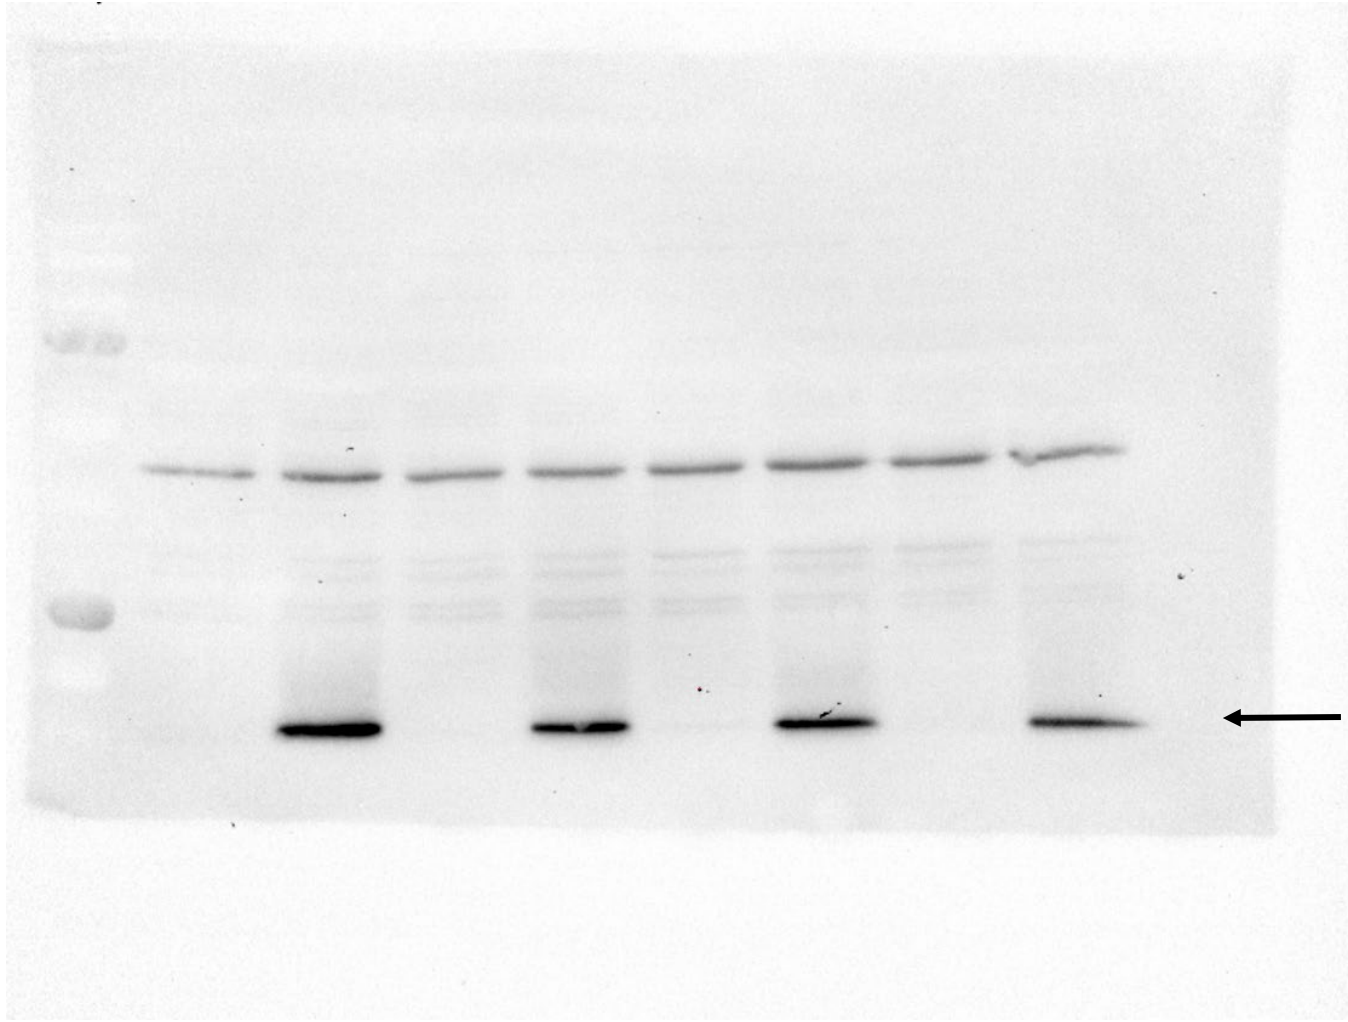

← H3K27ac  
15 kDa  
(Abcam, ab4729, 1:1000)

# Full unedited gel for Supplementary Figure 4A

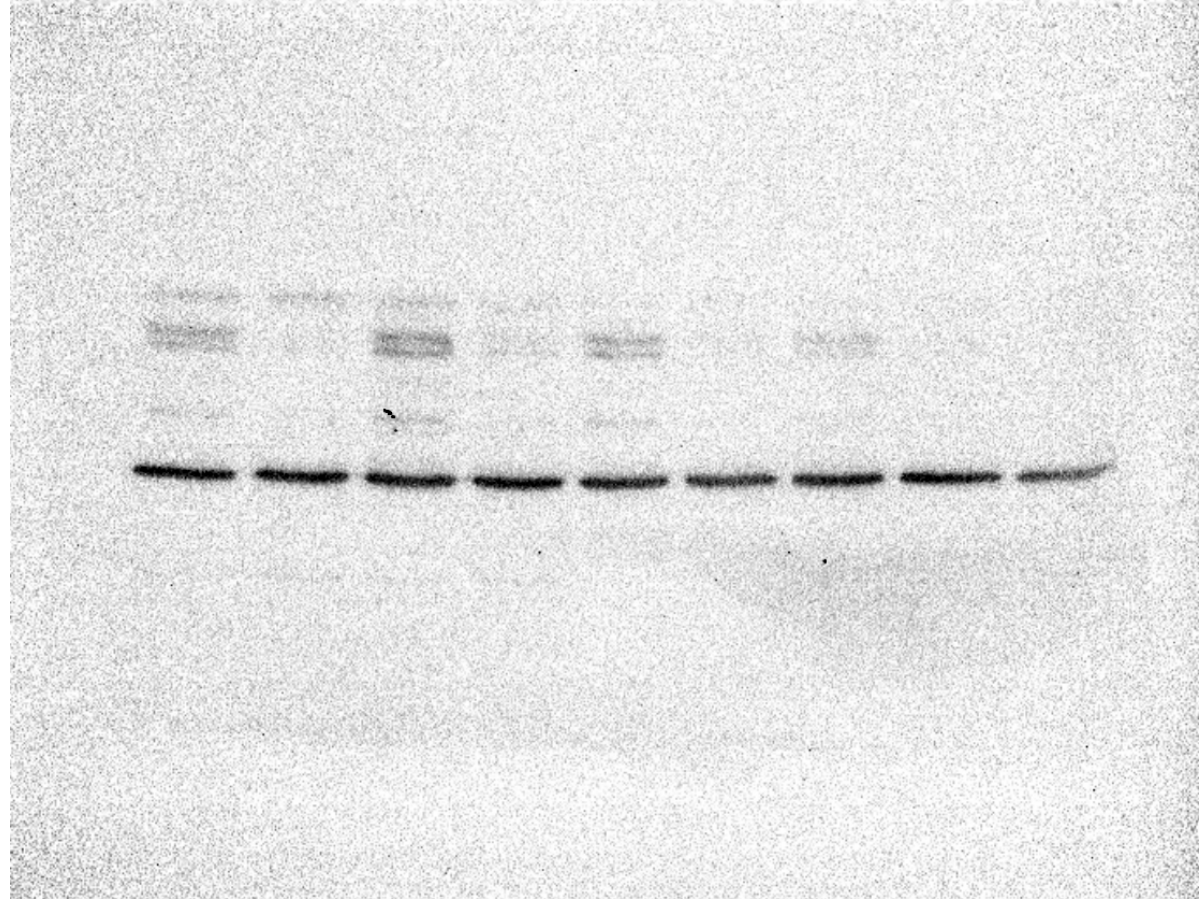

← GAPDH  
36 kDa  
(Cell Signaling, 2118L, 1:2000)

# Full unedited gel for Supplementary Figure 4B

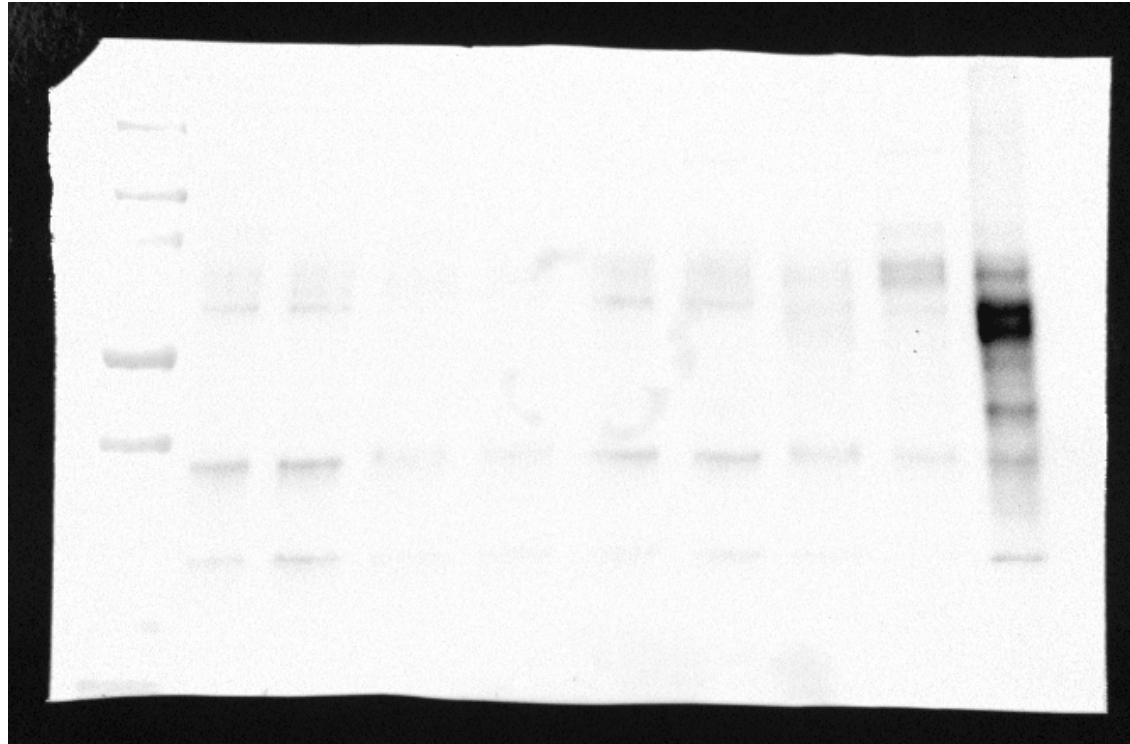

← MITF  
65 kDa  
(Cell Signaling, 12590s, 1:1000)

# Full unedited gel for Supplementary Figure 4B

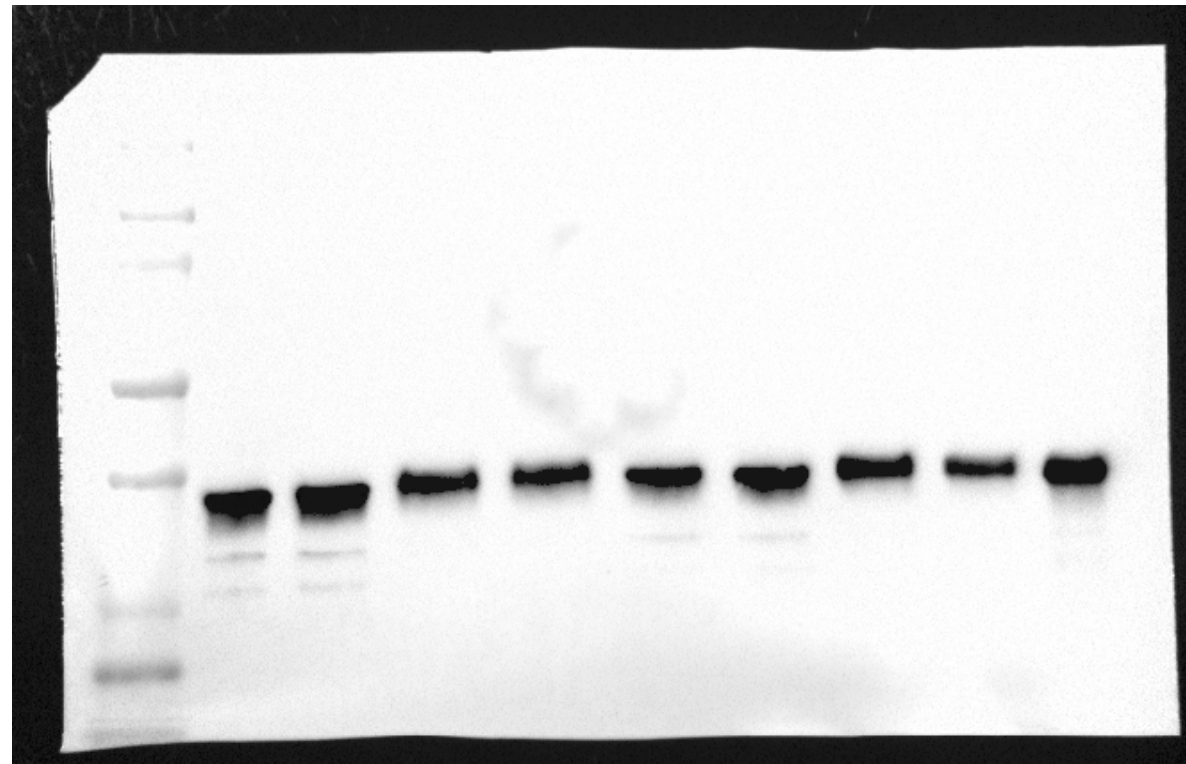

← GAPDH  
36 kDa  
(Cell Signaling, 2118L, 1:2000)

# Full unedited gel for Supplementary Figure 4B

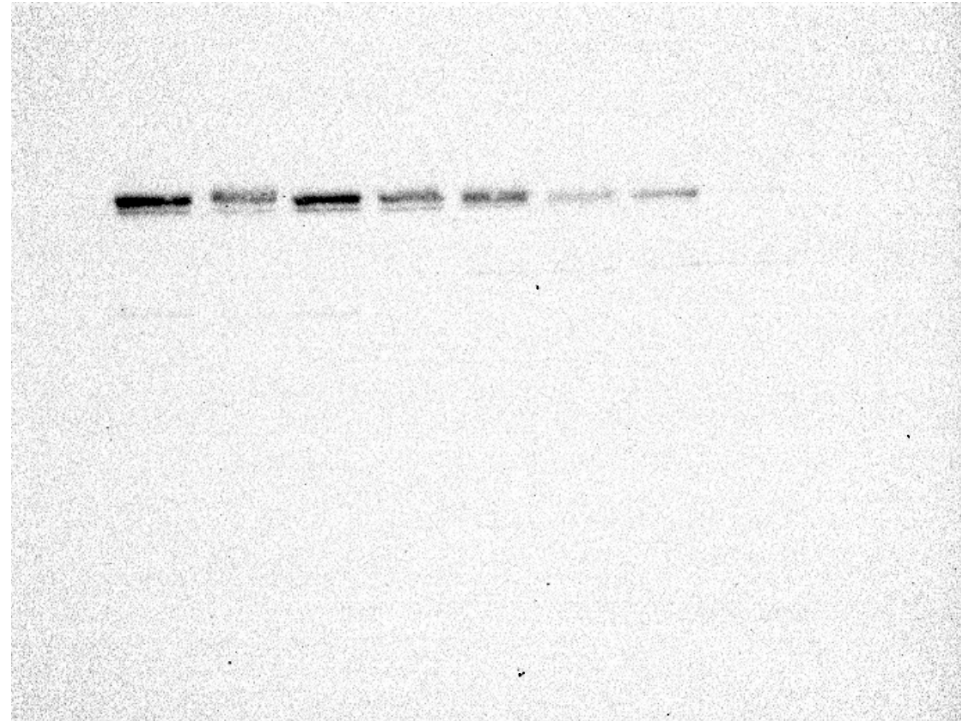

← AXL  
138 kDa  
(Cell Signaling, 8661s, 1:1000)

# Full unedited gel for Supplementary Figure 4B

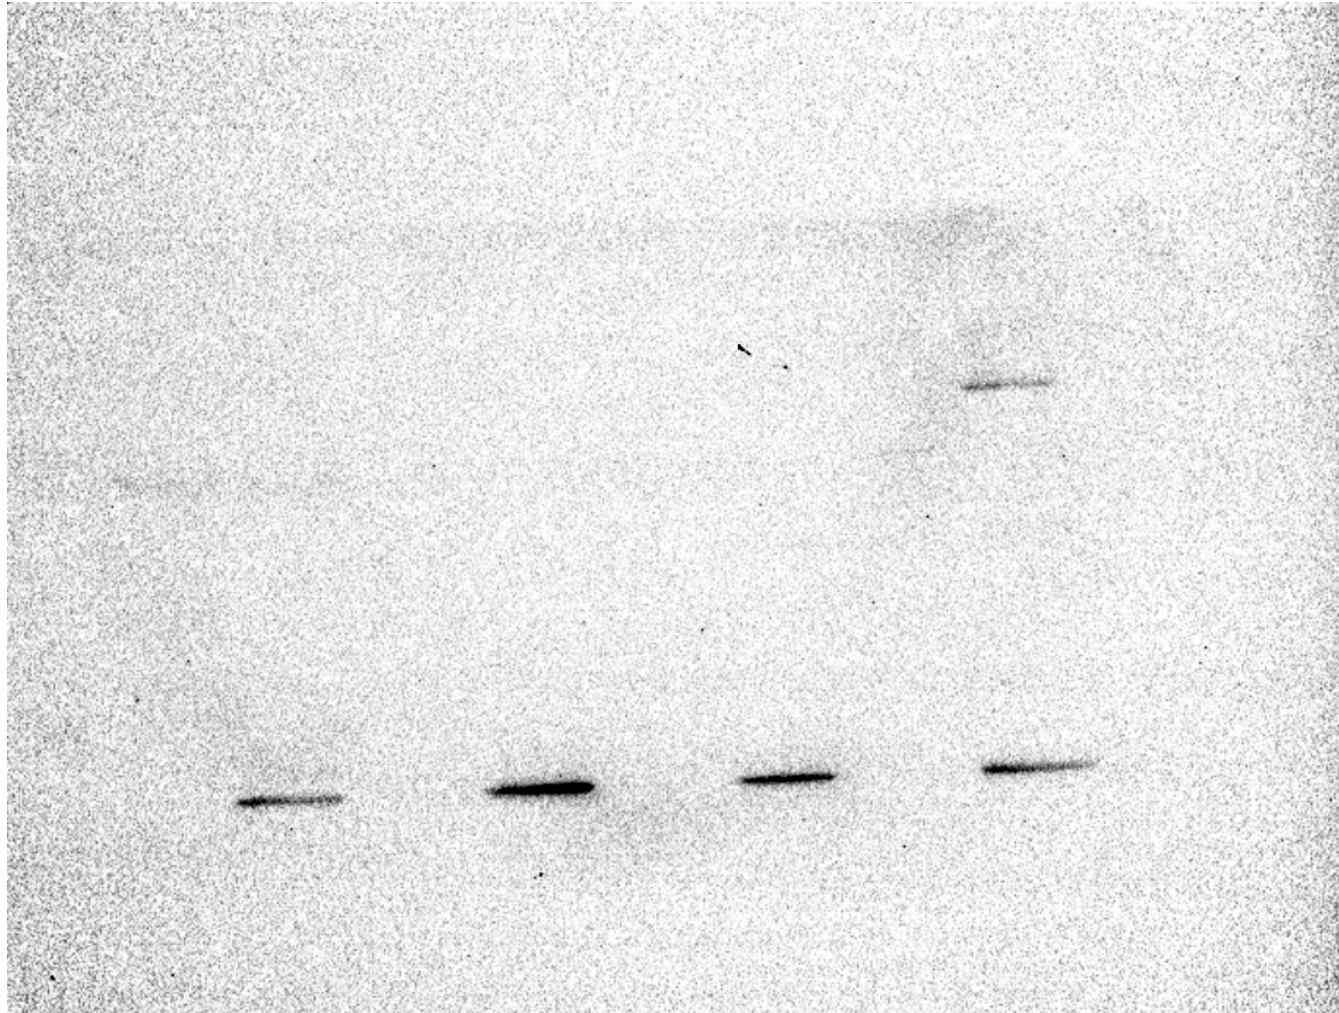

← Cleaved PARP  
89 kDa  
(Cell Signaling, 9541s, 1:1000)

# Full unedited gel for Supplementary Figure 4B

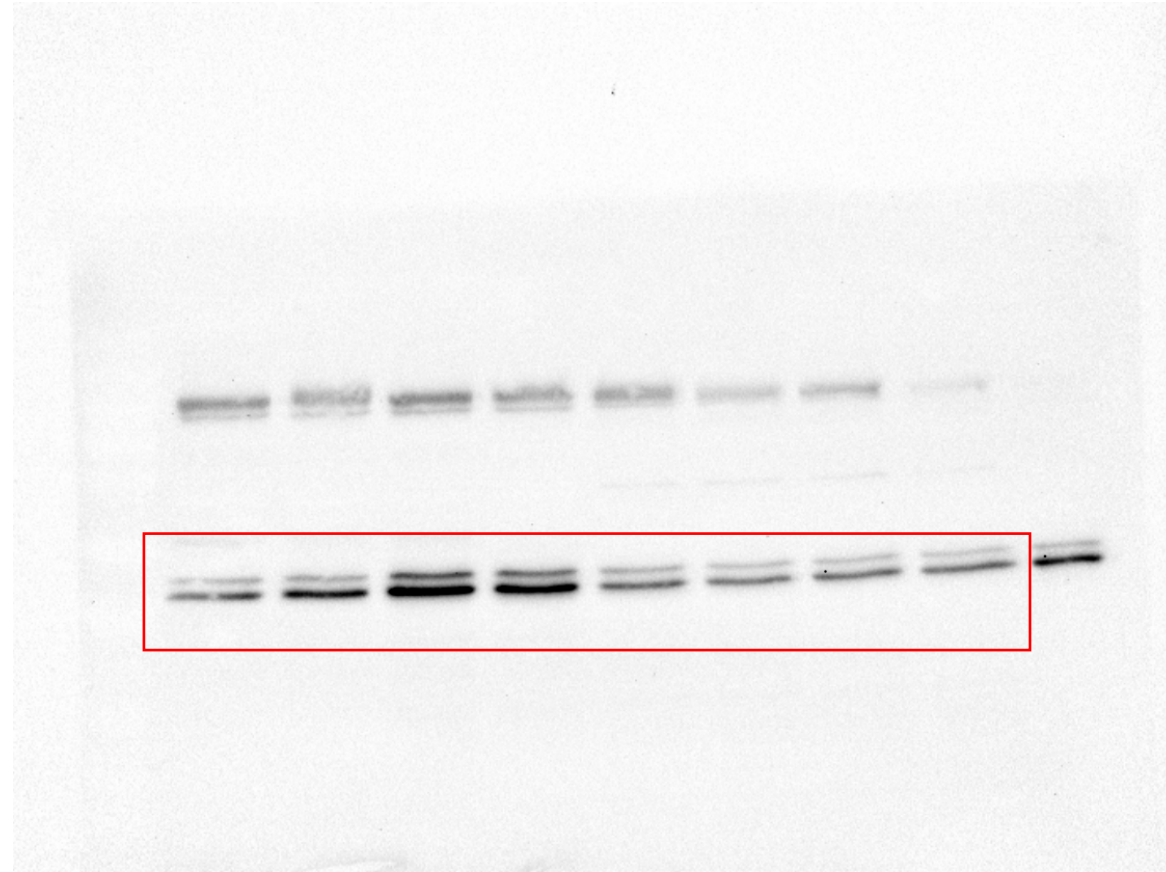

← p-ERK  
42,44 kDa  
(Cell Signaling, 9101s, 1:1000)

# Full unedited gel for Supplementary Figure 4B

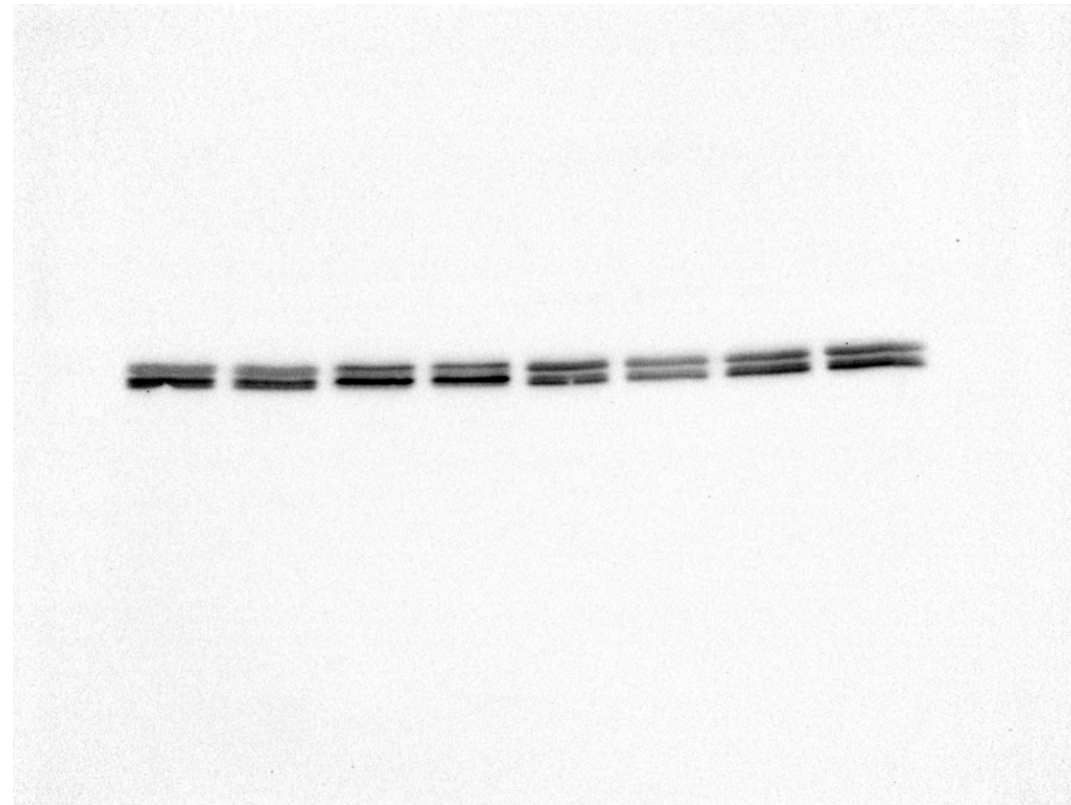

← ERK – p44/42 MAPK  
42,44 kDa  
(Cell Signaling, 9102s, 1:1000)

# Full unedited gel for Supplementary Figure 4B

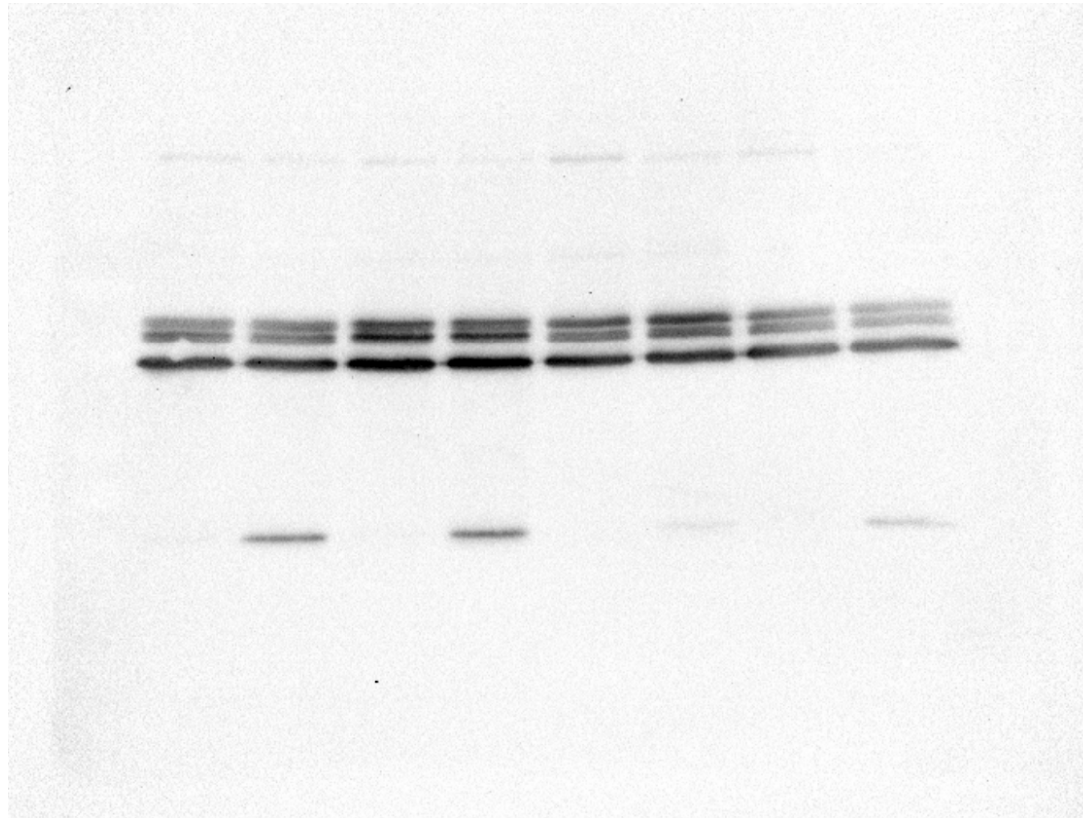

← H3K4me2  
18 kDa  
(Abcam, ab32356, 1:5000)

# Full unedited gel for Supplementary Figure 4B

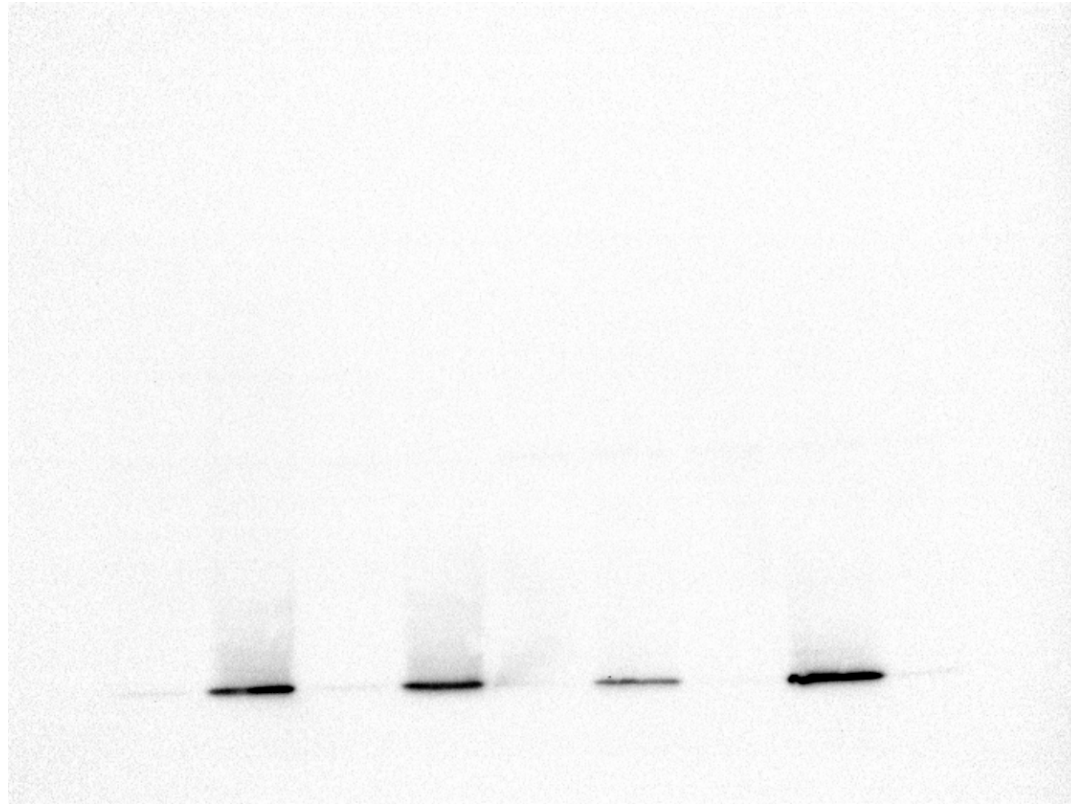

← H3K9ac  
18 kDa  
(Abcam, ab32129, 1:1000)

# Full unedited gel for Supplementary Figure 4B

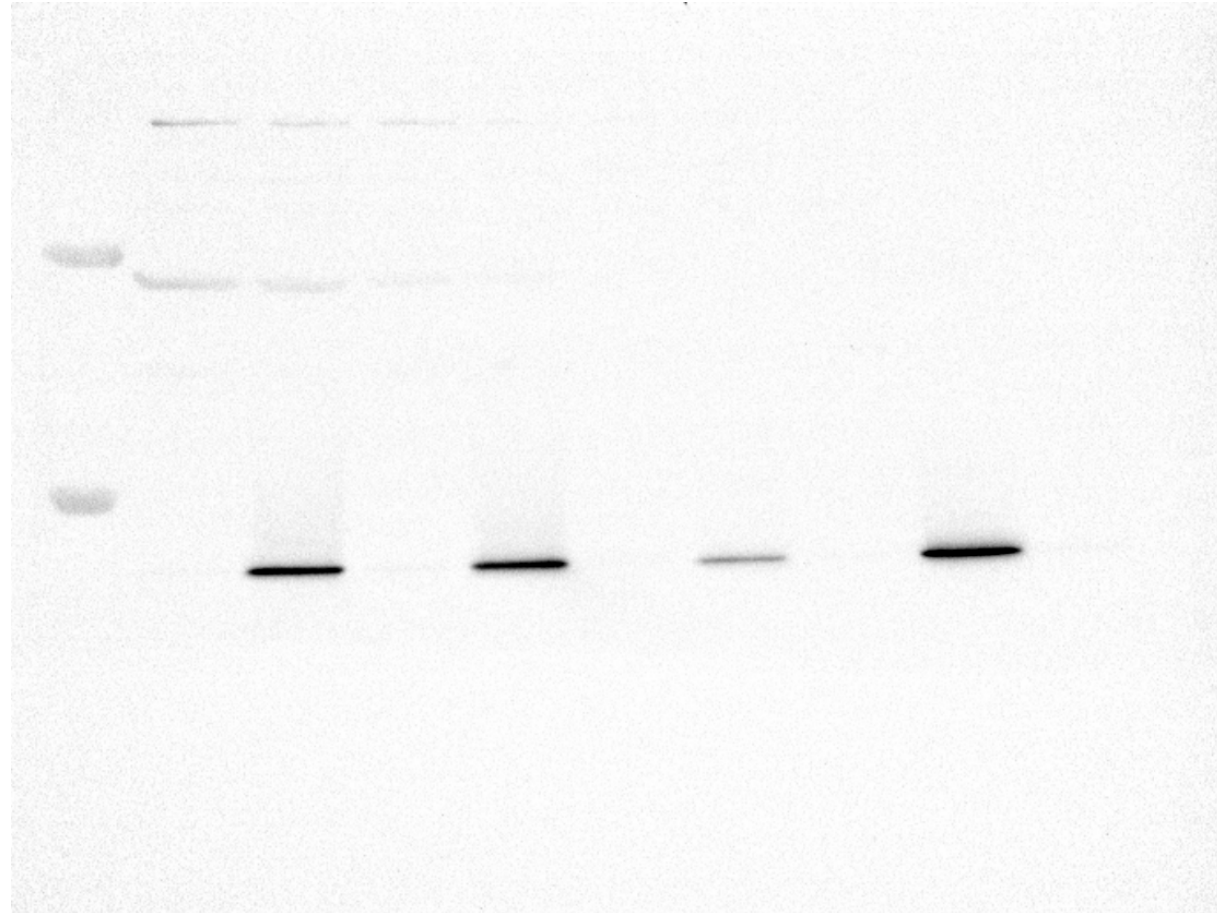

← H3K27ac  
15 kDa  
(Abcam, ab4729, 1:1000)

# Full unedited gel for Supplementary Figure 4B

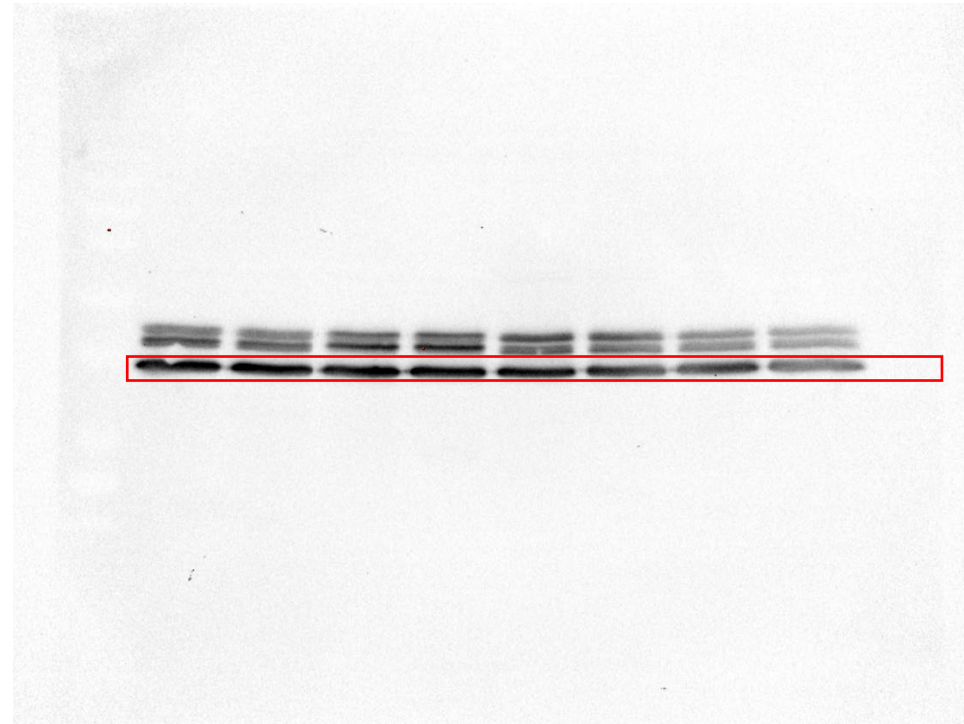

← GAPDH  
36 kDa  
(Cell Signaling, 2118L, 1:2000)

# Full unedited gel for Supplementary Figure 8B

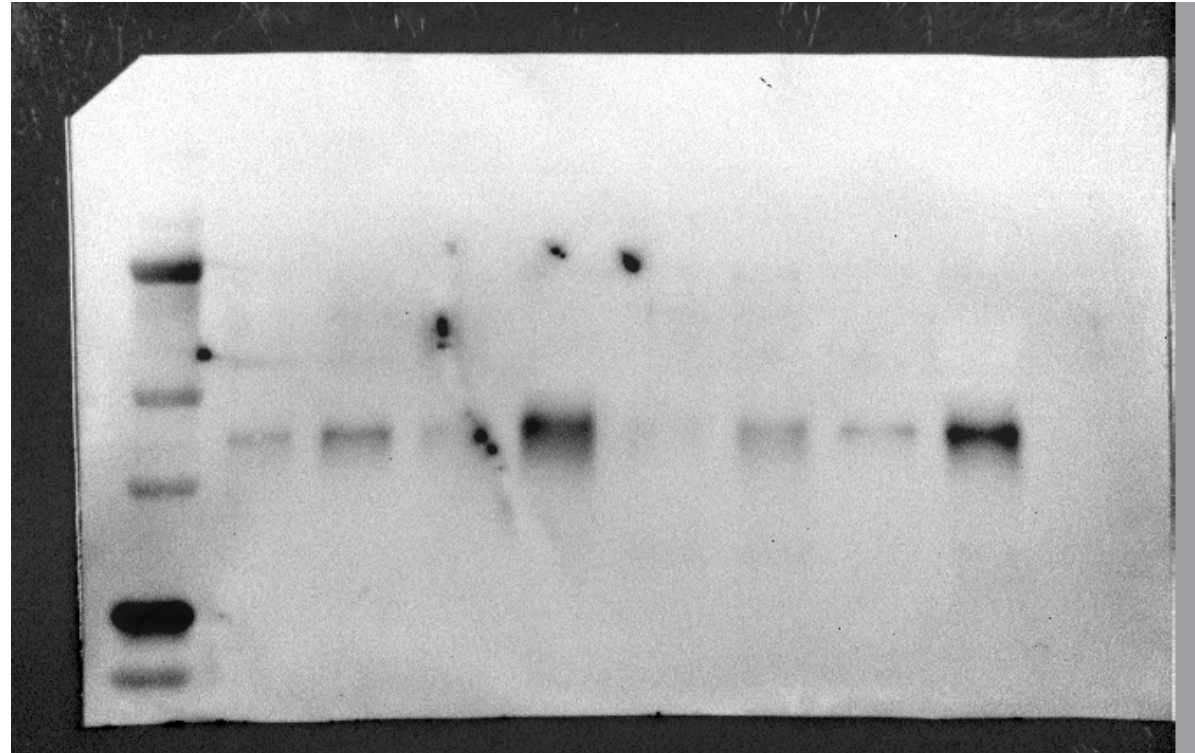

←  
DUSP1  
40 kDa  
(Millipore, 07-535, 1:1000)

# Full unedited gel for Supplementary Figure 8B

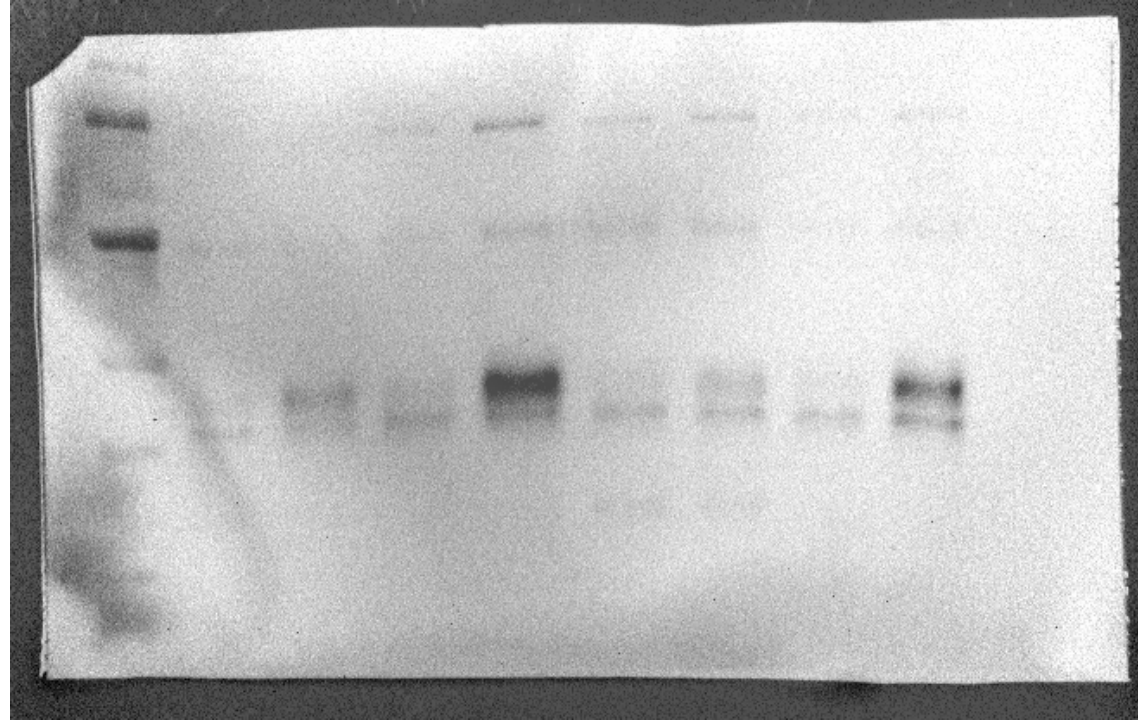

← DUSP5  
42 kDa  
(Abcam, ab200708, 1:1000)

# Full unedited gel for Supplementary Figure 8B

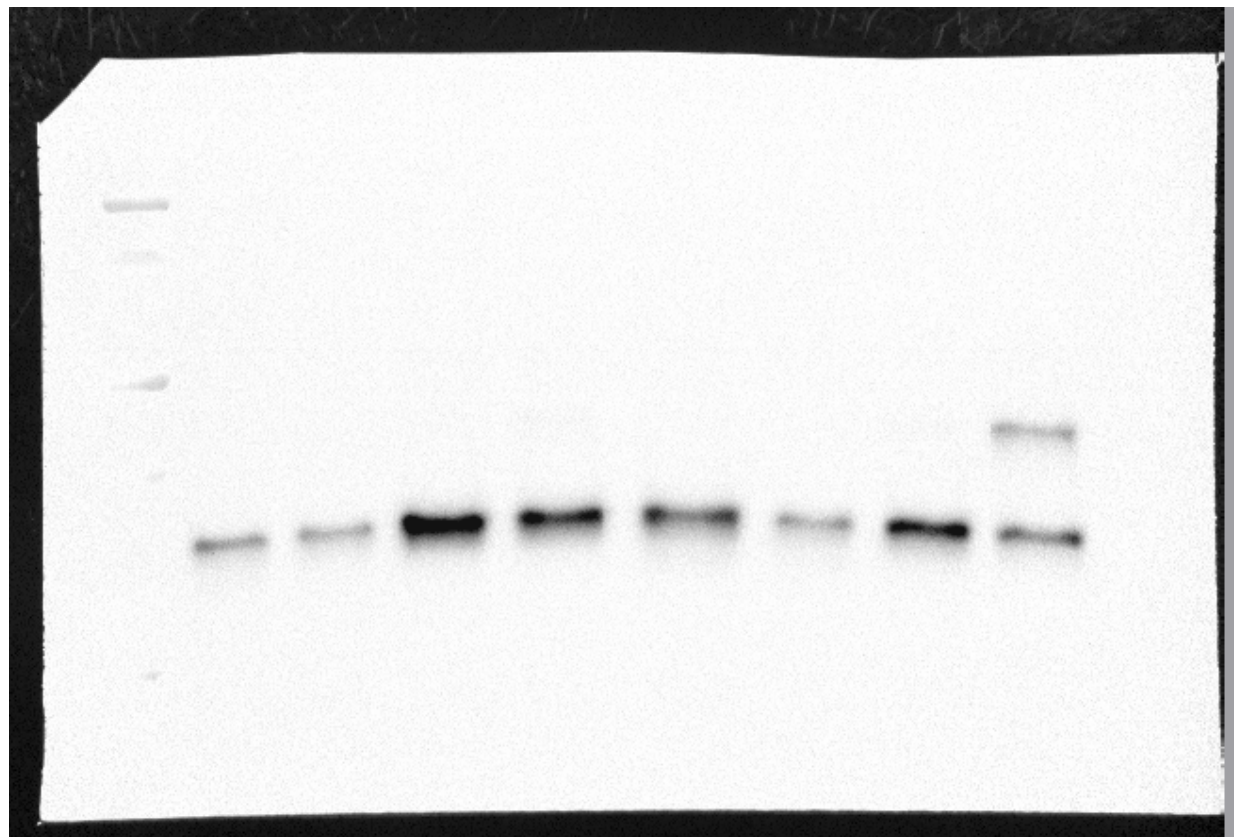

← p-p38  
43 kDa  
(Cell Signaling, 4631s, 1:1000)

# Full unedited gel for Supplementary Figure 8B

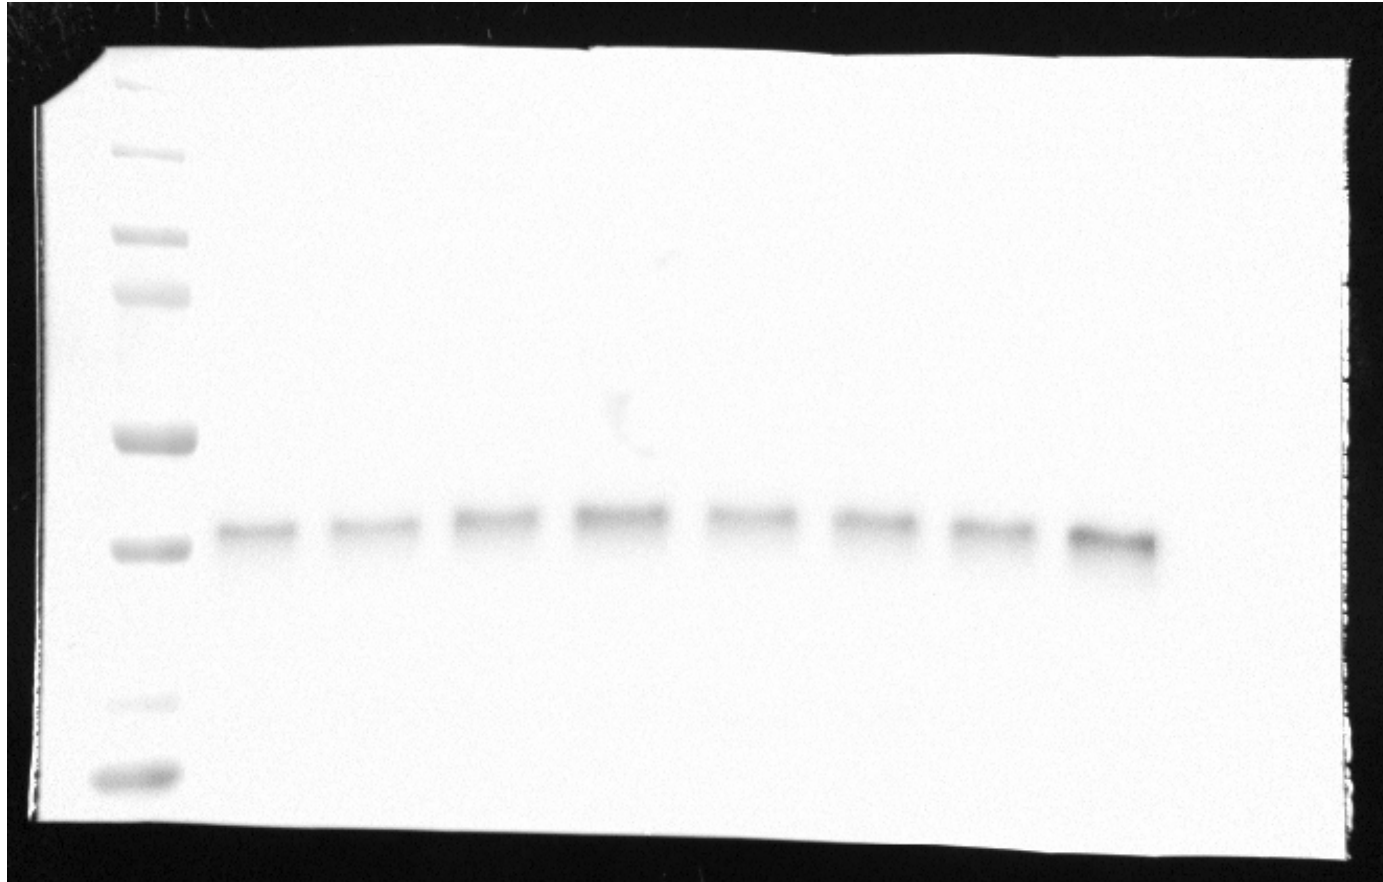

← p38  
40 kDa  
(Cell Signaling, 9212s, 1:1000)

# Full unedited gel for Supplementary Figure 8B

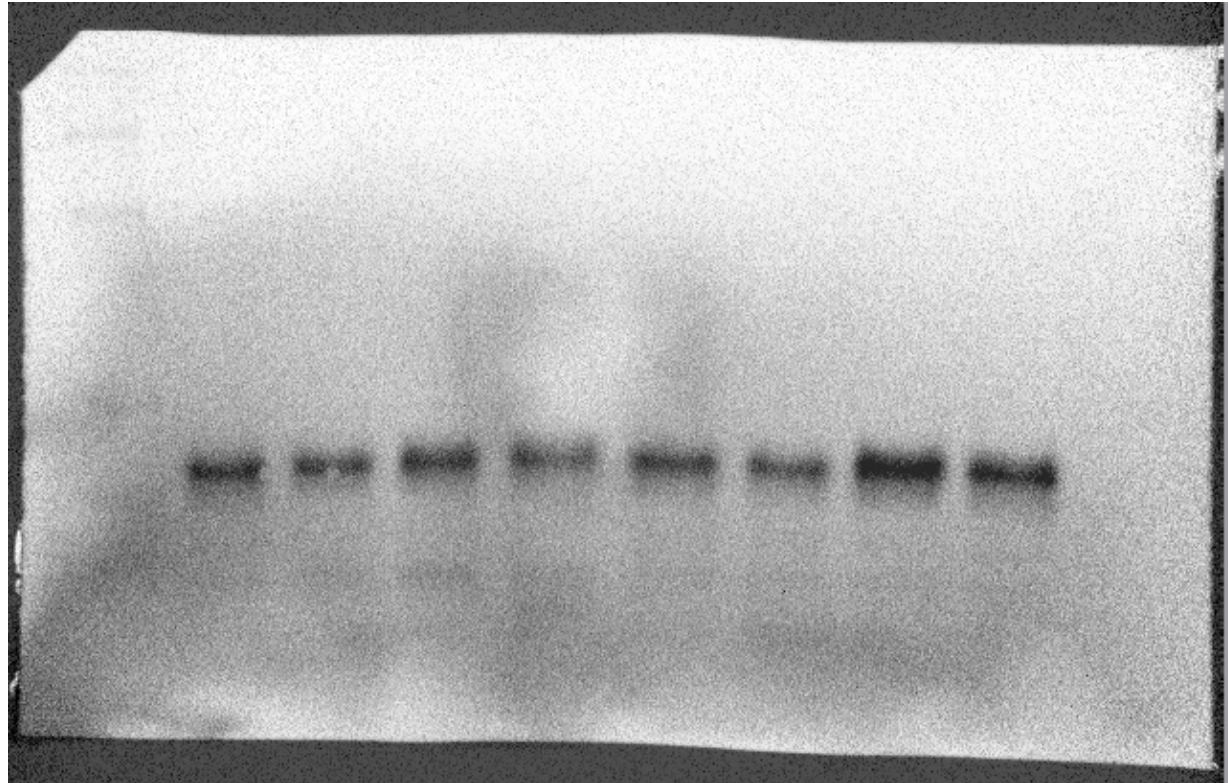

← p-cJUN  
40 kDa  
(Cell Signaling, 9261s, 1:1000)

# Full unedited gel for Supplementary Figure 8B

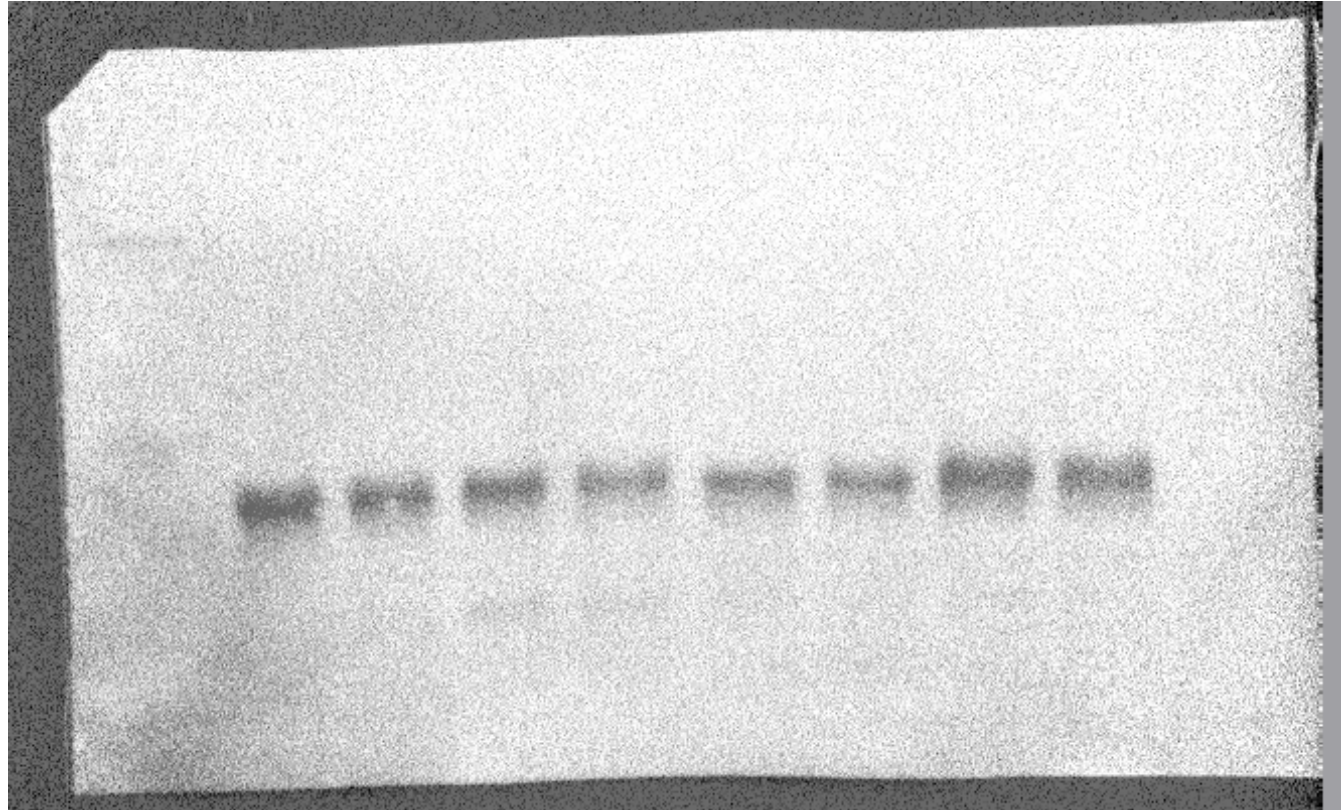

← c-JUN  
48 kDa  
(Cell Signaling, 9165s, 1:1000)

# Full unedited gel for Supplementary Figure 8B

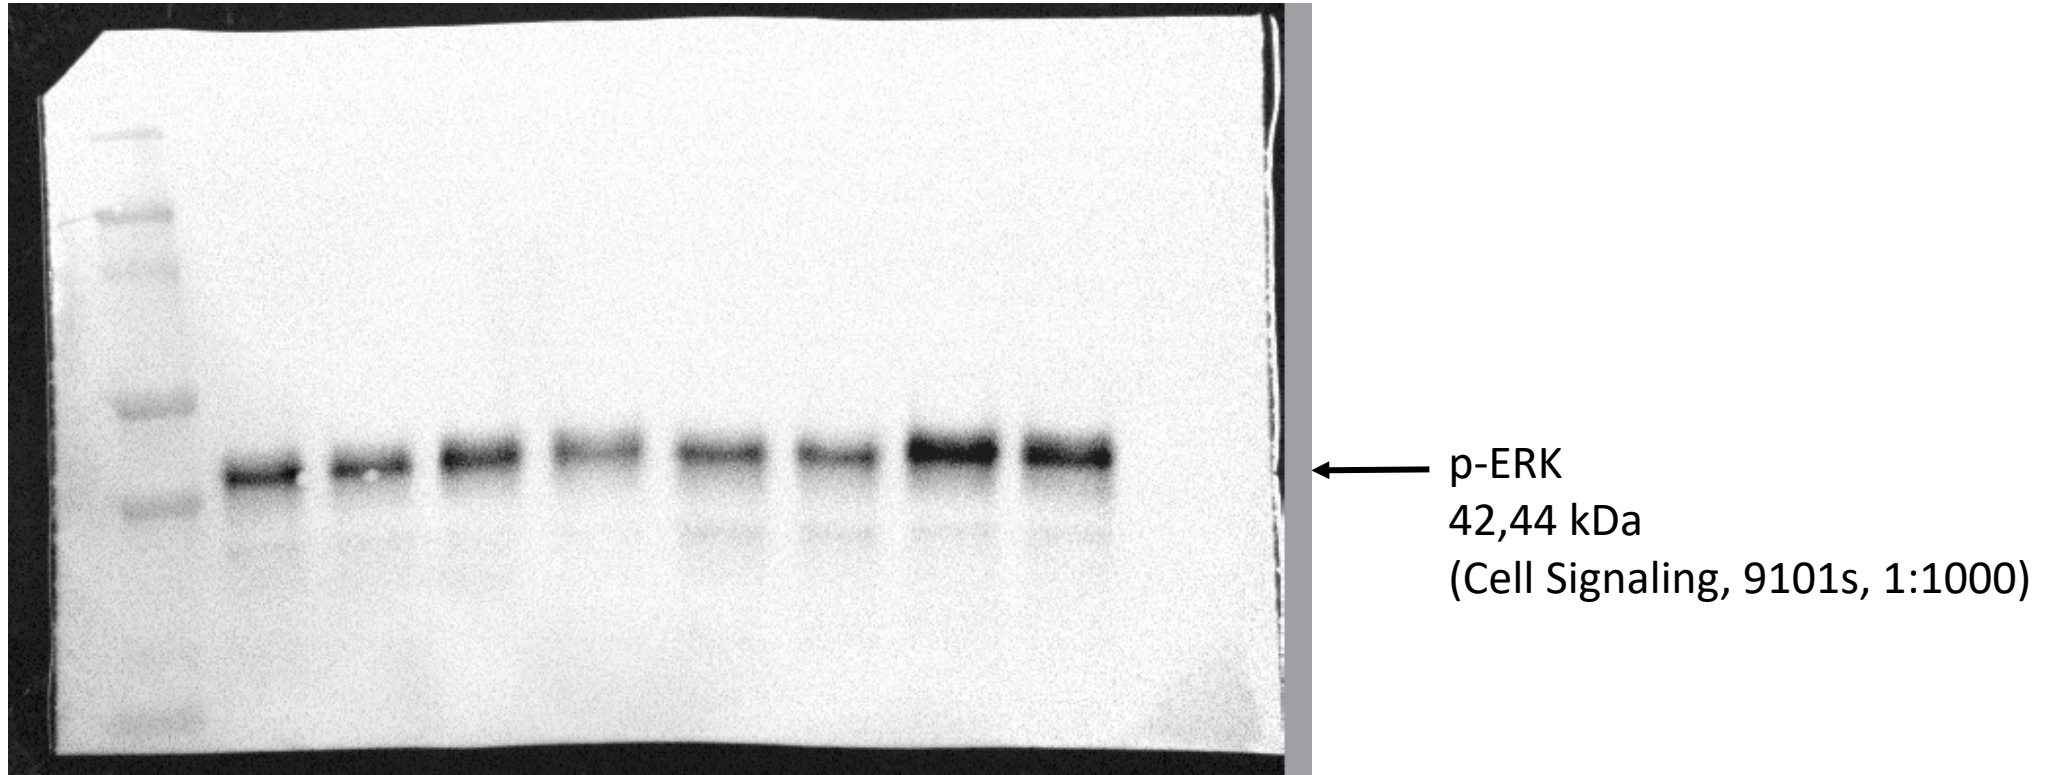

# Full unedited gel for Supplementary Figure 8B

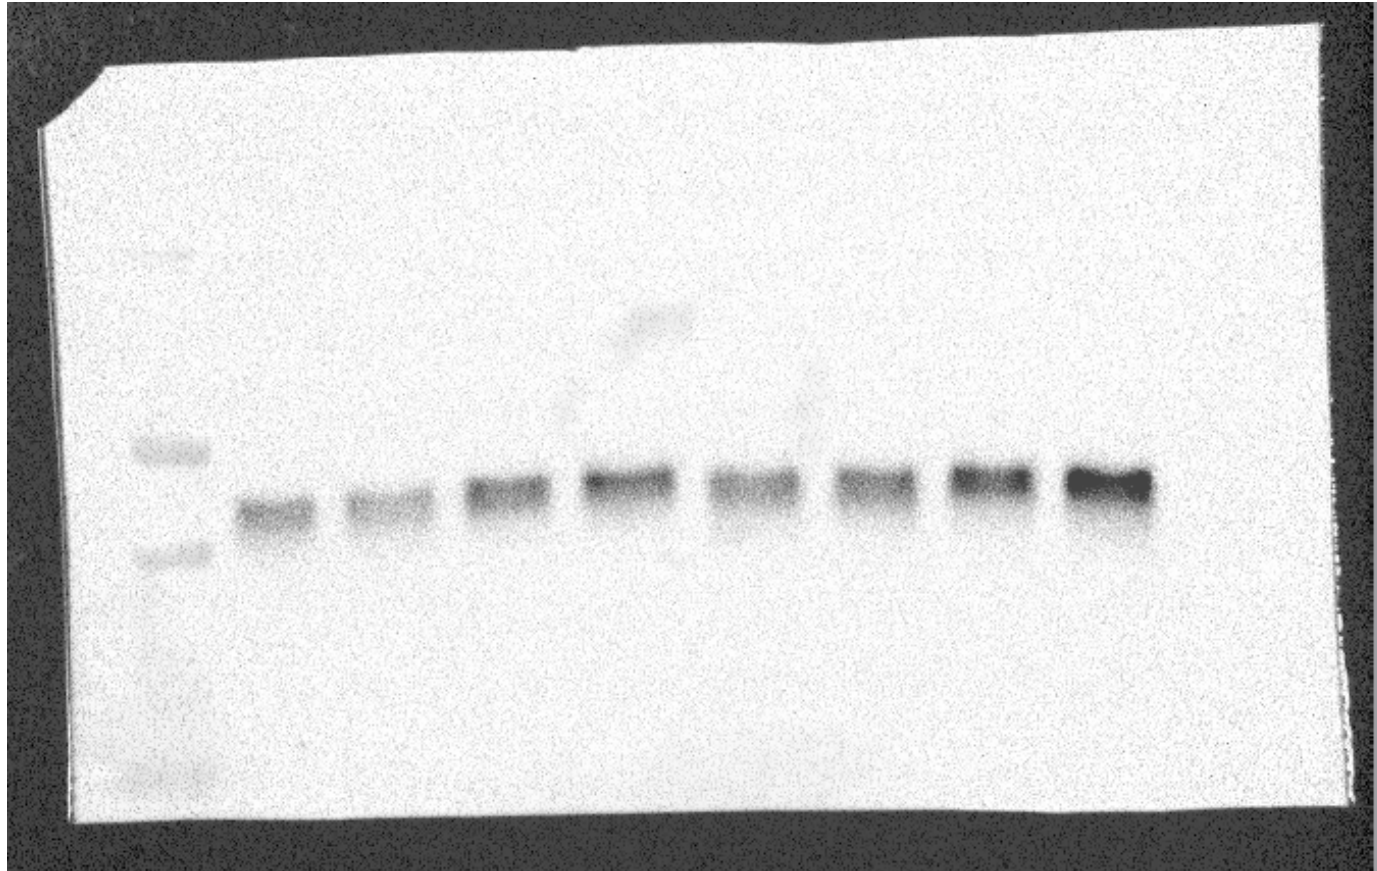

← ERK – p44/42 MAPK  
42,44 kDa  
(Cell Signaling, 9102s, 1:1000)

# Full unedited gel for Supplementary Figure 8B

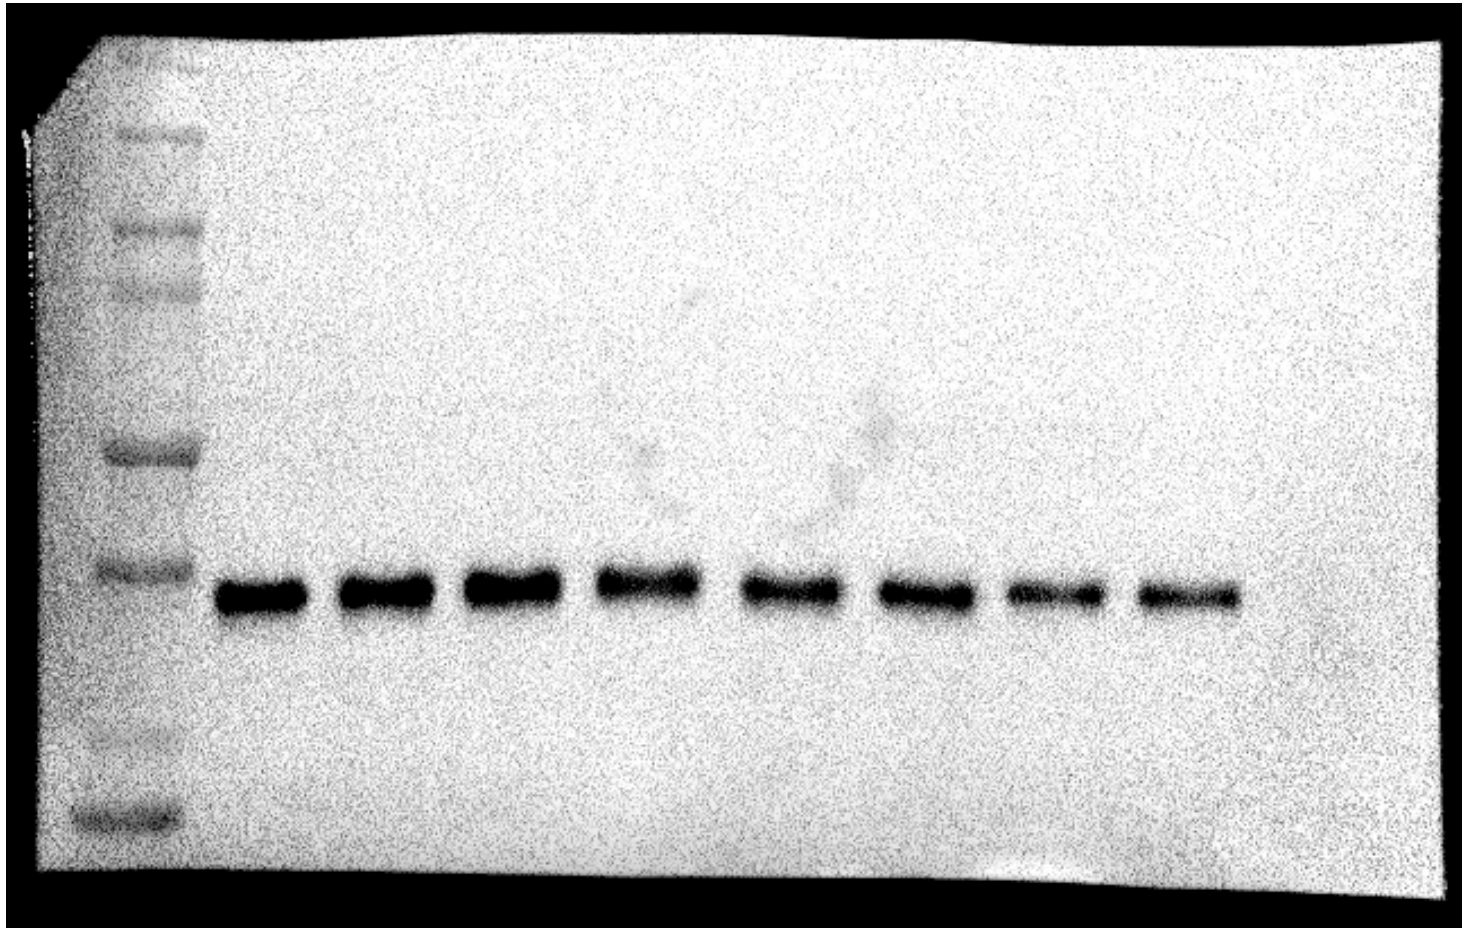

← GAPDH  
36 kDa  
(Cell Signaling, 2118L, 1:2000)

# Full unedited gel for Supplementary Figure 9D

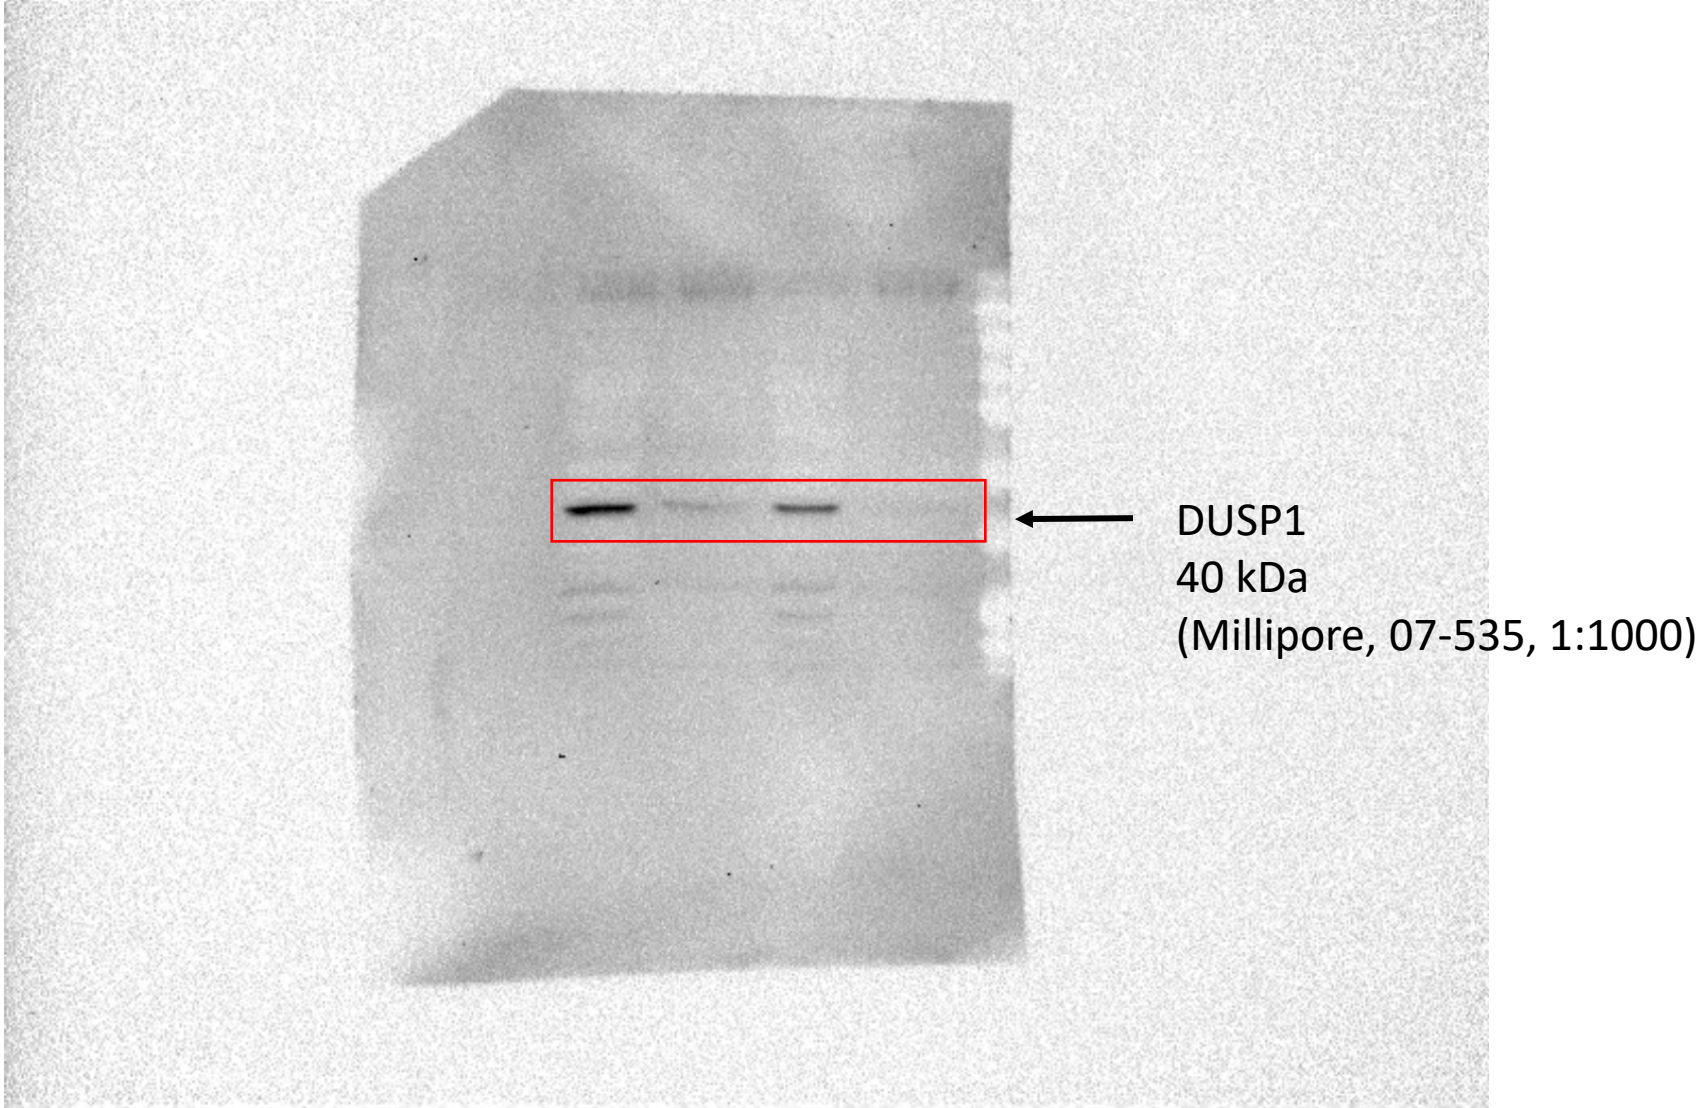

# Full unedited gel for Supplementary Figure 9D

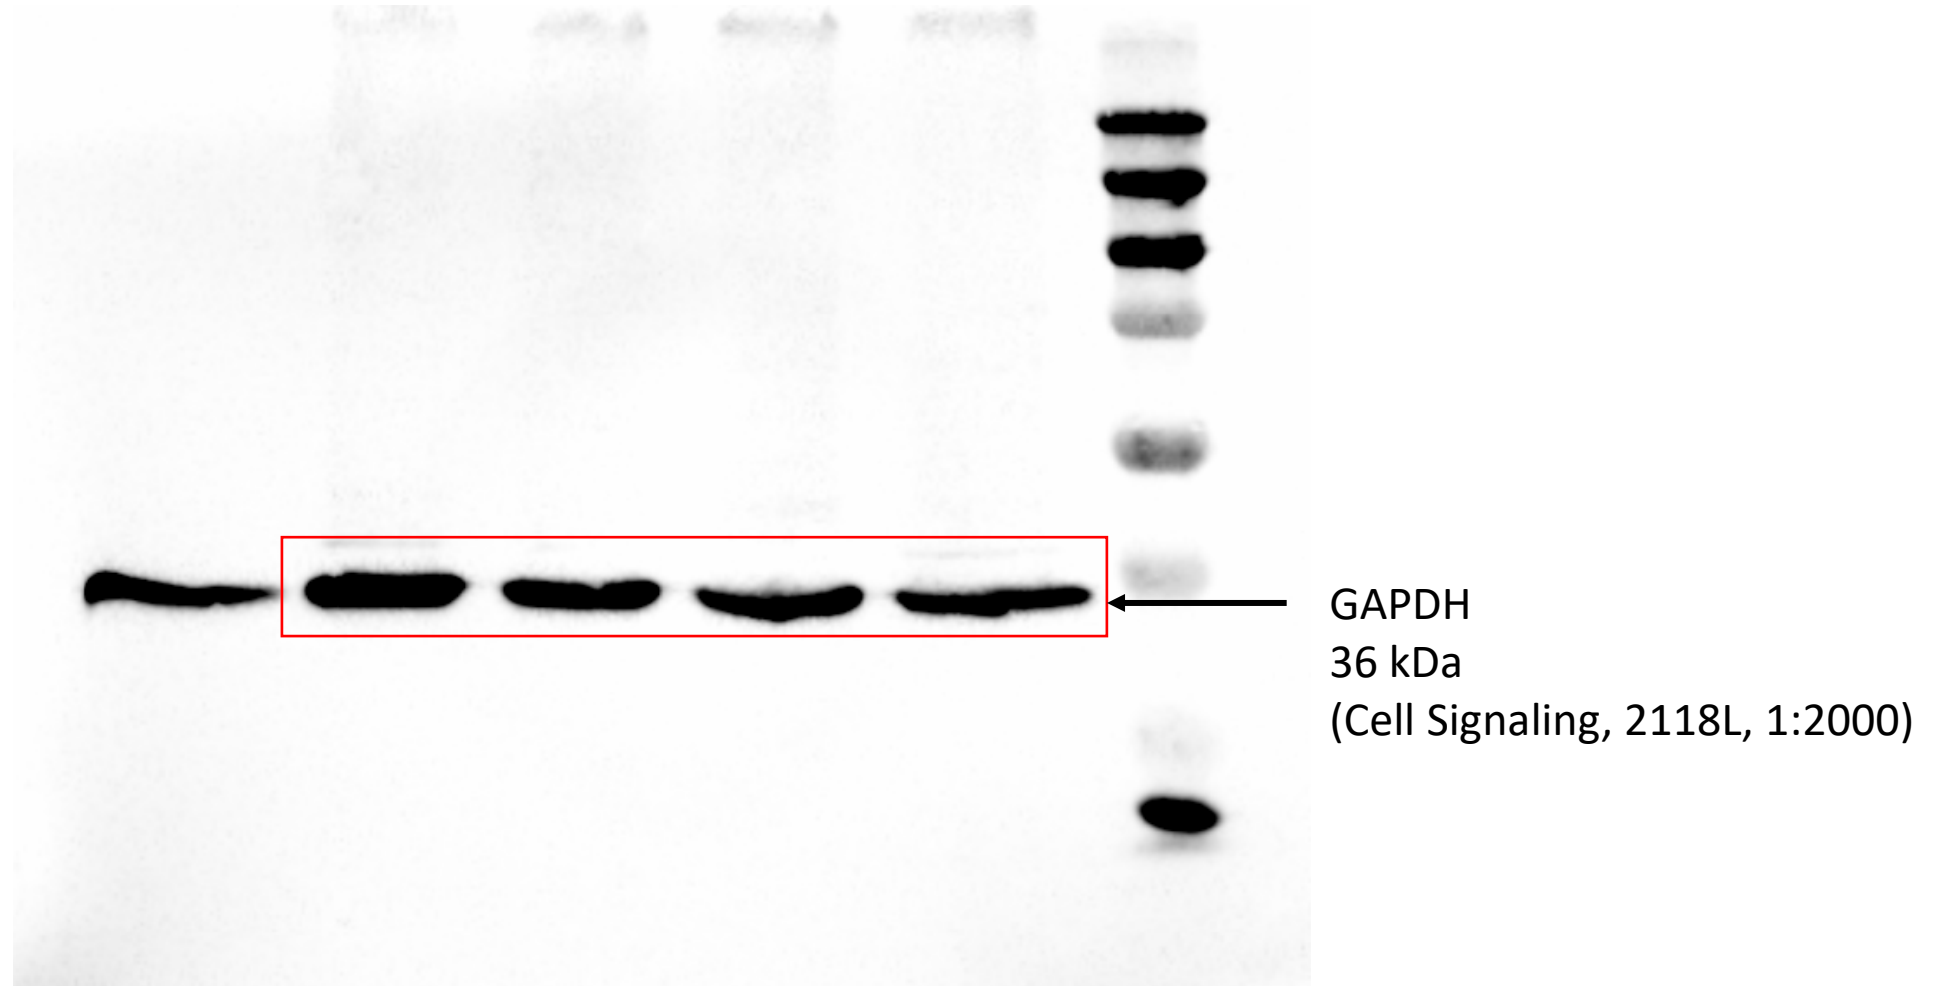

# Full unedited gel for Supplementary Figure 9D

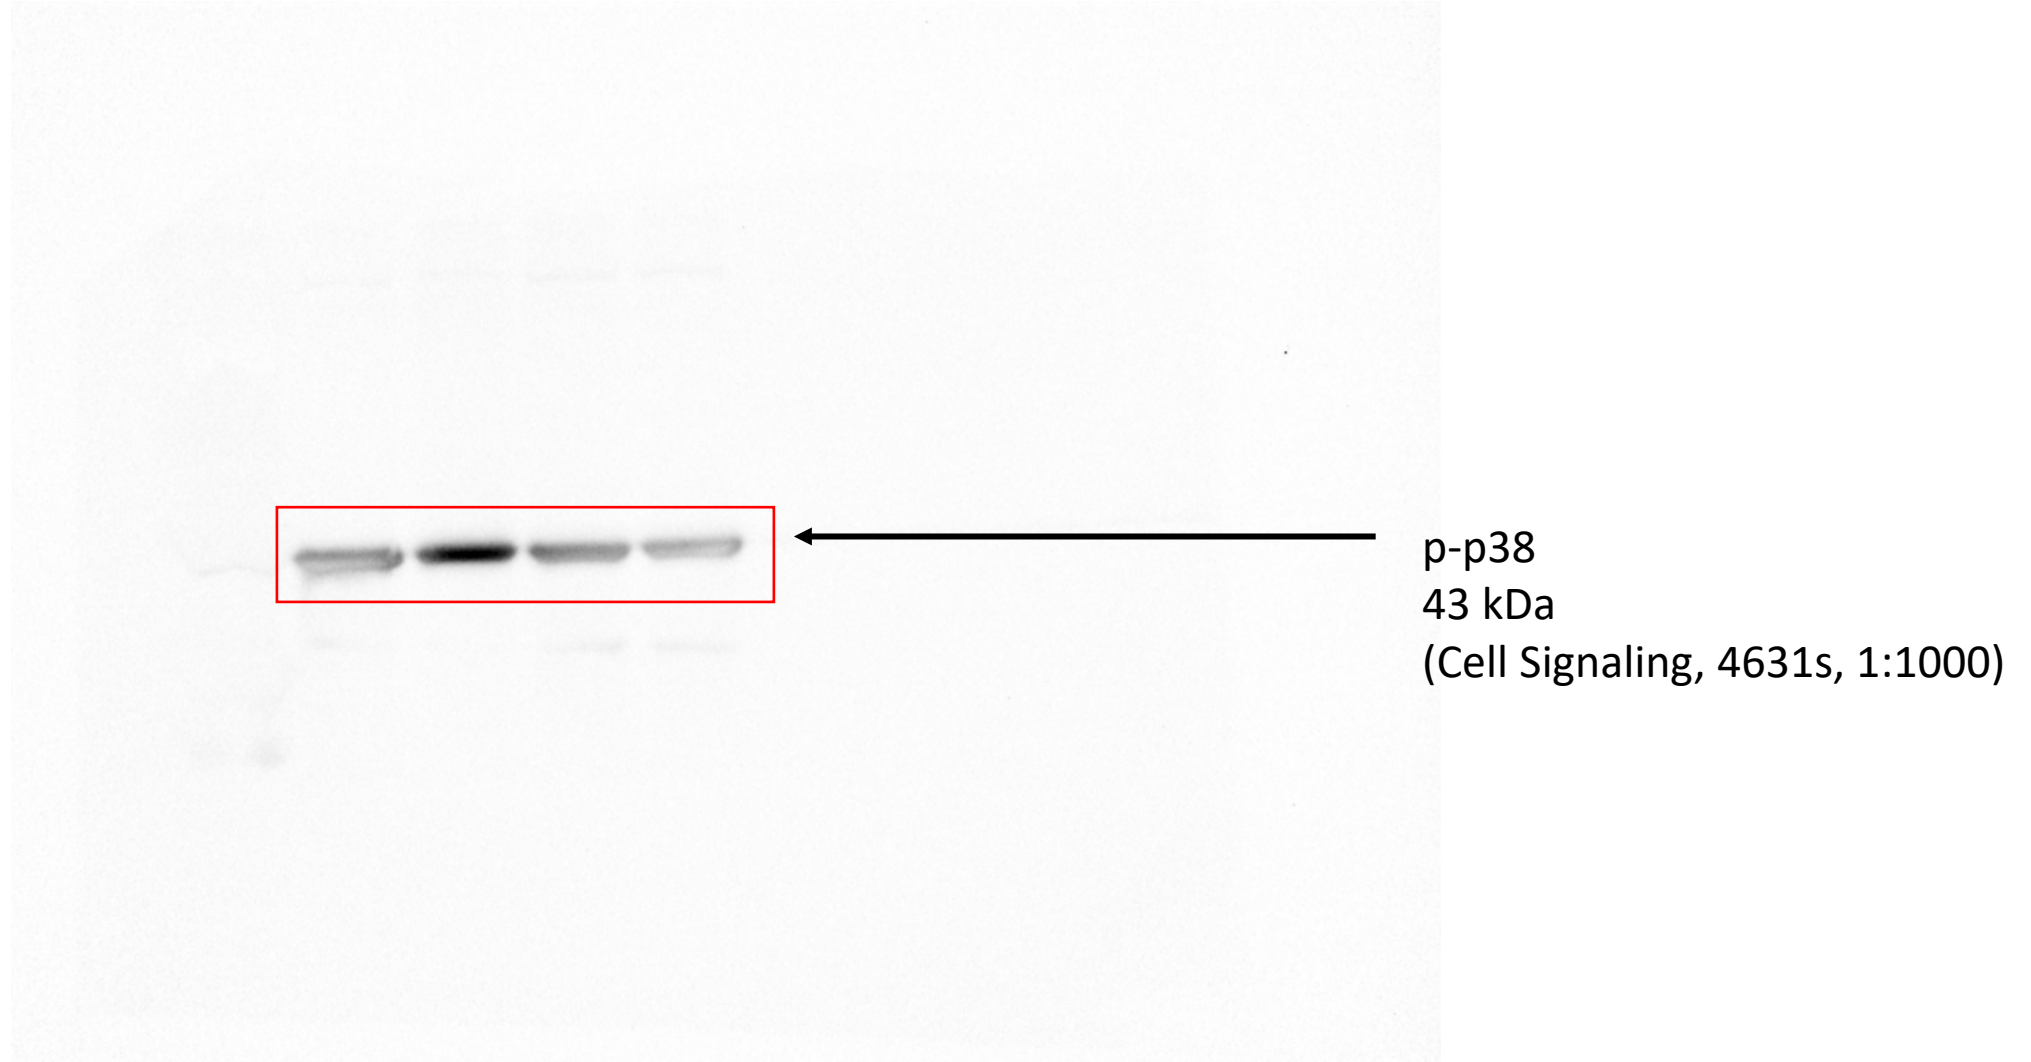

# Full unedited gel for Supplementary Figure 9D

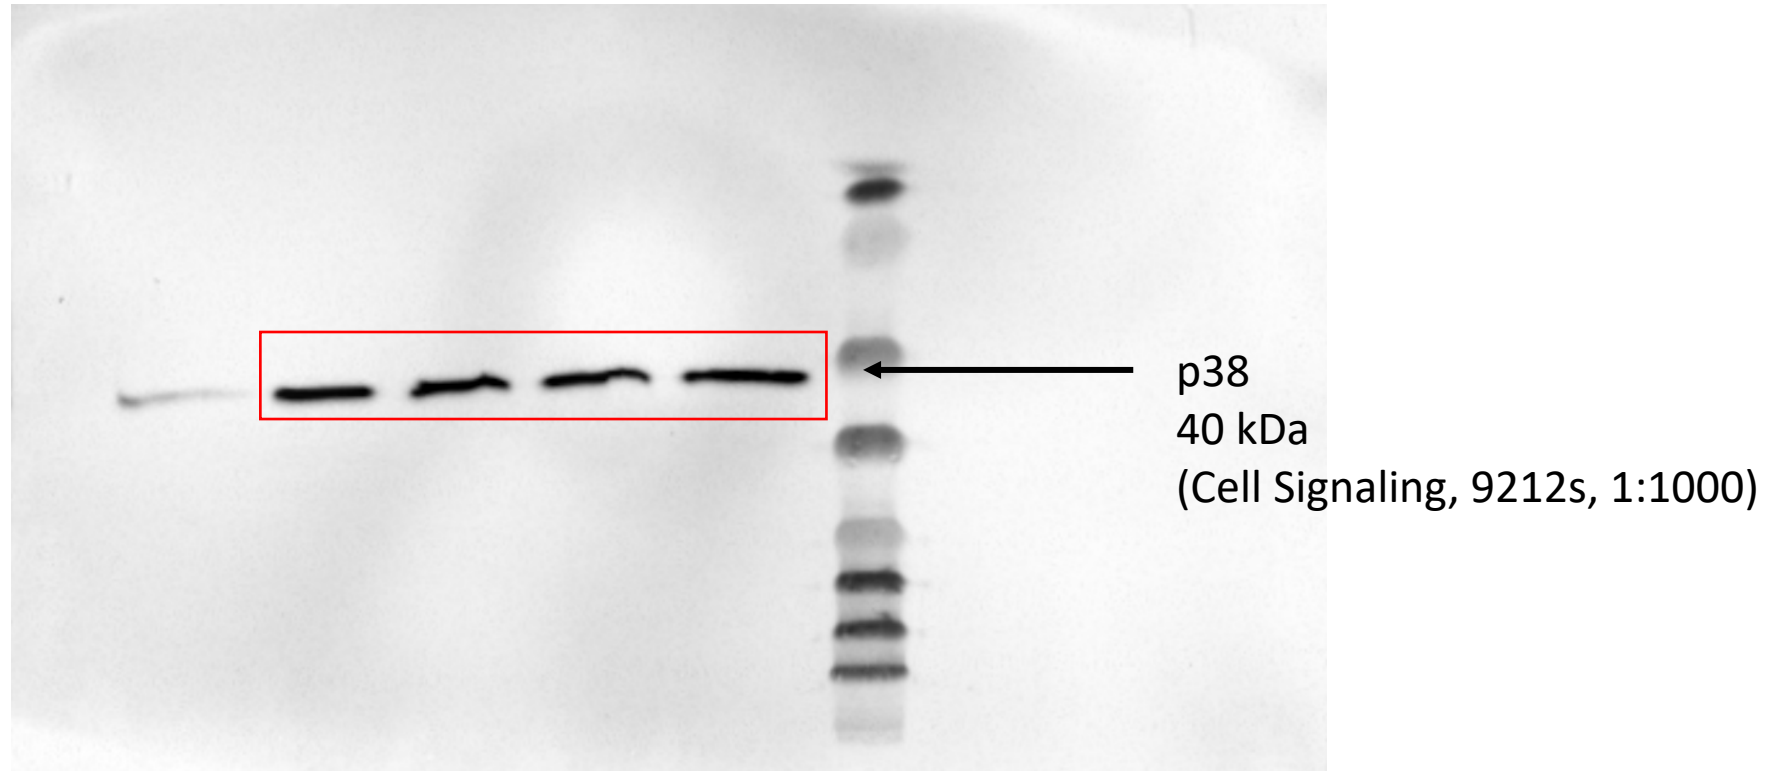

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

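RNA-Seq of 2 BRAFi-resistant melanoma cell lines, 451Lu-R and 1205Lu-R, was analysed. The authors trimmed reads with trimmomatic, quantified them with salmon against the GENCODE v32 transcriptome, summed them to genes, and tested treatments with DESeq2. The paper's text does not name the versions of these tools, and its Supplemental Methods were not used here. For corin (2.5 μM, 24 h) and DMSO, the authors deposited expected counts (salmon's estimated read counts) per gene for 8 libraries, 2 per group, without normalization. For PLX4032 plus corin against PLX4032, the authors deposited log2 fold changes from their own DESeq2 comparison and the p-values adjusted by it, per gene and cell line. These tables list 22092 genes each, of which 18496 in 451Lu-R and 18287 in 1205Lu-R have a log2 fold change. No counts per library were available for the PLX4032 libraries, so the treatment was not tested again and the authors' values were used as theirs. Tests on these values cover the overlap of the authors' calls and the place of gene lists among random lists. The authors' log2 fold changes, and the difference between the cell lines in them, were also correlated with those for corin alone. The tables do not state the spread between replicates.

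The table of counts holds 34228 genes, of which 34052 were matched to a name in GENCODE 44, which was also used for overlaps between genes, exonic length and GC content. Totals per library ran from 9516687 to 11797788 estimated counts. The 10 genes with most counts took between 5.95% and 8.78% of a library. A group whose libraries all had 3 counts or fewer was treated as being at the floor, and fold changes against it are given as lower bounds. Wilson intervals cover counting error over genes taken as independent. Between the 2 replicates of a group, the counts had a chi-square per degree of freedom from 1.30 to 1.40, where Poisson sampling alone gives 1. The small p-values rest on this low spread, and the paper's text does not say whether the replicates were separate cultures. The deviations of libraries with the same replicate number correlated with r of -0.042 in 451Lu-R and 0.022 in 1205Lu-R, so replicate numbers were not used as a block except as an alternative. The labels give no sequencing batch or date.

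Estimated counts were rounded to whole numbers. Corin was compared with DMSO in each cell line with edgeR 4.0.16 (filterByExpr on the treatment group, TMM normalization, glmQLFit and glmQLFTest, 2-sided, Benjamini-Hochberg adjustment) in R 4.3.3. TMM factors ran from 0.967 to 1.04. Genes were called at a fold change of 4 or more and an FDR under 0.001, the thresholds of Figure 5A. Overlaps of calls were tested with 2-sided Fisher's exact tests over the genes tested in both. The difference between the cell lines was tested with an interaction term on the 8 libraries. The same term was not run for PLX4032, since it needs counts. Genes changed in at least 1 of 4 comparisons were taken at an adjusted p under 0.01 and an absolute log2 fold change over 2, as in Figure 5B, and clustered by k-means with K = 6 (50 starts, fixed seed).

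Gene lists for 14 pathways, responses and complexes were written by hand, because KEGG's and the published signatures' gene sets were not available. They hold from 15 genes (RISC) to 250 genes (MAPK signaling). They were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over the 14 lists. For the authors' deposited tables, each list's median log2 fold change was placed among 10000 random lists matched on expression in 20 bins, and counted as past the threshold under percentile 2.5 or over 97.5. Random lists treat genes as independent, and the percentiles were not adjusted over the 14 lists, unlike the camera results. Percentiles close to a limit are therefore weak evidence.

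The comparisons, gene lists, naming rule and alternatives were set before the data were examined. Genes named in the text are those the paper names, the members of the *DUSP*, RISC and CoREST lists, at most 3 members of each other list with the largest change at an FDR under 0.001, and per comparison at most the 3 genes that rose most and the 3 that fell most. The last group was taken among genes past the thresholds with a mean of at least 1 CPM and every corin library beyond every DMSO library.

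Alternatives for corin against DMSO were DESeq2 1.42.0, edgeR with RLE size factors, library size only, no filter, a mean of at least 1 CPM, a replicate block, all libraries in one fit, an FDR under 0.05 without a fold change, a fold change of 2 with an adjusted p under 0.01, and leaving out each library in turn. For the lists they were fgsea 1.28.0 on the log2 fold change, a replicate block, the inter-gene correlation estimated from the libraries, and a mean of at least 1 CPM. For k-means the alternative was K = 4. Leaving out a library leaves 1 in its group, so those fits give log2 fold changes and shares without a test.

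The methods were tested on simulated data with known changes. For 451Lu-R, edgeR recovered 199 of 199 changed genes with 11 false calls among 14109 genes, and DESeq2 recovered 196. For 1205Lu-R, edgeR recovered 200 of 200 with 6 false calls among 14150 genes, and DESeq2 recovered 193. The interaction term recovered 195 of 200, with 9 false calls among 15548 genes. Camera called a raised list of 100 genes and did not call an unchanged one. That does not show how camera performs on lists whose genes move in both directions. In the measured data, 11612 of 14530 genes in 451Lu-R and 11396 of 14563 in 1205Lu-R passed an FDR under 0.05. The simulations changed few genes, so they do not show how the methods perform where most genes change. Repetitive elements, transcription factor motifs, published signatures and the ChIP-Seq experiments were not analysed here.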

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

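The comparisons with the authors' deposited tables in this part were chosen after the results were seen, and the other tests were not.

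The effect of corin differed between the cell lines for many genes. By edgeR's interaction term on 8 libraries (2 per group), 7984 of 16062 genes responded differently at an FDR under 0.05. With DESeq2 the number was 6287, and with a replicate block it was 7731. Depth was tested by thinning the 8 libraries to the smallest total, which gave 7639 genes. Scaling was tested with library size only in place of TMM, and 6652 of the 7984 genes were called again. Genes silent in a cell line were tested by expression, and 7.30% of the 7984 had a mean under 1 CPM in the 4 libraries of one cell line. A swap of cell lines between labels goes against the counts, since *SOX10* had 0 counts in all 4 libraries of 1205Lu-R and 734 CPM with DMSO in 451Lu-R. A response to corin that depends on the cell line is one candidate explanation. The labels give no batch. A batch among these 8 libraries as the only source was tested with the authors' deposited tables, which come from other libraries. Over 7510 of the 7984 genes, the difference between the cell lines correlated with that in the authors' deposited tables at r = 0.890, which goes against it. *MITF* moved by -1.37 in 451Lu-R and 1.05 in 1205Lu-R with corin alone, and the authors' deposited tables list -2.07 and 1.06. Gene length, GC content and reads shared between paralogs were not tested for this difference, so the response by cell line stays a hypothesis.

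For 17 of the 23 genes named by the paper whose interaction was tested, it passed an FDR of 0.05 (2 libraries per group). As log2 differences, 1205Lu-R minus 451Lu-R, the values were 2.38 for *MITF*, -1.11 for *PAX3*, -5.68 for *AXL*, -3.34 for *WNT5A*, -1.71 for *TGFBR1*, -1.67 for *ZEB1* and 2.29 for *ZEB2*. They were 0.66 for *NFKB1*, 3.09 for *PPARGC1A*, 0.31 for *SNAI1*, 2.95 for *SNAI2*, -0.67 for *HDAC1* and -0.30 for *REST*. Among the *DUSP* genes they were -0.60 for *DUSP1*, -1.09 for *DUSP4*, -0.93 for *DUSP5* and 0.35 for *DUSP6*. Adjusted p-values ran from 2.95e-19 for *SNAI2* to 0.0372 for *REST*. With DESeq2, the interactions of *PPARGC1A* (3.40) and *REST* (-0.29) no longer passed. For *AXL* and *PPARGC1A*, every library of one DMSO group had 3 counts or fewer, so the size of their difference is uncertain. *AXL*, *DUSP6*, *SNAI2*, *REST*, *ZEB1* and *ZEB2* overlap a gene on the opposite strand, and the strandedness of the libraries was not known here, so a share of their counts could come from that gene. The tests on depth (7639 genes) and scaling (6652 genes) above cover all genes together and were not repeated for single genes.

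The genes with the largest changes in each cell line lie outside those the paper discusses. In 451Lu-R, *TMEM47*, *ABCB1* and *PKIA* rose by at least 7.41, 7.34 and 7.17 on the log2 scale, with 0 counts in both DMSO libraries. ENSG00000284824, *FRG2DP* and ENSG00000262633 fell, with log2 bounds of -4.79, -4.48 and -3.47 and 0 counts in both corin libraries. The authors' deposited table for 451Lu-R lists falls for ENSG00000284824 (-6.11) and *FRG2DP* (-8.23), but a rise for ENSG00000262633 (1.18, adjusted p = 0.000733). In 1205Lu-R, ENSG00000259033, *RFPL4A* and *IL3RA* rose by at least 7.21, 7.07 and 6.91, with 0 counts in both DMSO libraries. ENSG00000262633, *ENO1P1* and *SENP3-EIF4A1* fell, with bounds of -4.09, -3.82 and -3.03 and 0 counts in both corin libraries. The authors' deposited table for 1205Lu-R lists a rise for ENSG00000259033 (9.02, adjusted p = 1.27e-17). For *ENO1P1* it lists a fall (-1.58, adjusted p = 0.0143) that is smaller than the bound here. All 6 genes named in 451Lu-R and all 6 in 1205Lu-R had every library of one group at 3 counts or fewer. Ranking by fold change favours such genes, so few reads in one group is a candidate explanation for their rank. In 1205Lu-R, 4 of the 6 overlap another annotated gene, and in 451Lu-R 2 of 6 do. Those in 1205Lu-R are *ENO1P1* (with *EDARADD*), ENSG00000262633 (with *GOSR2*), *SENP3-EIF4A1* (with *EIF4A1* and *SENP3*) and ENSG00000259033 (with *COX16* on the opposite strand). In 451Lu-R they are ENSG00000262633 and *FRG2DP*, while ENSG00000284824 is not in the annotation and its overlap is unknown. For these genes, salmon's division of reads between overlapping transcripts cannot be told apart from a change in expression. For *TMEM47*, *ABCB1*, *PKIA*, *IL3RA* and *RFPL4A*, no overlap was found, and counts in the corin libraries ran from 330 for *IL3RA* to 565 for *TMEM47*. The authors' deposited tables, from other libraries, list rises for all 5, with log2 fold changes of 10.91 for *TMEM47*, 12.28 for *ABCB1*, 11.85 for *PKIA*, 10.90 for *IL3RA* and 11.15 for *RFPL4A*. Few reads under DMSO leave the size of these rises uncertain, not their direction. Reads shared between paralogs were not tested.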

How the results depend on the processing

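The shifts of median log2 fold changes, the directions of genes added at a looser threshold and the sign changes with a library left out were chosen for report after the results were seen, and no alternative was. For corin against DMSO, the number of genes that rose and fell stayed within 1.5 times the value first reported, in both cell lines, with DESeq2, RLE size factors, library size only, no filter, a mean of at least 1 CPM, a replicate block and all libraries in one fit. Genes that rose ranged from 1528 to 2100 in 451Lu-R and from 1327 to 1717 in 1205Lu-R. Genes that fell ranged from 317 to 450 and from 159 to 244.

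The share of calls that rose moved with library size only, to 79.7% in 451Lu-R and 90.8% in 1205Lu-R. That scaling moved all genes of a cell line together. It put the median log2 fold change of all tested genes at -0.066 in 451Lu-R, against 0.032 with TMM, and at 0.109 in 1205Lu-R, against 0.034. The shares moved in the direction of these shifts. *ZEB1* (0.032) and *DUSP4* (0.012) reversed in 1205Lu-R and stayed under that median. With each library left out in turn, the share past 4-fold ranged from 80.5% to 82.1% in 451Lu-R and from 87.5% to 89.0% in 1205Lu-R. None of the called genes changed sign in those fits.

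For corin against DMSO, the threshold moved the counts most. At an FDR under 0.05 without a fold change, 6006 genes rose and 5606 fell in 451Lu-R (51.7%), 5886 rose and 5510 fell in 1205Lu-R (51.6%), and 3804 rose and 3766 fell in both. In the authors' deposited tables, 6087 rose and 4795 fell in 451Lu-R, 4994 rose and 4666 fell in 1205Lu-R, and 3313 rose and 2917 fell in both. *DUSP* genes called as risen were 10 in 451Lu-R and 9 in 1205Lu-R. At a fold change of 2 and an adjusted p under 0.01, 3147 rose and 1872 fell in 451Lu-R (62.7%), 3084 rose and 1388 fell in 1205Lu-R (69.0%), and 1607 rose and 706 fell in both. The authors' deposited tables then gave 3451 rises and 2119 falls in 451Lu-R, 2593 and 1304 in 1205Lu-R, and 1517 rises and 683 falls in both. *DUSP* genes called as risen were 5 and 8. With corin against DMSO, the genes added at an FDR under 0.05 were 4203 rises and 5211 falls in 451Lu-R and 4236 rises and 5302 falls in 1205Lu-R.

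With the inter-gene correlation estimated from the libraries, no list passed 0.05. In 451Lu-R the adjusted p was 0.105 for DNA replication (over its 4 alternatives, from 2.79e-06 to 0.105), cell cycle (from 1.88e-05), base excision repair (from 6.59e-05), MAPK signaling (from 0.000244), axon guidance (from 1.88e-05), cell adhesion molecules (from 1.01e-07), focal adhesion (from 4.90e-05) and Wnt signaling (from 0.00178). It was 0.110 for nucleotide excision repair (from 0.00846) and hedgehog signaling (from 5.45e-05), 0.355 for type II interferon response (from 0.0364) and 0.560 for ribosomal proteins. In 1205Lu-R it was 0.164 for DNA replication (from 4.60e-06), cell cycle (from 0.000115), base excision repair (from 1.71e-05), nucleotide excision repair (from 0.000464) and cell adhesion molecules (from 0.000464). The 2 residual degrees of freedom limit this setting.

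In 1205Lu-R, fgsea kept the direction of 4 lists that had not passed with camera and passed them, namely MAPK signaling (0.0159, over the alternatives from 0.0159 to 0.643), axon guidance (0.000476, to 0.456), hedgehog signaling (0.00133, to 0.360) and ribosomal proteins, which fell (0.0159, to 0.997). Directions reversed for Wnt signaling, which rose (0.0159, to 0.938), and focal adhesion, which rose (0.287, from 0.286 to 0.410). In 451Lu-R ribosomal proteins no longer passed (0.735 with fgsea and 0.0514 with a replicate block, over the alternatives from 0.0193 to 0.735). With a mean of at least 1 CPM, type I interferon response (0.731, from 0.315 to 0.997) and ribosomal proteins (0.733) reversed in 1205Lu-R. With that filter, the percentiles in the authors' deposited tables were 93.87 for hedgehog signaling in 451Lu-R and 80.35 for type II interferon response in 1205Lu-R, both within the random lists. The cause was not tested for any change in a list. The number of samples was 2 libraries per group throughout, and median log2 fold changes are given with each list's result.

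Of 184 log2 fold changes of single genes, 4 reversed under at least 1 alternative with a test and 17 changed their side of the threshold. With a library left out, which gives no test, 4 changed sign, all in 1205Lu-R and 0 of them past an FDR of 0.05 with all libraries. These were *TNRC6A* (0.059, down to -0.017), *DUSP3* (0.014, down to -0.0098), *DUSP22* (-0.086, up to 0.047) and *DUSP28* (-0.27, up to 0.023). Beyond *ZEB1* and *DUSP4*, the reversals with a test were *AGO1* in 451Lu-R with all libraries in one fit (0.000422), and *DUSP3* in 1205Lu-R with no filter (-0.032) and all libraries in one fit (-0.000556). These settings shifted the named genes of a cell line almost alike, with medians of 0.024 in 451Lu-R and -0.014 in 1205Lu-R for all libraries in one fit, and -0.046 in 1205Lu-R for no filter. The reversals with a test are values near 0 that crossed it with that shift. DESeq2 weakened 12 results of single genes and interactions. Of 23 interactions, 0 reversed and 2 changed their side of the threshold, both with DESeq2. Across single genes and interactions, library size only made 4 stronger and 3 weaker.

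K-means with K = 4 or with DESeq2 fold changes also gave clusters whose means share a sign in all 4 comparisons. Since every cluster did so in each setting, this measure shows no stability. For the authors' deposited tables, other tests, normalizations, the replicate block, leaving out a replicate and the interaction were not run, because no counts were available. Alternatives planned for TPM did not apply. With 2 libraries per group, no exact permutation of the labels can reach a p under 0.05, and depth limits *CDH1*, *SOX10* and *MLANA* in 1205Lu-R and *CDH1* in 451Lu-R, which had too few counts to test.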

Differences from the paper's values

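No test in this part was chosen after its result was seen. The paper's log2 fold changes in Fig. 6A were read by eye from the color scale, so they are approximate. The error of that reading is not known and no allowance was made for it. Of 26 values compared, 19 lie further from those computed here for corin against DMSO than the SD between replicates, or on the other side of 0, as 4 do. The SD is small, so this does not show that the smaller gaps, such as those of *SOX10* and *MLANA*, are more than errors of reading. For the 4 on the other side of 0, the authors' deposited tables, which compare PLX4032 plus corin with PLX4032, list the sign found here. In 451Lu-R they list -2.85 for *TEAD2* and 0.08 for *PAX3* (adjusted p = 0.504). In 1205Lu-R they list -0.63 for *TGFBR1* and -0.49 for *PAX3*. An error of reading is therefore not excluded for larger gaps either. In 451Lu-R, *MITF* was -1.37 against the paper's about -1.8 (Fig. 6A, read by eye), and *SOX10* was -1.60 against the paper's about -1.5 (Fig. 6A, read by eye). *MLANA* was -0.70 against the paper's about -0.9 (Fig. 6A, read by eye), and *PAX3* was 0.68 against the paper's about -0.3 (Fig. 6A, read by eye). *AXL* was at least 3.12 against the paper's about 0 (Fig. 6A, read by eye), and *TGFBR1* was 0.84 against the paper's about 1.9 (Fig. 6A, read by eye). *TEAD2* was -2.33 against the paper's about 2.3 (Fig. 6A, read by eye), and *NFKB1* was -2.1 against the paper's about -1.5 (Fig. 6A, read by eye). *PPARGC1A* was 2.95 against the paper's about 1.6 (Fig. 6A, read by eye), and *DUSP1* was 3.54 against the paper's about 2.3 (Fig. 6A, read by eye).

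In 1205Lu-R, *MITF* was 1.05 against the paper's about 1.7 (Fig. 6A, read by eye), and *PAX3* was -0.39 against the paper's about 1 (Fig. 6A, read by eye). *AXL* was -1.09 against the paper's about -2.1 (Fig. 6A, read by eye), and *TGFBR1* was -0.84 against the paper's about 0.6 (Fig. 6A, read by eye). *TEAD2* was -2.17 against the paper's about -2.9 (Fig. 6A, read by eye), and *ZEB1* was -0.043 against the paper's about -1.5 (Fig. 6A, read by eye). *NFKB1* was -1.40 against the paper's about -1.8 (Fig. 6A, read by eye), and *PPARGC1A* was at least 3.79 against the paper's about 2.2 (Fig. 6A, read by eye). *DUSP1* was 2.98 against the paper's about 2.5 (Fig. 6A, read by eye). None of the alternatives set before the data were examined brought any of these 19 values within that SD, which for the smaller gaps says little: DESeq2, RLE size factors, library size only, no filter, a mean of at least 1 CPM, a replicate block, all libraries in one fit, and leaving out each library in turn.

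The paper describes a fall of *ZEB1* in 1205Lu-R. It cites its RNA-Seq heatmap and a supplemental figure with RT-qPCR, which was not examined here. Here its log2 fold change was -0.04 (adjusted p = 0.488, 2 libraries per group), and the authors' deposited table for that cell line lists -0.12 (adjusted p = 0.378). No setting called it as fallen. The paper describes a rise of *CDH1* in both cell lines. Here it had at most 8 counts in a library and could not be tested, and the authors' deposited table for 451Lu-R lists -0.16 (adjusted p = 0.942).

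The paper describes type I and type II interferon response genes as increased in both cell lines. Its supplemental tables of these genes were not compared here. Here the type I list did not pass in either (adjusted p = 0.255 in 451Lu-R, median 0.42, and 0.997 in 1205Lu-R, median 0.03), and no setting called it. Camera compares a list with all tested genes, so this does not contradict rises of single genes. At an FDR under 0.001, 21 of the type I genes rose and 11 fell in 451Lu-R. In 1205Lu-R, 20 rose and 14 fell. The type II list passed in 451Lu-R (0.0385, median 1.02) and not in 1205Lu-R (0.283, median 0.60). In the authors' deposited table for 1205Lu-R, however, the type II list stood at percentile 99.6. With a mean of at least 1 CPM it stood at 80.35 there, within the random lists. The paper describes RISC components as decreased. Here the list fell without passing (0.0969, median -0.26, and 0.0826, median -0.29), and no setting called it. At an FDR under 0.001, 7 of its genes fell and 3 rose in 451Lu-R, and 9 fell and 2 rose in 1205Lu-R.

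The paper's gene set results in Fig. 5C and Fig. 5D compare PLX4032 plus corin with PLX4032, for which the values here come from the authors' deposited tables. The tests run here cover corin against DMSO. The paper describes DNA repair sets as lowered in both cell lines. The authors' deposited table for 1205Lu-R placed the base excision repair list at percentile 0.01 (median -0.67), past the lower limit, and the nucleotide excision repair list at 25.6 (median -0.24), within the random lists. With corin against DMSO, the nucleotide excision repair list fell in both (adjusted p = 0.00932, median -0.40, in 451Lu-R and 0.00144, median -0.50, in 1205Lu-R). The paper describes MAPK signaling, axon guidance and hedgehog signaling as raised in both cell lines. The authors' deposited table for 1205Lu-R placed axon guidance at percentile 100 of the random lists, past the upper limit, and MAPK signaling at 95.7 and hedgehog signaling at 94.5, under it. With corin against DMSO, the 3 lists did not pass in 1205Lu-R with camera (adjusted p of 0.646, 0.241 and 0.283 for MAPK signaling, hedgehog signaling and axon guidance, medians 0.12, 0.41 and 0.35). With fgsea, an alternative set before the data were examined, they did (0.0159, 0.00133 and 0.000476). Fig. 5D places Wnt signaling among the pathways of 1205Lu-R. The authors' deposited tables placed the list at percentile 66.8 in 1205Lu-R and 100 in 451Lu-R. With corin against DMSO, the list rose in 451Lu-R (0.00952, median 0.40), and in 1205Lu-R it passed as risen only with fgsea (0.0159). Fig. 5C shows the ribosome set lowered in both cell lines. The authors' deposited tables placed the ribosomal proteins list at percentile 20.7 in 451Lu-R (median -0.10) and 99.98 in 1205Lu-R (median -0.01). With corin against DMSO, it rose in 451Lu-R with camera (0.0368, median 0.15), and with a mean of at least 1 CPM (0.0193). That rise did not pass with fgsea (0.735), a replicate block (0.0514) or the correlation estimated from the libraries (0.560). In 1205Lu-R the list did not pass with camera (0.997, median 0.01), and fgsea called it as lowered (0.0159). The lists here are not KEGG's sets.

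The paper places *DUSP1* and *DUSP5* among the most upregulated genes of the MAPK signaling set. Here they ranked 23 and 36 of 204 in 451Lu-R and 24 and 44 of 206 in 1205Lu-R by log2 fold change. In the authors' deposited tables they ranked 38 and 29 in 451Lu-R and 32 and 59 in 1205Lu-R. Ranking by fold change favours genes with few reads under DMSO. With corin against DMSO, *CACNG4*, *FGF9* and *CACNG7* led the list in 451Lu-R, with 0 counts in both DMSO libraries. The same held for *PDGFB*, *RASGRP2* and *FGF9* in 1205Lu-R. The list was written by hand and is not KEGG's set, so the ranks do not test the paper's statement directly.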

Other observations

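The trends over gene length and GC content and the shifts of the median were chosen for report after the results were seen, and no other test in this part was.

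More genes rose than fell with corin against DMSO, with shares of 82.0% in 451Lu-R and 88.8% in 1205Lu-R at a fold change of 4 or more and an FDR under 0.001. Scaling, depth, low expression, gene length and GC content were examined as technical explanations, each taken as the whole cause only if the share came to 50% or less. That limit is far from these shares, so the values below rule out none of them as a part of the excess. With library size only, the shares were 79.7% and 90.8%, but that scaling moved the median log2 fold change only from 0.032 to -0.066 in 451Lu-R and from 0.034 to 0.109 in 1205Lu-R, which is too little to test a 4-fold threshold. With the 4 libraries of each cell line thinned to the smallest total, they were 82.2% and 89.0%. Among genes above the median expression they were 63.7% and 64%. A gene silent under DMSO that rises has a low mean expression, so the lower share above the median does not show that few reads give the excess. The lowest shares over groups of genes split by exonic length were 79.2% and 87.9%, and by GC content 81.0% and 85.6%. From the shortest to the longest group of genes, the share rose from 79.2% to 86.1% in 451Lu-R and from 87.9% to 90.6% in 1205Lu-R. From the group of lowest GC content to that of the highest, it fell from 92.1% to 85.6% in 1205Lu-R. In 451Lu-R the shares from lowest to highest GC content were 82.6%, 81.0% and 82.7%, without such a trend. The share depends on the threshold, and at an FDR under 0.05 without a fold change it was 51.7% and 51.6%. Most tested genes passed there, and TMM put the median log2 fold change at 0.032 and 0.034. Near-even shares follow largely from that scaling, so they say little for or against an excess of rises. A release of repressed genes is a candidate explanation for the excess among large changes. Reads shared between paralogs were not tested, and other causes of rises from low expression, such as an indirect response, were not separated from it.

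Genes higher in one cell line than in the other under DMSO moved toward the other cell line with corin. Across 16062 genes, the difference in the response to corin had a slope of -0.311 on the difference between the cell lines under DMSO (r = -0.503). Shared DMSO libraries on both sides of such a comparison give a negative slope by noise alone. With the DMSO difference taken from replicate 1 and the responses from replicate 2, the slope was -0.289, and with the replicates exchanged it was -0.285. Shared noise is therefore not the whole of the slope. Genes with few reads in one cell line can mostly only rise, which may also give a negative slope and was not tested. Genes are not independent, so no p is given.

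A list of 40 neuronal genes bound by REST, written by hand, was tested for a rise with corin, since REST recruits CoREST. In 451Lu-R, 33 genes were tested, with a median log2 fold change of 4.51, and 28 rose and 0 fell at an FDR under 0.001 (camera, adjusted p = 1.74e-08, 2 libraries per group). In 1205Lu-R, 20 genes were tested, with a median of 2.47, and 15 rose and 3 fell (adjusted p = 0.000893). Both are in line with release of REST targets as a hypothesis. Camera compares a list with all tested genes, not with genes of like expression, so a part played by the list's low expression was not tested. The paper does not report this list.

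Among the CoREST genes, *RCOR2* rose with log2 fold changes of 5.29 in 451Lu-R and 3.46 in 1205Lu-R, and *RCOR1* rose by 0.82 and 0.97. *KDM1A*, which encodes LSD1, rose by 0.38 and 0.46. For *KDM1A* the authors' deposited tables list -0.03 in 451Lu-R (adjusted p = 0.680) and 0.38 in 1205Lu-R (adjusted p = 3.19e-08). *REST*, which overlaps *NOA1* on the opposite strand, had -0.49 and -0.75. *HDAC1* had 0.53 in 451Lu-R and -0.09 in 1205Lu-R.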
